# Induction of CTH expression in response to amino acid starvation confers resistance to anti-LAT1 therapy in MDA-MB-231 cells

**DOI:** 10.1038/s41598-022-04987-5

**Published:** 2022-01-19

**Authors:** Takashi Yamaga, Junichi Suehiro, Youichiro Wada, Hiroyuki Sakurai

**Keywords:** Breast cancer, Cell growth

## Abstract

L type amino acid transporter 1 (LAT1) is an attractive molecular target for cancer therapy because of its overexpression in many cancer cells. JPH203, a selective LAT1 inhibitor, causes amino acid deprivation and suppresses cancer cell proliferation. However, several cancer cells showed resistance to amino acid deprivation. In this study, we aimed to elucidate the molecular mechanism of different sensitivity between 2 breast cancer cells to anti-LAT1 therapy. MDA-MB-231 cells were more resistant to growth suppression effect of JPH203 than T-47D cells (IC50 was 200 ± 12.5 μM for MDA-MB-231, and 5 ± 1.1 μM for T-47D cells; p < 0.05). Transcriptome and biochemical analysis were done in these cells in the presence/absence of JPH203. JPH203 induced intracellular amino acid deprivation stress in both cells, but it upregulated cystathionine γ lyase (CTH), an enzyme for synthesis of antioxidants, only in MDA-MB-231 cells. Moreover, siRNA-mediated *CTH* knockdown induced oxidative stress in response to JPH203 leading to decreased cell viability in MDA-MB-231 cells. These results suggest that activation of anti-oxidation pathways in response to amino acid deprivation confers resistance to anti-LAT1 therapy.

## Introduction

L-type amino acid transporter (LAT) family are membrane proteins that transport large neutral amino acids across the cell membrane, which consist of four members (LAT1, LAT2, LAT3 and LAT4)^1–5^. Among them, LAT1 which forms a functional heterodimer with 4F2 heavy chain (4F2hc) has been considered to be a promising target for cancer therapy^5,6^. Its expression levels are high in the fetal tissue and restricted to the barrier such as blood brain barrier or cells with rapid proliferation such as bone marrow in adults^7^. Many tumor cells express LAT1 and its levels of expression are correlated with the aggressiveness of the malignancy^8,9^. In adult non-tumor cells, large neutral amino acids are transported by LAT2^10,11^. This tumor selective expression pattern together with novel mode of action, i.e. restricting amino acids delivery specifically for cancer cells, attracted the attention of many investigators. Endou et al. developed JPH203, a specific competitive inhibitor for LAT1, which is now in clinical trial in Japan^12^.

Restricting essential amino acids uptake into the tumor cell suppresses its proliferation via inhibition of mammalian target of rapamycin (mTOR)-p70S6 Kinase (p70S6K) pathway^13–15^. If we assume that the sensitivity of mTOR to essential amino acids are similar across the cells, the potency of JPH203 for a particular cell would be predicted by the expression levels of LAT1. However, the potency of JPH203 on growth suppression was reported to be different among various cancer cell lines that express similar levels of LAT1 ^16^.

In addition to suppressing mTOR pathway, genetic inhibition or JPH203 treatment reported to activate amino acid stress response pathway, which consists of general control nonderepressible 2 (GCN2)- eukaryotic Initiation Factor 2 α (eIF2α)—activating transcription factor 4 (ATF4)^17^. When cells are depleted of amino acids, GCN2 is activated by phosphorylation and subsequently phosphorylates eIF2α, which leads to inhibition in general protein translation. Phosphorylated eIF2α promotes ATF4 translation in the face of inhibition of general protein translation^18^. Upregulation of ATF4 may facilitate apoptosis of cancer cells in some circumstances^19^, while it may also promote cancer cell survival and tumorigenesis^20^. One of the downstream molecules regulated by ATF4 is cystathionine γ lyase (CTH), a key enzyme required for synthesis of anti-oxidant molecules such as cysteine and reduced glutathione (GSH)^21^.

We hypothesized that the different degree of anti-proliferative effect of JPH203 among various cancer cells could be explained by the difference in activation of stress responsive pathway downstream of ATF4. For example, if some cells activated pro-apoptotic pathways following ATF4 induction, the proliferation or viability of these cells would be easily suppressed by JPH203. In contrast, if other cells facilitated expression of anti-oxidant molecules downstream of ATF4, these cells would be resistant to the anti-proliferative effect of JPH203.

## Results

### JPH203 differentially suppressed the proliferation of MDA-MB-231 and T-47D cells

Two different breast cancer cell lines were used for the experiments; MDA-MB-231 cells derived from triple negative (i.e., no expression of estrogen receptor, progesterone receptor, or HER2) breast cancer, generally classified as more aggressive, treatment resistant cancer, and T-47D cells derived from ductal carcinoma of the breast with estrogen receptor, progesterone receptor, and HER2 expression. We confirmed that *LAT1* was the most abundantly expressed leucine transporter both in MDA-MB-231 and T-47D cells by qPCR (Fig. 1A). Its plasma membrane expression was apparent as shown in Fig. 1B. Both in mRNA and protein level, the amount of LAT1 in MDA-MB-231 cells were about 1.5-fold more than that in T-47D cells (Fig. 1A,C).

**Figure 1:**
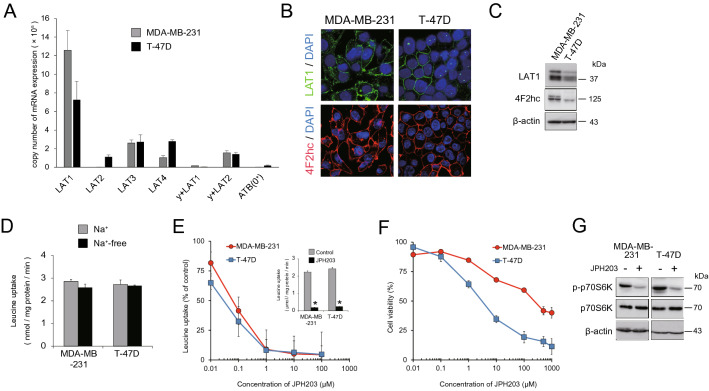
Expression of LAT family and effect of JPH203 in MDA-MB-231 and T-47D cells. (**A**) Copy number of leucine transporter mRNA in MDA-MB-231 and T-47D cells by qPCR. (**B**) Immunocytochemistry of LAT1 and 4F2hc in MDA-MB-231 and T-47D cells. Upper columns: LAT1 (green) and DAPI (blue; nuclear staining), lower columns: 4F2hc (red) and DAPI. Scale bars = 20 μm. (**C**) Western blot analysis of LAT1 and 4F2hc in MDA-MB-231 and T-47D cells. (**D**) Radio-labeled leucine uptake was measured in normal Na^+^-containing or Na^+^-free buffer. (**E**) Radio labeled l-leucine uptake was measured under condition of 0.01–100 μM JPH203. The inset showed leucine uptake at a concentration of 1 μM JPH203 in MDA-MB-231 and T-47D cells. *p < 0.05. (**F**) MDA-MB-231 and T-47D cells were incubated for 4 days in the presence of indicated concentration of JPH203, and cell viability was assessed by MTT colorimetric assay. (**G**) MDA-MB-231 and T-47D cells were incubated for 12 h in the absence or presence of 100 μM (MDA-MB-231) and 5 μM (T-47D) of JPH203. The cell lysates were subjected to western blot analysis for phospho-p70S6K, a target molecule downstream of mTOR.

Both of these cells took up comparable amount of leucine in Na^+^-free buffer compared with that in Na^+^ containing buffer (Fig. 1D) and contribution of Na^+^-dependent leucine uptake was minimal, consistent with low expression of Na^+^-dependent leucine transporters such as y^+^LAT1(SLC7A7), y^+^LAT2(SLC7A6), or ATB(0^+^) (SLC6A14) (Fig. 1A). JPH203 has been shown to act as a highly specific competitive inhibitor of LAT1^12^. IC50 of JPH203 for leucine uptake inhibition (IC50_uptake_) were 0.06 ± 0.02 μM for MDA-MB-231 cells and 0.03 ± 0.01 μM for T-47D cells (p = 0.070; Fig. 1E) and leucine uptake of both of these cells was almost completely inhibited by 1 μM of JPH203 (Fig. 1E, inset). These functional data together with expression data suggest that uptake of large neutral amino acids including leucine into these cells was almost entirely dependent on LAT1_._

However, proliferation of T-47D cells was suppressed in the presence of lower concentrations of JPH203 than that for MDA-MB-231 cells; IC50_proliferation_ of JPH203 for T-47D cells was 5 ± 1.1 μM while that for MDA-MB-231 cells was 200 ± 12.5 μM (p < 0.05; Fig. 1F). Hereafter, we describe relative lack of efficacy of JPH203 in suppressing cell proliferation in MDA-MB-231 cells as JPH203 “resistance”.

Consistent with previous reports, inhibition of leucine and other branched chain amino acids uptake by JPH203 decreased the activation of mTORC1 pathway and the degree of inhibition was similar between these cells (Fig. 1G). In addition, a molecule in the amino acid nutritional stress pathway CHAC1^22^, which degrades antioxidant GSH, was upregulated in response to JPH203 in both cells (Supplementary Fig. 1), suggesting that some of the reactions to amino acids starvation were commonly observed in both of these cells.

### JPH203 treatment induced CTH in MDA-MB-231 cells but not in T-47D cells

Consistent with the relative resistance to JPH203 treatment, the transcriptome of MDA-MB-231 cells was not much affected by JPH203 (Fig. 2A); only 6 genes were differentially expressed in the presence of JPH203 (Table 1). On the other hand, 516 genes were differentially expressed in T-47D cells (Fig. 2A).

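The transcriptome data came from 4 Affymetrix U133 Plus 2.0 arrays, 1 for each of 4 conditions. MDA-MB-231 cells, a triple negative breast cancer line, and T-47D cells, an estrogen receptor-positive line, were each treated for 24 h with 100 μM JPH203 or with Captisol, a modified cyclodextrin used as the vehicle, which the sample labels also give at 100 μM. The authors deposited signal intensities on a linear scale for 54675 probe sets, made with the GCOS software. The mean signal of each array, without the lowest and highest 2% of its values, lay between 100.2 and 100.4, as when every array is scaled on its own to a target of 100. No array was repeated, so no difference below has a replicate check, an error or a p-value. The signal with JPH203 was divided by the control signal of the same cell line, and a probe set was called changed at a ratio of at least 2 or at most 0.5, the threshold of Fig. 2A, with a signal of at least 100 on both arrays of the line. The paper's text does not state a minimum signal, and 100 was read from where the called dots lie in Fig. 2A. Genes were counted when at least 1 probe set that names that gene alone was called, and the level of a gene is that of its brightest such probe set. In MDA-MB-231 cells, 95% of the 11370 probe sets with a signal of at least 100 on both arrays had a ratio between 0.778 and 1.33. In T-47D cells, 95% of the 10258 such probe sets had a ratio between 0.501 and 1.97. Across the 8346 probe sets with a signal of at least 100 on all 4 arrays, which are not independent replicates, the log2 signals of the control and JPH203 arrays had a Pearson's r of 0.992 in MDA-MB-231 cells and 0.955 in T-47D cells. The ratio of 3-prime to 5-prime signal of ACTB, a sign of RNA quality, was 1.45 in the control and 1.44 with JPH203 in MDA-MB-231 cells, and 1.39 and 1.72 in T-47D cells. That of GAPDH was 0.987 and 1.01 in MDA-MB-231 cells, and 0.940 and 0.867 in T-47D cells. The geometric mean signal of the poly-A spike-in transcripts was 1.57 times that of the control array with JPH203 in T-47D cells, and 0.916 times in MDA-MB-231 cells.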

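In MDA-MB-231 cells, 7 genes changed 2-fold with JPH203, 6 of them higher and 1 lower. The largest rise was that of ASNS, asparagine synthetase, whose signal went from 234 to 2091, a ratio of 8.93. CYP1B1, a cytochrome P450 enzyme, rose from 1192.5 to 3046, a ratio of 2.55, and PSAT1, an enzyme of serine synthesis, from 1121.5 to 2739, a ratio of 2.44. NNMT and CTH were the other metabolic enzymes that rose. RBL2, which encodes a pocket protein of the retinoblastoma family, rose from 125 to 275, a ratio of 2.20. AKAP12, an anchoring protein of protein kinase A, was the gene that fell, from 284 to 139.9, a ratio of 0.493. Its call rests on 1 _s_at probe set, the others being below the minimum. It was not called with a pseudocount of 16, at a minimum of 200, or with the mean of its probe sets. Nor was it called without _x_at and _s_at probe sets or after scaling to the poly-A spike-ins. Here and below, a mean of probe sets is that of their log2 signals, so dim and bright probe sets weigh the same. CEMIP, the hyaluronan-binding protein listed as KIAA1199 in Table 1, had signals of 103 and 197, a ratio of 1.90. In all, 12 of the 11370 probe sets were called, and 1 of them, which fell to a ratio of 0.323, is unnamed here. The count depends on the minimum signal, with 17 genes at a signal of at least 50 on both arrays and 4 at 200. With the mean of all probe sets of a gene in place of the brightest, 8 genes were called, 2 of them among the 7. CTH and NNMT were not among those 8, with ratios then of 2.62 and 1.63. The dimmer CTH probe set, at 44.4 in the control, brought the mean control signal below the minimum. The dimmest NNMT probe set, at 14.0 and 11.6, lowered the mean ratio, while those above the minimum had ratios of 2.27 and 2.29. The control signal of CTH was also below a minimum of 200.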

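In T-47D cells, 354 of 6451 genes changed 2-fold with JPH203, 165 of them higher and 190 lower, with 1 gene called both ways by different probe sets. This count depends on the minimum signal, with 588 genes at a signal of at least 50 on both arrays and 217 at 200. With the mean of all probe sets of a gene, 156 genes were called, 131 of them among the 354. ASNS was called in both cell lines, and no other gene was, though its call in each line rests on 1 _s_at probe set. With the mean of its probe sets the call was lost, as the other, with signals of 0.9 to 5.4, brought the mean below the minimum. Its ratio was then 7.32 in MDA-MB-231 cells and 1.24 in T-47D cells, not read as sizes. That loss reflects the dim probe set and does not speak against the rise on the brighter. The largest rises after the stress genes DDIT3 and ASNS were those of S100P, a calcium-binding protein, at a ratio of 4.30, SH3BGR at 4.25, HMMR, a mitotic spindle protein, at 3.89, IFRD1 at 3.79, RPL22L1 at 3.71, SKAP2 at 3.66 and SMIM20 at 3.58, with the stress gene TRIB3 in the same range. The largest falls were those of ARHGEF12 at a ratio of 0.261, UHRF1, which maintains DNA methylation, at 0.308, NOTCH2NLA, whose probe set may also measure its paralogs, at 0.310, ATP13A3 at 0.332 and PNRC1 at 0.334. IGF2R and PGR, the progesterone receptor, followed at 0.345, then L1CAM at 0.348, INSIG1 at 0.351 and LTBP1 at 0.353. The value of ARHGEF12 is from 1 _s_at probe set of the 13 that name it. Of 8 genes of fatty acid synthesis measured, 4 fell and none rose. These were SCD at 0.378, ACACA at 0.410, FASN at 0.449 and ACLY at 0.464. Another ACACA probe set, above the minimum on both T-47D arrays, had a ratio of 1.03. The median log2 ratio of the list was -0.92, below all 10000 random lists of the same size matched on mean signal. Of 15 genes of sterol synthesis, 3 fell, INSIG1, SQLE at 0.420 and DHCR7 at 0.442, with a list median of -0.39 at the 1.1 percentile. Of 20 genes of the G1/S transition and DNA replication, 4 fell and none rose, among them MCM4 at 0.432, RRM2 at 0.437 and MCM2 at 0.462, with a list median of -0.83, again below all random lists. Of 23 genes of G2/M and mitosis, HMMR, CDKN3 at 2.83 and CDK1 at 2.31 rose and KIF11 fell at 0.443, with a list median of 0.50, above all random lists, though without a minimum signal it was 0.16, at the 88 percentile. Of 14 luminal markers, PGR and ESR1, the estrogen receptor, at 0.419 fell, and the list median was -0.36, below all random lists. The genes that rose had a median genomic length of 18.9 kb and those that fell of 78.1 kb, against 27.1 kb for all genes tested, beside the 3-prime to 5-prime and spike-in ratios of the T-47D arrays given above. The balance depends on the scaling, with 209 genes higher and 161 lower after median centring and 171 higher and 131 lower after quantile normalization. After scaling to the poly-A spike-in transcripts, an alternative added after the data were seen, 16 were higher and 869 lower. That scaling assumes equal amounts of spike-in on the arrays, which the sources used here do not state.

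**Figure D1:**
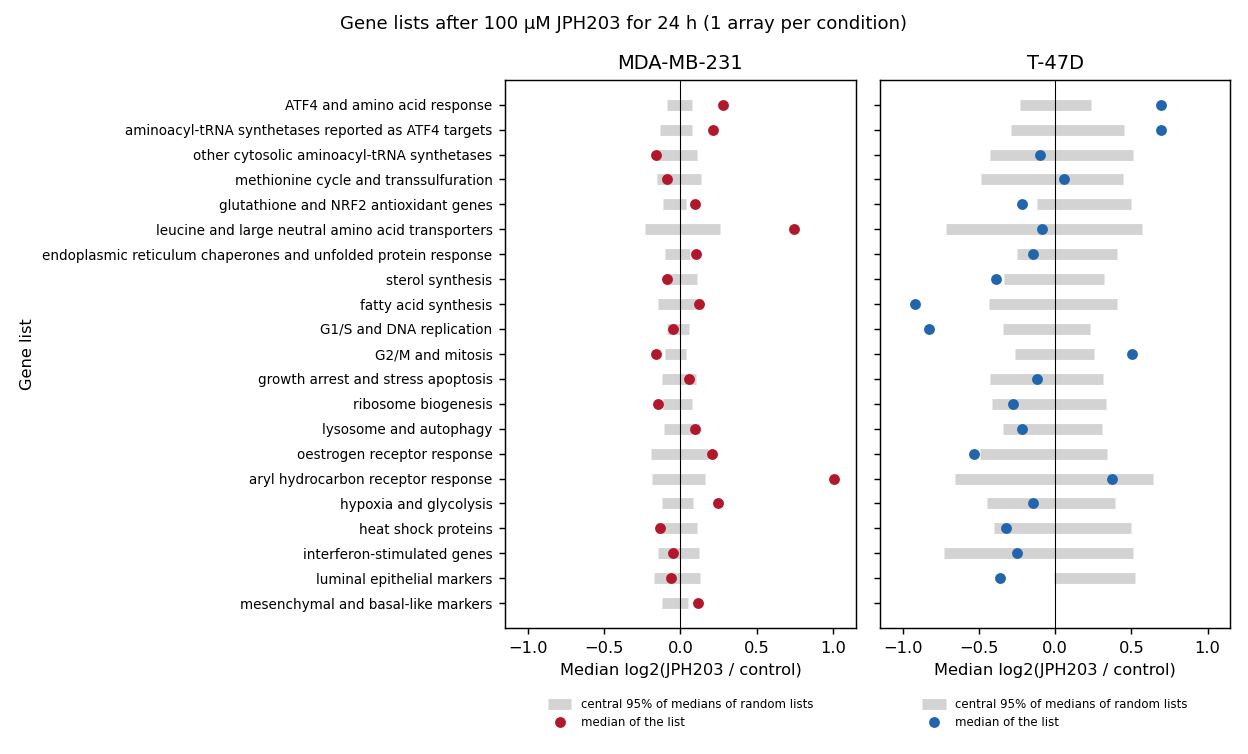
Median log2 ratio of JPH203 over control (x axis) for each gene list (y axis) in MDA-MB-231 cells (left, red) and T-47D cells (right, blue), 1 array per condition. Points are the medians of the lists and grey bars span the central 95% of the medians of 10000 random lists of the same size and mean signal; in T-47D cells fatty acid synthesis lies at -0.92 and G1/S at -0.83, left of their bars, and the ATF4 list at 0.70, right of its bar.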

**Figure 2:**
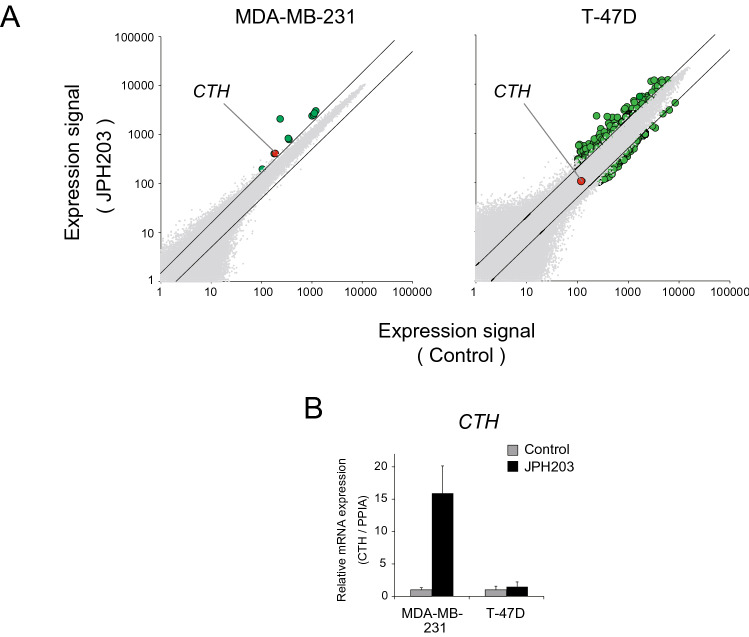
Transcriptome analysis of MDA-MB-231 and T-47D cells in the presence/absence of JPH203. (**A**) DNA microarray was performed in the presence of 100 μM JPH203 for 24 h in MDA-MB-231 and T-47D cells. A gene was regarded as differentially expressed if the signal intensity of JPH203 treated condition/signal intensity in control condition was ≤ twofold or ≥ twofold (green dots, *CTH* was designated by red dots). (**B**) *CTH* mRNA expression in the presence/absence of 100 μM JPH203 for 12 h in MDA-MB-231 and T-47D cells by qPCR.

**Table 1:** Differentially expressed genes in MDA-MB-231 cells by JPH203 treatment.

Gene	Function	Ratio : JPH203/control	
		MDA-MB-231	T-47D
*ASNS*	Asparagine biosynthetic process, cellular response to glucose starvation	8.57	4.29
*PSAT1*	l-Serine biosynthetic process	2.64	1.74
*CYP1B1*	Metabolism of various endogenous substrates	2.46	1.09
*CTH*	Cysteine biosynthetic process, sulfur amino acid catabolic process	2.46	0.66
*NNMT*	NAD biosynthesis via nicotinamide riboside salvage pathway	2.38	0.50
*KIAA1199*	Hyaluronan biosynthetic process	2.30	5.28

Of these 6 genes upregulated by JPH203 treatment in MDA-MB-231 cells, 2 genes, *cystathionine γ lyase* (*CTH*) and *nicotinamide N-methyltransferase* (*NNMT*) were upregulated only in MDA-MB-231 cells (Table 1). 

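CTH, which makes cysteine from cystathionine, rose in MDA-MB-231 cells from a signal of 188 to 412, a ratio of 2.20, on its brighter probe set. In T-47D cells the same probe set had signals of 137 in the control and 95.5 with JPH203, the latter below the minimum, so that the ratio of 0.699 is not read as a size. The other CTH probe set went from 44.4 to 139 in MDA-MB-231 cells and from 46.2 to 28.4 in T-47D cells, below the minimum signal on 3 of the 4 arrays. The log2 ratio of CTH in MDA-MB-231 cells minus that in T-47D cells was 1.65, which rests on that signal below the minimum and could not be tested with 1 array per condition. NNMT, which methylates nicotinamide with S-adenosylmethionine, rose in MDA-MB-231 cells from 349.5 to 794 on its brightest probe set, a ratio of 2.27, and from 178 to 408 on the next, a ratio of 2.29. In T-47D cells these probe sets had signals of 4.0 to 14.1, below the minimum on both arrays, so no ratio is read there. Among MDA-MB-231 probe sets of similar signal to that of CTH, 95% had a ratio between 0.774 and 1.33. Of the other genes of Table 1, ASNS rose in T-47D cells as well, from 488 to 2105, a ratio of 4.31. PSAT1 had signals of 193 and 361 in T-47D cells, a ratio of 1.87, CYP1B1 had 323 and 357, a ratio of 1.10, and CEMIP had 0.9 and 10.2, below the minimum. Of 6 genes of the methionine cycle and transsulfuration measured in MDA-MB-231 cells, NNMT and CTH rose and none fell, while the list median was -0.088, at the 16 percentile of random lists matched on signal. Of 7 measured in T-47D cells, MTR, methionine synthase, fell at 0.499, close to the threshold, and none rose, with a list median of 0.057 at the 61 percentile. From the ratios in Table 1, the paper states that CTH and NNMT were raised in MDA-MB-231 cells alone.

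**Figure D2:**
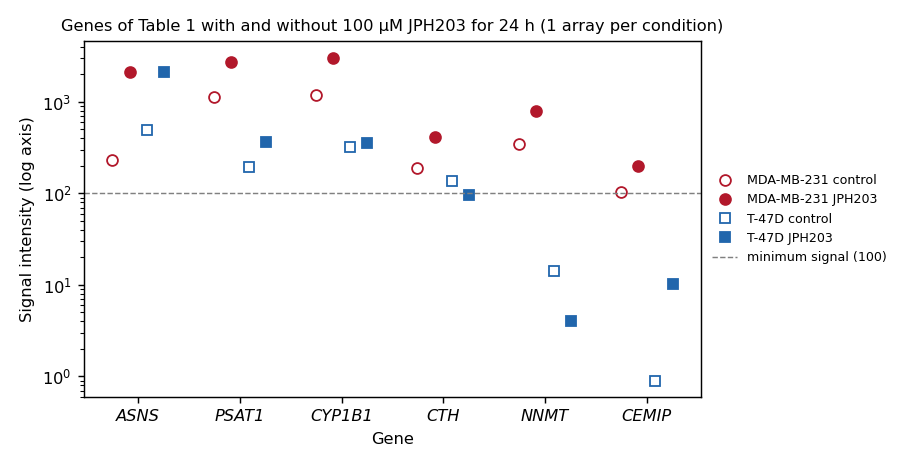
Signal intensity on a log axis (y axis) of the genes of Table 1 (x axis) on each of the 4 arrays, with open symbols for control and filled symbols for 100 μM JPH203, circles for MDA-MB-231 cells and squares for T-47D cells, each point being 1 array. The dashed line is the minimum signal of 100; NNMT and CEMIP lie below it on both T-47D arrays, and CTH is at 412 with JPH203 in MDA-MB-231 cells and 95.5 in T-47D cells.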

Interestingly, both of these enzymes act in an anti-oxidative pathway that generates cysteine from methionine^23–25^. After confirming that *CTH* mRNA was upregulated in response to JPH203 only in MDA-MB-231 cells by qPCR (Fig. 2B), we decided to focus on CTH, a more downstream enzyme in the process.

### CTH was likely to be induced through GCN2-ATF4 pathway in MDA-MB-231 cells

In order to elucidate the pathway leading to CTH upregulation, differentially expressed genes in T-47D cells in response to JPH203 treatment were analyzed. Amino acid restriction was known to induce cellular stress response known as GCN2-eIF2α-ATF4 pathway and genes related to this pathway were overrepresented among upregulated genes in T-47D cells in response to JPH203 (Table 2)^17,26,27^. 

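Of 30 genes of the ATF4 and amino acid response measured in T-47D cells, 7 rose 2-fold with JPH203 and none fell. DDIT3, the pro-apoptotic transcription factor CHOP, had the largest rise of all genes called in these cells, from 238 to 2269, a ratio of 9.53. TRIB3, a pseudokinase induced by ATF4, rose from 945 to 3454, a ratio of 3.66, and ATF4 itself from 1676 to 5593, a ratio of 3.34. The median log2 ratio of the list was 0.70, above all 10000 random lists matched on signal, and 26 of the 30 genes had a higher signal with JPH203. Random lists held 0.90 genes at 2-fold or more on average, where a signal of 100 on at least 1 array was enough. The 7 calls needed it on both arrays, so these counts do not share a criterion. The 11 measured aminoacyl-tRNA synthetases reported as ATF4 targets had a list median of 0.69, at the 99.9 percentile, with 8 of the 11 above their control signal, but none was called. GARS1 was at 1.62 and IARS1 at 1.51, while the 3 below their control signal, named here after their values were seen, were LARS1 at 0.590, EPRS1 at 0.823 and NARS1 at 0.861. The 6 other cytosolic synthetases measured had a list median of -0.10, at the 24 percentile, with KARS1 at 1.19. None of the 15 endoplasmic reticulum chaperones and unfolded protein response genes measured was called, and HSPA5, the chaperone BiP, had a ratio of 0.966, with a list median of -0.15 at the 9.3 percentile. Among the other genes of Table 2, MNAT1, part of the kinase that activates cyclin-dependent kinases, rose at 3.44 and PARPBP, a regulator of recombination, at 2.41. CTTN, cortactin, fell at 0.431 on its brightest probe set, while another above the minimum on both arrays had a ratio of 1.34. YAP1, a transcriptional coactivator, fell at 0.497, and was not called after median centring, quantile normalization or removal of the gene length trend, with a pseudocount of 16, or with the mean of its probe sets. FANCL, a ubiquitin ligase of DNA repair, had a ratio of 1.29. The GO enrichment of Table 2 was not rerun here.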

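On the MDA-MB-231 arrays, ATF4, the transcription factor of the amino acid response, had a signal of 1466 in the control and 1357 with JPH203, a ratio of 0.925. In this range of signal, 95% of MDA-MB-231 probe sets had a ratio between 0.816 and 1.20, so ATF4 lay within their spread. Of 26 genes of the ATF4 and amino acid response measured in these cells, ASNS, PSAT1 and CTH rose 2-fold and none fell. The list median was 0.28 on the log2 scale, above all random lists matched on signal, and 22 of the 26 genes had a higher signal with JPH203. DDIT3 had signals of 106 and 153, a ratio of 1.44, and TRIB3 of 141 and 189, a ratio of 1.34. The aminoacyl-tRNA synthetases reported as ATF4 targets had a list median of 0.22 over 11 genes, above all random lists, with none called, GARS1 at 1.13 and IARS1 at 1.17.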

Although *ATF4* was not differentially expressed in MDA-MB-231 cells in microarray experiments, it did show upregulation in response to JPH203 treatment in these cells by qPCR (Fig. 3A). Consistent with the result of transcriptome analysis, *ATF4* gene was also upregulated in T-47D cells in response to JPH203 by qPCR (Fig. 3A).

**Table 2:** GO enrichment analysis of differentially expressed genes by JPH203 treatment in T-47D cells.

	GO term (biological process)	p-value	Gene
GO:0031325	Positive regulation of cellular metabolic process	0.004	*FASN, ACACA*
GO:0006520	Cellular amino acid metabolic process	0.009	*ATF4, SDSL*
GO:0000082	G1/S transition of mitotic cell cycle	0.019	*MNAT1, CDKN3*
GO:0006281	DNA repair	0.024	*PARPBP, FANCL*
GO:0036499	PERK-mediated unfolded protein response	0.024	*ATF4, DDIT3*
GO:0006974	Cellular response to DNA damage stimulus	0.028	*DDIT3, YAP1*
GO:2001237	Negative regulation of extrinsic apoptotic signaling pathway	0.043	*CTTN, YAP1*
GO:0034976	Response to endoplasmic reticulum stress	0.068	*ATF4, DDIT3*

**Figure 3:**
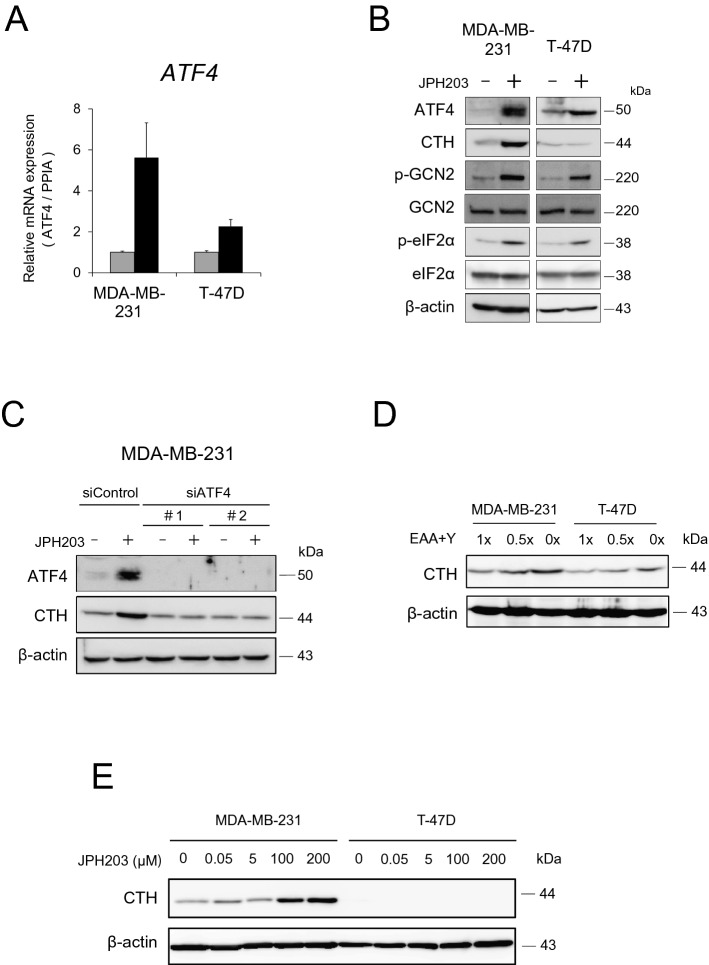
Activation of amino acid starvation stress pathway in cells in response to JPH203 or LAT1 substrate amino acids restriction. (**A**) *ATF4* mRNA expression in the presence/absence of 100 μM JPH203 for 12 h in MDA-MB-231 and T-47D cells by qPCR. (**B**) MDA-MB-231 and T-47D cells were incubated for 12 h in the absence or presence of 100 μM (MDA-MB-231) and 5 μM (T-47D) of JPH203. The cell lysates were subjected to western blot analysis for ATF4, CTH, phospho-GCN2, phospho-eIF2α. (**C**) MDA-MB-231 cells were transfected with control (scrambled) or *ATF4* siRNA. These transfected cells were incubated in the presence/absence of 100 μM of JPH203 for 12 h. The cell lysates were subjected to western blot and probed for CTH and β-actin (loading control). (**D**) After MDA-MB-231 and T-47D cells were incubated for 72 h in amino acid restriction media, the cell lysates were subjected to western blot analysis and probed for CTH and β-actin (loading control). LAT1 substrate amino acids, which are eight essential amino acids (EAA; l-isoleucine, l-phenylalanine, l-tryptophan, l-valine, l-histidine, l-leucine and l-methionine) and l-tyrosine, were removed from normal RPMI (1.0) to 50% (0.5), or free (0). (**E**) MDA-MB-231 and T-47D cells were treated with JPH203 at different concentrations (0, 0.05, 5, 100 or 200 µM) for 48 h. The cell lysates were subjected to western blot analysis for determining CTH protein levels.

Because activities of GCN2 and eIF2α were regulated by phosphorylation rather than transcription, their protein level expression and phosphorylation levels were examined. Both in MDA-MB-231 cells and T-47D cells, JPH203 treatment increased phosphorylation of GCN2 and eIF2α without apparent changes in total protein expression levels (Fig. 3B). As expected from qPCR data, ATF4 protein expression was increased in both of these cells by JPH203, but CTH protein expression was increased only in MDA-MB-231 cells in response to JPH203 (Fig. 3B). This increased expression of CTH was abolished by knocking down *ATF4* (Fig. 3C), suggesting that ATF4 is at least one of the regulators for CTH expression.

To confirm that CTH is induced by amino acid depletion but not by unknown action of JPH203 per se, both cells were incubated in the medium depleted of LAT1 substrate amino acids, which are essential amino acids and tyrosine. As shown in Fig. 3D, CTH expression was higher at baseline and increased by the treatment much stronger in MDA-MB-231 cells than in T-47D cells. Along the same line, more than 100 μM of JPH203 did not increase CTH expression in T-47D cells while those doses of JPH203 clearly upregulate CTH expression in MDA-MB-231 cells (Fig. 3E). If there were unknown side effect of JPH203 that stimulates CTH expression, T-47D cells would have increased CTH in response to higher doses of JPH203. Although this is not a direct proof, it is very difficult to argue that the observed upregulation of CTH was due to some unknown side effect (i.e. not mediated by amino acid depletion) of JPH203.

### GCN2, ATF4 or CTH knockdown enhances growth inhibitory effect of JPH203 in MDA-MB-231 cells

Previous reports showed that CTH contributed to cancer cell survival against anti-tumor therapy via enhancing antioxidant activities of the cell^25^. To examine whether amino acid starvation stress-mediated CTH induction plays a role in resisting to growth inhibition by JPH203, we performed MTT cell proliferation/viability assay using *GCN2*, *ATF4* or *CTH* knockdown cells. Two independent siRNA oligos targeted to *GCN2*, *ATF4* and *CTH* gene (si*GCN2* #1, si*GCN2* #2, si*ATF4* #1, si*ATF4* #2, si*CTH* #1 and si*CTH* #2) significantly suppressed protein expression of each gene in both MDA-MB-231 and T-47D cells (Fig. 4A,C,E). si*GCN2* #1 or si*GCN2* #2 oligos significantly decreased cell viability by 17.6% and by 26.1% in JPH203-treated MDA-MB-231, respectively (Fig. 4B). Also, si*ATF4* #1 or si*ATF4* #2 oligos inhibited cell growth by 15.2% and by 17% in MDA-MB-231, respectively (Fig. 4D). *CTH* knockdown (si*CTH1* #1 or si*CTH2* #2) prominently augmented JPH203-mediated growth inhibition by 33.8% and by 34.5% in MDA-MB-231, respectively (Figs. 4F). In contrast, *GCN2*, *ATF4* or *CTH* knockdown did not affect the growth-inhibitory effect of JPH203 in T-47D cells (Fig. 4B,D,F).

**Figure 4:**
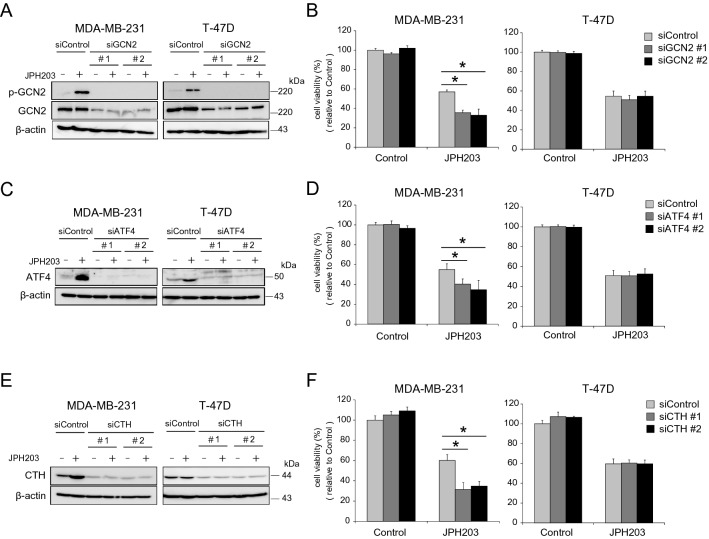
Effect of JPH203 in *GCN2*, *ATF4*, or *CTH* knockdown cells. (**A**,**C**,**E**) MDA-MB-231 and T-47D cells were transfected with control (scrambled) or *GCN2* (**A**), *ATF4* (**C**), *CTH* (**E**) siRNA. These transfected cells were incubated in the presence/absence of 100 μM (MDA-MB-231) or 5 μM (T-47D) of JPH203 for 12 h. The cell lysates were subjected to western blot and probed for each targeted molecule and βactin (loading control). (**B**,**D**,**F**) These knockdown cells were cultured in the absence or presence of 100 μM (MDA-MB-231) or 5 μM (T-47D) of JPH203 for 48 h and cell viability were assessed by MTT assay. *p < 0.05.

### JPH203-mediated CTH induction mitigated reactive oxygen species (ROS) release caused by amino acid starvation stress

We next sought to examine whether JPH203-mediated CTH induction attenuated ROS levels derived from amino acid starvation stress. To that end, we employed cell-permeable DCFH-DA, which is a fluorogenic dye to indicate cellular ROS levels, in JPH203-treated cells. ROS production was significantly increased by 2.5-fold in JPH203-treated T-47D cells, while it was not altered in JPH203-treated MDA-MB-231 cells (Fig. 5A,B). Exogenous H_2_O_2_ led to increased ROS levels by 4.5-fold and by 4.2-fold compared with control in both MDA-MB-231 and T-47D cells, respectively.

**Figure 5:**
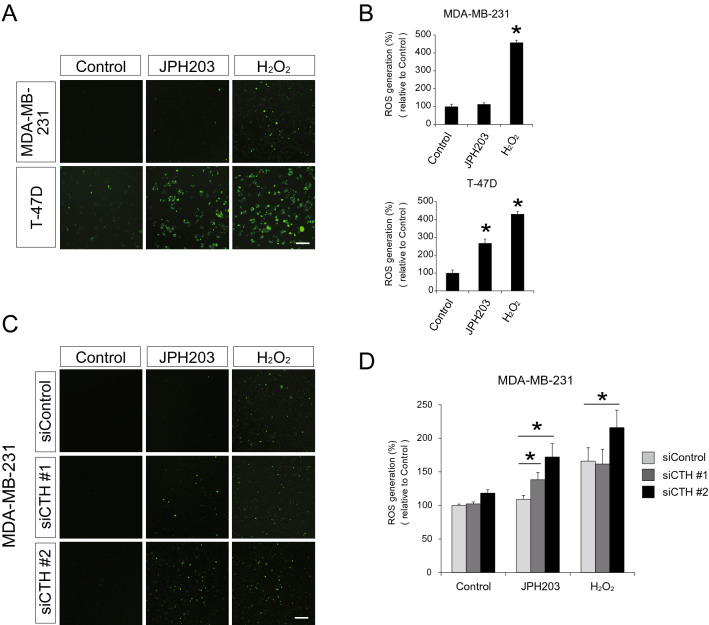
Cellular reactive oxygen spices (ROS) levels in response to JPH203 treatment. (**A**) Cell-permeable fluorogenic dye, DCFH-DA, was used to observe cellular ROS level after treatment with 100 μM JPH203 for 48 h in MDA-MB-231 and T-47D cells. Hydrogen peroxide treatment for 20 min was used as positive control. Scale bar = 100 μm. (**B**) Fluorescence intensity of (**A**) was measured by micro plate-reader. *p < 0.05. (**C**) MDA-MB-231 cells were transfected with control (scrambled) or *CTH* siRNA followed by incubation in the absence or presence of 100 μM JPH203 for 48 h. Cellular ROS levels were measured with DCFA-DA. Hydrogen peroxide treatment for 20 min was used as positive control. Scale bar = 100 μm. (**D**) Fluorescence intensity of (**C**) was measured by micro plate-reader. *p < 0.05.

In *CTH* knockdown MDA-MB-231 cells, JPH203 treatment increased the amount of ROS by 29% (si*CTH* #1) and 63% (si*CTH* #2), respectively (Fig. 5C,D). Thus, CTH upregulation in response to JPH203 treatment is likely to function as enhancing anti-oxidant capacity of MDA-MB-231 cells.

### CTH overexpression supported cell survival under JPH203-induced amino acid starvation in T-47D cells

To investigate whether CTH overexpression could attenuate an anti-proliferative effect by JPH203, T-47D cells were transiently transfected with pcDNA3.1-*CTH* plasmid (Fig. 6A). In its usual culture condition in the absence of JPH203 or H_2_O_2_, either mock-transfected or *CTH*-transfected T-47D cells did not produce much ROS. Increased ROS levels observed in the presence of JPH203 or H_2_O_2_ were attenuated in CTH overexpressed cells by 25% or by 66% respectively (Fig. 6B,C). CTH overexpression significantly increased T-47D cell viability by 13% in JPH203 and by 8% in H_2_O_2_, respectively (Fig. 6D). Collectively, these findings suggested that increased levels of CTH could reduce ROS levels caused by amino acid deprivation stress and give the cell an ability to survive such a stress.

**Figure 6:**
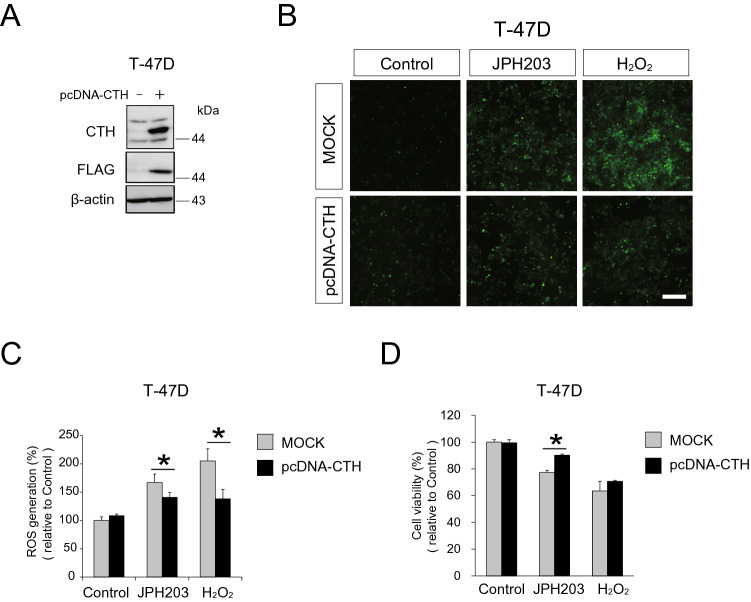
ROS generation and cell viability in response to JPH203 in CTH overexpressed T-47D cells. (**A**) 1 μg of pcDNA3.1-*CTH* vector or mock vector were transiently transfected into T-47D cells for 24 h. CTH expression and FLAG were confirmed by western blot. (**B**) After mock or CTH overexpressed T-47D cells were incubated in the absence or presence of 5 μM JPH203 for 48 h, DCFH-DA was applied to observe generation of ROS. Scale bar = 100 μm. (**C**) Quantification of intracellular ROS level of (**B**) by microplate reader. *p < 0.05. (**D**) Cell viability of mock or CTH overexpressed T-47D after incubation in the absence or presence of 5 μM JPH203 for 48 h was evaluated by MTT assay. *p < 0.05.

### MDA-MB-231 cells were primed for anti-oxidant production at baseline

Noting that expression levels of CTH was higher in MDA-MB-231 cells than in T-47D cells at baseline (Fig. 3B,D), we looked at microarray data for anti-oxidant related molecules. 

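In the control arrays, the signal of CTH in MDA-MB-231 cells was 1.37 times that in T-47D cells on the brighter of its probe sets. On the other, which was below the minimum signal of 100 in both lines, it was 0.961 times. SLC7A11, which encodes xCT, had a signal of 615 in MDA-MB-231 cells and 36.9 in T-47D cells on its brightest probe set, and 385 and 17.1 on the next. The third had 41.0 and 21.8, below the minimum on both arrays. As SLC7A11 lay below the minimum in T-47D cells, the size of the difference is not read from it. A signal of at least 100 on at least 1 of the 2 control arrays was reached by 8294 genes. Of these, 1945 were at least 2-fold higher in MDA-MB-231 cells and 2018 in T-47D cells. With a signal of 100 required on both arrays, 929 of 5688 genes were higher in MDA-MB-231 cells and 914 in T-47D cells. Differences between these lines are thus common and, with 1 array each, untested. The poly-A spike-in signal of the T-47D control array was 3.21 times that of the MDA-MB-231 control array, more than the 2-fold threshold.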

Not only *CTH*, but also cystine/glutamic acid transporter (*xCT*) was expressed more abundantly in MDA-MB-231 cells compared with T-47D cells (Fig. 7). These results suggest that machinery for producing antioxidant GSH and cysteine was more active even at baseline in MDA-MB-231 cells.

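Of 15 glutathione and NRF2 antioxidant genes measured in the control arrays, 6 were at least 2-fold higher in MDA-MB-231 cells and 2 in T-47D cells. Beside SLC7A11, those higher in MDA-MB-231 cells were GCLM, the modifier subunit of the enzyme that starts glutathione synthesis, with signals of 1002 against 136, TXNRD1, a thioredoxin reductase, with 3704 against 980.5, SRXN1, sulfiredoxin, with 695 against 296, GPX1, a glutathione peroxidase, with 3675 against 9.7, and ME1, malic enzyme, with 455 against 2.0. GPX1 and ME1 were below the minimum signal in T-47D cells. NQO1, a quinone reductase, had 2850 in MDA-MB-231 cells against 5897 in T-47D cells, and CAT, catalase, had 884 against 2537. GCLC, the catalytic subunit partnered with GCLM, had 194 against 356, and GSS, glutathione synthetase, 1207.5 against 1489.8. The median log2 ratio of the list, MDA-MB-231 over T-47D, was -0.24, at the 35.5 percentile of random lists matched on signal. From the levels of CTH and xCT, the paper proposes that the machinery for making glutathione and cysteine was more active at baseline in MDA-MB-231 cells. The figures it cites show CTH by western blot and xCT by qPCR and western blot, measures other than the arrays.

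**Figure D3:**
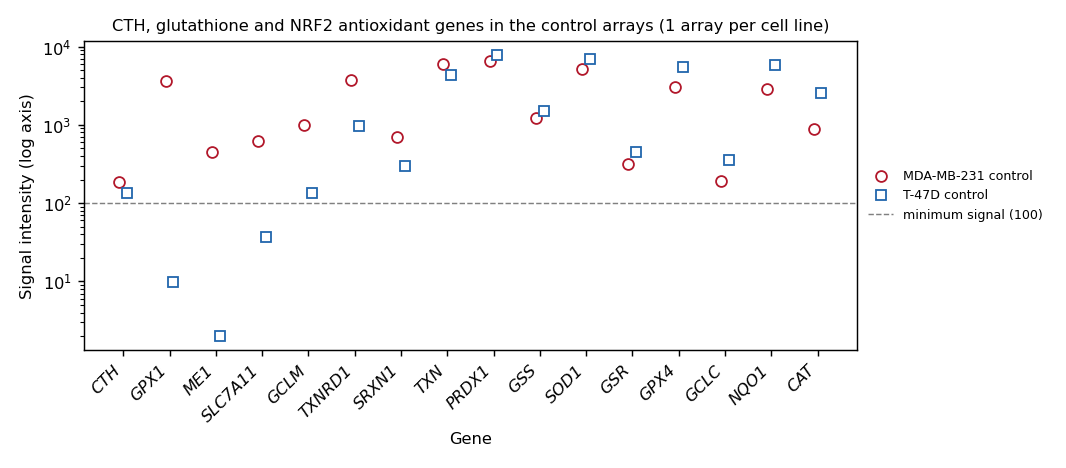
Signal intensity on a log axis (y axis) of CTH and of the glutathione and NRF2 antioxidant genes (x axis, ordered by the ratio of the cell lines after CTH) in the control arrays of MDA-MB-231 cells (red circles) and T-47D cells (blue squares), each point being 1 array. The dashed line is the minimum signal of 100; GPX1 lies at 3675 and 9.7 and CAT at 884 and 2537.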

**Figure 7:**
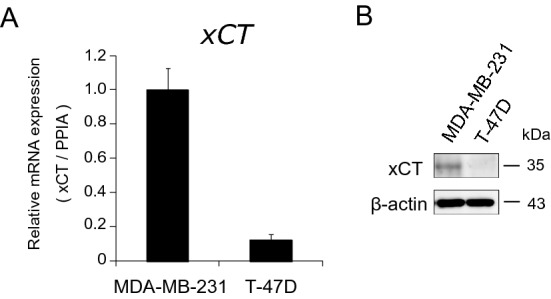
xCT expression in MDA-MB-231 and T-47D cells. (**A**) Non-stimulated basal *xCT* mRNA expression in MDA-MB-231 and T-47D cells by qPCR. (**B**) Non-stimulated basal xCT protein expression in MDA-MB-231 and T-47D cells by western blot analysis.

## Discussion

In this study, we compared 2 breast cancer cell lines, MDA-MB-231 and T-47D cells. Leucine uptake was almost exclusively mediated by LAT1 in both cells and JPH203 inhibited leucine uptake of these cells at IC50_uptake_ of 0.06 ± 0.02 μM for MDA-MB-231 cells and 0.03 ± 0.01 μM for T-47D cells, respectively (p = 0.07). However, MDA-MB-231 cells exhibited “resistance” to anti-proliferative effect of JPH203; IC50_proliferation_ of 200 ± 12.5 μM for MDA-MB-231 cells and 5 ± 1.1 μM for T-47D cells, respectively (p < 0.05). The discrepancy in IC50 _uptake_ and IC50_proliferation_ for JPH203 has been reported previously, where JPH203’s IC50_uptake_ = 0.06 μM and IC50_proliferation_ = 4.1 μM in colon cancer cell line HT29 cells. They reasoned that there exist much more amino acids in the proliferation assay than in the uptake assay^12^. In addition, the time course for leucine uptake was 2 min while the cell proliferation assay took 4 days in our study. Because JPH203 was not an irreversible inhibitor, it is impossible to completely block substrates uptake all through a long incubation period, especially in the media rich in amino acids and in the presence of other leucine transporters such as LAT3 albeit small amount comparing to LAT1. In line with this, Cormerais et al. found that 90% reduction of LAT1 expression by itself does not lead to growth suppression, suggesting that more than IC90_uptake_ of JPH203 (in our case more than 1 μM in both cells; Fig. 1E) would require to attain significant growth suppression^17^. The proliferation of T-47D cells was effectively suppressed by 5 μM of JPH203, but that of MDA-MB-231 cells was not (Fig. 1F). Upon obtaining these data, we decided to clarify the reason why the proliferation of MDA-MB-231 cells was not suppressed to the similar degree as T-47D cells in the presence of more than IC50_uptake_ concentrations (i.e. more than 1 μM). The difference in the anti-proliferative effect of JPH203 among cancer cell lines has been reported elsewhere, but no underlying mechanism has been identified to date to the best of our knowledge^16,28–30^.

The fact that mTOR-p70S6K pathway was equally suppressed and that a key cellular stress related transcription factor, ATF4, was upregulated in both cells indicates that JPH203 efficiently inhibited essential amino acids uptake into the cells and it induced cellular nutritional stress response to a similar degree between MDA-MB-231 and T-47D cells. Following ATF4 upregulation, these 2 cells upregulated different sets of downstream molecules; anti-oxidant molecules were increased only in MDA-MB-231 cells (Fig. 8). 

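With JPH203, none of the 16 glutathione and NRF2 antioxidant genes measured in MDA-MB-231 cells and none of the 12 measured in T-47D cells changed 2-fold. CTH and NNMT, which are not in this list, rose in MDA-MB-231 cells, at ratios of 2.20 and 2.27. In T-47D cells neither was called, as each had a signal below the minimum. In MDA-MB-231 cells the list median was 0.093 on the log2 scale, at the 99.9 percentile of random lists matched on signal, with 12 of 16 genes above their control signal. This list no longer stood apart without a minimum signal, nor when _x_at and _s_at probe sets were left out for genes that had any other. TXNRD1 had a ratio of 1.27, GCLC of 1.27, GSR, glutathione reductase, of 1.22 and NQO1 of 1.22. The GCLC value is from 1 _s_at probe set of 3. Its log2 ratio of 0.34 became 0.023 without _x_at and _s_at probe sets. Below their control signal were SOD1 at 0.927, GSS at 0.948, CAT at 0.963 and PRDX1 at 0.970. In T-47D cells the list median was -0.21, at the 0.62 percentile, with 4 of 12 genes above their control signal. There GSR had a ratio of 0.532, TXNRD1 of 0.602, GCLC of 0.859 and NQO1 of 1.34, while TXN, thioredoxin, had 1.79. The T-47D list median was no longer past the 2.5 percentile when the random lists were also matched on gene length, at the 3.0 percentile, and was 0.20, at the 37 percentile, with the mean of all probe sets of a gene. The difference between the cell lines was not tested, as there was 1 array per condition.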

CTH is an enzyme which transforms cystathionine derived from methionine into cysteine and contributes to produce antioxidants such as glutathione and taurine^31^. Another gene upregulated in response to JPH203 was *NNMT*, which catalyzes transmethylation from S-adenosylmethionine to S-adenosylhomocysteine, which can be converted to homocysteine, then to cystathionine, a substrate for CTH^23,32^. When MDA-MB-231 cells were treated with 100 μM of JPH203, their viability was down from ~ 60% of vehicle treatment in control siRNA transfected cells to ~ 30% in *CTH* knockdown cells (Fig. 4F), which were almost the same levels of growth suppression observed with 100 μM of JPH203 treatment in wild type T-47D cells (Fig. 1F). Thus, it is likely that JPH203 resistance in MDA-MB-231 cells are largely mediated by upregulation of CTH in these cells.

**Figure 8:**
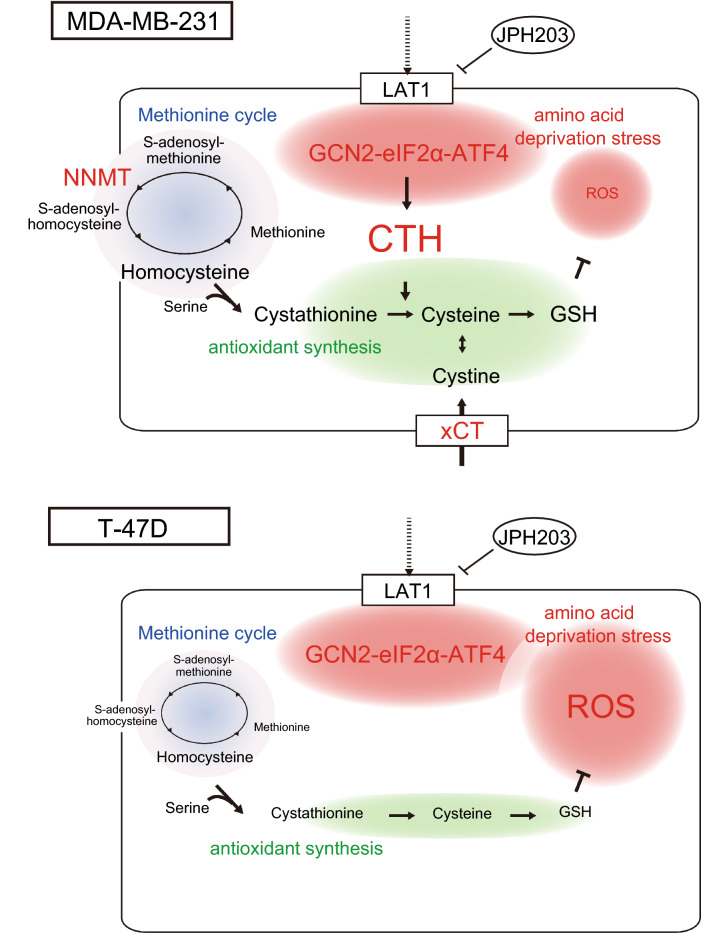
Schematic representation of JPH203-induced amino acid starvation stress pathway in MDA-MB-231 and T-47D cells.

Moreover, at baseline, a molecule that increases intracellular cysteine, cystine/glutamic acid transporter (xCT) was more abundantly expressed in MDA-MB-231 cells than T-47D cells (Fig. 7)^33^. Taken together, both at baseline and in response to JPH203, MDA-MB-231 cells appeared to be more prepared to handle ROS load, thereby better survive metabolic stress caused by amino acid depletion than T-47D cells. Given the fact that increased ROS load is the mechanism of inducing cell death in cytotoxic cancer chemotherapy or radiation therapy^34^, it is tempting to speculate that increased anti-oxidative capacity in MDA-MB-231 cells may explain, at least partially, their resistance to classic cancer therapies in addition to JPH203. Whether these findings are generally applicable to triple negative breast cancers is an interesting subject for future research. Regardless, as stated above, upregulation of CTH is likely to be the main mechanism of resistance to JPH203 treatment at least in MDA-MB-231 cells.

To address the question whether increased antioxidant capacity observed in MDA-MB-231 cells in response to JPH203 is due to amino acid depletion or unknown side effect of JPH203, the cells were cultured in the medium depleted of LAT1 substrate amino acids, essential amino acids plus tyrosine (Fig. 3D). This treatment induced upregulation of CTH in MDA-MB-231 cells as seen in JPH203 treatment. Even T-47D cells, which did not increase CTH in the presence of JPH203, slightly increased CTH when substrate amino acids were totally depleted. However, complete depletion of essential amino acids plus tyrosine was impossible with even more than 100 μM of JPH203, because JPH203 is a reversible competitive inhibitor in a culture condition rich in substrate amino acids for much longer periods (4 days) than uptake assay (2 min). In addition, both of these cells expressed small amount of essential amino acid transporters that were not blocked by JPH203 (Fig. 1A).

Another result showing that treatment with more than 5 μM (up to 200 μM) of JPH203 did not increase CTH in T-47D cells (Fig. 3E) speaks against direct (i.e. not mediated by amino acid depletion) upregulation of CTH by JPH203. Taken together, it is likely that increased anti-oxidant capacity in MDA-MB-231 cells in response to JPH203 treatment was due to amino acid depletion, not a side effect of JPH203. In this regard, Cormerais et al.^17^ reported that amino acid stress response of ATF4 upregulation and CGN2 phosphorylation is observed in *LAT1* knockout cells. Both T-47D and MDA-MB-231 cells in our study showed the same stress response by JPH203 treatment (Fig. 3B). These results further support our interpretation that JPH203 induced cellular stress response in MDA-MB-231 cells by restricting amino acid uptake through LAT1.

Investigators including us often regard that inhibition of LAT1 causes tumor cell growth suppression through mTORC1 pathway inhibition or simply lack of essential amino acids, but this study implied that cellular anti-oxidant pathways in response to amino acid deprivation stress may be at least as important for tumor cell viability.

Although *ATF4* knockdown abolished CTH upregulation in MDA-MB-231 cells, it is not clear how *CTH* transcription was differently regulated between these 2 cells downstream of ATF4. Moreover, because we only compared 2 breast cancer cell lines, generalizing our findings to wide variety of cancer cells should be done with caution.

## Materials and methods

### Reagent

JPH203 ((S)-2-amino-3-(4-((5-amino-2-phenylbenzo[d]oxazol-7-yl)methoxy)-3,5-dichlorophenyl)-propanoic acid), was kindly provided by J-Pharma Co., Ltd.

### Cell culture

MDA-MB-231 and T-47D cells were purchased from American Type culture collection (ATCC, Manassas, VA, USA) and cultured in RPMI1640 medium. (nacalai tesque, Kyoto, Japan) supplemented with 10% fetal bovine serum (Biowest, VB, FRA), 100 units/mL penicillin, and 100 mg/mL streptomycin at 37 °C with 5% CO_2_.

### Immunocytochemistry

Cells were seeded on glass coverslips in 12-well plate at a density of 1 × 10^5^ cells/well. After 2-day culture, cells were fixed in cold methanol, permeabilized in buffer (0.1% BSA, 0.3% Triton X-100 in PBS), and blocked with goat serum dilution buffer (10% goat serum, 1% Triton X-100, 10 mM glycine in PBS, GSDB). Slides were incubated with LAT1 (1:100, Trans Genic Inc., Fukuoka, Japan) or 4F2hc (1:100, Santa Cruz Biotechnology, Dallas, TX, USA) diluted in GSDB buffer overnight. Cells were incubated with Alexa Fluor 594 conjugated anti-mouse IgG (1:100 Life Technologies, Carlsbad, CA, USA) and DAPI (1:500; Roche, Basel, Switzerland) diluted in GSDB buffer, and then mounted in fluoro-KEEPER Antifade Reagent (nacalai tesque, Kyoto, Japan). Fluoro-images were captured by Fluoview FV500 Laser confocal microscope (Olympus, Tokyo, Japan).

### RNA extraction and real-time quantitative PCR analysis

Cells were plated on 60 mm dishes at a density of 4 × 10^5^ cells/dish and cultured for 2 days. Cells were subsequently treated with 100 μM JPH203 for 12 h before harvesting total RNA. Total RNA was isolated using Isogen (Nippon Gene, Tokyo, Japan) according to the manufacturer's instruction. The first-strand complementary DNA (cDNA) were synthesized from 1 μg of total RNA using MuLV Reverse Transcriptase (Life Technologies, Carlsbad, CA, USA) with oligo dT primer. Real-time PCR was performed with Premix Ex Taq (Takara Bio Inc., Shiga, Japan) or SYBR Select Master Mix (Thermo Fisher Scientific, MA, USA) using 7300 Real-Time PCR system (Thermo Fisher Scientific, MA, USA). Designed primers and probes were shown in Table 3.

**Table 3:** Primer pairs and probes for real-time PCR.

Gene		Primer pairs and probes
*LAT1*	Forward	5′-GGA AGG GTG ATG TGT CCA ATC T-3′
	Reverse	5′-TTC AAG TAA TTC CAT CCT CCA TAG G-3′
	Probe	5′-FAM-CCC AAC TTC TCA TTT GAA GGC ACC AAA CT-TAMRA-3′
*LAT2*	Forward	5′-AAA TCT GGA GGT GAC TAC TCC TAT GTC-3′
	Reverse	5′-GTA GAT CAC CAG CAC AGC AAT CC-3′
	Probe	5′-FAM-TCT TCG GAG GAC TGG CTG GGT TCC-TAMRA-3′
*LAT3*	Forward	5′-CCC CAA CTC AGG GCA CTG T-3′
	Reverse	5′-GTA GCG TGG TCT GAT GGA TTT G-3′
	Probe	5′-FAM-CTC GGA GAT GCC AGG GAC GGG-TAMRA-3′
*LAT4*	Forward	5′-GCC CCT GGG TAT CGT CAT G-3′
	Reverse	5′-CGT ACG CAA TCA GCA AGC A-3′
	Probe	5′-FAM-CAG CGC CTG CTT CGC GGT TT-TAMRA-3′
*y* + *LAT1*	Forward	5′-GCC AAC TAC ATG GTA CAG CCT CTC-3′
	Reverse	5′-TGA AGG TTA AGA GAC AAA TGC AGG CA-3′
	Probe	5′-FAM- CCC TTA TGC TGC CAG CCG CCT GCT-TAMRA-3′
*y* + *LAT2*	Forward	5′-TTC AGA TGT CCT TAG CAG TGA TGC-3′
	Reverse	5′-CGA AGA ACA ACC TTG ATG AAG CAA AG-3′
	Probe	5′-FAM- CCC AAA GCA GGA CAG GGC AAC AGC AA-TAMRA-3′
*ATB(0*^+^*)*	Forward	5′-TCA ACA ATT TTA CCT GCA TCA ACG G-3′
	Reverse	5′-GTT GGA GCG CCA CTT TAT TCC AA-3′
	Probe	5′-FAM- AGC CAG GGC AGC TTC CCA GTG AAC AA-TAMRA-3′
*ATF4*	Forward	5′-ACA GCA AGG AGG ATG CCT TC-3′
	Reverse	5′-CAA CGT GGT CAG AAG GTC ATC-3′
*CTH*	Forward	5′-CAT GAG TTG GTG AAG CGT CAG-3′
	Reverse	5′-AGC TCT CGG CCA GAG TAA ATA-3′
*xCT*	Forward	5′-GCT TTC AAA TGC AGT GGC AGT-3′
	Reverse	5′-AGC AAA CAC ACC ACC GTT CA-3′
*CHAC1*	Forward	5′-CAG GGA GAC ACC TTC CAT CG-3′
	Reverse	5′-GGT ACT TCA GGG CCT TGC TT-3′
*PPIA*	Forward	5′-TGG TTC CCA GTT TTT CAT CTG C-3′
	Reverse	5′-CCA TGG CCT CCA CAA TAT TCA-3′

### Protein extraction and Western blot analysis

Cells were seeded in 6-well plates at a density of 2 × 10^5^ cells/well and cultured for 2 days. Cells were subsequently treated with 0, 0.05, 5, 100 or 200 µM JPH203 for 12 or 48 h as indicated in each figure legend, and dissolved in Lysis buffer (150 mM NaCl, 0.5 mM EDTA, 1% Triton X-100 and 50 mM Tris–HCl, pH 7.4) with cOmplete Mini (Roche, Basel, Switzerland) and PhosSTOP, phosphatase inhibitor (Roche, Basel, Switzerland). 10 μg of extracted protein was subjected to SDS-PAGE and transferred to Immobilon-P PVDF membrane (Millipore, KGaA, Darmstadt, Germany). The membrane was blocked with Bullet Blocking One (nacalai tesque, Kyoto, Japan) and incubated with anti-LAT1 (1:1000; Trans Genic Inc., Fukuoka, Japan), anti-4F2hc (1:2000; Santa Cruz Biotechnology, Dallas, TX, USA), anti-phospho-p70S6K (1:1000), anti-p70S6K (1:1000), anti-ATF4 (1:1500), anti-phospho-GCN2 (1:1000), anti-GCN2 (1:1000), anti-phospho-EIF2α (1:1000), anti-EIF2α (1:1000), anti-CTH (1:1500; all from Cell Signaling Technology, Danvers, TX, USA), anti-xCT (1:1000, Abcam, Cambridge, UK), and anti-β-actin (1:4000; Sigma-Aldrich, St. Louis, MO, USA) antibodies overnight at 4 °C. After washing, the membrane was incubated with horseradish peroxidase conjugated anti-rabbit IgG or anti-mouse IgG (Jackson Immuno Research Laboratories, West Grove, PA, USA) diluted with Tris buffered saline with Tween 20. Images were obtained using LAS-4000 mini (Fujifilm, Tokyo, Japan). Western blots presented in figures were representative results from three independent experiments.

### [^14^C] **l**-leucine uptake assay

Cells were seeded on 24-well plates at a density of 1 × 10^5^ cells/well for 2 days before experiment. Cells were subsequently incubated with Na^+^ containing buffer (125 mM NaCl, 4.8 mM KCl, 1.3 mM CaCl_2_, 1.2 mM MgSO_4_, 25 mM HEPES, 1.2 mM KH_2_PO_4_ and 5.6 mM glucose, pH 7.4) or Na^+^-free buffer (125 mM choline chloride, 4.8 mM KCl, 1.3 mM CaCl_2_, 1.2 mM MgSO_4_, 25 mM HEPES, 1.2 mM KH_2_PO_4_ and 5.6 mM glucose, pH 7.4) containing 19 µM leucine, 1 µM [^14^C] l-leucine (> 8.14 GBq/mmol, Moravek, CA, USA), and 0.01–100 μM JPH203 for 2 min at 37 °C. The cells were solubilized with 0.1 N NaOH and cell lysates were added to OptiPhase SuperMix (PerkinElmer, Waltham, MA, USA). The radioactivity was measured by a liquid scintillation counter; LSC-7400 (Hitachi-Aloka Medical, Tokyo, Japan).

### Cell proliferation/viability assay

Cells were precultured on 24-well plates at a density of 5 × 10^4^ cells/well for 24 h and then treated with 0.01–1000 μM JPH203 for 4 days or 48 h. MTT (3-(4,5-dimethylthiazol-2yl)-2, 5-diphenyltetrazolium bromide) (nacalai tesque, Kyoto, Japan) colorimetric assay was conducted on these cells. The 50% inhibitory concentration (IC50) of JPH203 was obtained from the dose–response curve.

### DNA microarray analysis

Cells were seeded on 60 mm dishes at a density of 1 × 10^5^ cells and treated with 100 μM JPH203 for 24 h. Total RNA was extracted with ISOGEN according to the manufacturer’s instruction. DNA microarray analysis was performed using U133 plus 2.0 DNA chip microarray (Affymetrix CA, USA). Data are available at the Gene Expression Omnibus (GEO) under accession: GSE173698.

### Amino acid restriction culture

Cells were seeded on 6-well plates at a density of 1 × 10^5^ cells/well and cultured for 24 h in RPMI1640 medium supplemented with 10% fetal bovine serum, 100 units/mL penicillin, and 100 units/mL streptomycin. Before amino acid restriction, cells were washed thoroughly with 2 mL PBS 3 times, and then cultured in RPMI1640-based amino acid restriction culture medium supplemented with small molecule-free dialyzed FBS (Thermo Fisher Scientific, MA, USA), 100 units/mL penicillin, 100 mg/mL streptomycin, and vitamin solution for RPMI1640 (Sigma-Aldrich, St. Louis, MO, USA) for 72 h. Cells were harvested by Lysis buffer with cOmplete Mini and PhosSTOP, phosphatase inhibitor described in “Protein extraction and Western blot analysis” section. The composition of RPMI1640-based amino acid restriction culture media was shown in Supplementary Table S1.

### siRNA-mediated knockdown

Cells were seeded on 24-well plates at a density of 5 × 10^4^ cells/well, and precultured in RPMI1640 medium supplemented with 10% FBS without antibiotics for 24 h before siRNA transfection. Cells were transfected with two independent Silencer select siRNA oligos; si*ATF4* (#1 = s1702, #2 = s1703), si*GCN2* (#1 = s54067, #2 = s54068), si*CTH* (#1 = s3710, #2 = s3712 all from Thermo Fisher Scientific, MA, USA), si*Control* #1(ON-TARGETplus Non-targeting siRNA #2; Dharmacon, Chicago, IL, USA) using Lipofectamine RNAi max Reagent (Thermo Fisher Scientific, MA, USA), and incubated for 8 h. These cells were incubated in the presence or absence of JPH203 for 48 h and their proliferation/viability was assessed by MTT assay. 100 or 5 μM of JPH203 was added to MDA-MB-231 or T-47D cells, respectively.

### Intracellular ROS detection

Cells were plated on 24-well plates at a density of 7.5 × 10^4^ cells/well, precultured for 24 h, and treated with 100 µM JPH203 for 48 h. Cells were washed 3 times with PBS, and treated with 10 µM 2, 7-Dichlorodihydrofluorescein-diacetate (DCFH-DA) (Sigma-Aldrich, St. Louis, MO, USA) for 30 min. Fluorescence intensity was measured using microplate-reader, and photographed by fluorescence microscope. For a positive control of ROS generation, cells were treated with 500 µM H_2_O_2_ for 20 min after DCFH-DA loading.

### pcDNA3.1-CTH plasmid construction

The PCR products of *CTH* fused with 3 × FLAG tags were cloned into the pcDNA3.1(−) vector and transformed into *E. coli* JM109. Sequences of primer sets were shown as follows: *CTH* forward; 5′-CCG GAA TTC ATG CAG GAA AAA GAC GCC TC-3′, *CTH* reverse; 5′-GCC GGT ACC CTA GCT GTG ACT TCC ACT TG-3′. T-47D cells were seeded on 24 well plates at a density of 7.5 × 10^4^ cells/well for 24 h, and transfected with 1 μg of cDNA3.1-*CTH* or pcDNA3.1 (MOCK) for 24 h using Lipofectamine 3000 (Thermo Fisher Scientific, MA, USA) according to the manufacturer’s instruction.

### Statistical analysis

Experiments were repeated 3 times and the data are expressed as mean ± standard error. Statistical analysis was performed using Student’s t -test (unpaired, two-tailed) and p-value of 0.05 was chosen as the threshold for statistical significance.

### Original blot data

As per the policy of the journal, original blot images of composite figures were presented in Supplementary Fig. 2.

## Supplementary Information

Supplementary Figures.

Supplementary Table S1.

# Supplementary material for: Induction of CTH expression in response to amino acid starvation confers resistance to anti-LAT1 therapy in MDA-MB-231 cells
**Source:** Sci Rep. 2022 Jan 19;12:1021. doi: 10.1038/s41598-022-04987-5

Supplementary materials for  
Induction of CTH expression in response to amino acid starvation confers  
resistance to anti-LAT1 therapy in MDA-MB-231 cells

Takashi Yamaga, Junichi Suehiro, Youichiro Wada, Hiroyuki Sakurai

Supplementary Figure 1 (P2)

Expression of CHAC1 in MDA-MB-231 and T-47D cells in the presence or absence of  
JPH203. qPCR data was normalized to PPIA.

Supplementary Figure 2 (P3-41)

Original images of western blots used in main figures. Cropped parts are designated by  
black rectangles.

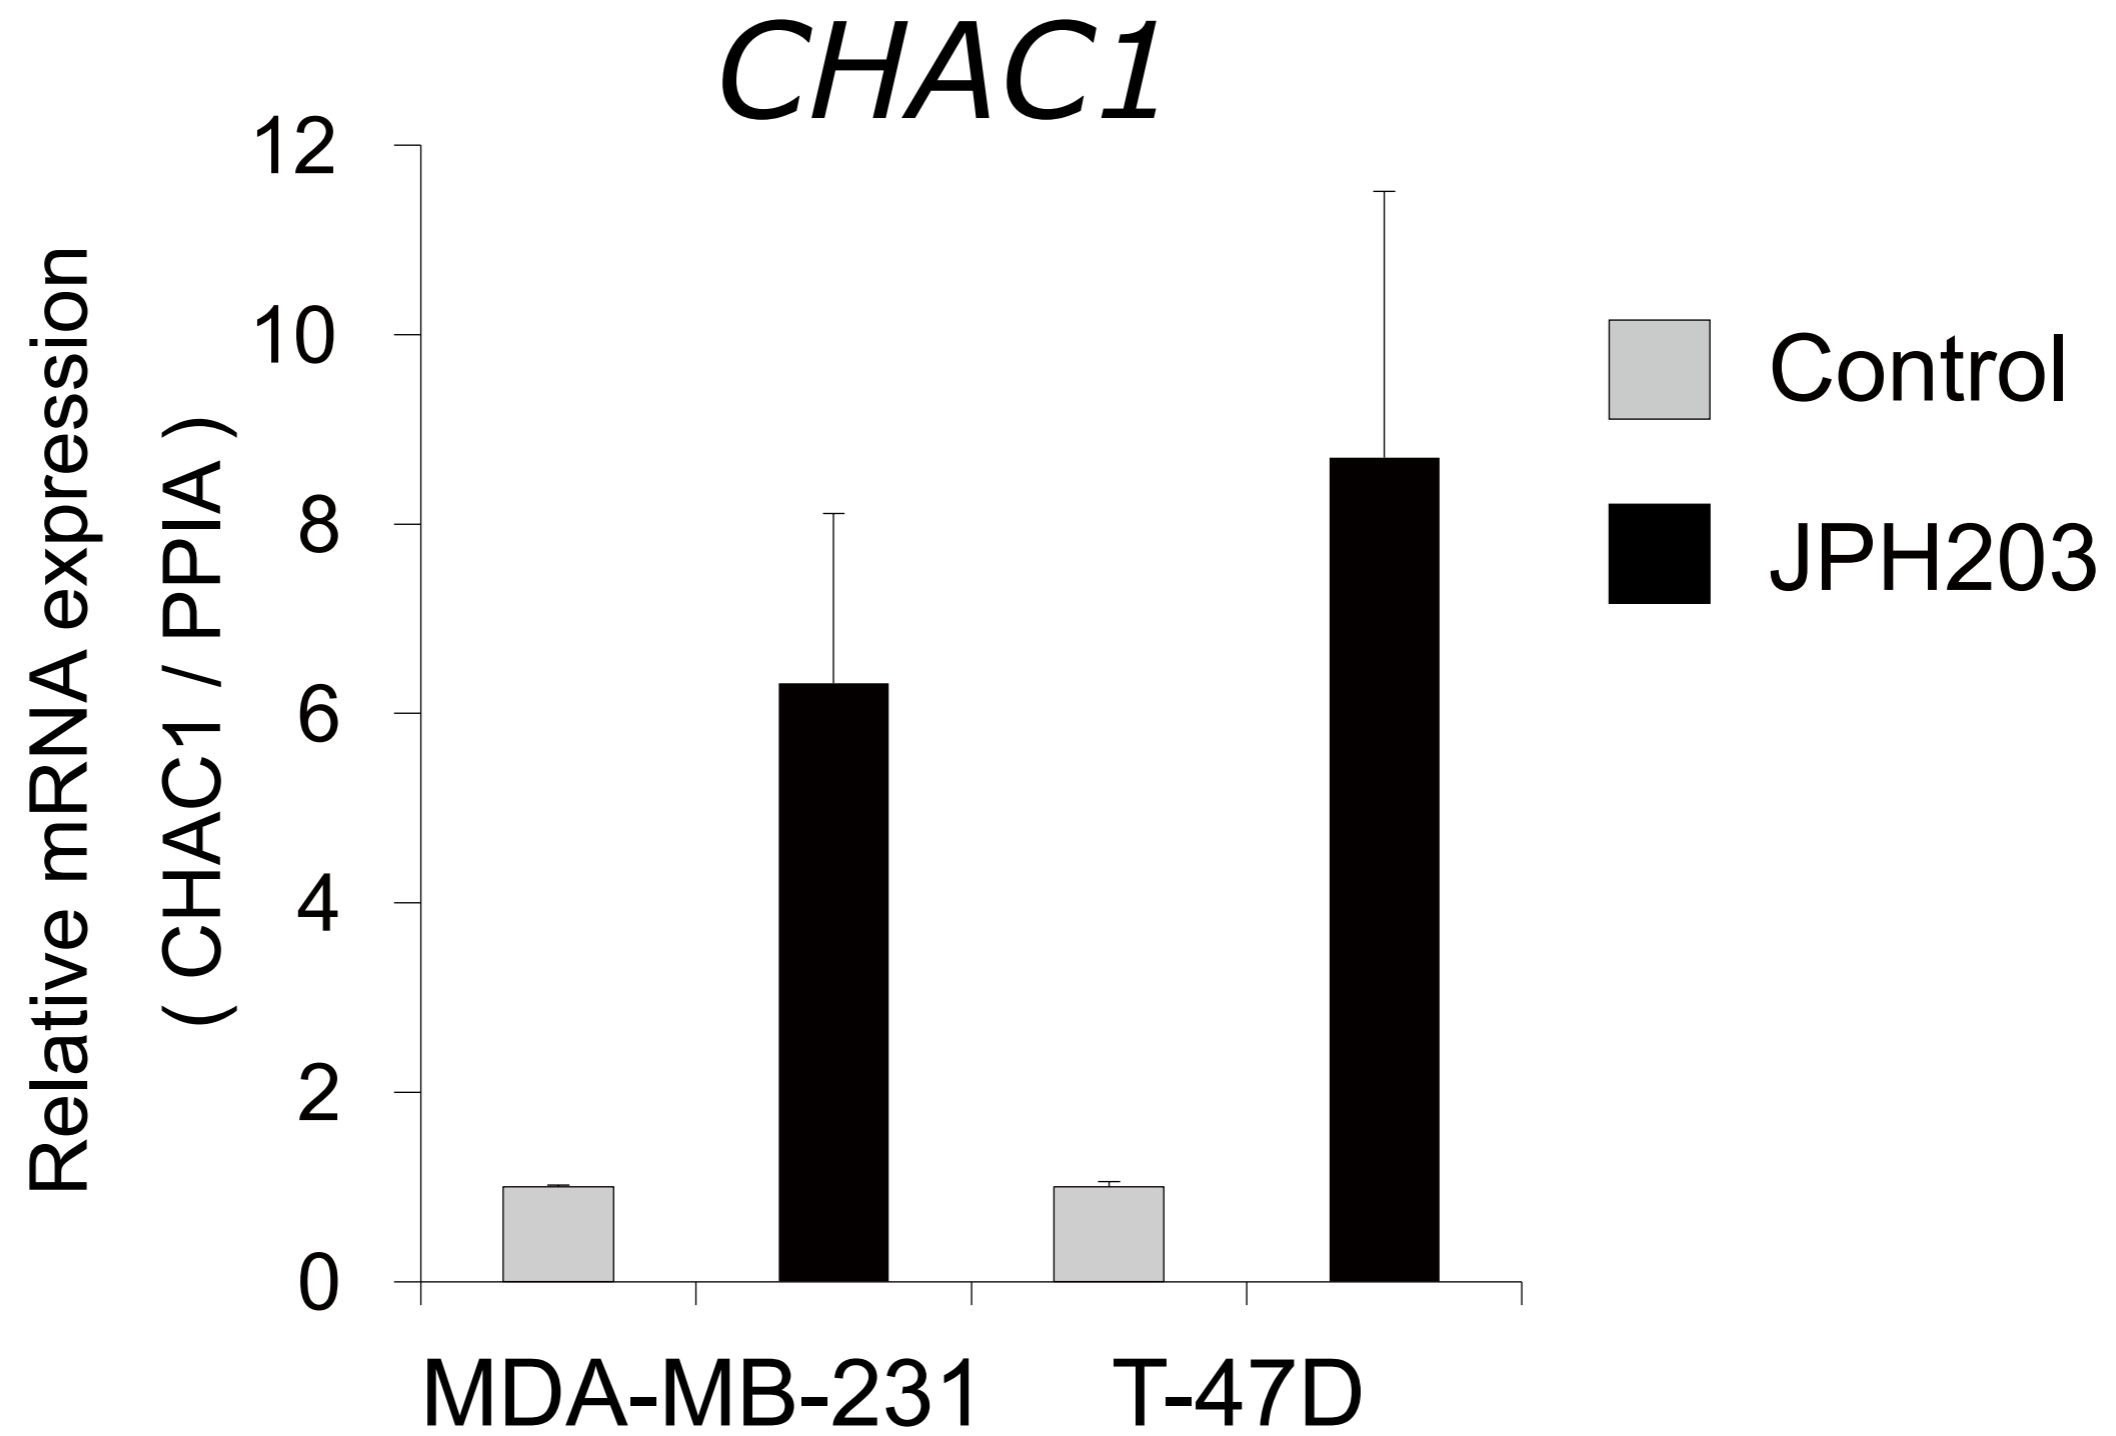

Supplementary Figure 1

Figure 1C ( $\beta$ -actin)

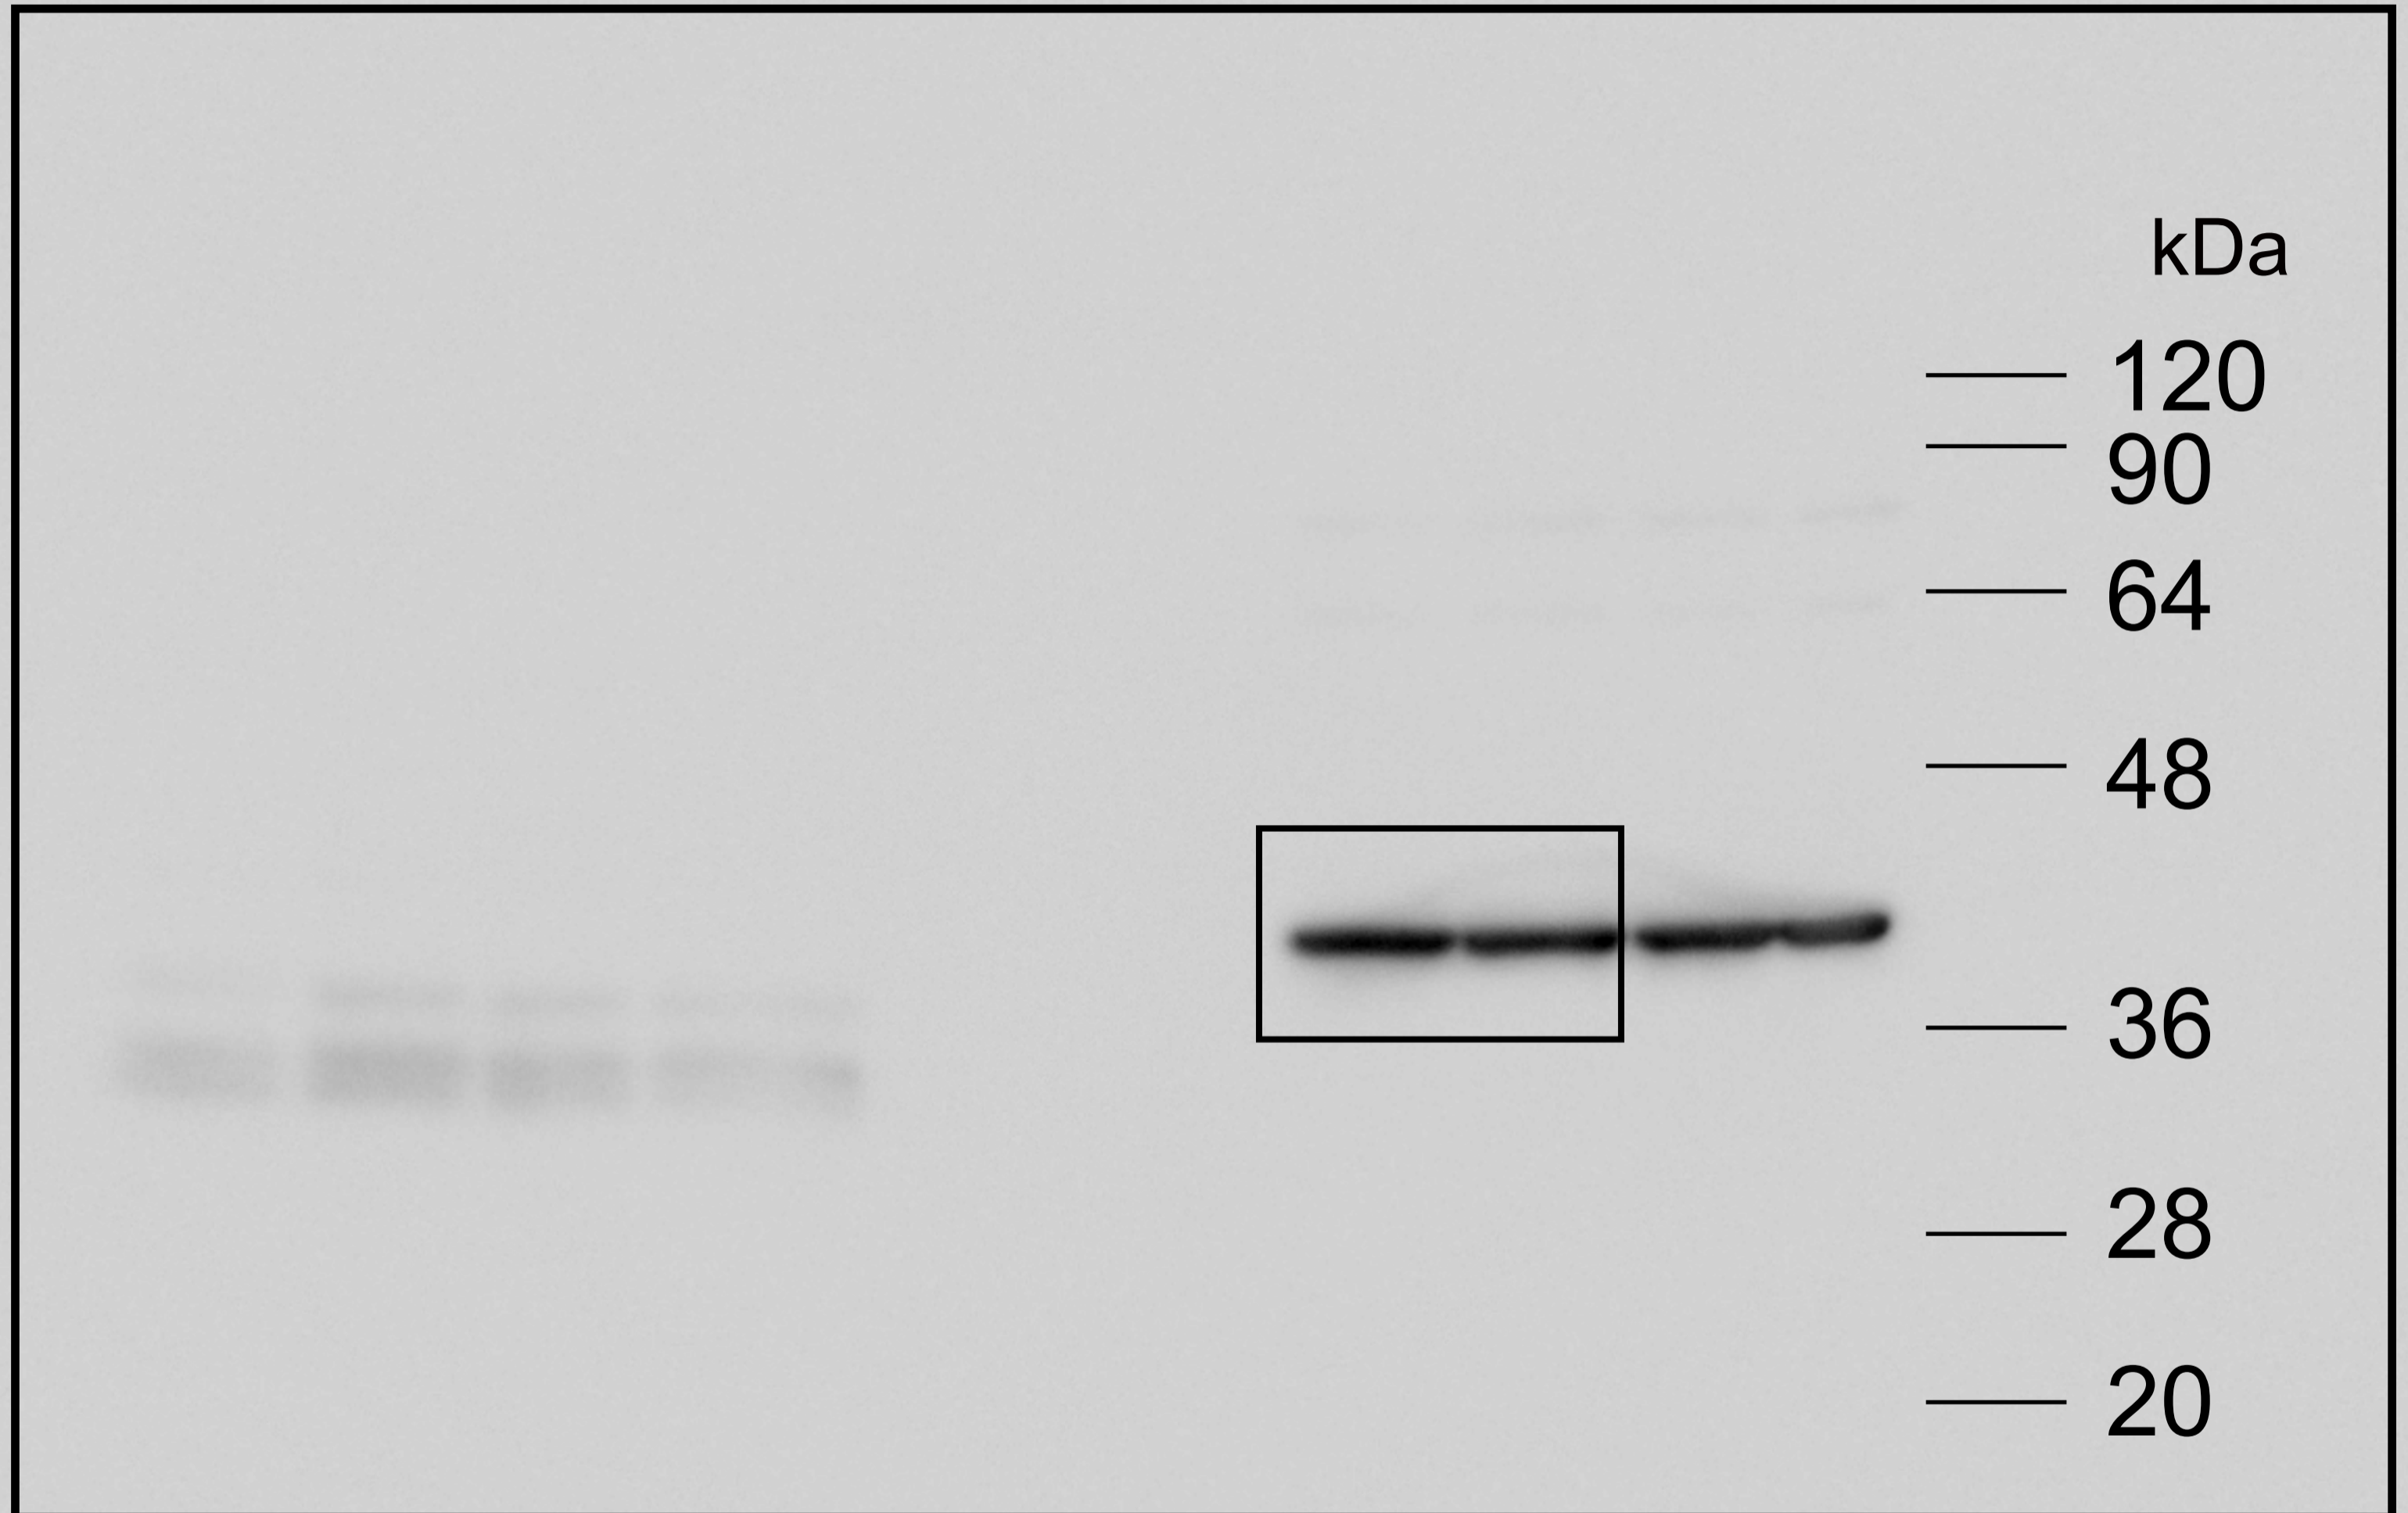

Figure 1C (LAT1)

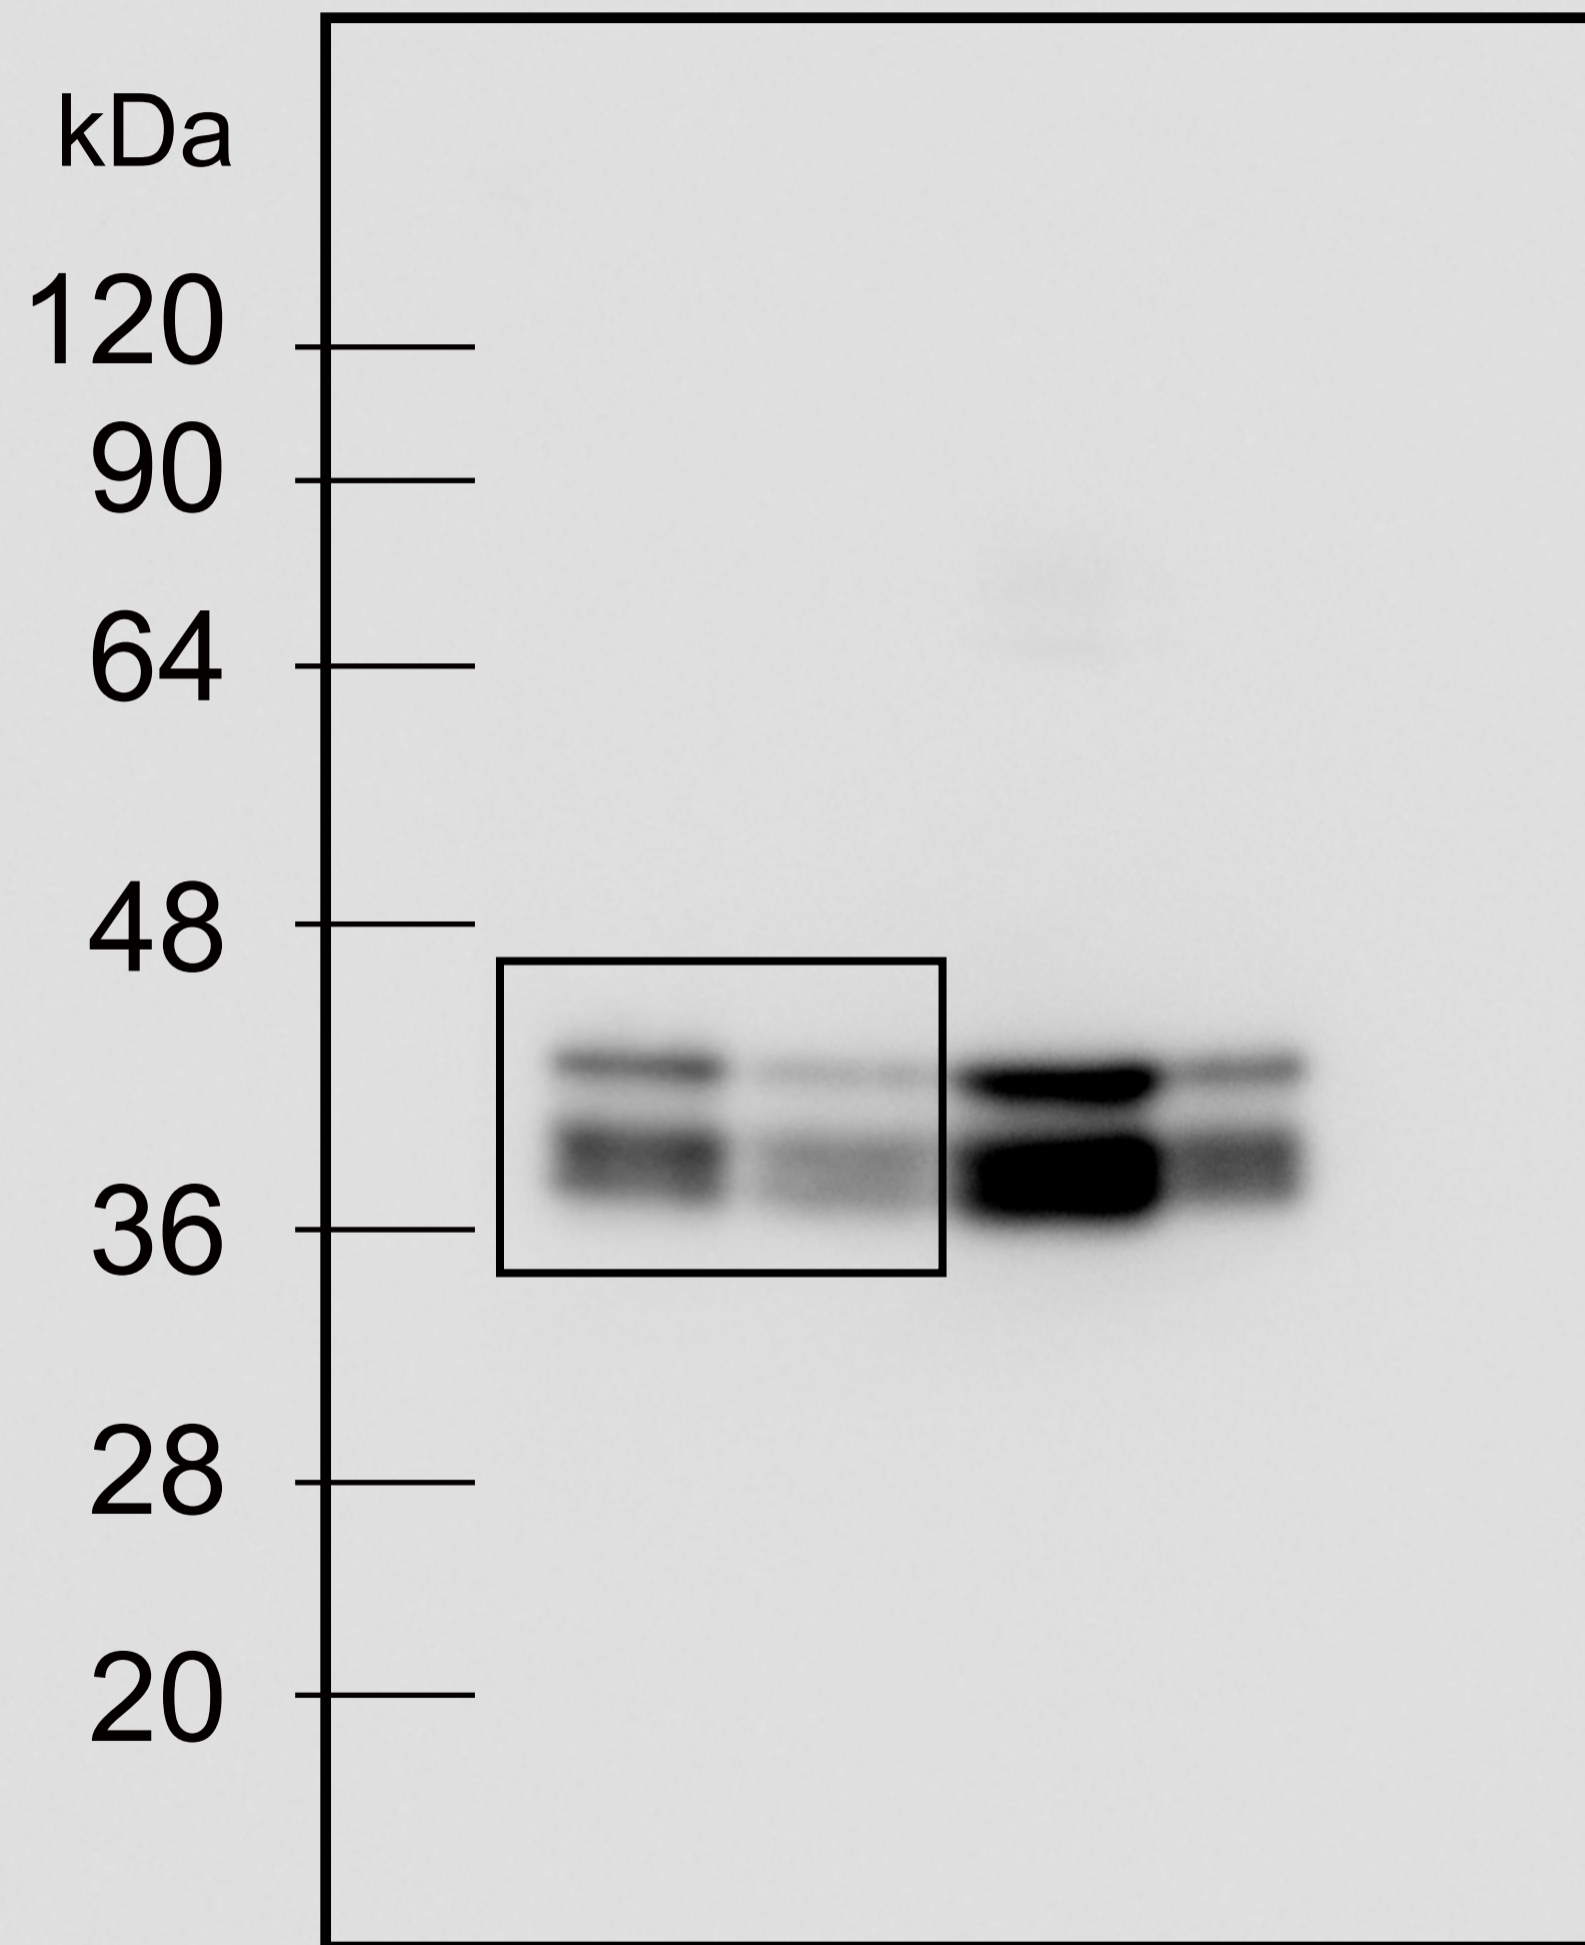

Figure 1C (4F2hc)

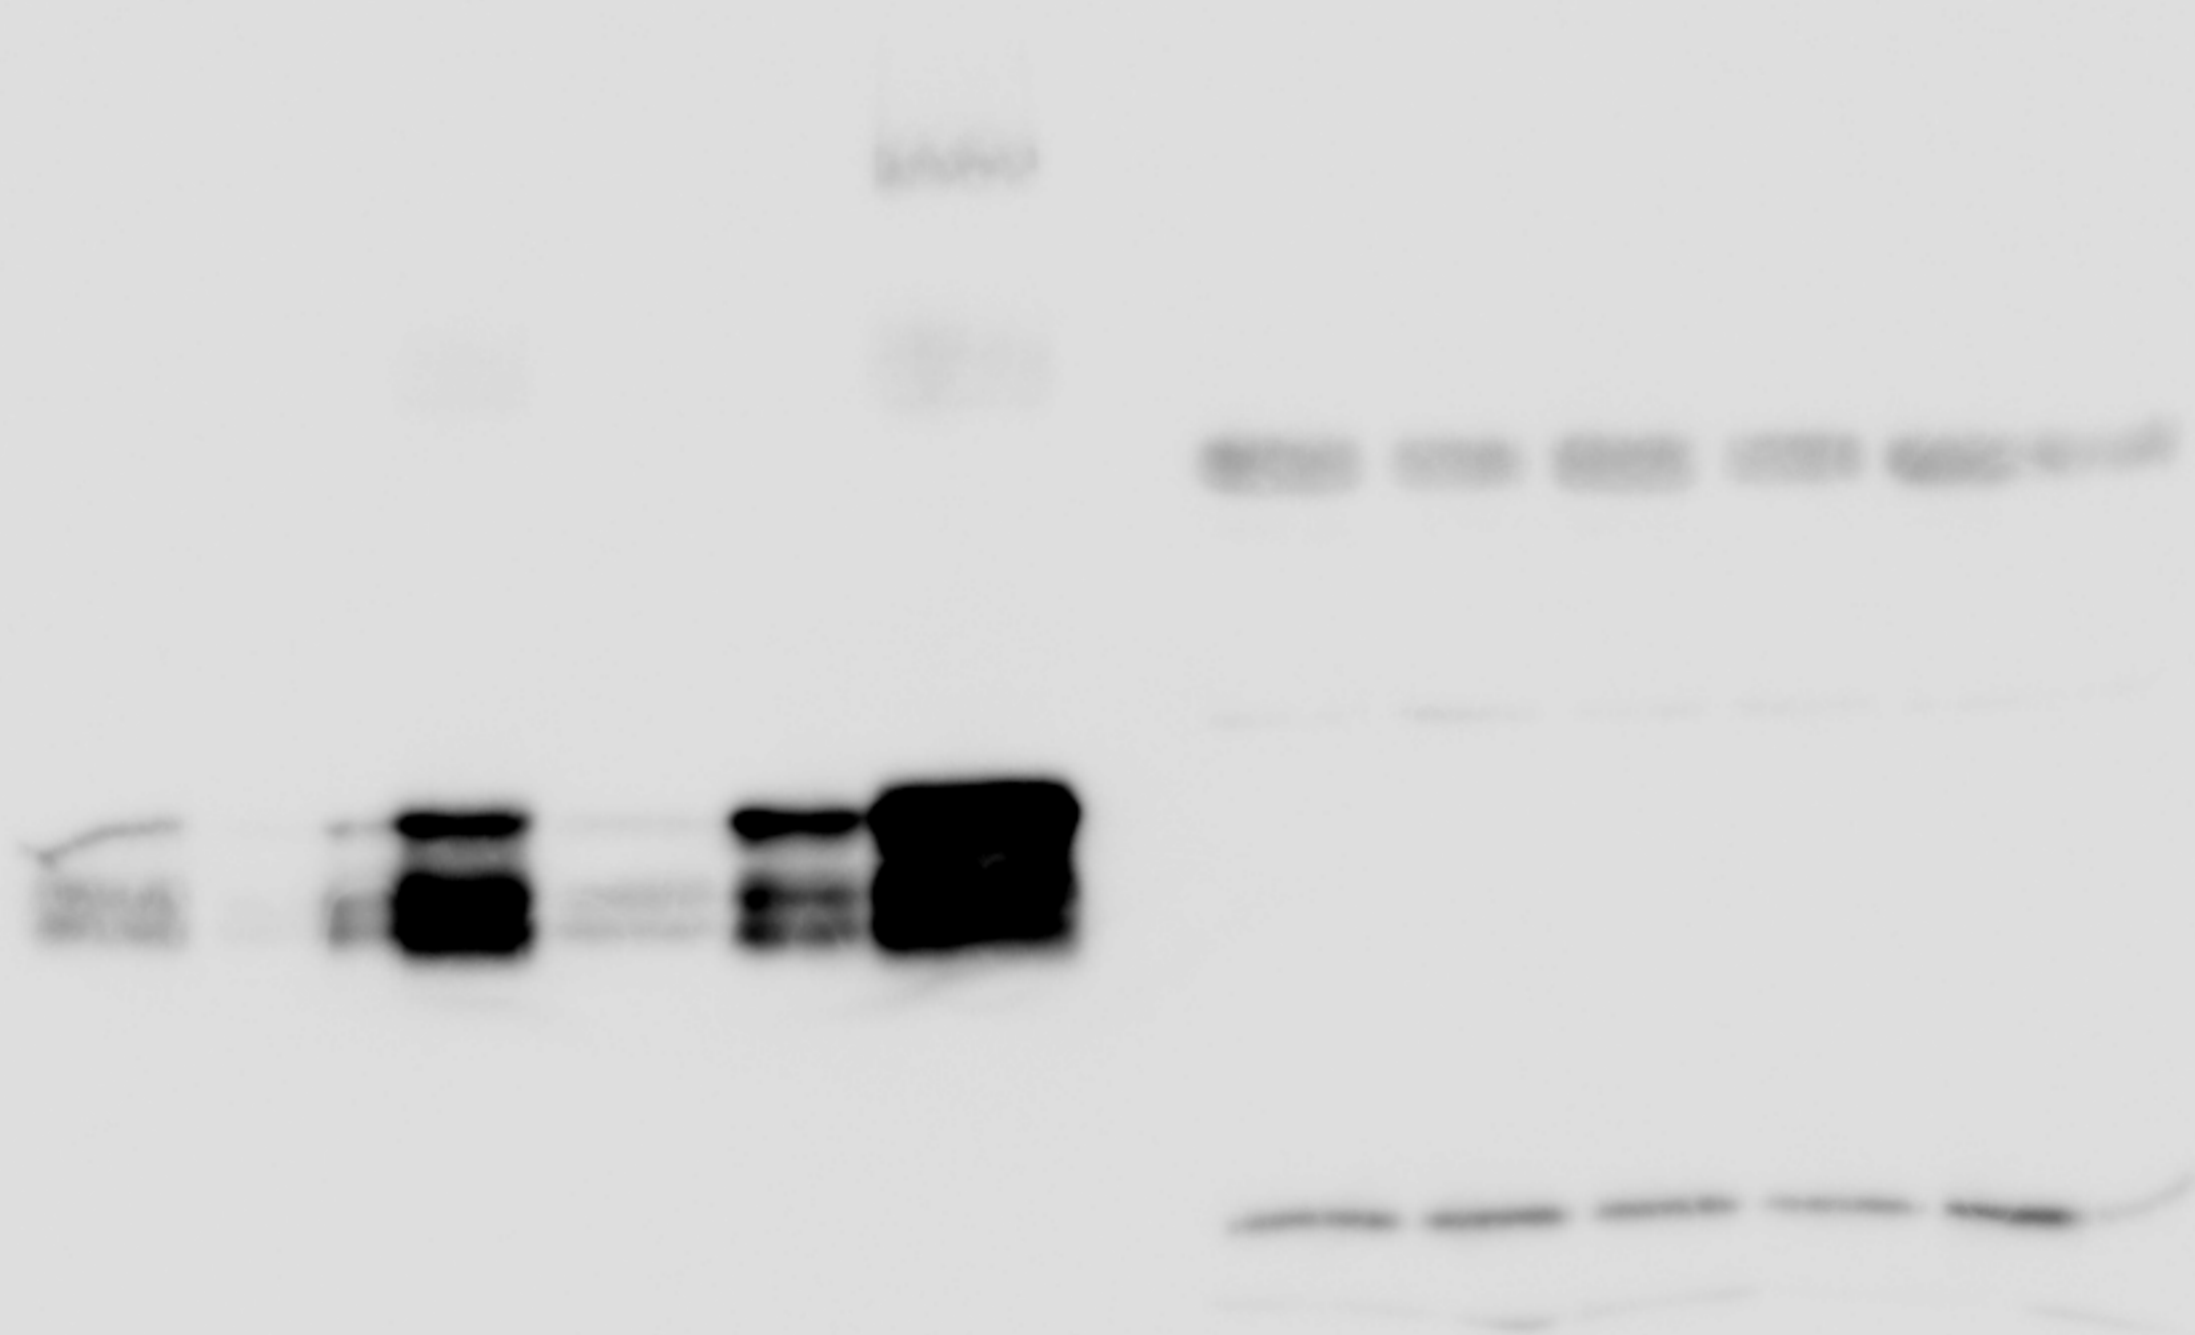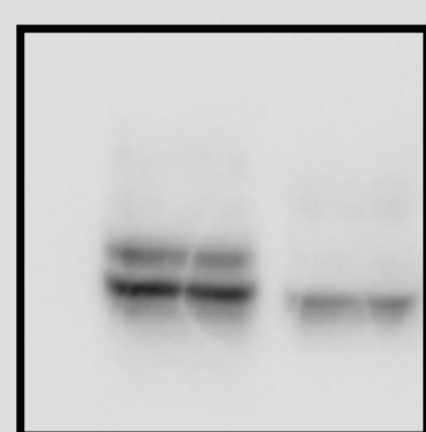

kDa

— 120

— 90

— 64

— 48

— 36

— 28

— 20

# Figure 1G ( $\beta$ -actin)

Left: MDA-MB-231

Right: T-47D

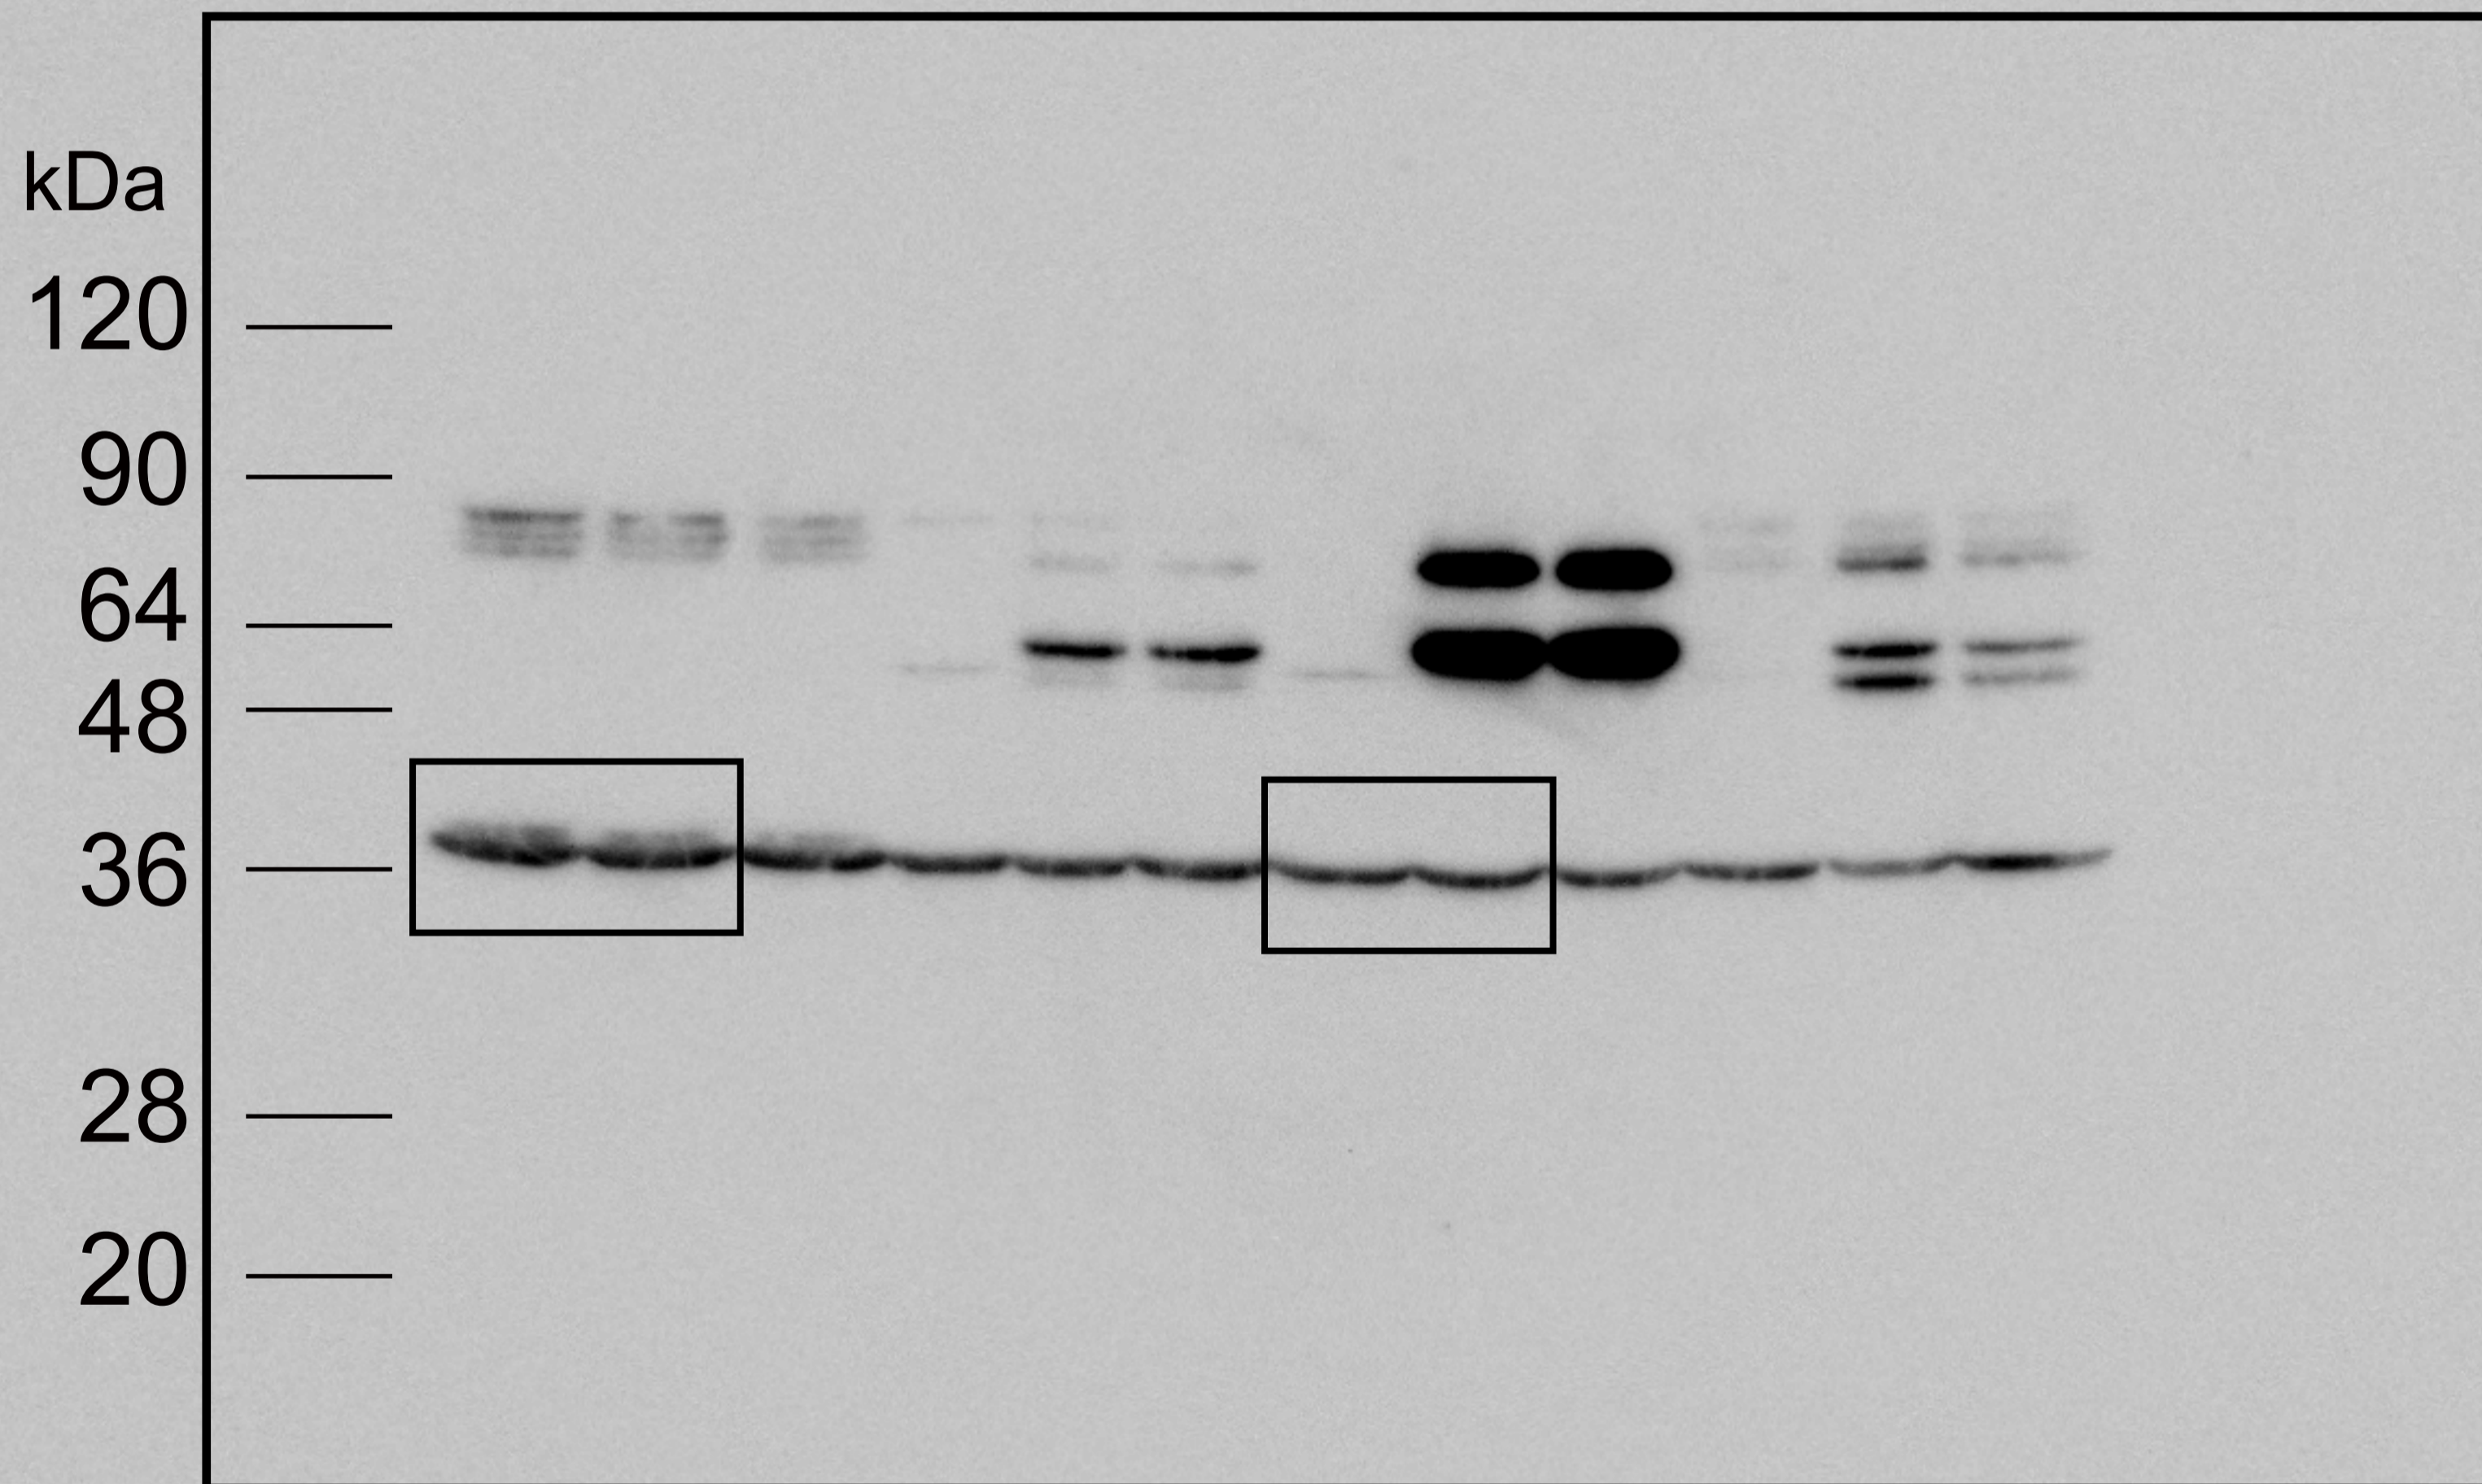

# Figure 1G (p70S6K)

Left: MDA-MB-231

Right: T-47D

kDa

120

90

64

48

36

28

7/41

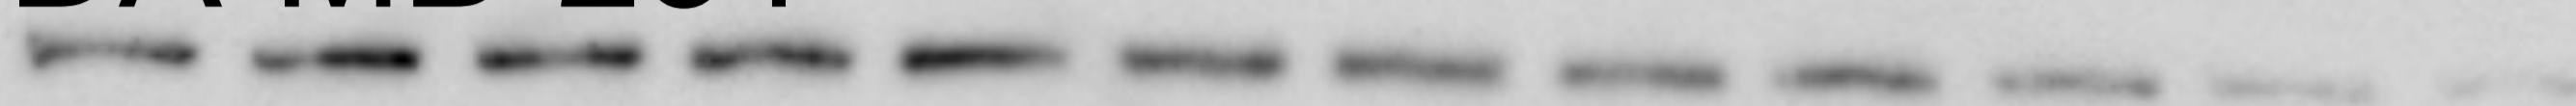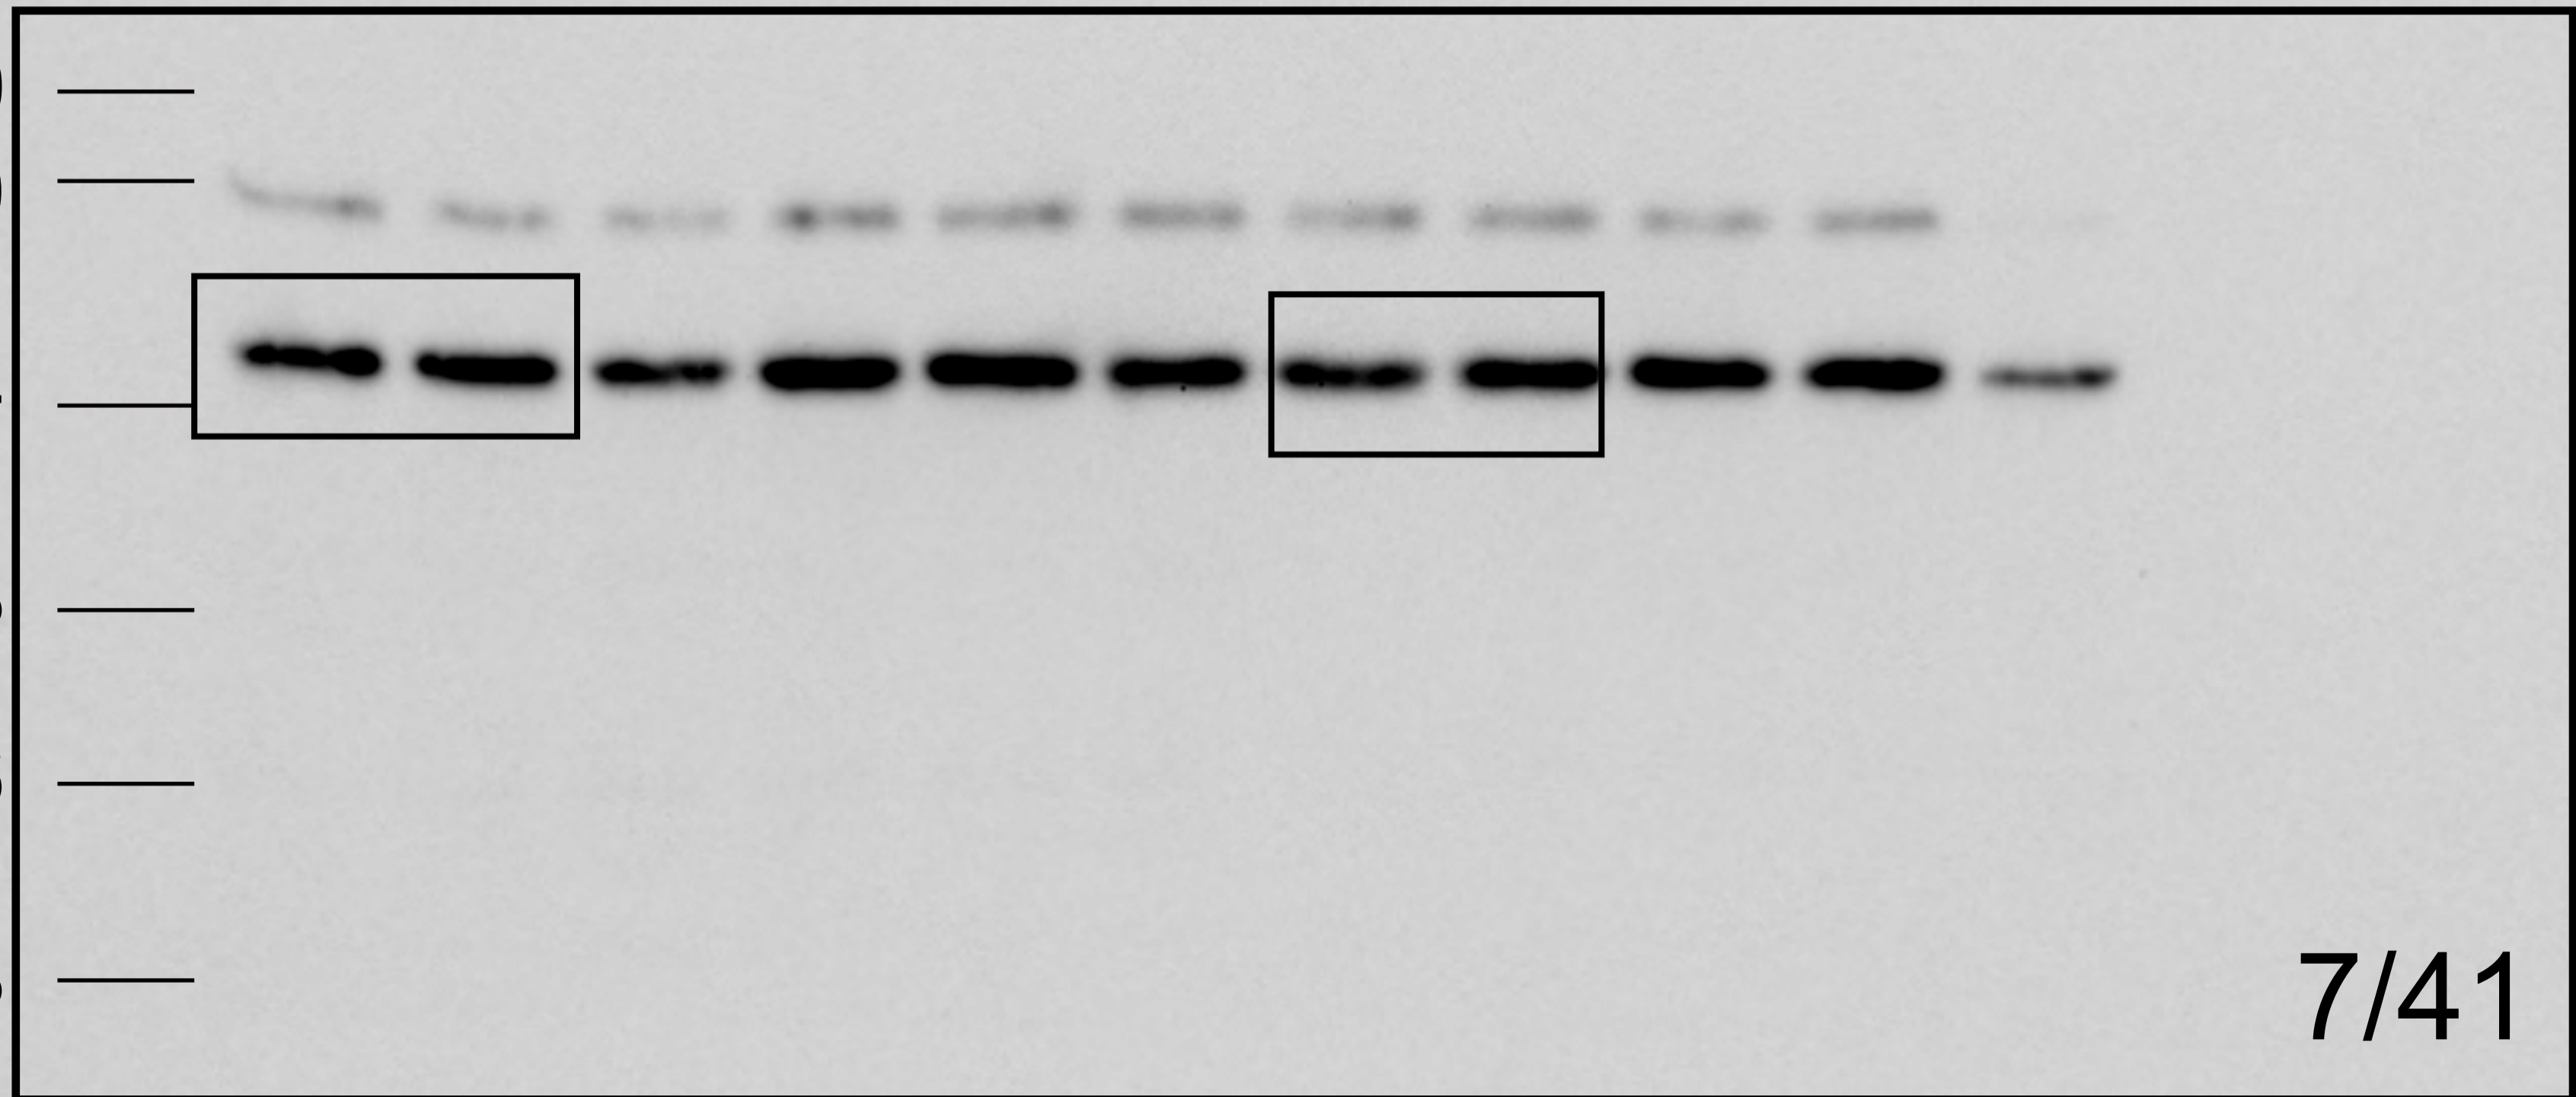

# Figure 1G (p-p70S6K)

Left: MDA-MB-231

Right: T-47D

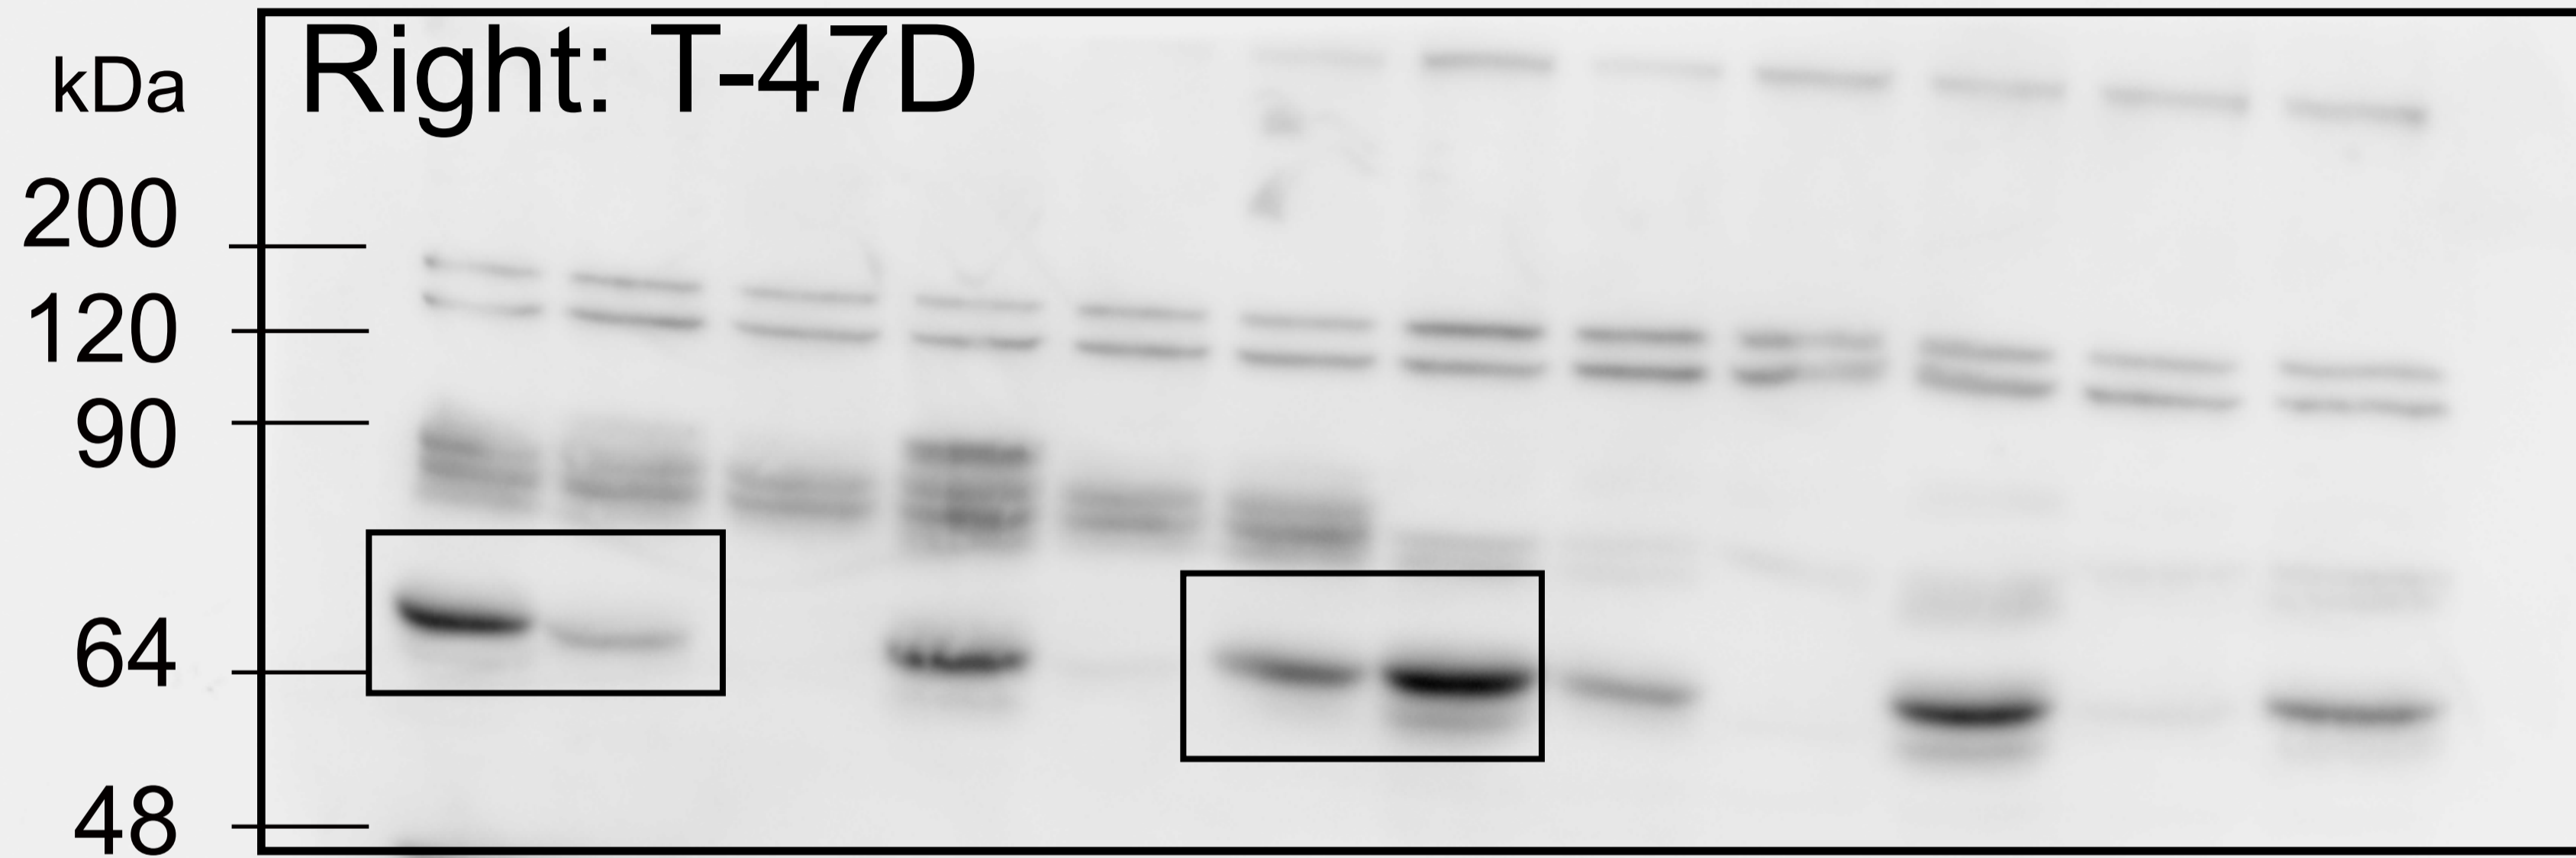

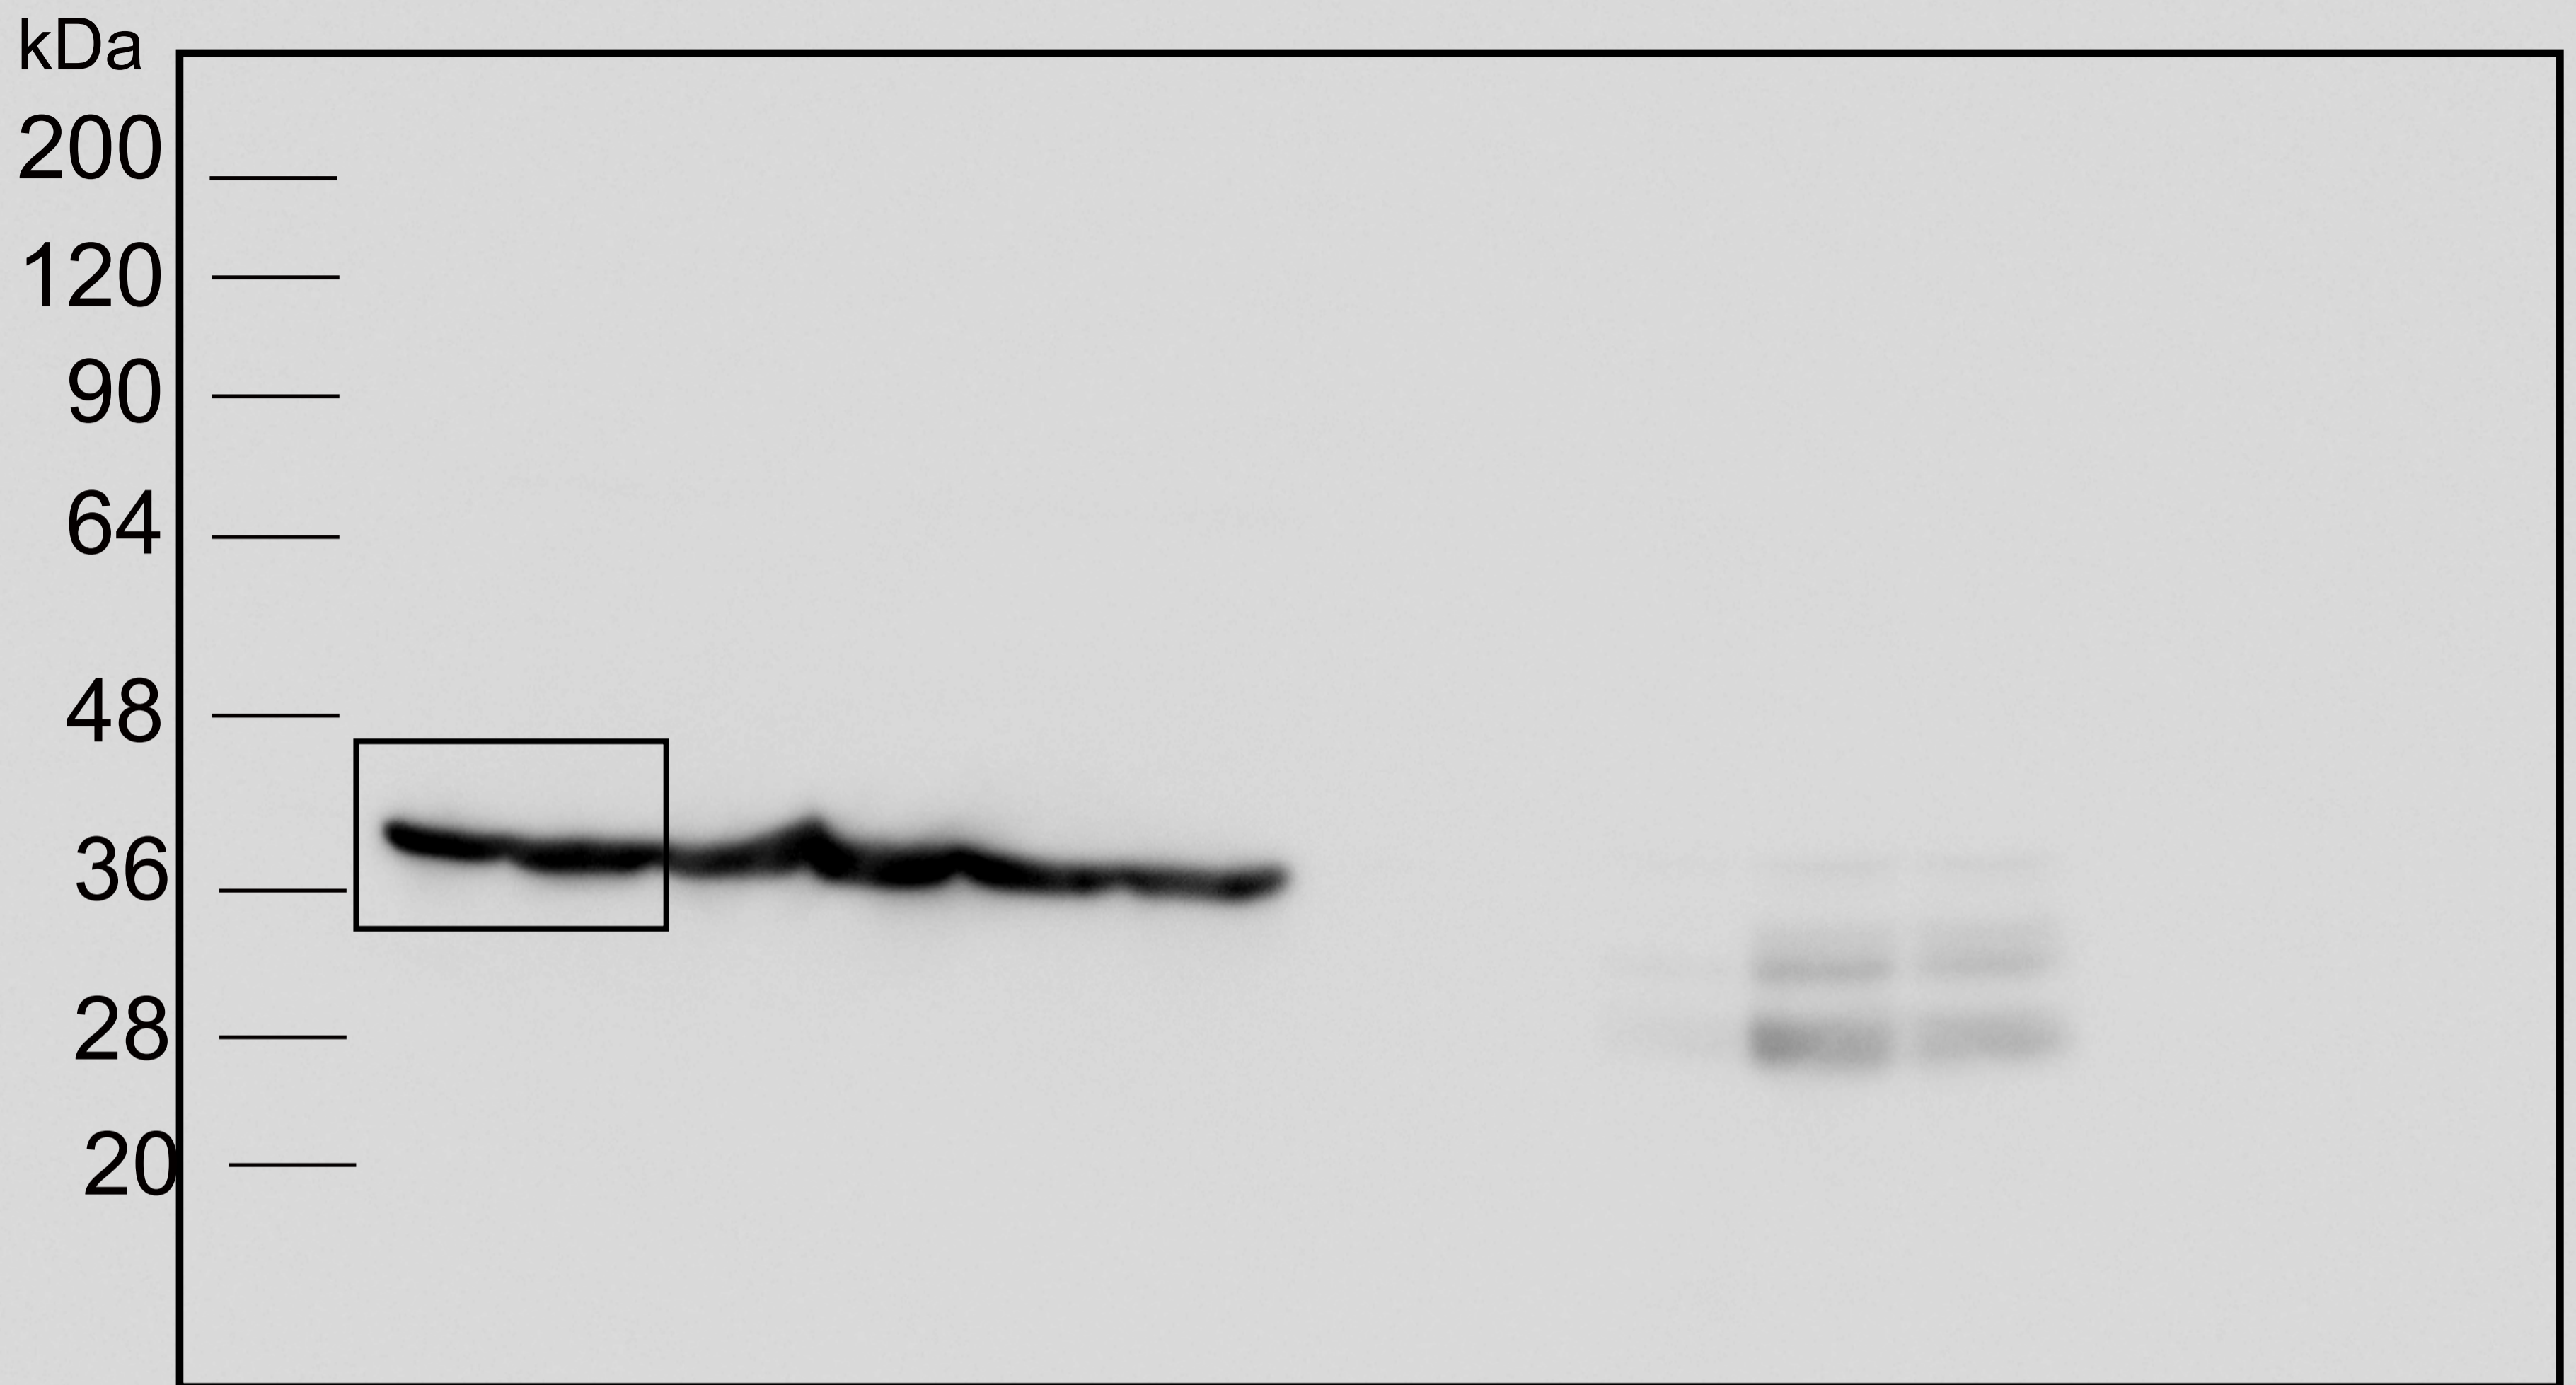

Figure 3B ( $\beta$ -actin)  
MDA-MB-231

Figure 3B ( $\beta$ -actin)  
T-47D

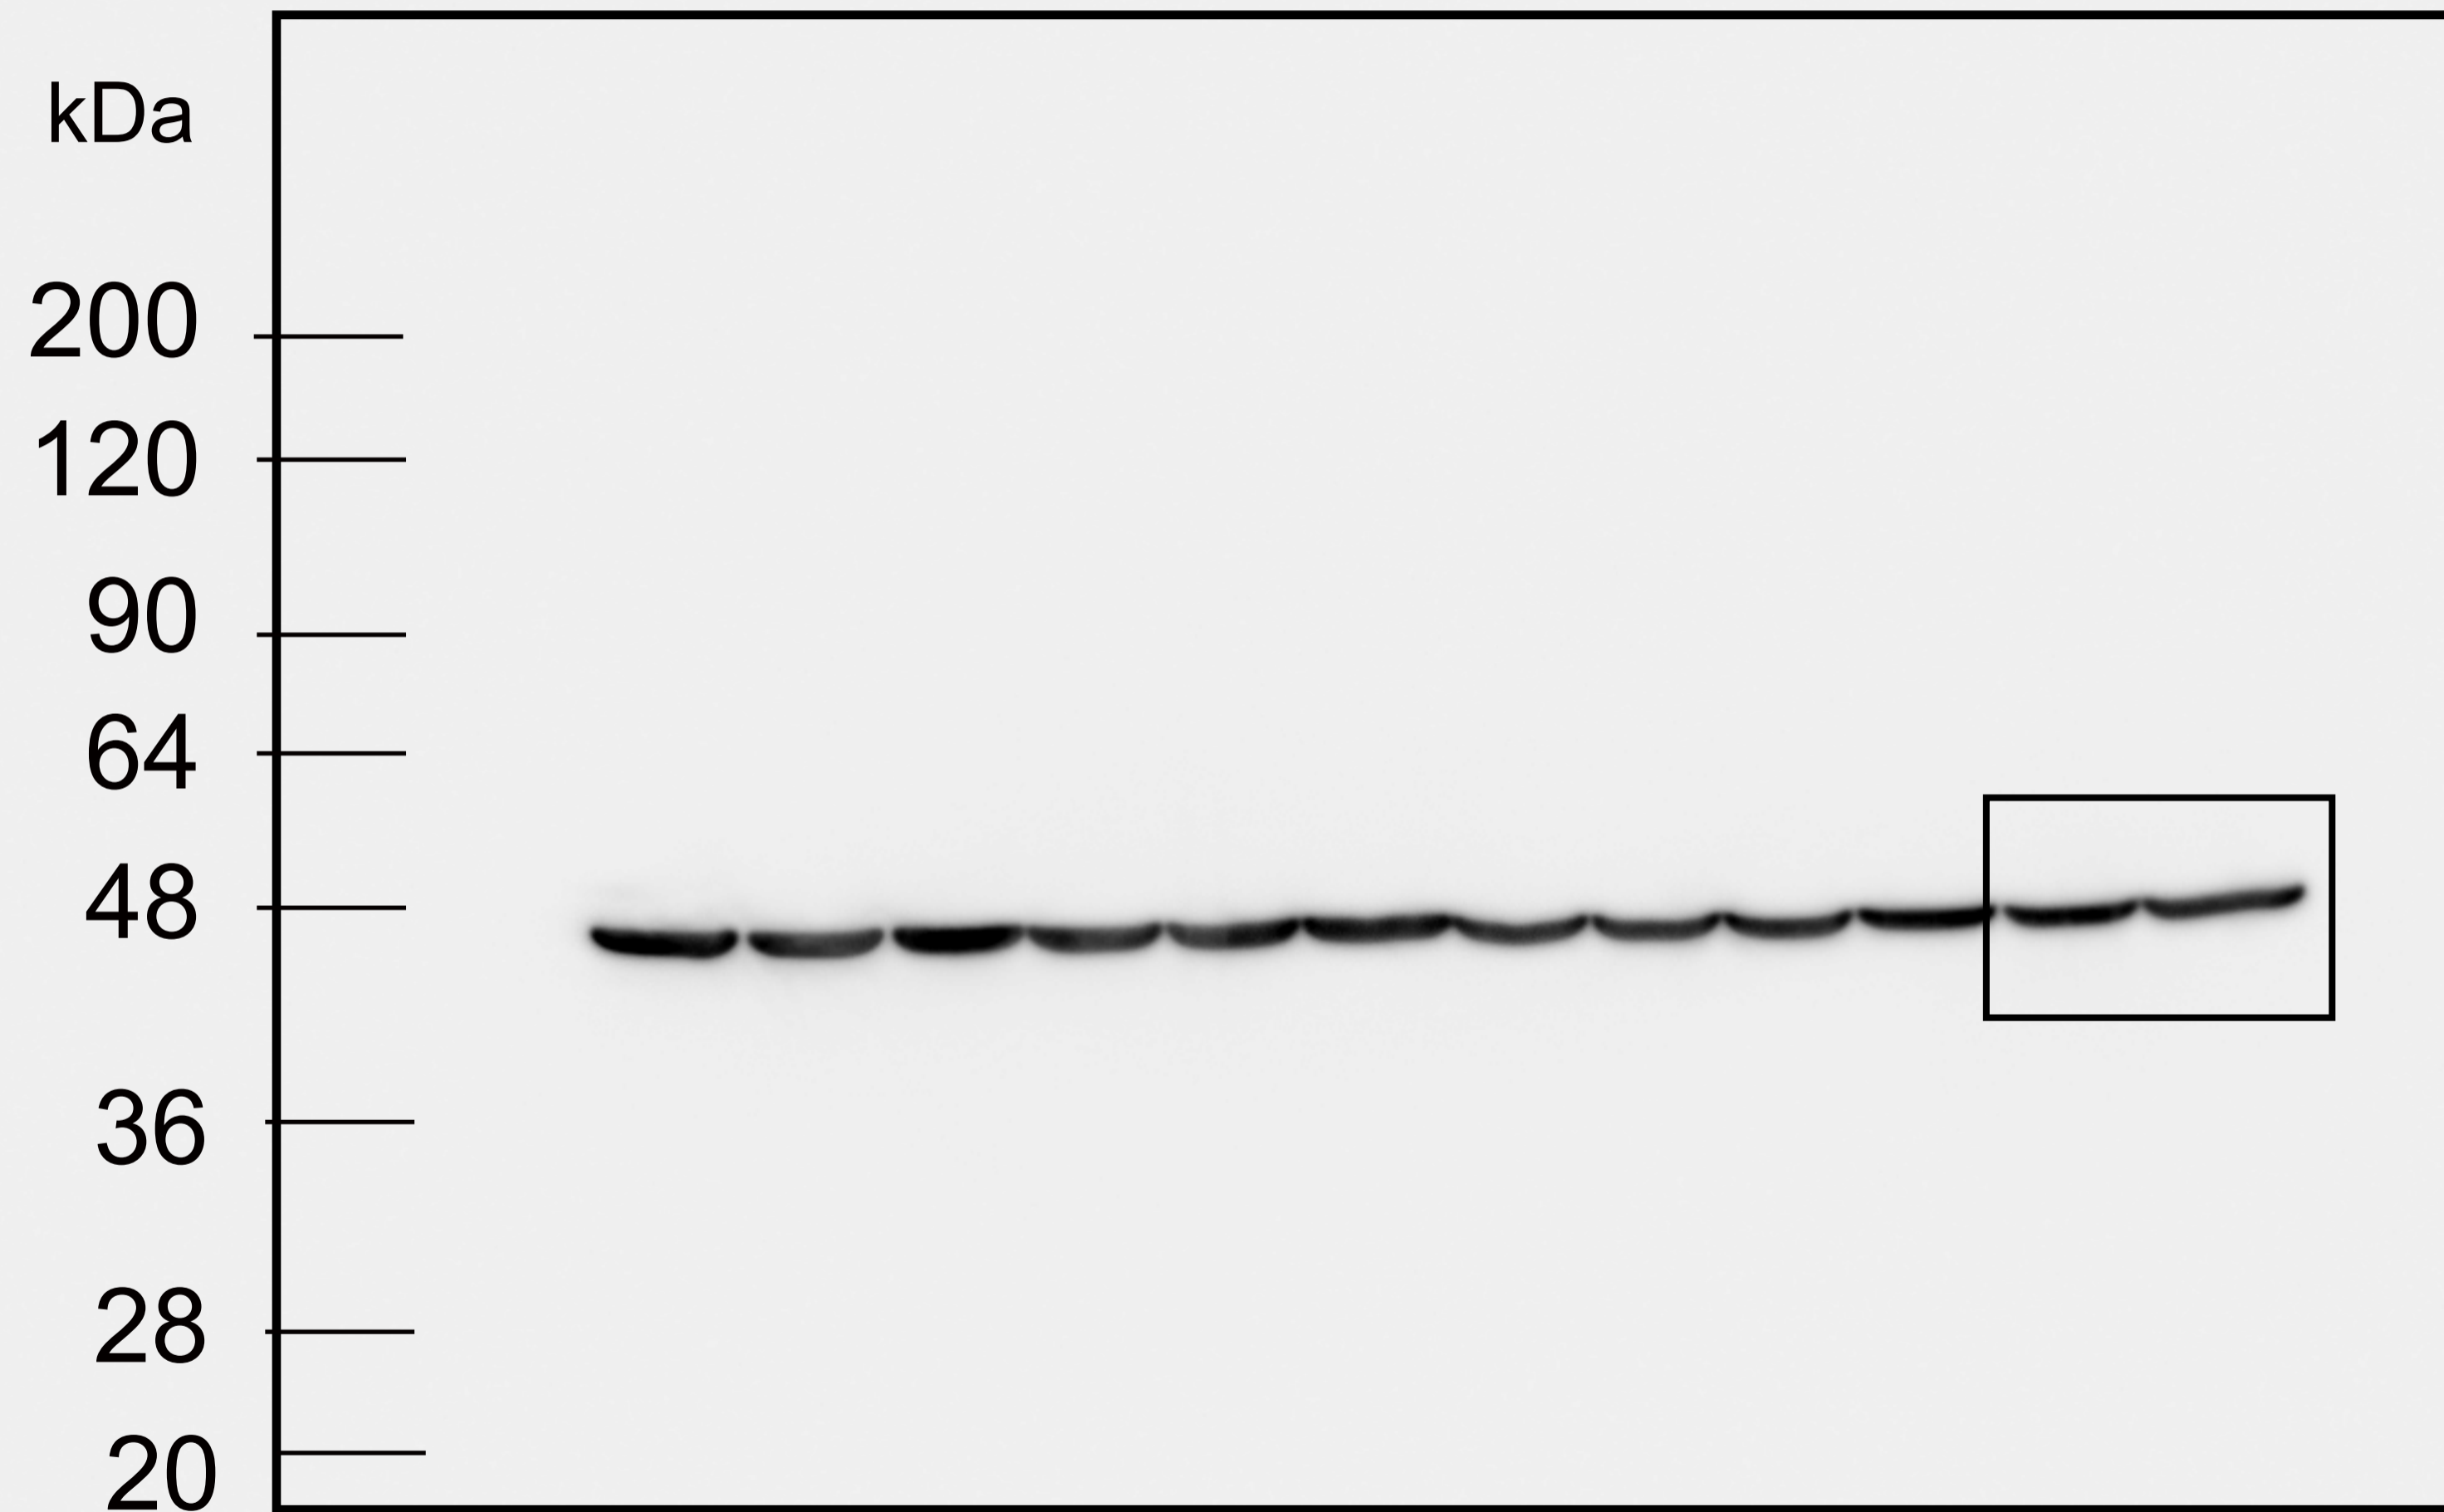

Figure 3B (ATF4)

MDA-MB-231

short exposure

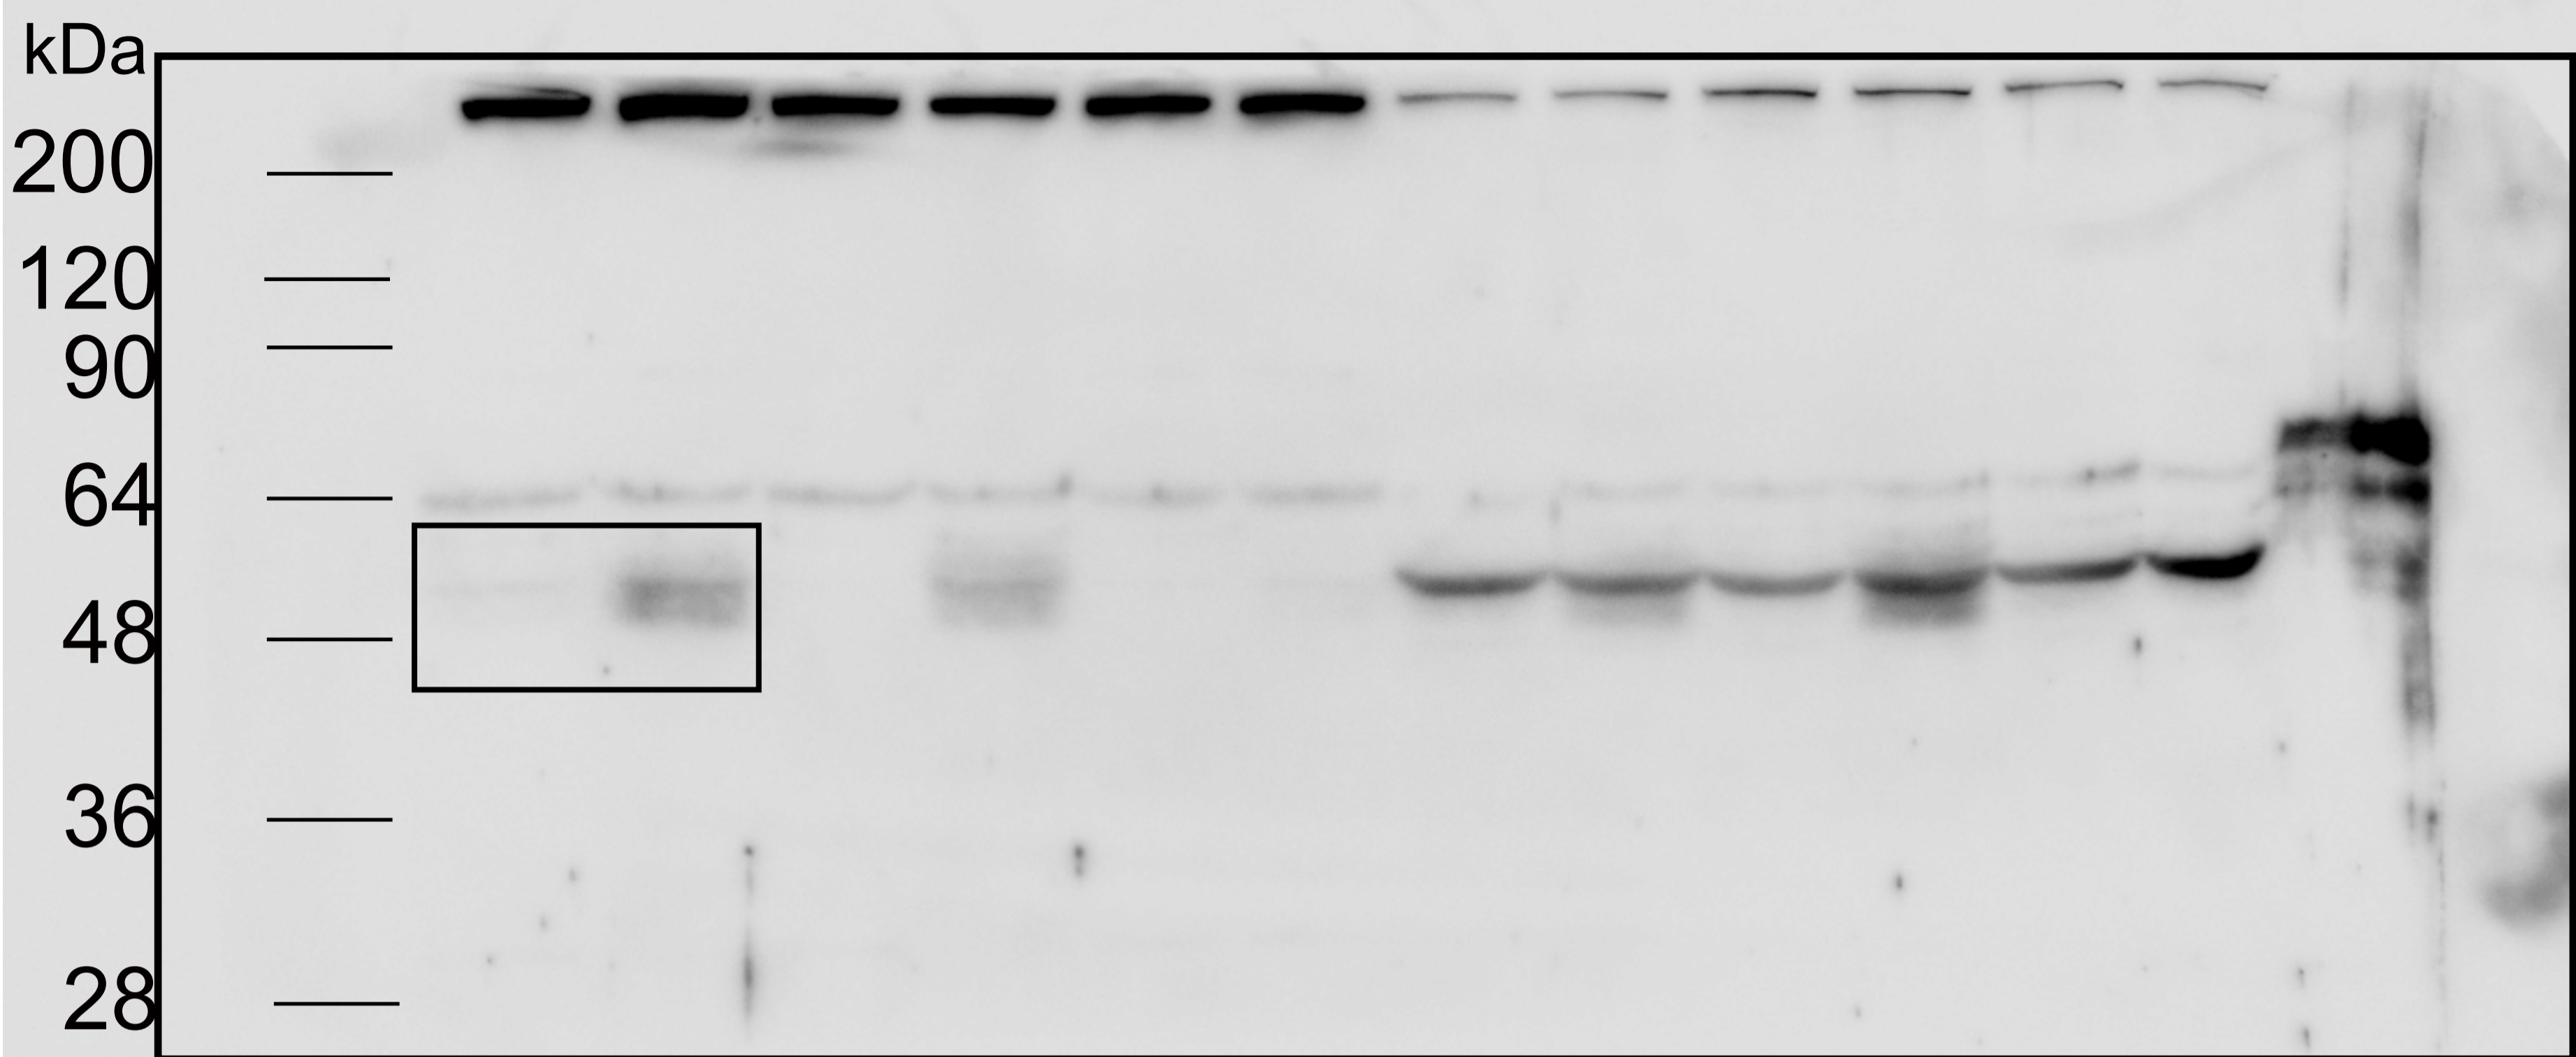

Figure 3B (ATF4)

MDA-MB-231

long exposure

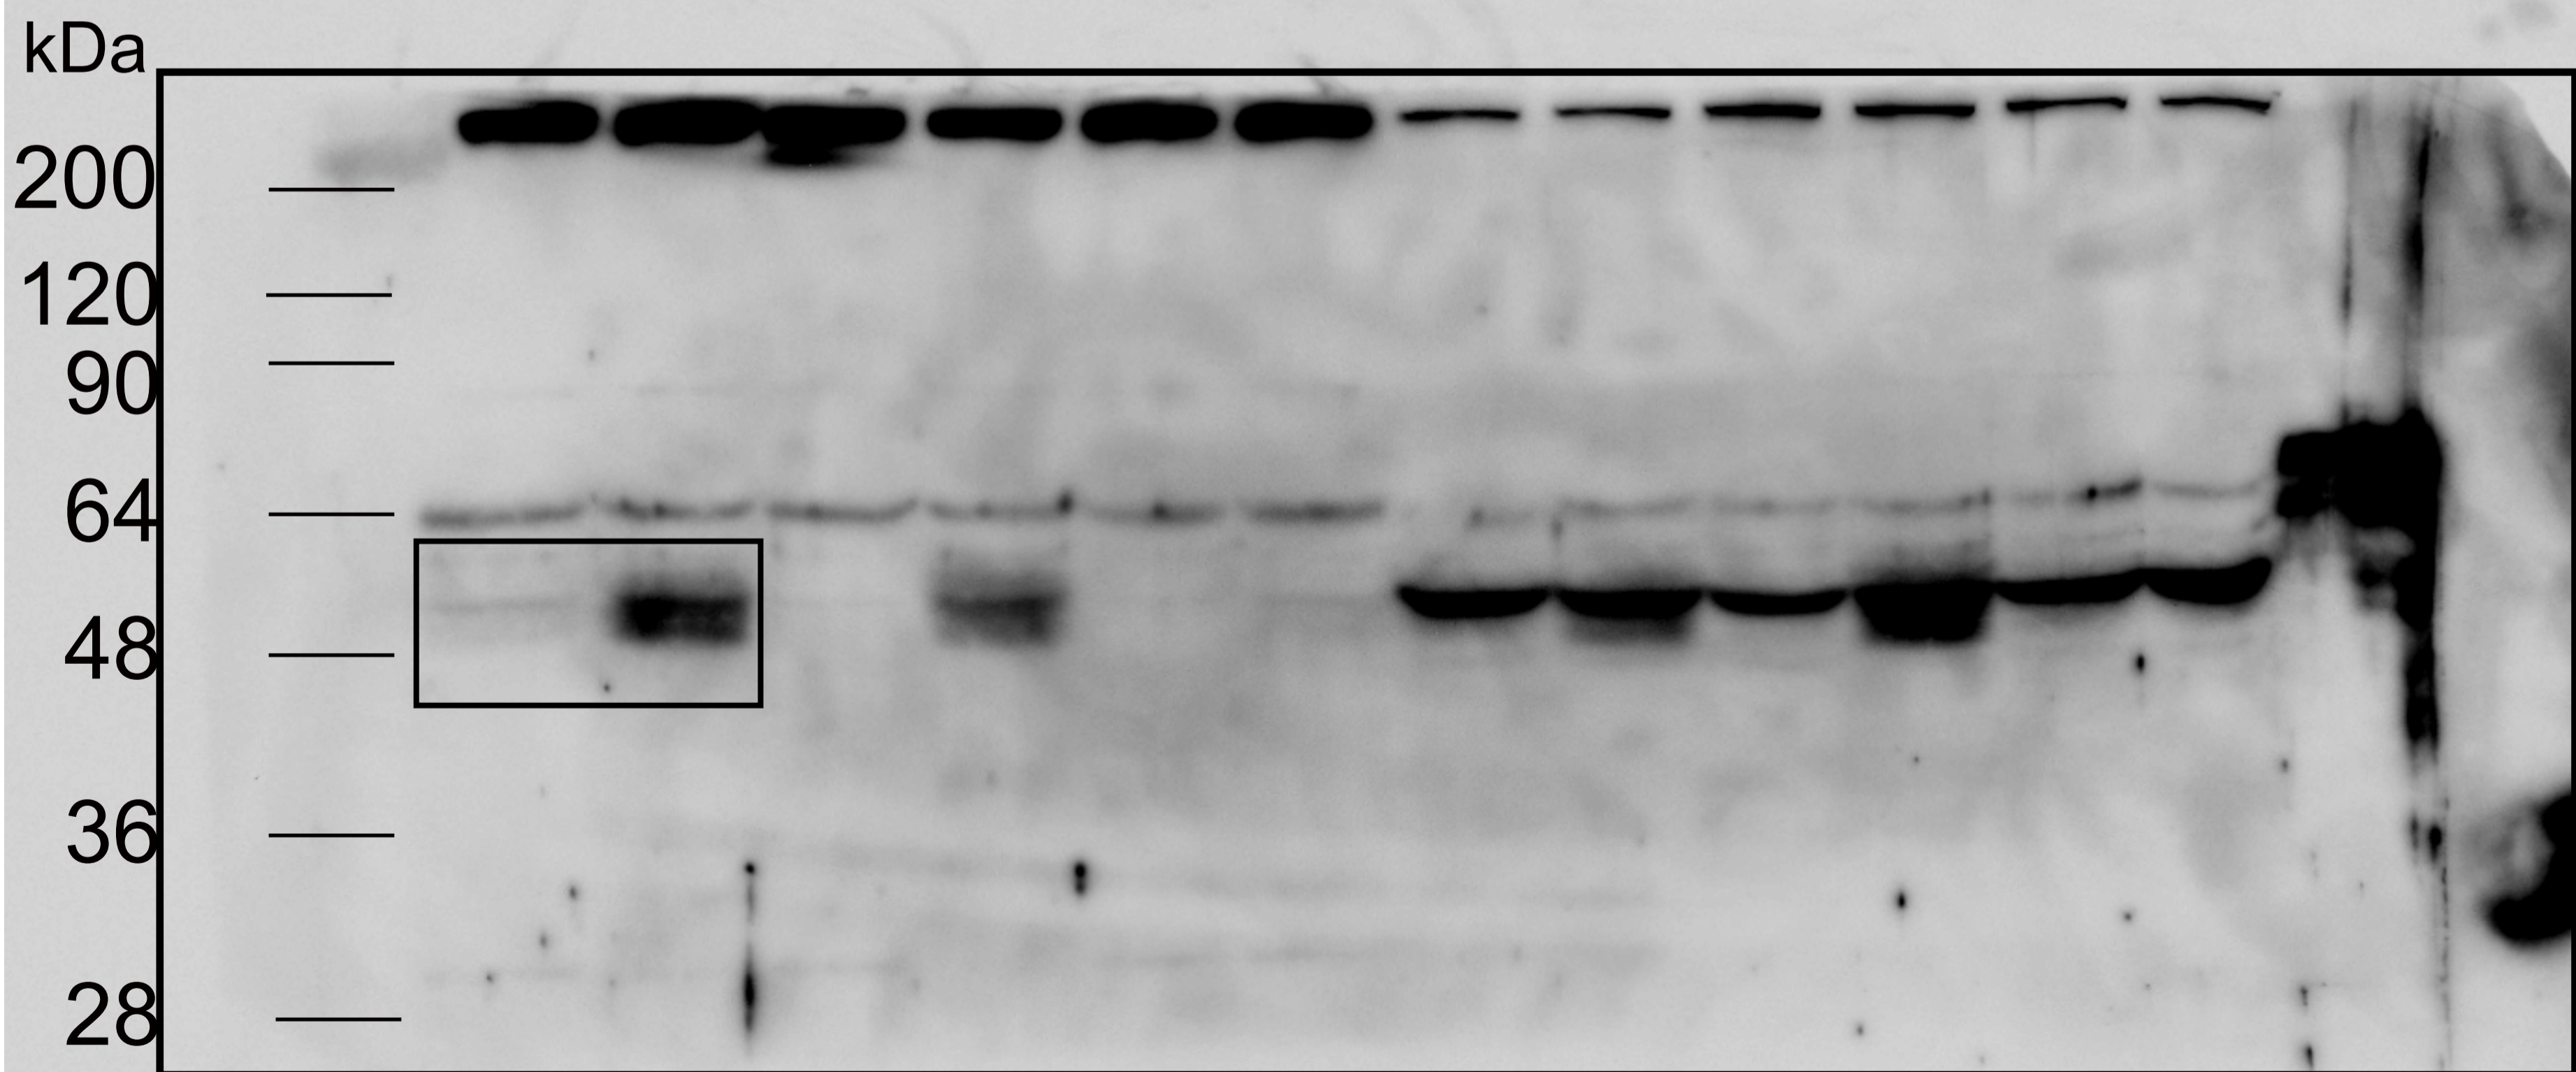

Figure 3B (ATF4)

T-47D

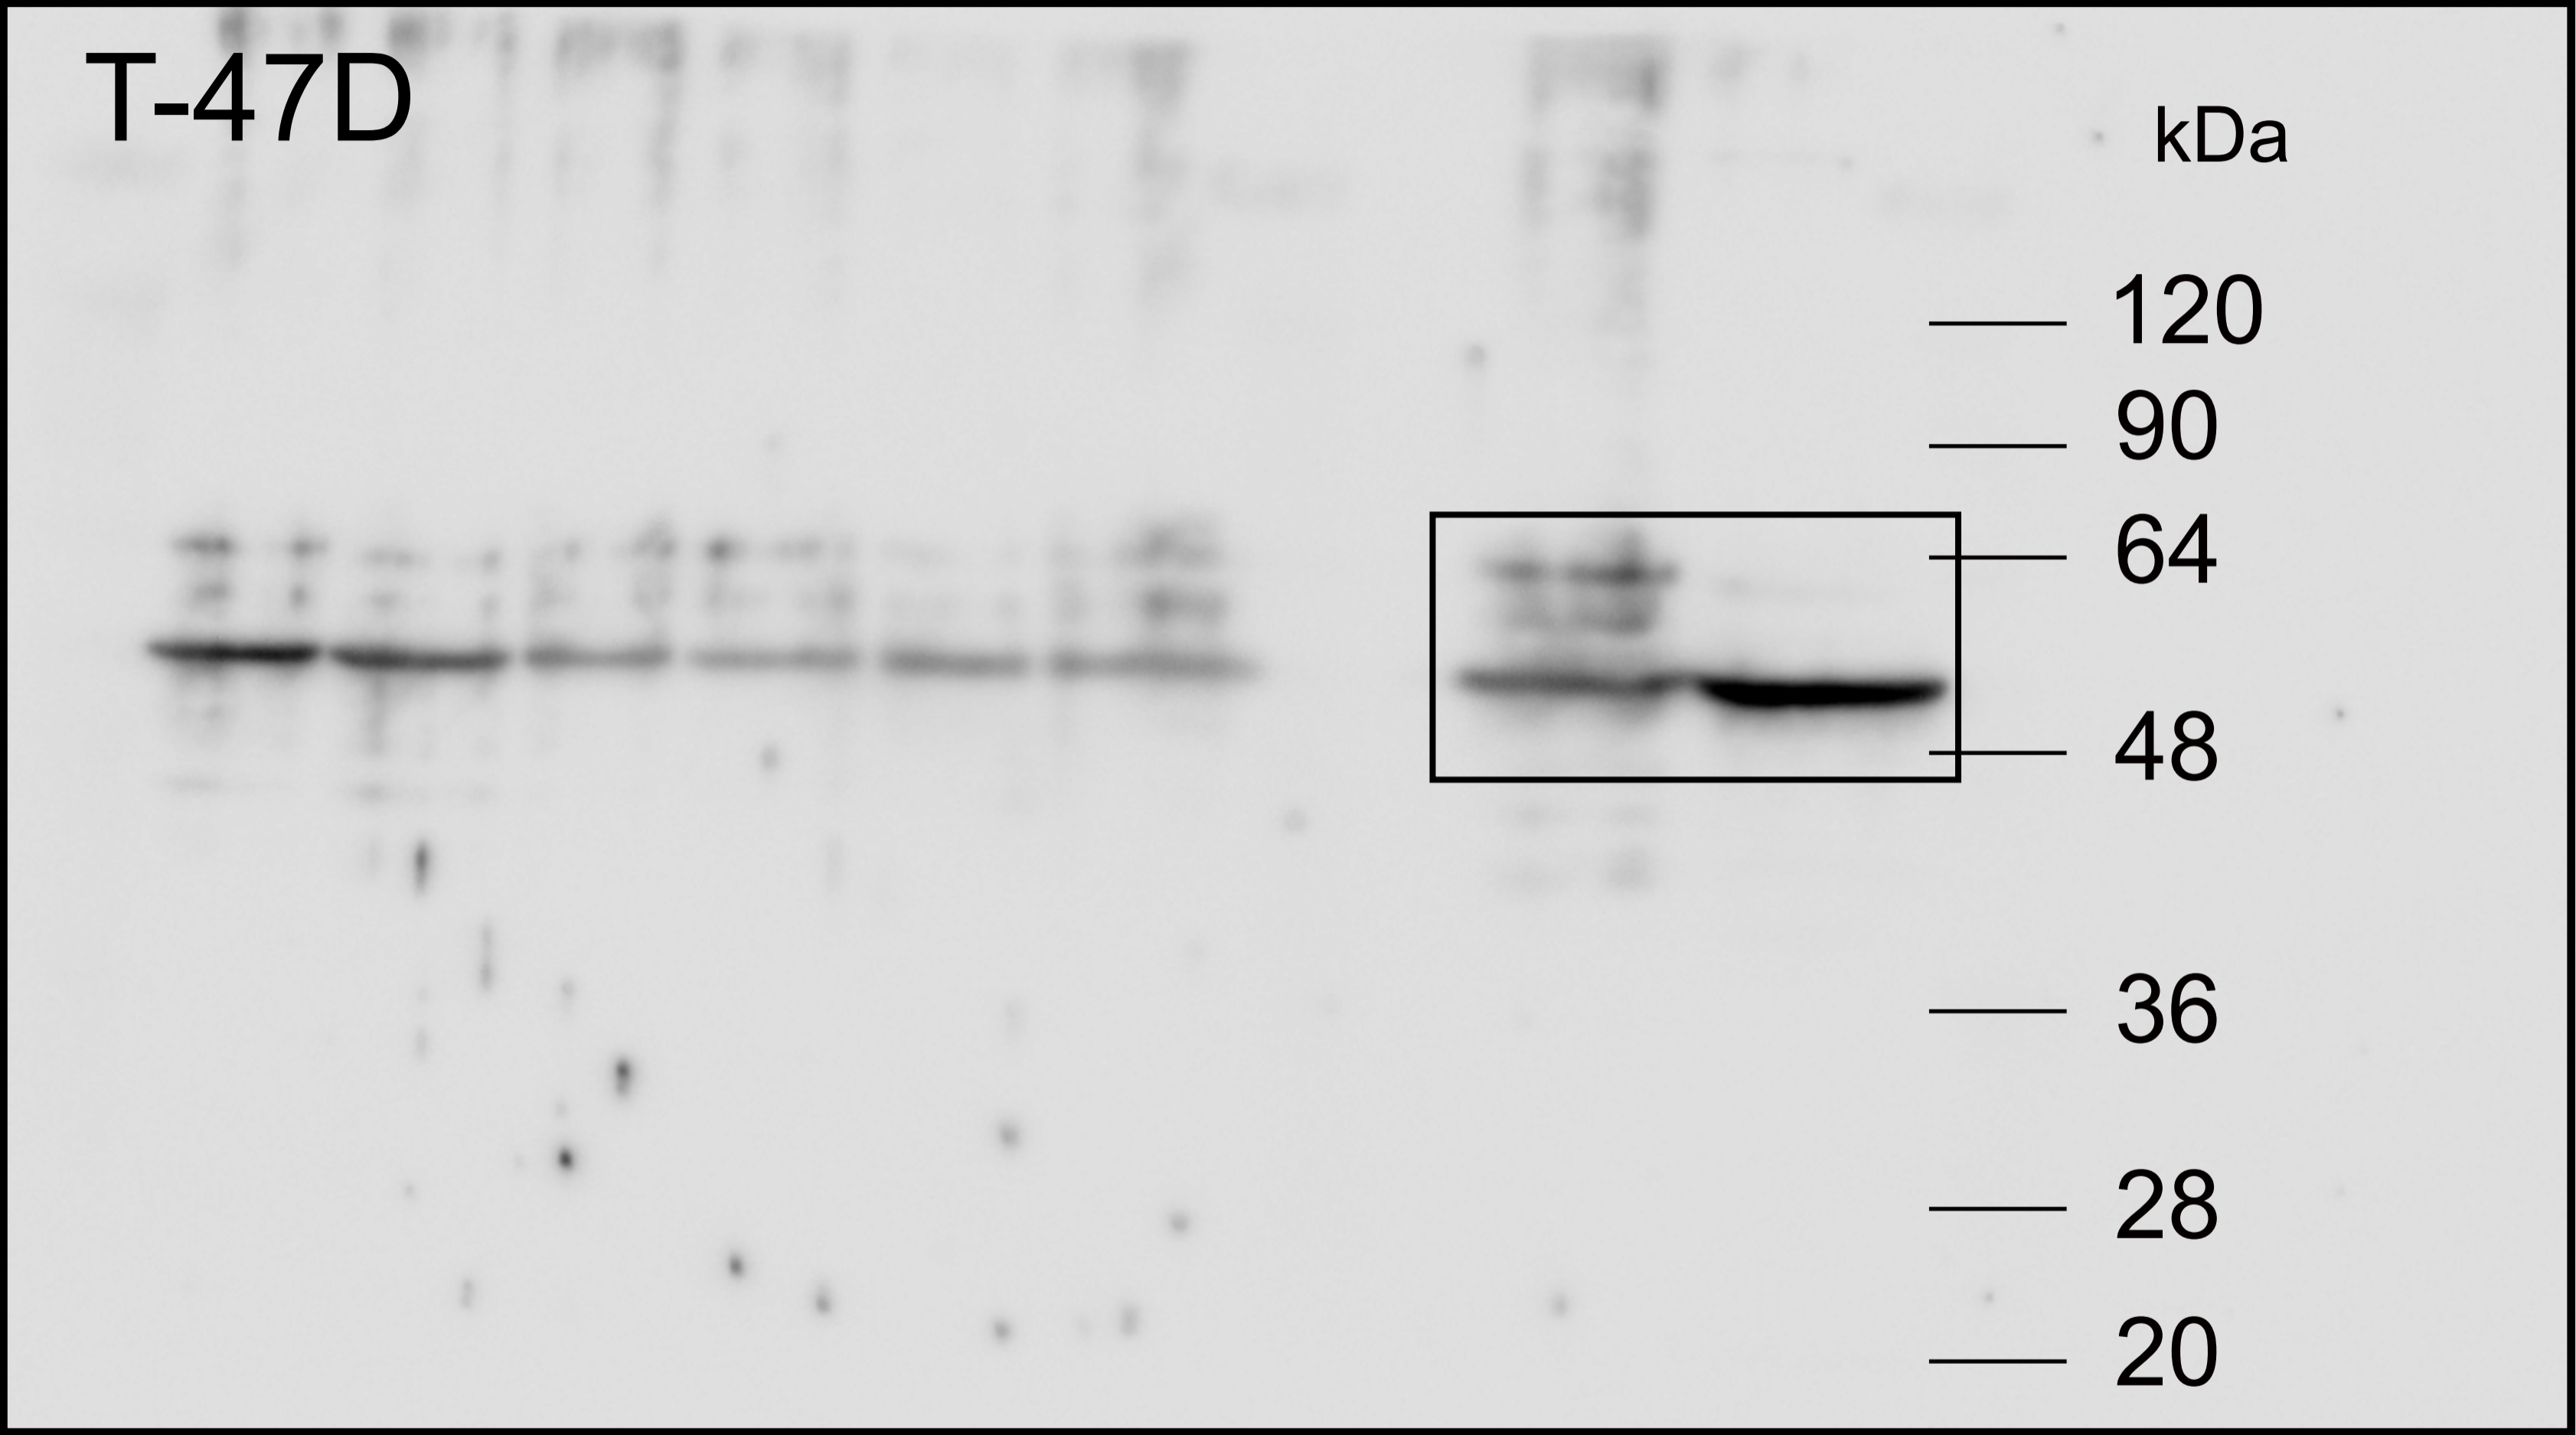

Figure 3B (CTH)

Left: MDA-MB-231

short exposure

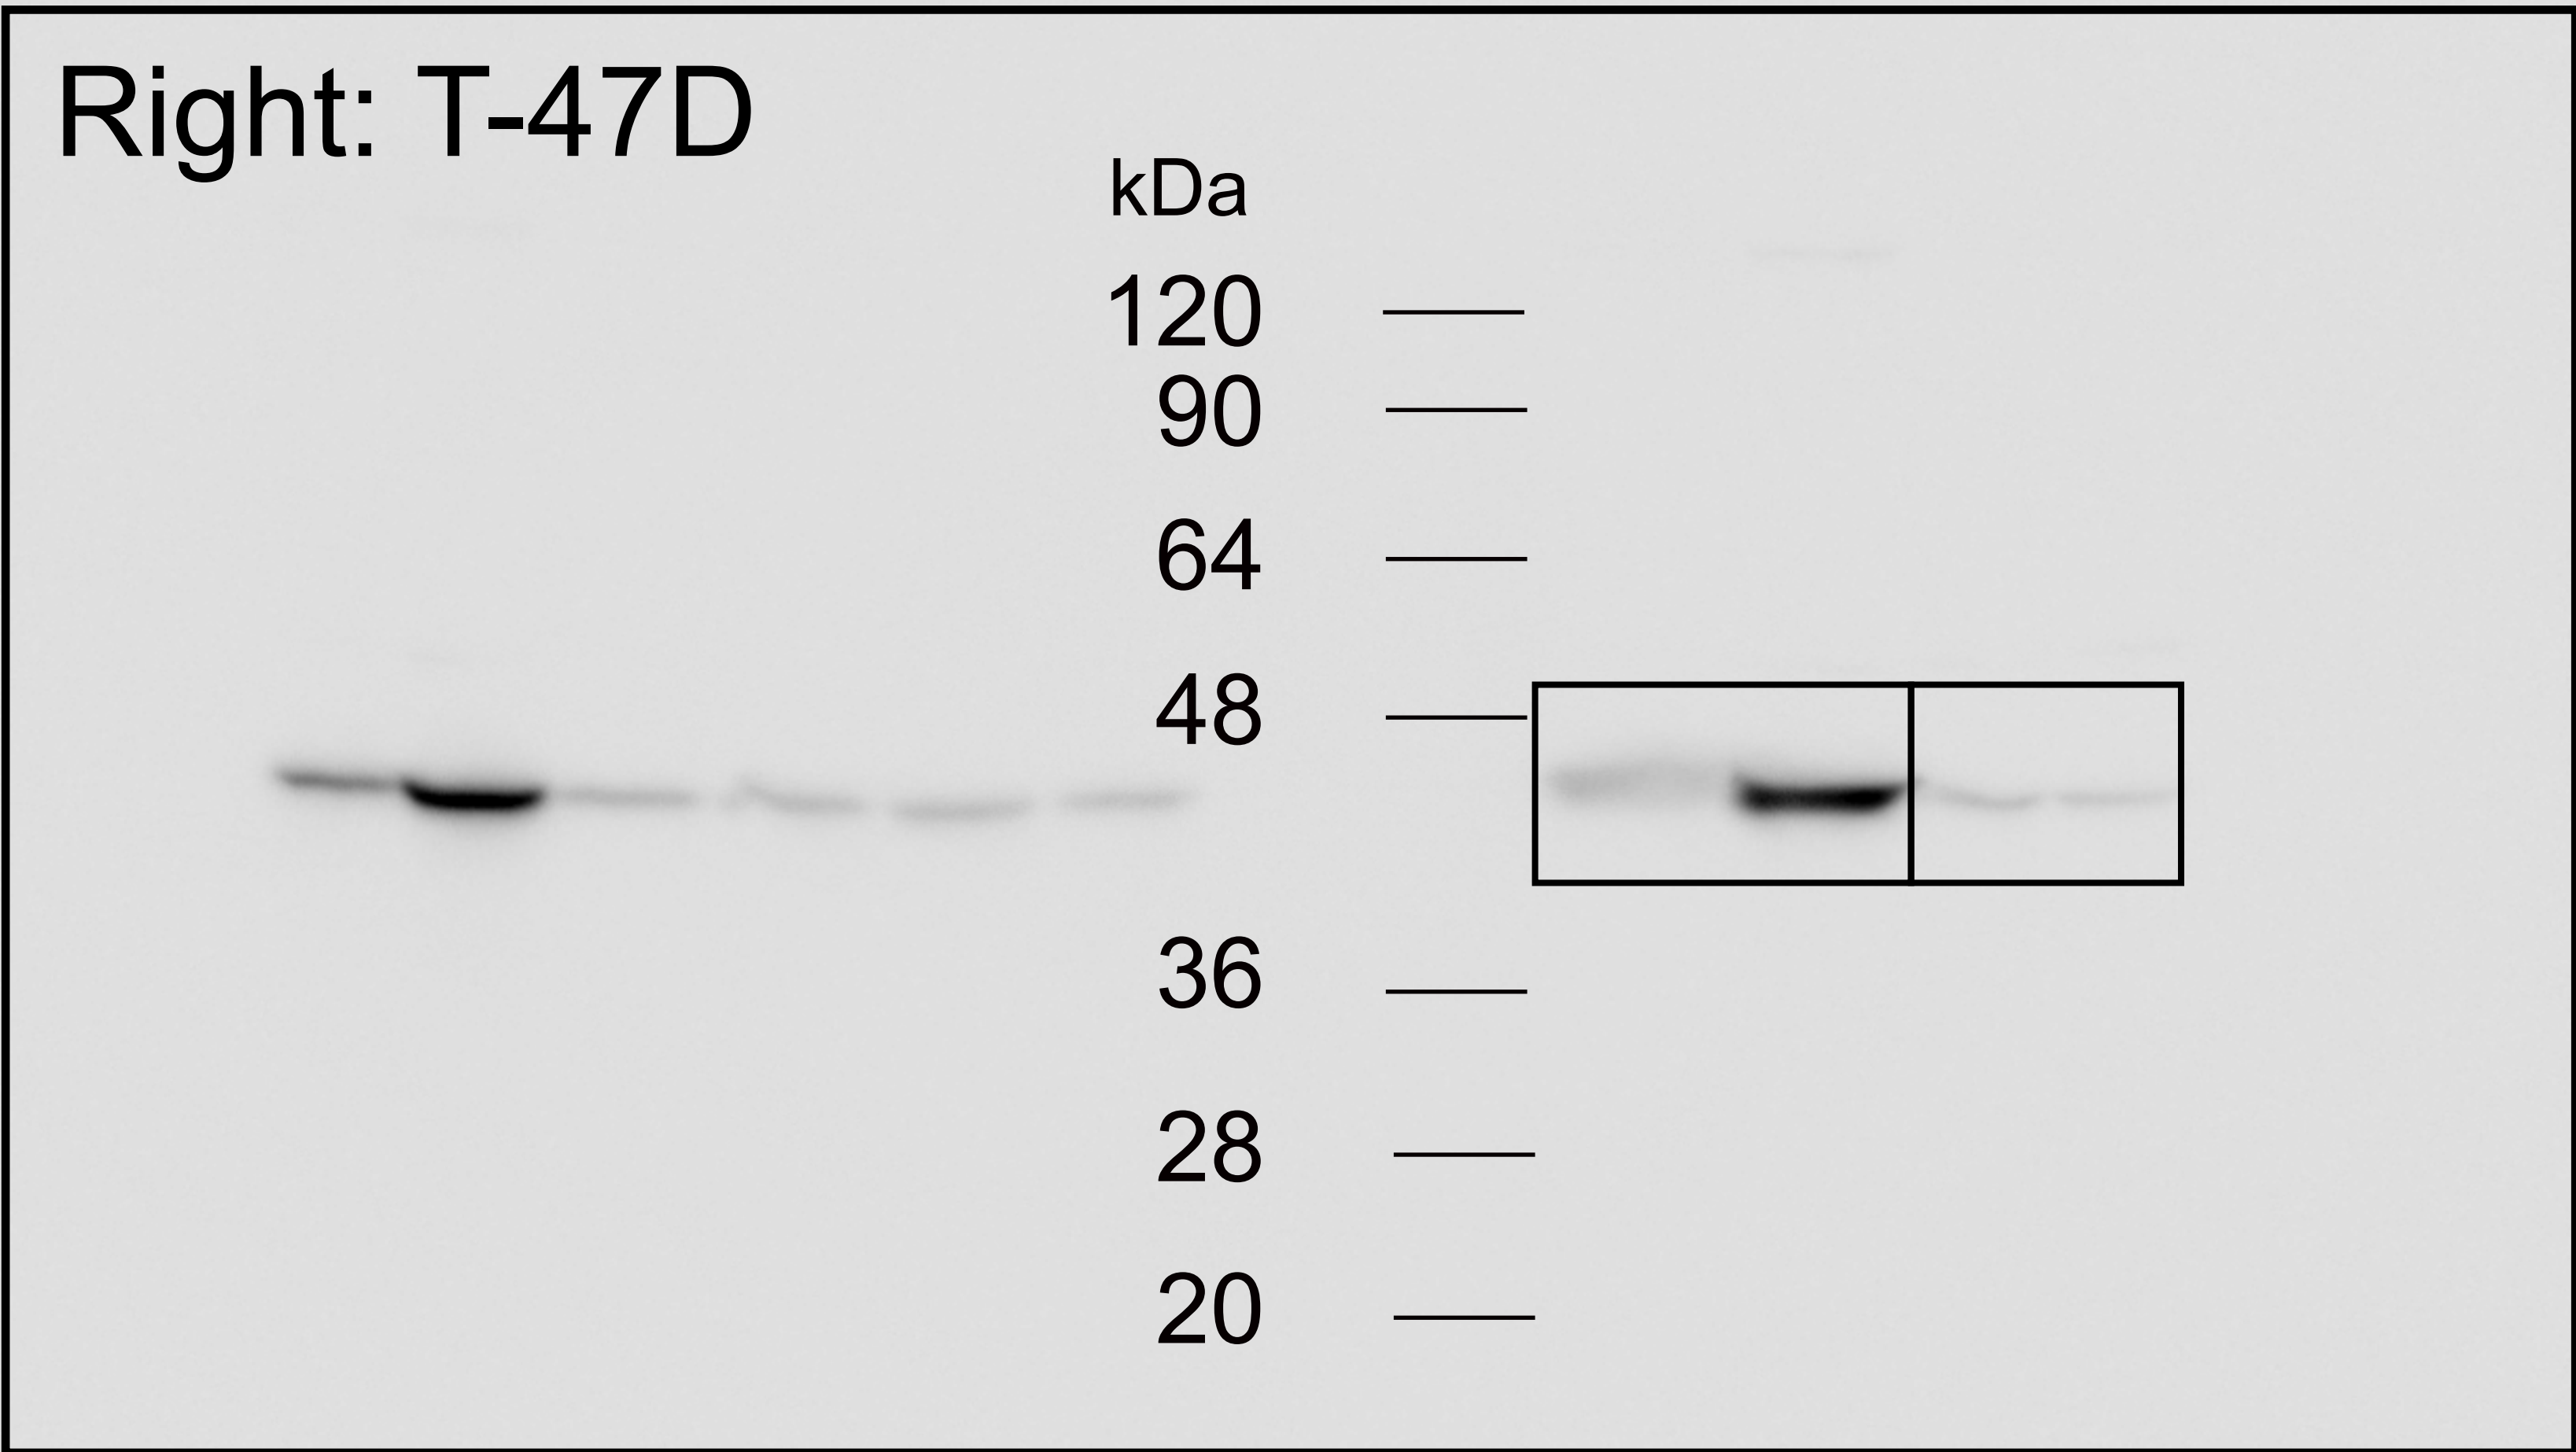

Figure 3B (CTH)

Left: MDA-MB-231

long exposure

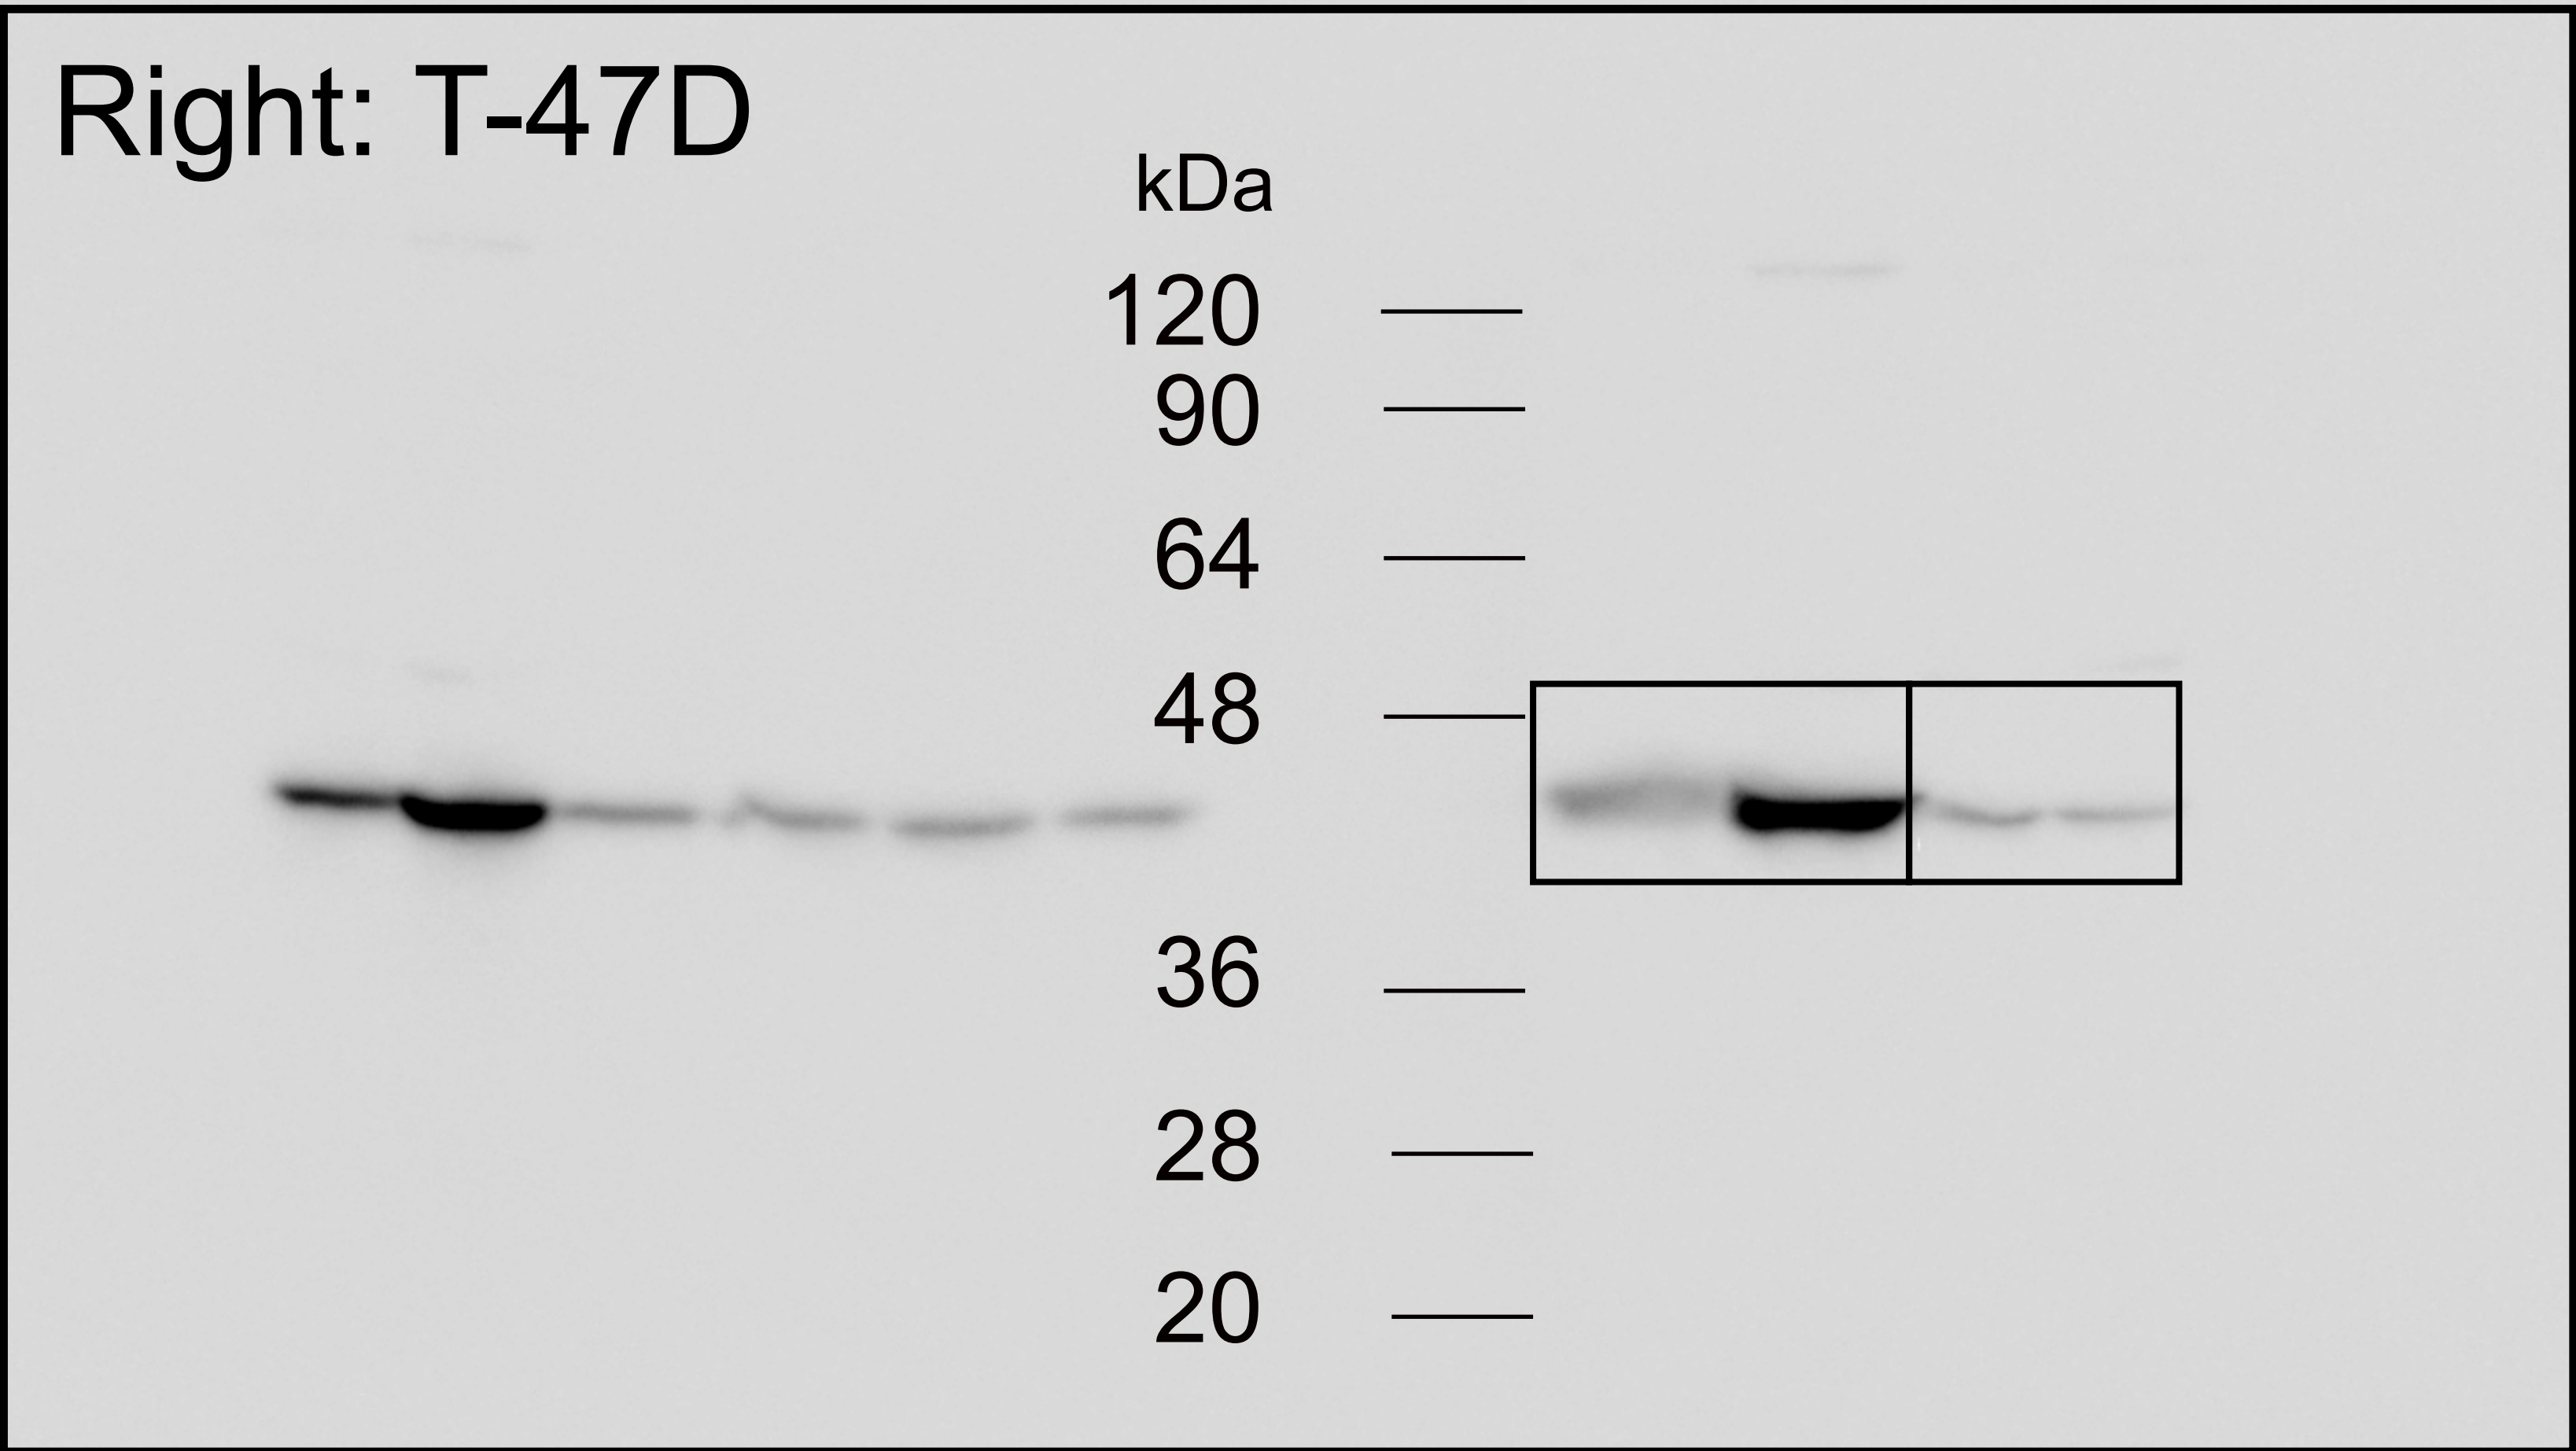

Figure 3B (p-GCN2)

Left: MDA-MB-231

Right: T-47D

short exposure

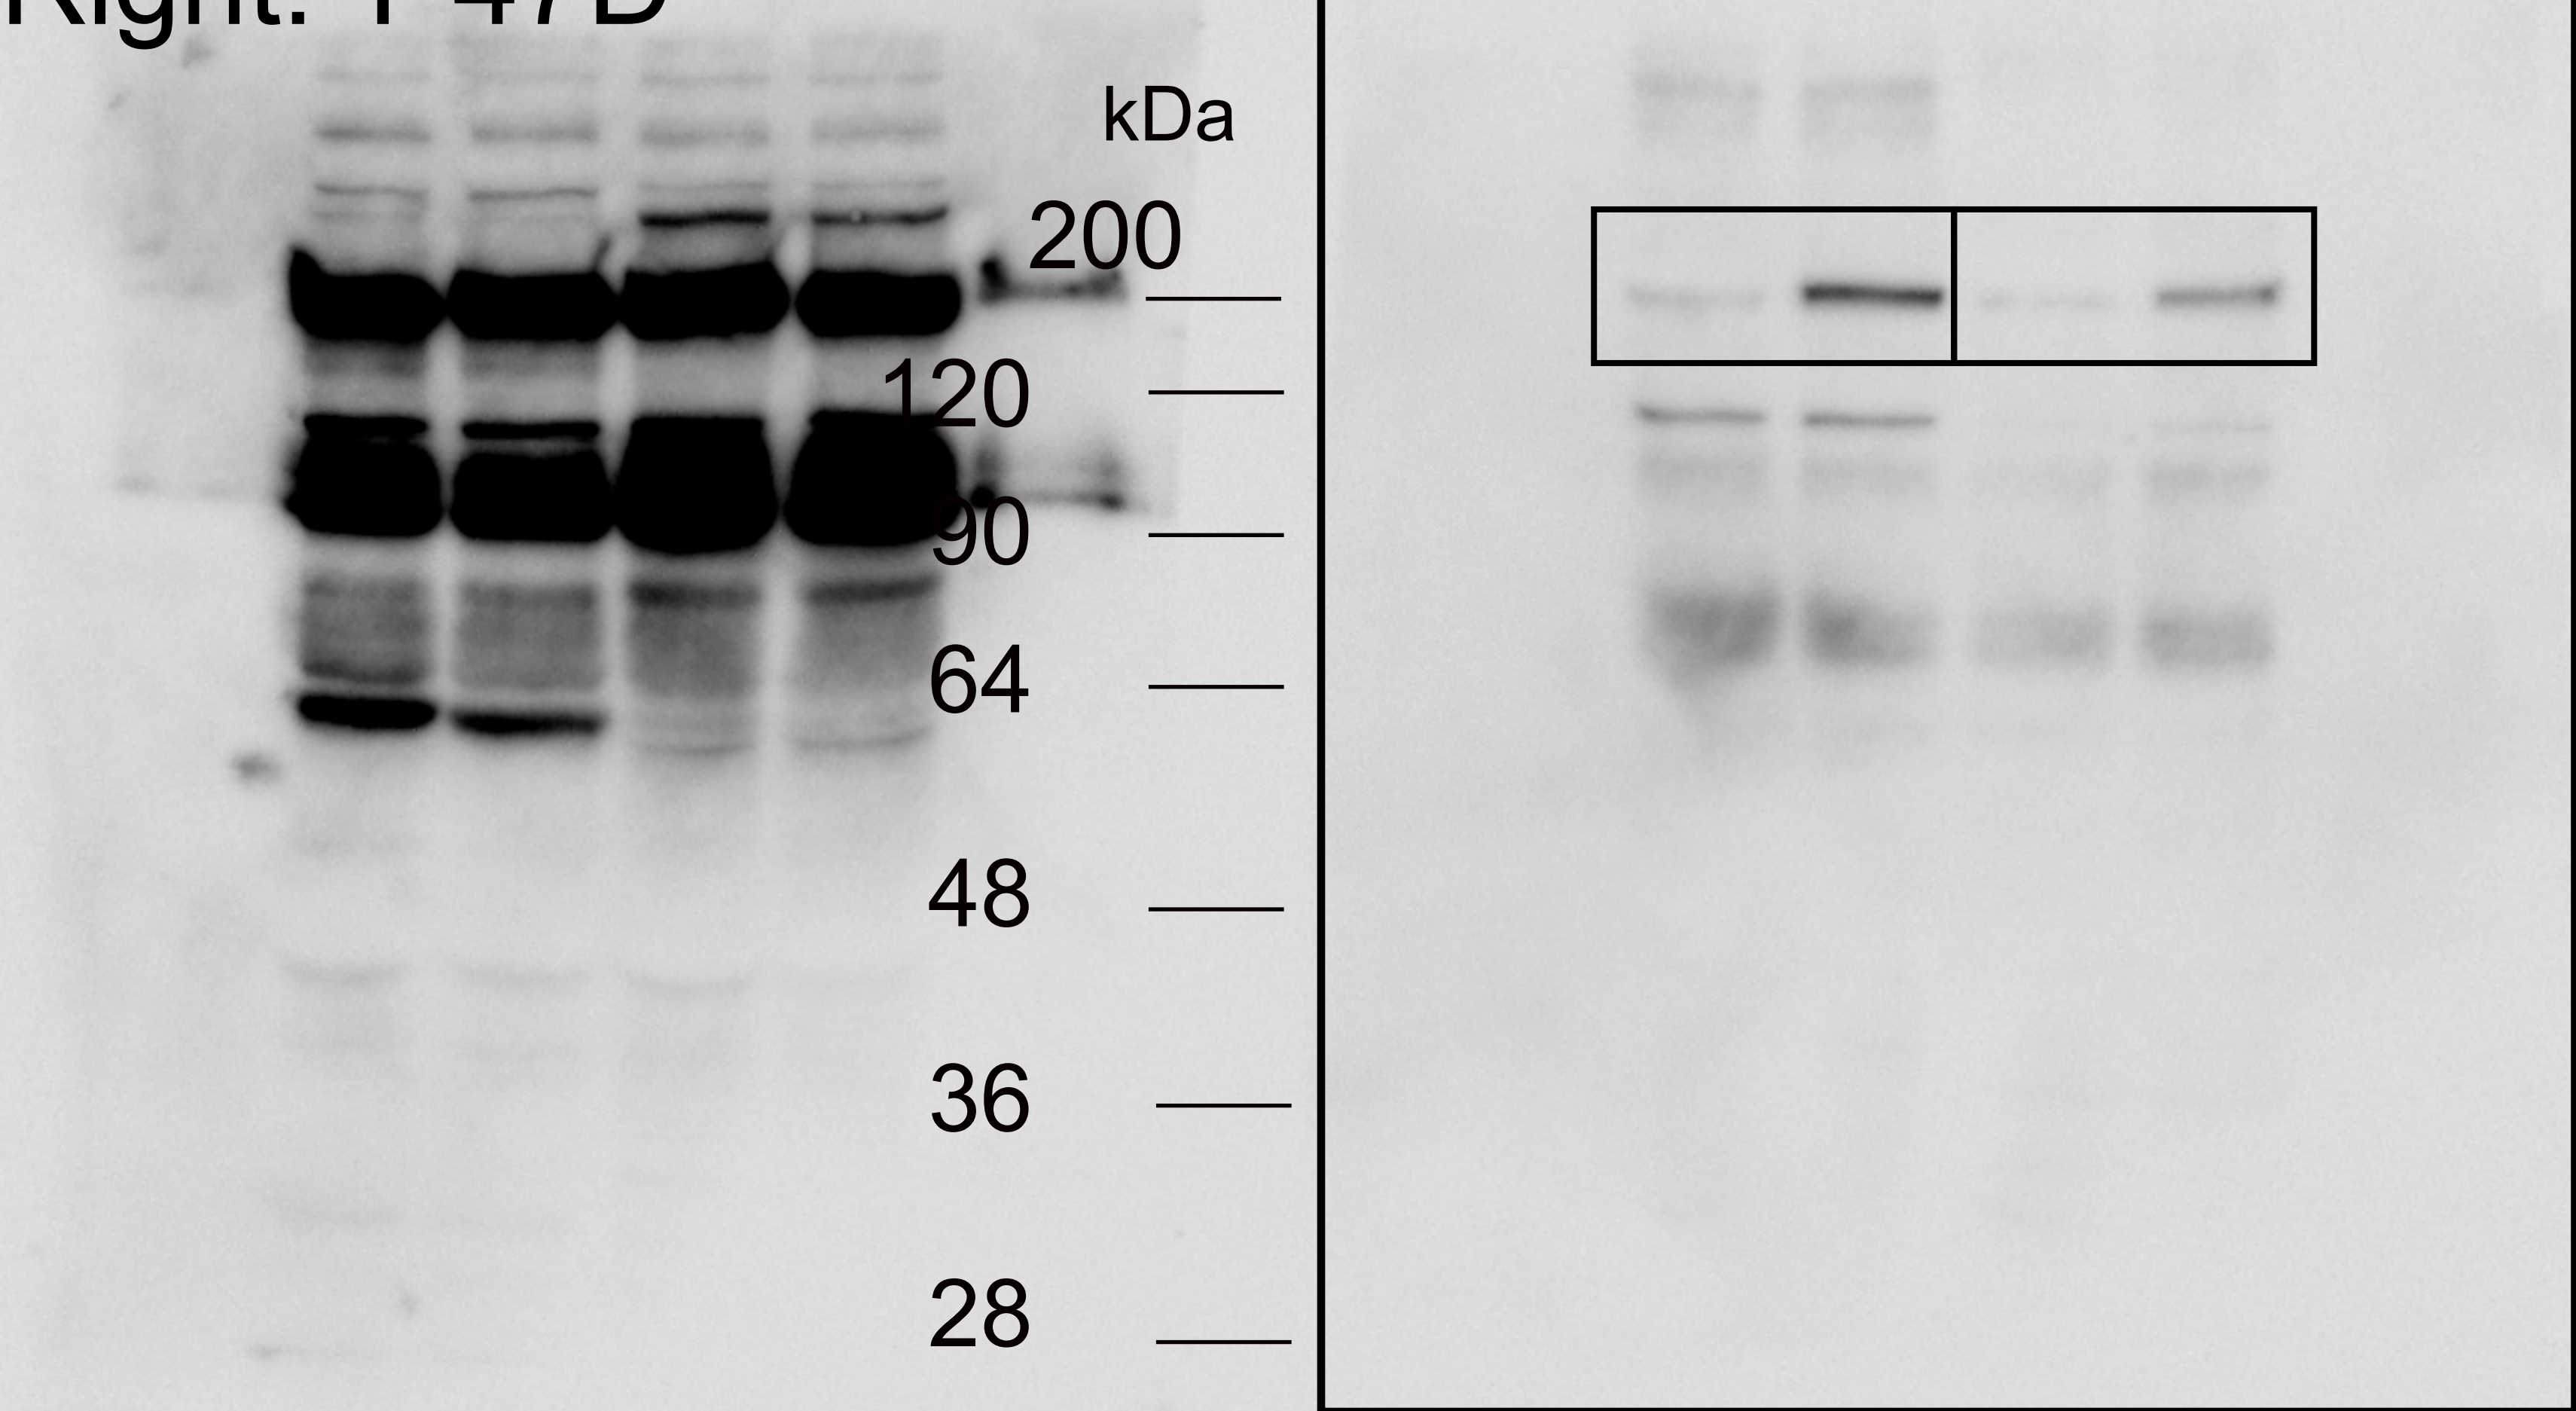

Figure 3B (p-GCN2)

Left: MDA-MB-231

Right: T-47D

long exposure

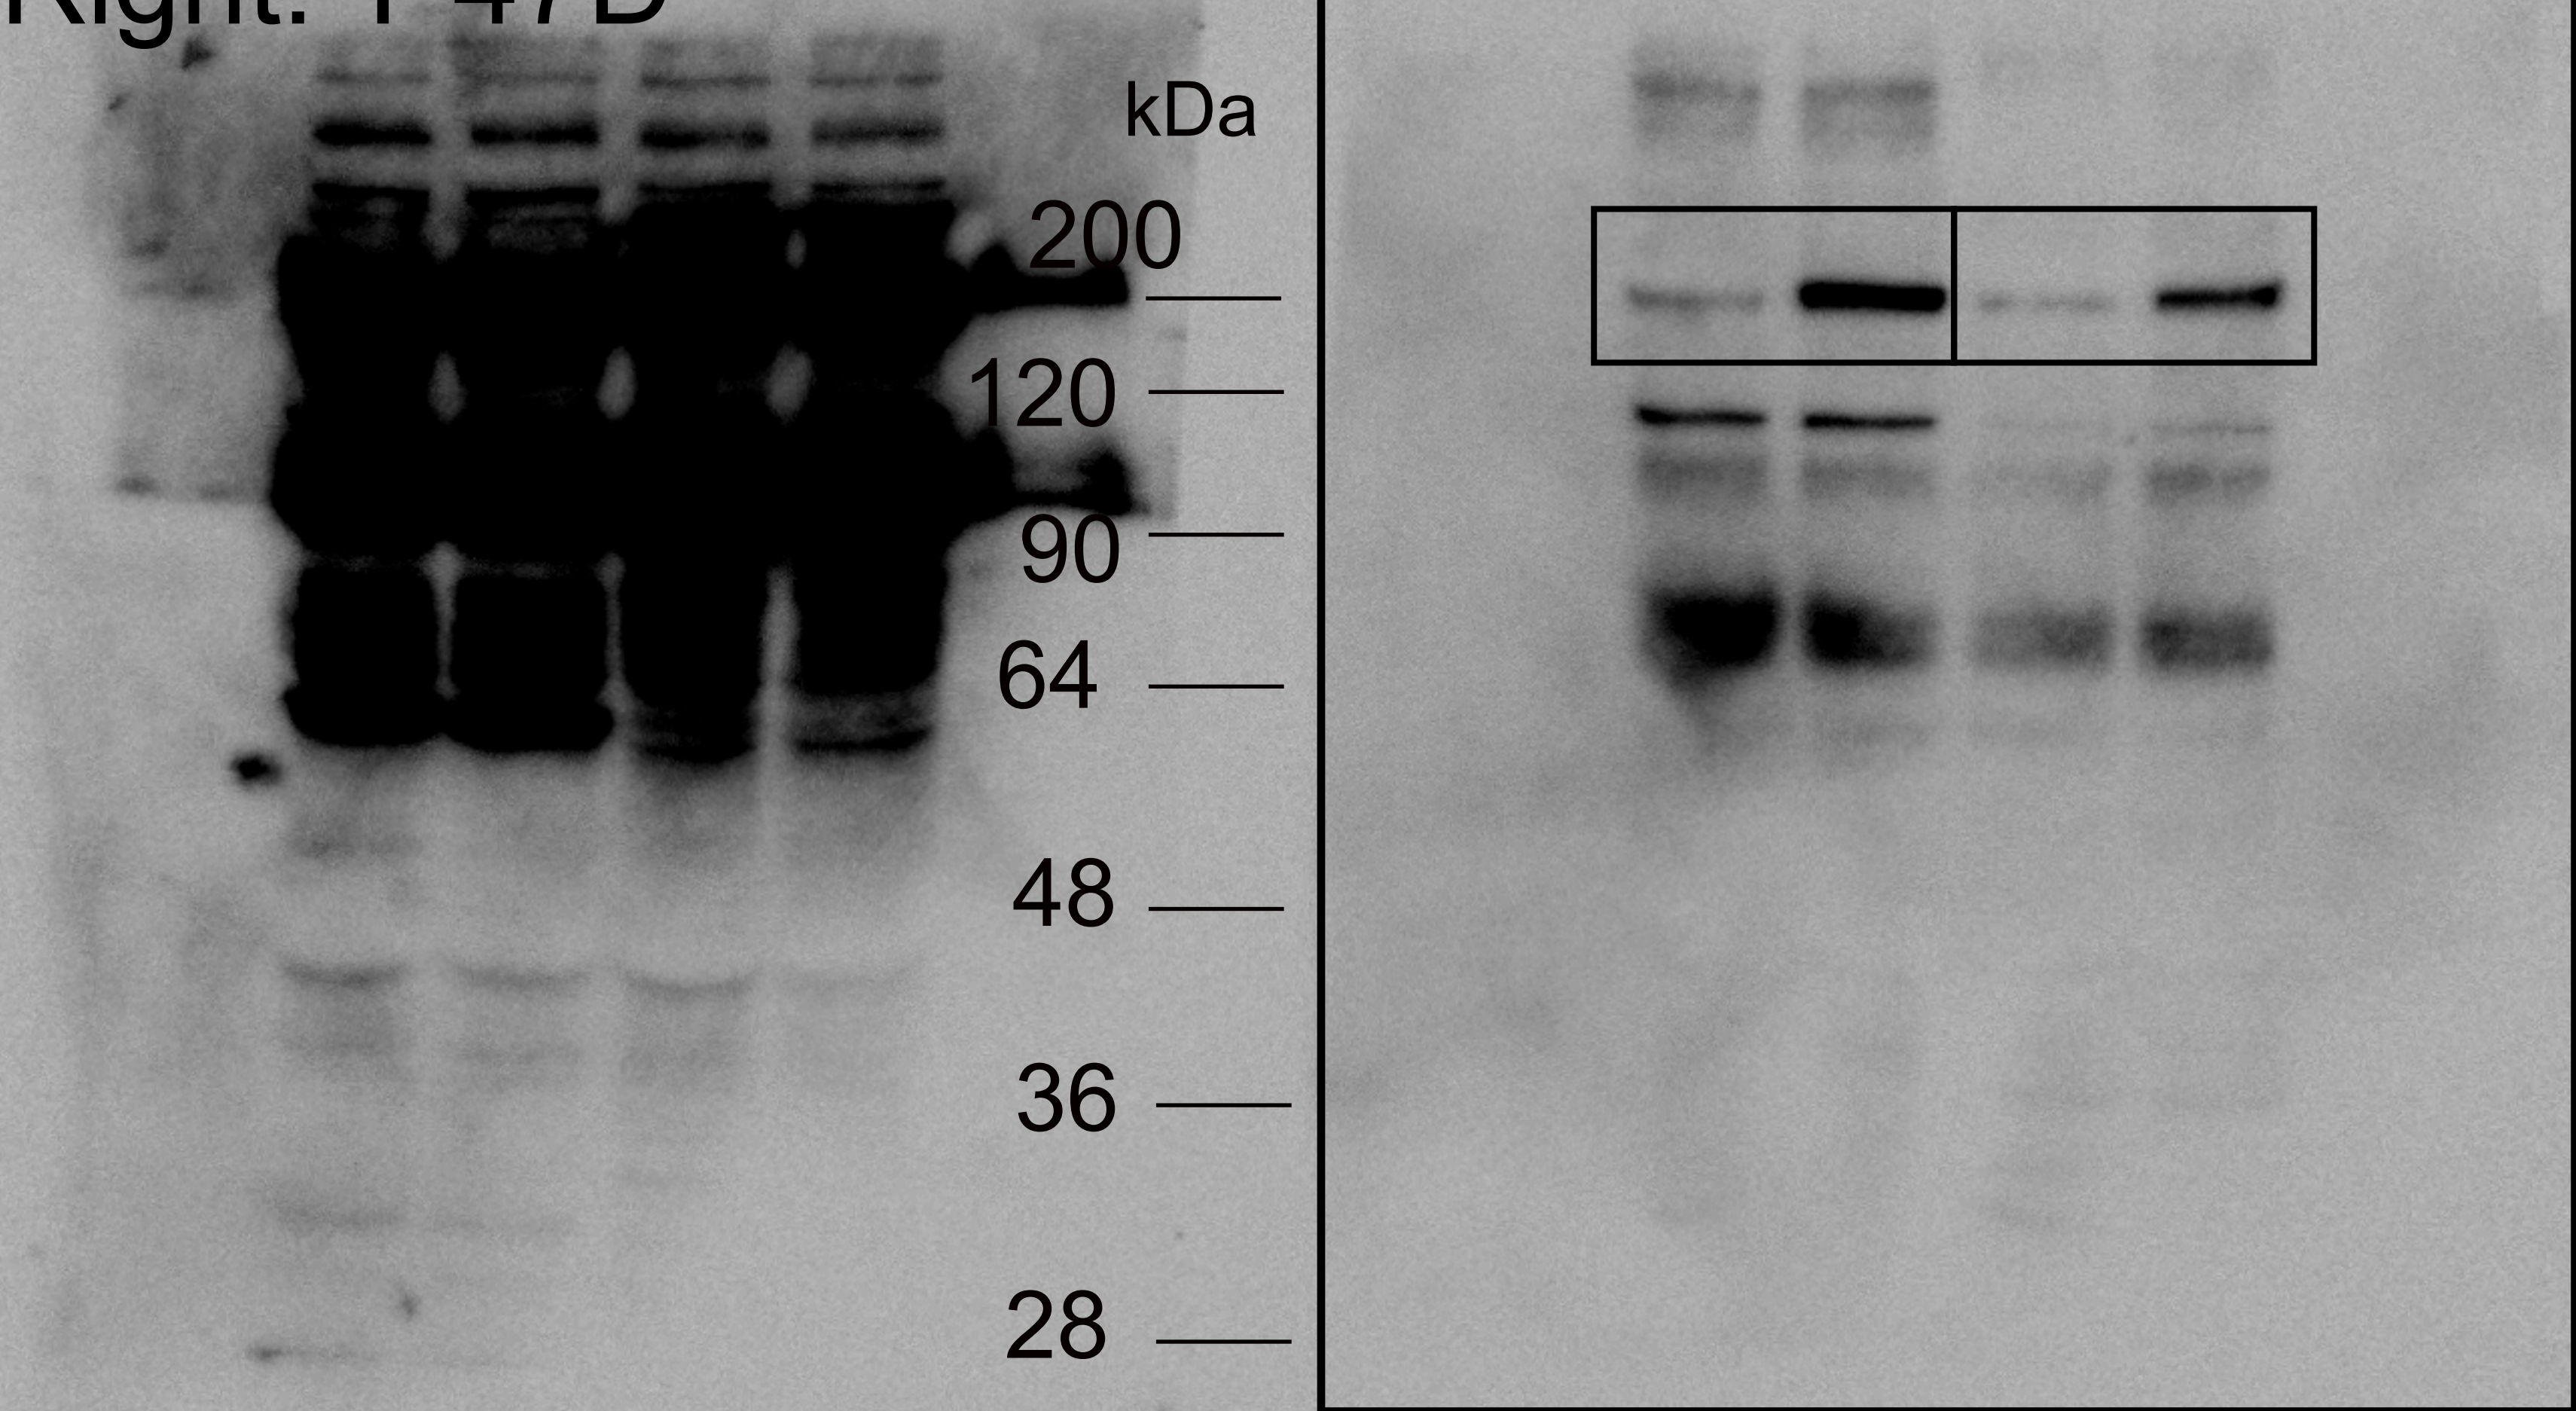

# Figure 3B (GCN2)

Left: MDA-MB-231

Right: T-47D

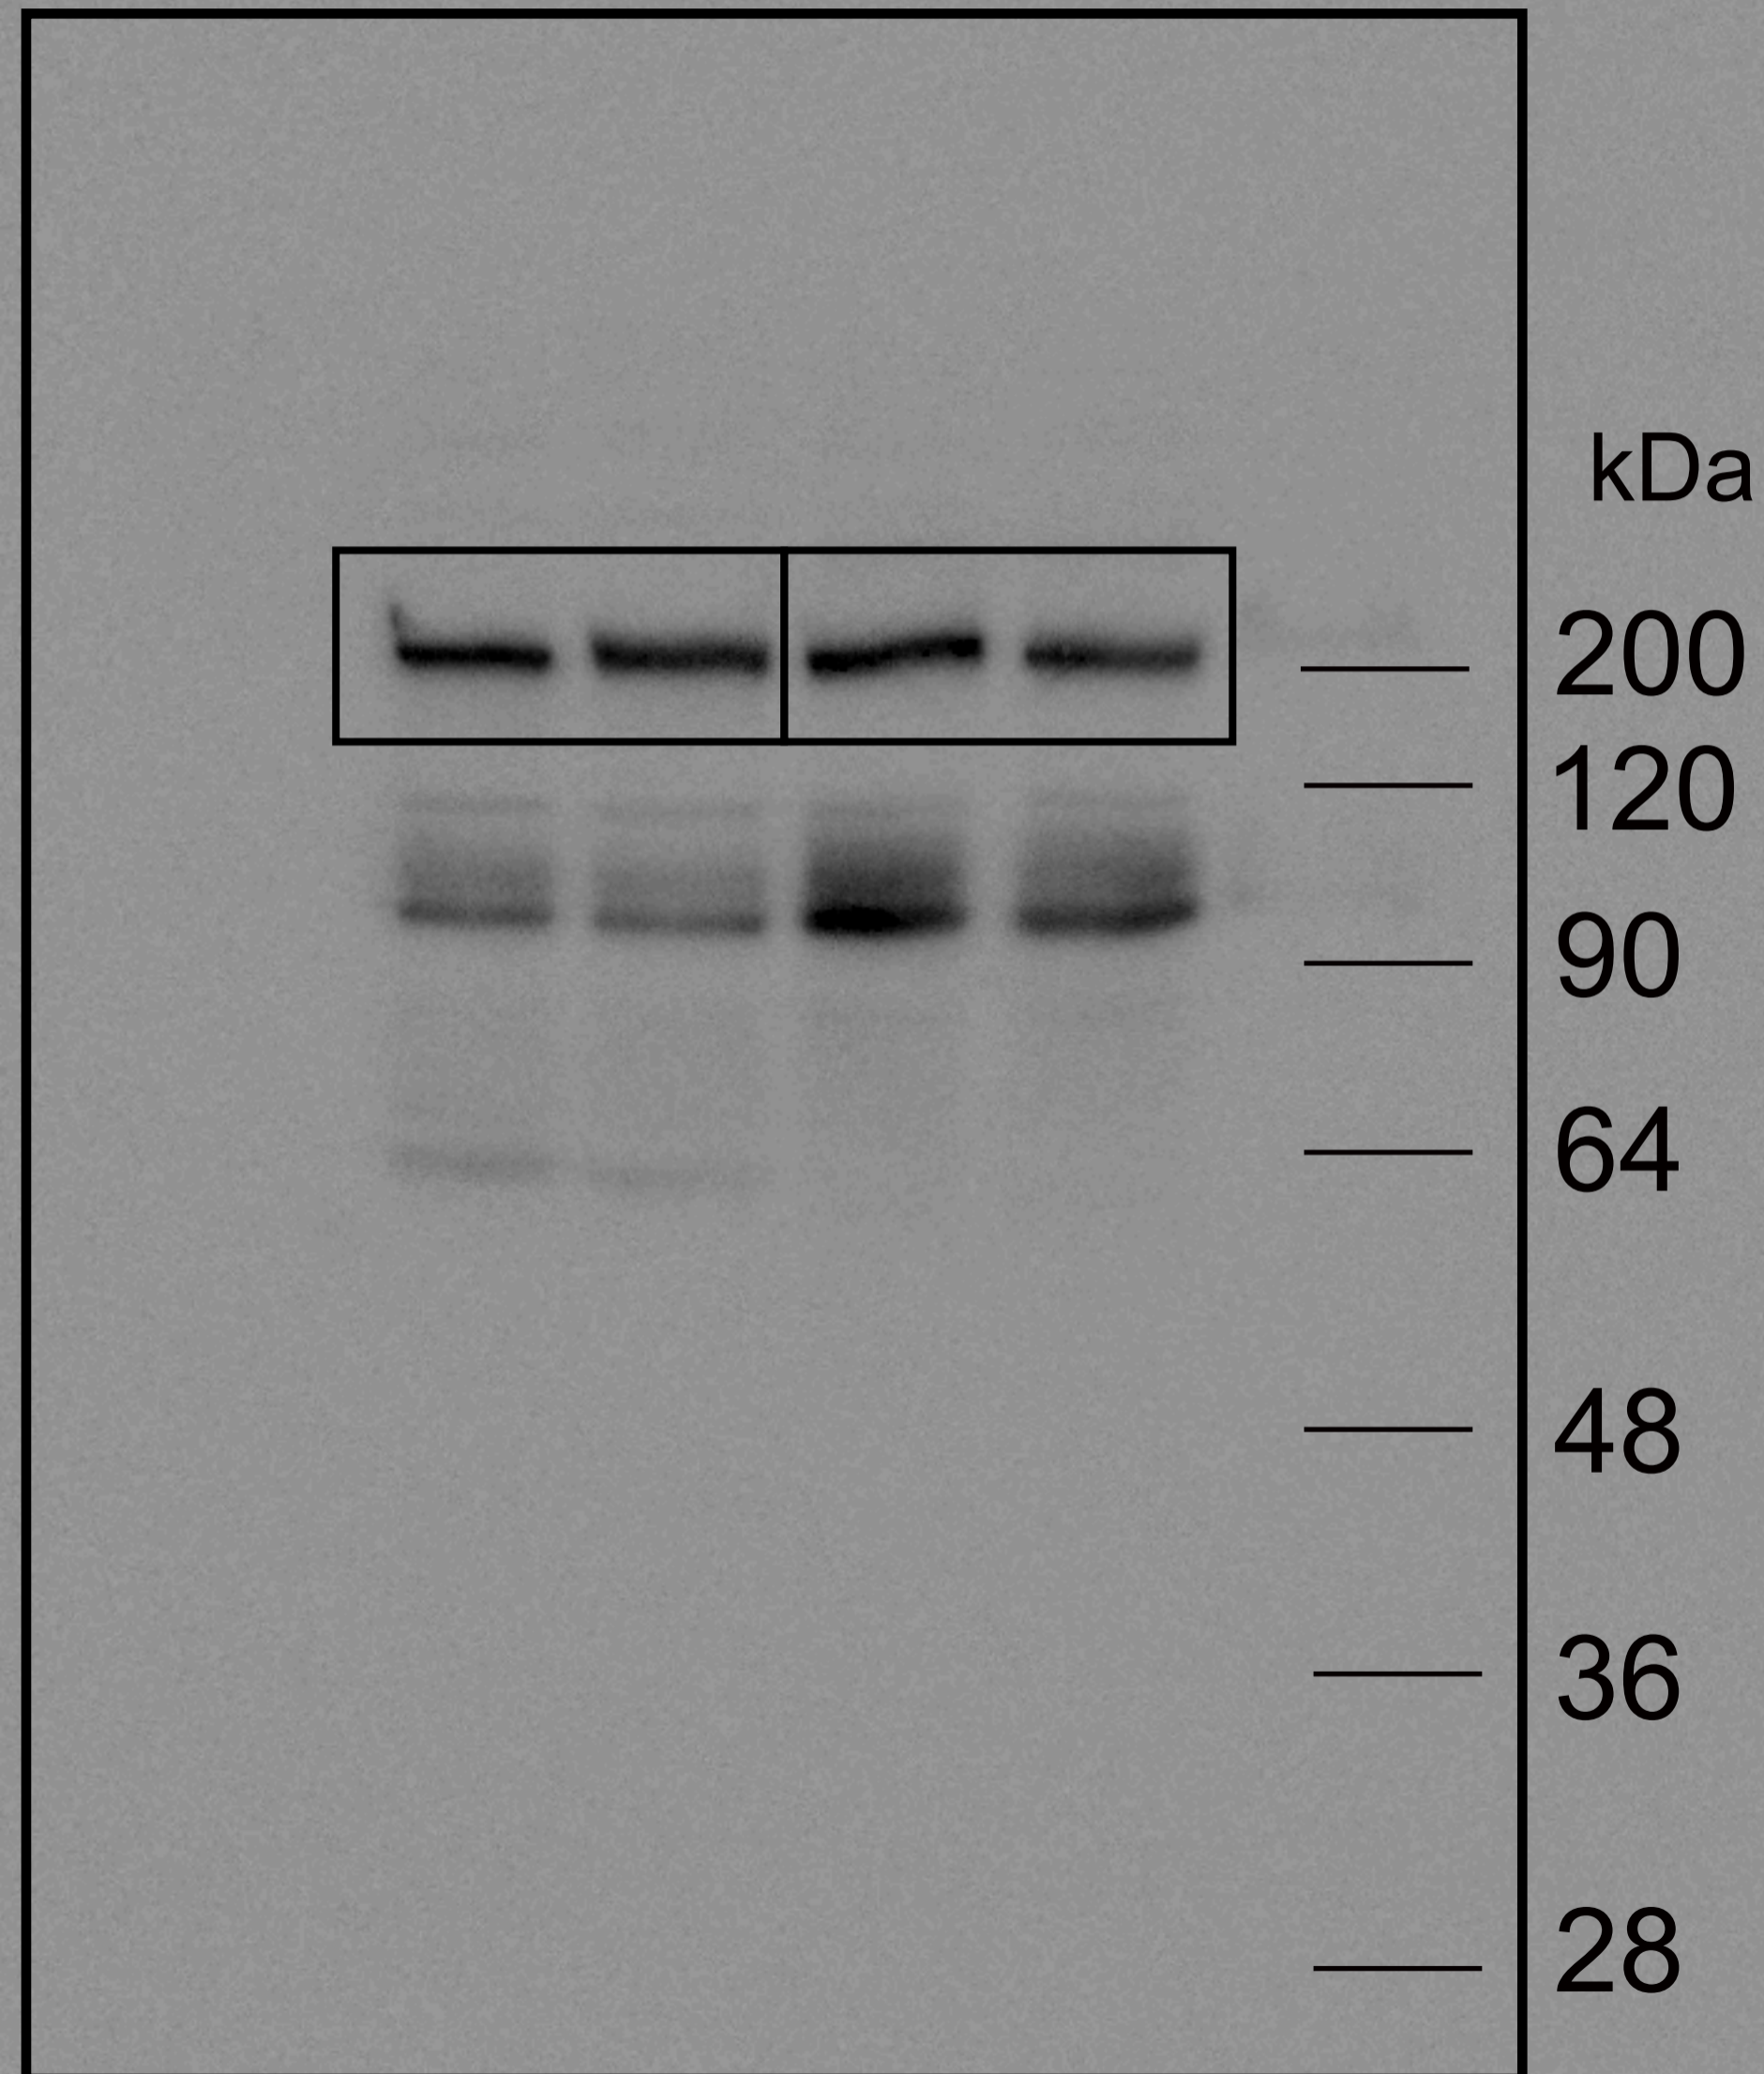

Figure 3B (p-EIF2 $\alpha$ )

Left: MDA-MB-231

Right: T-47D

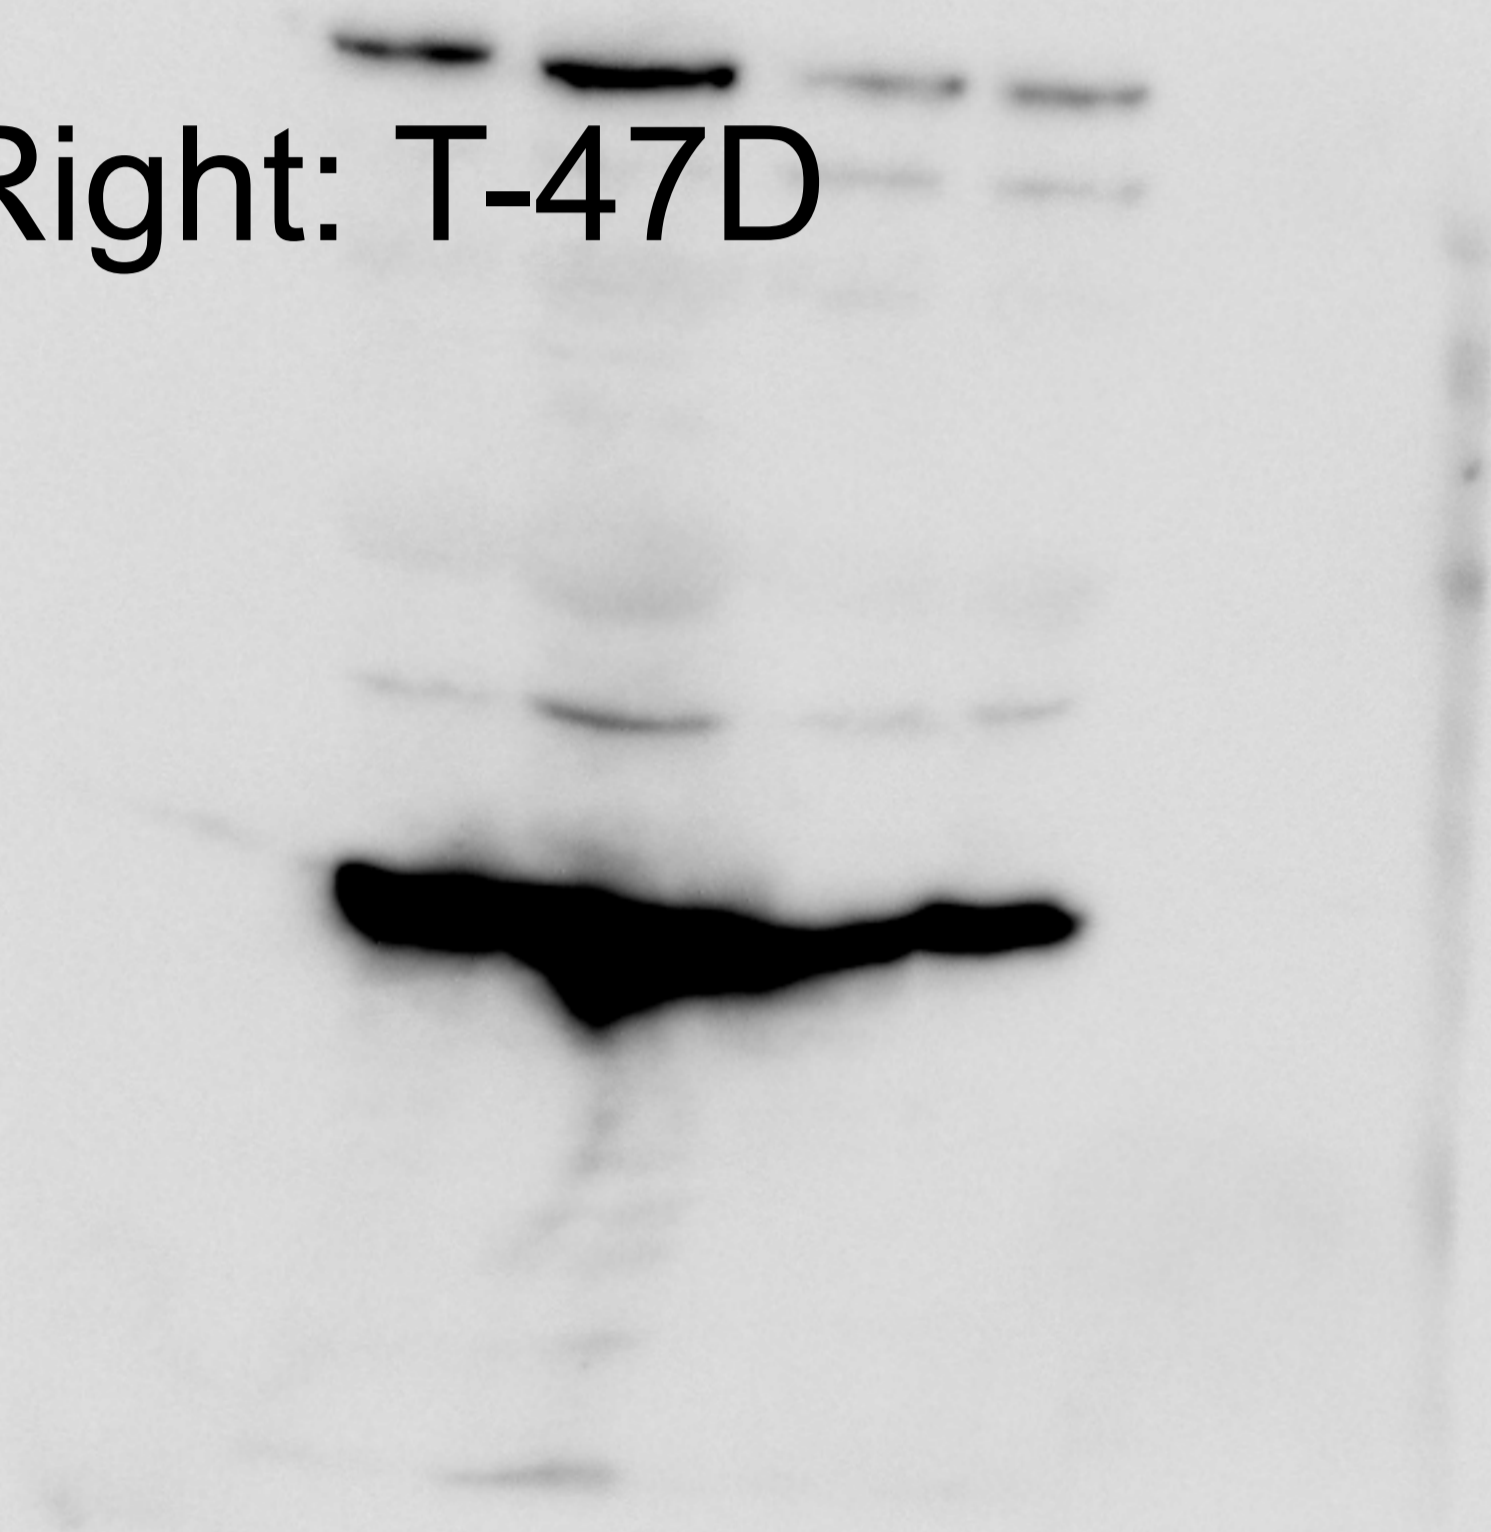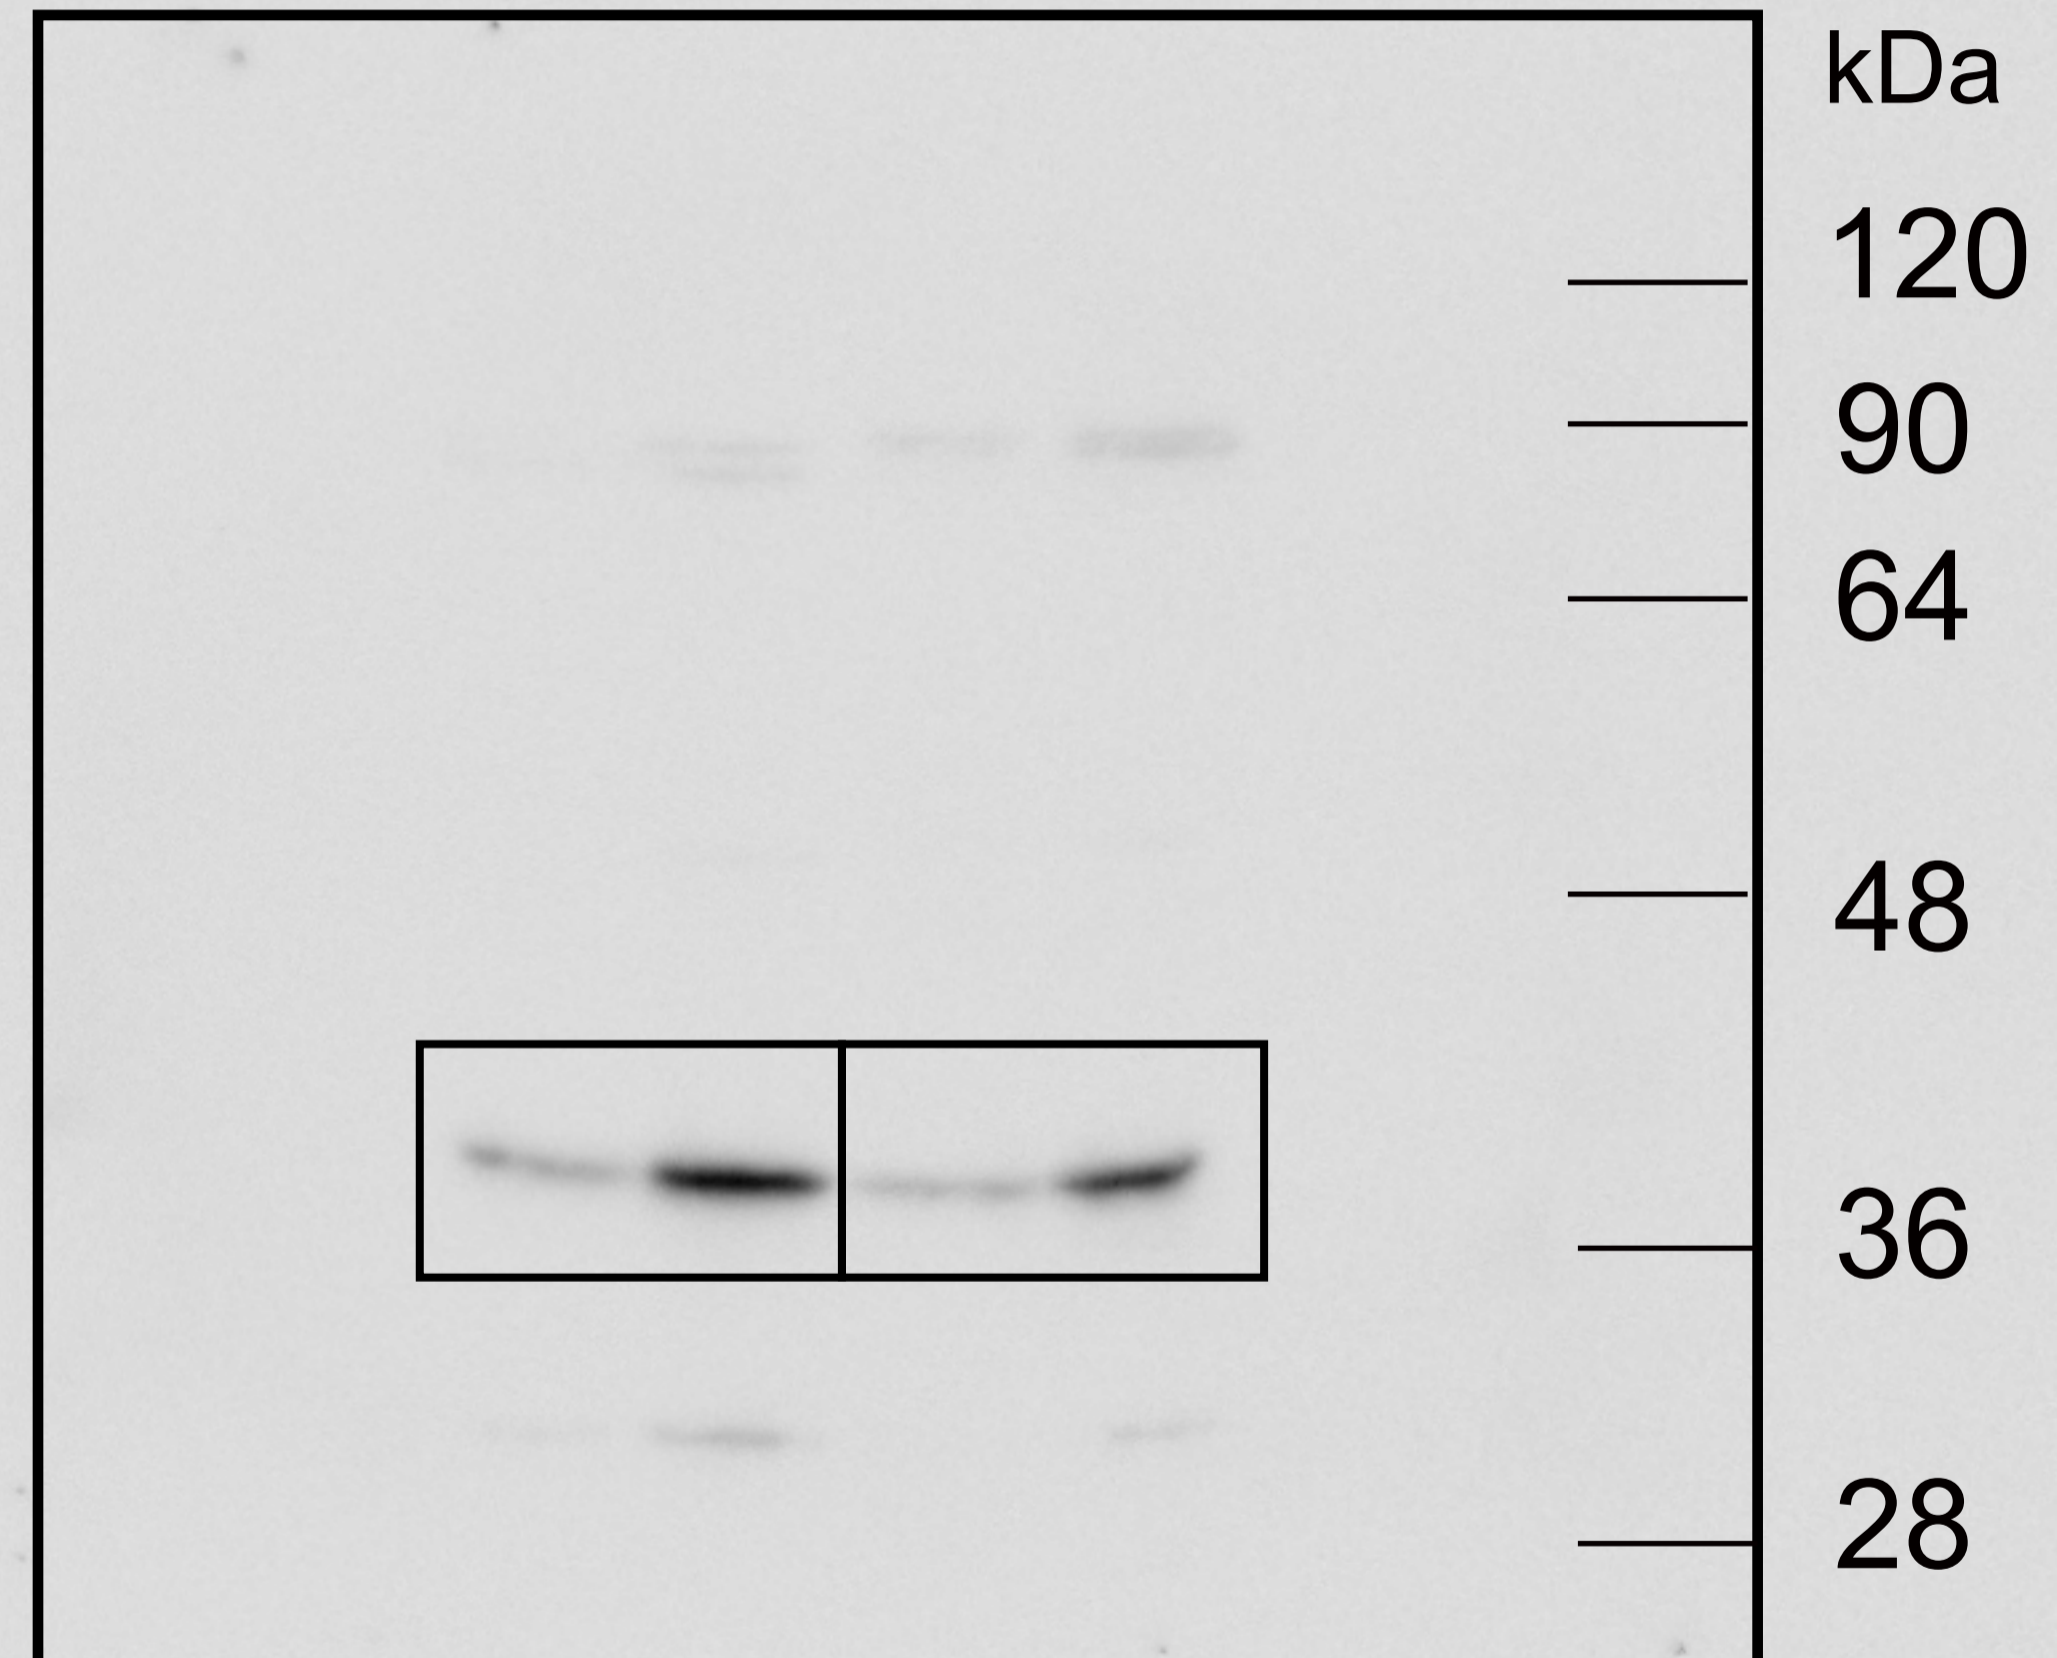

Figure 3B (EIF2α)

Left: MDA-MB-231

Right: T-47D

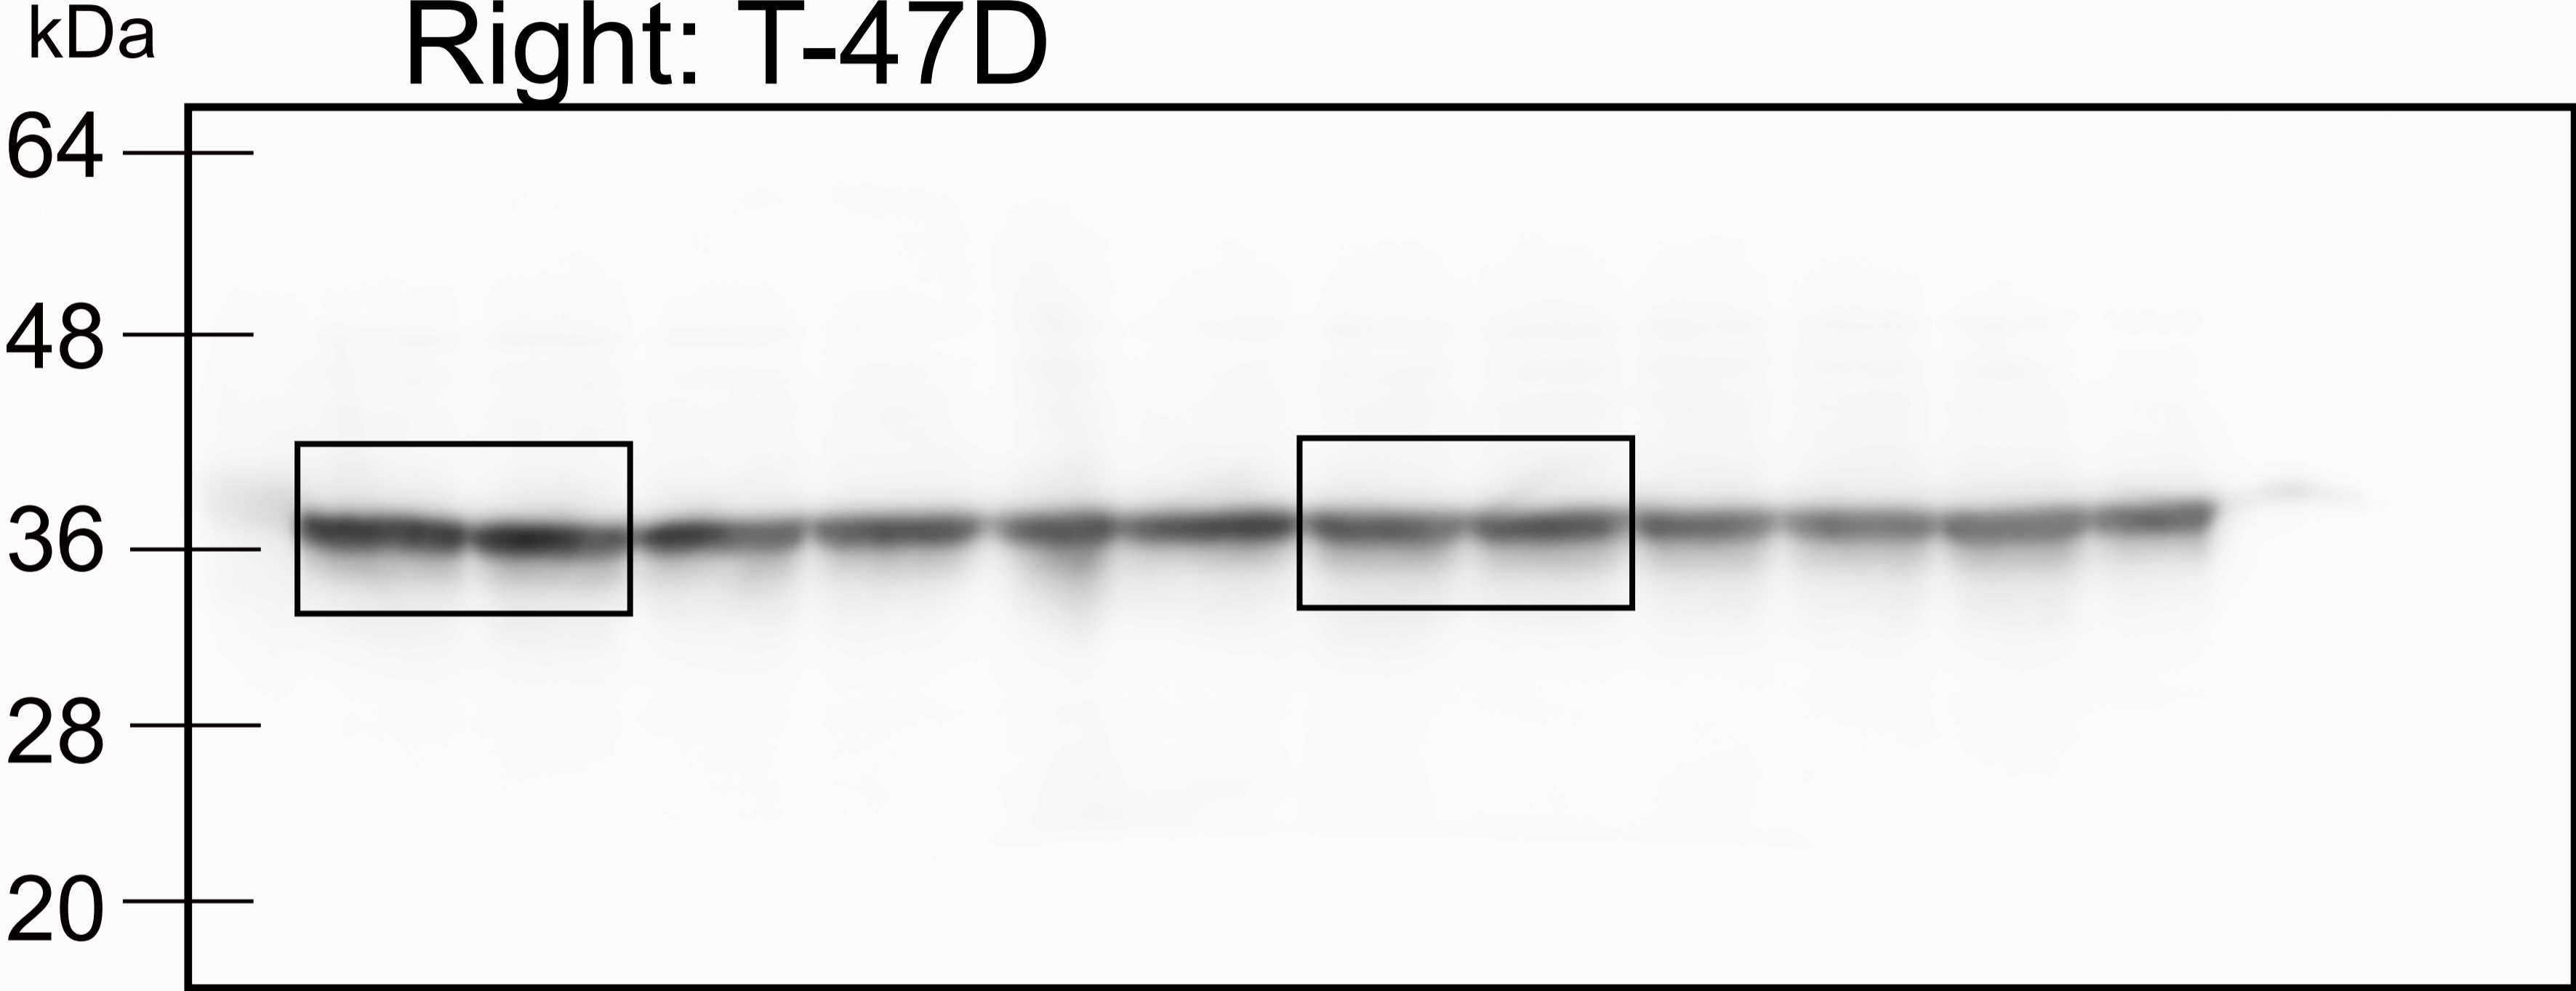

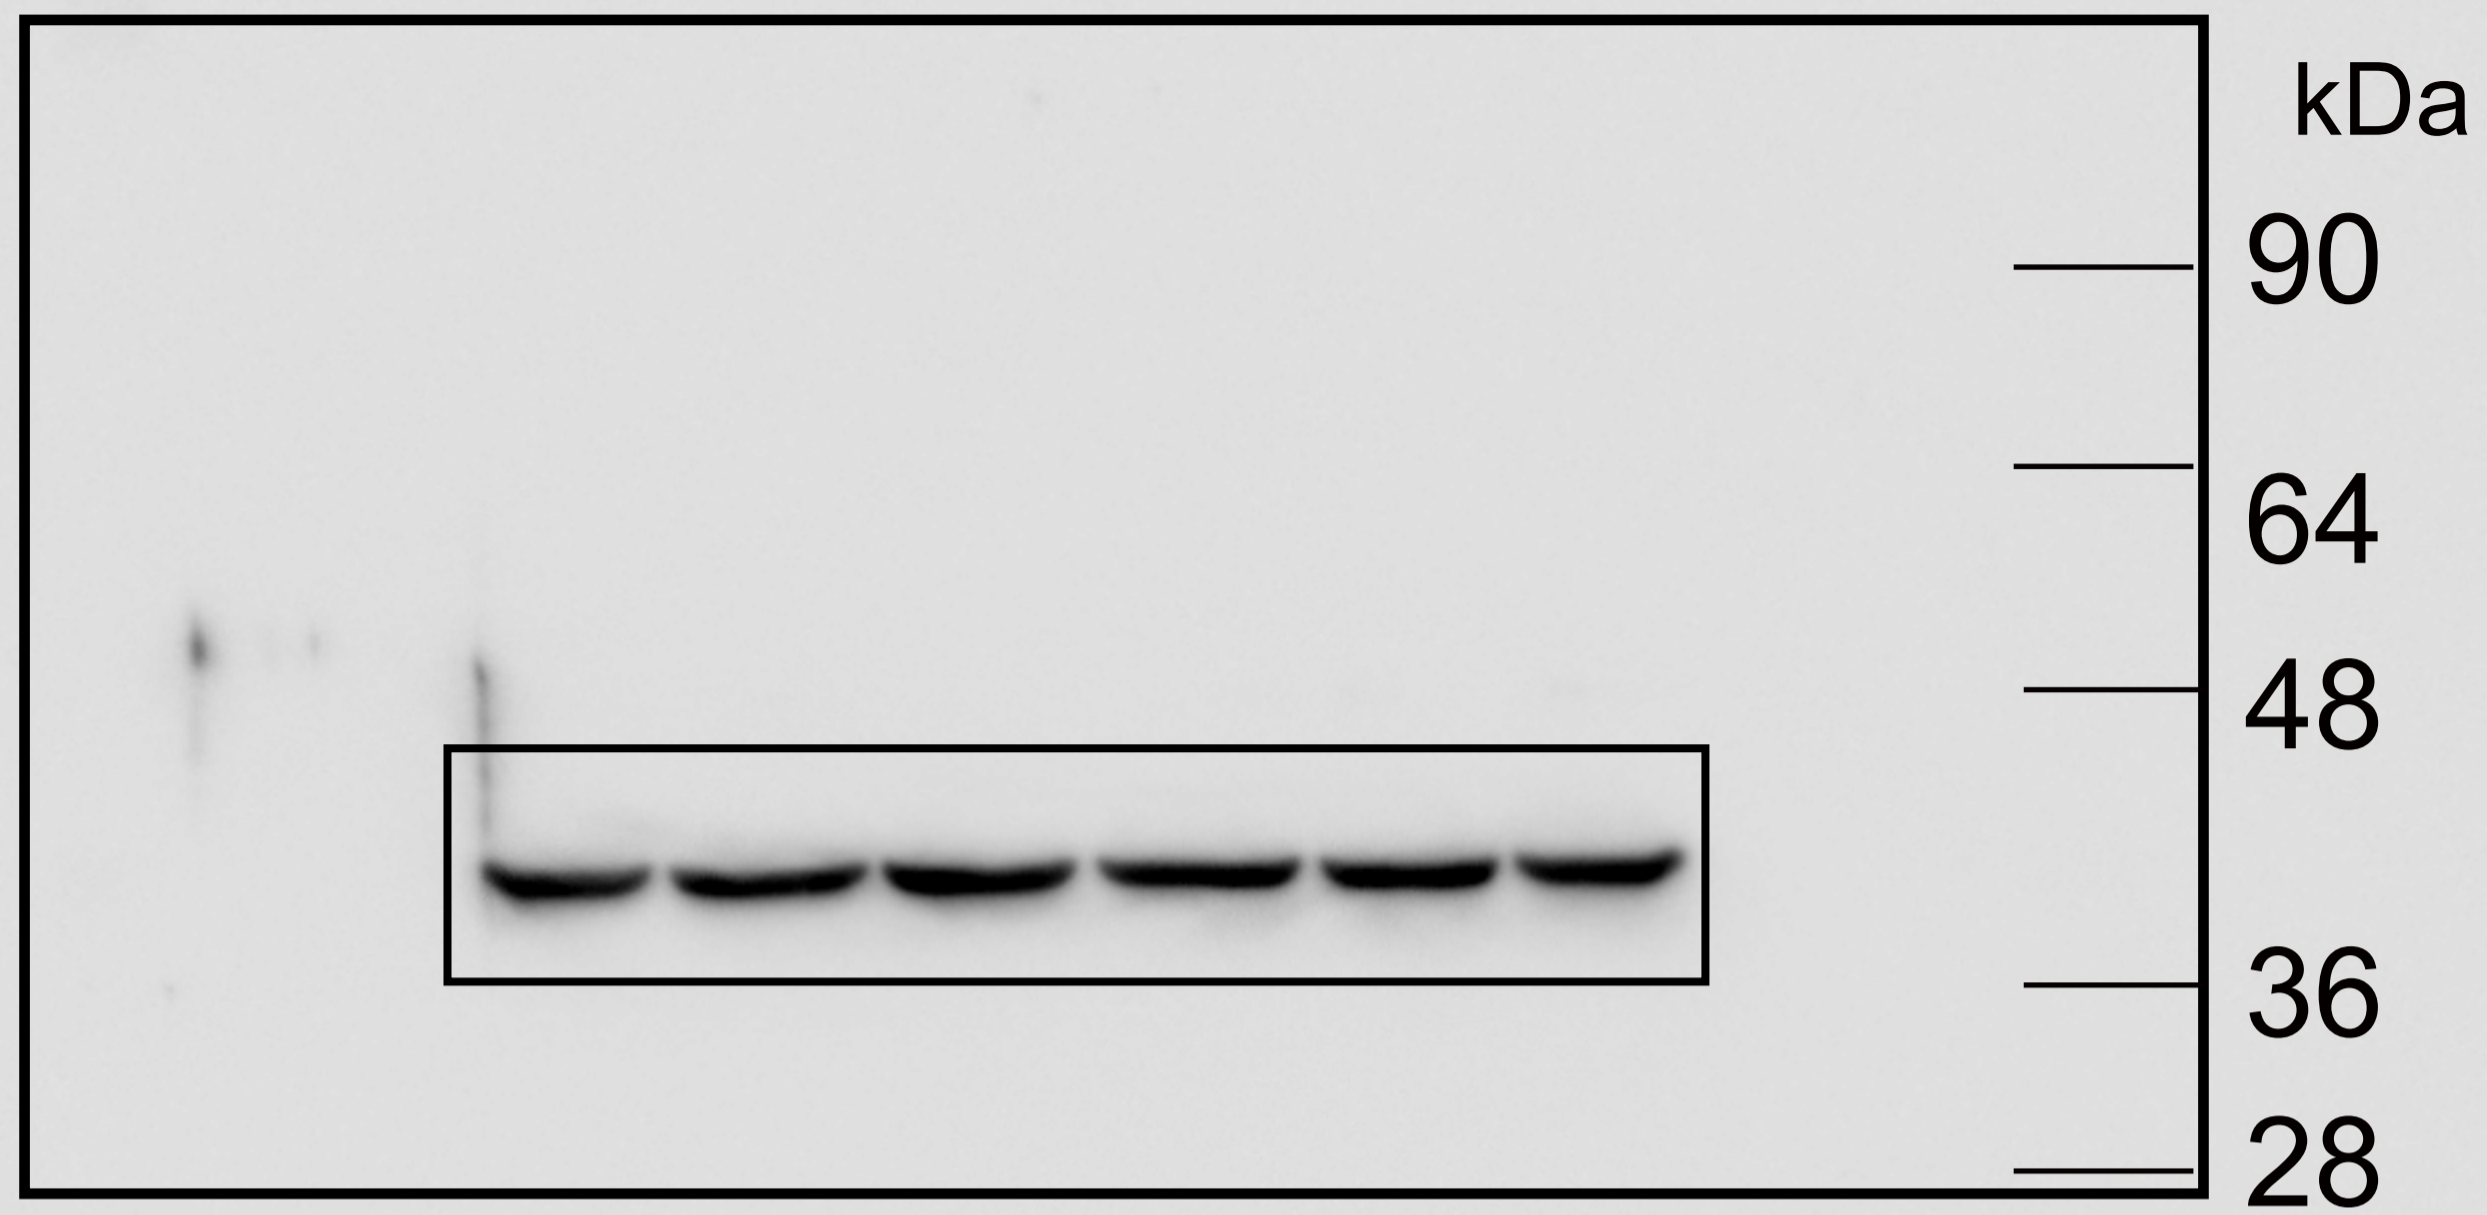

Figure 3C ( $\beta$ -actin)

Figure 3C (CTH)

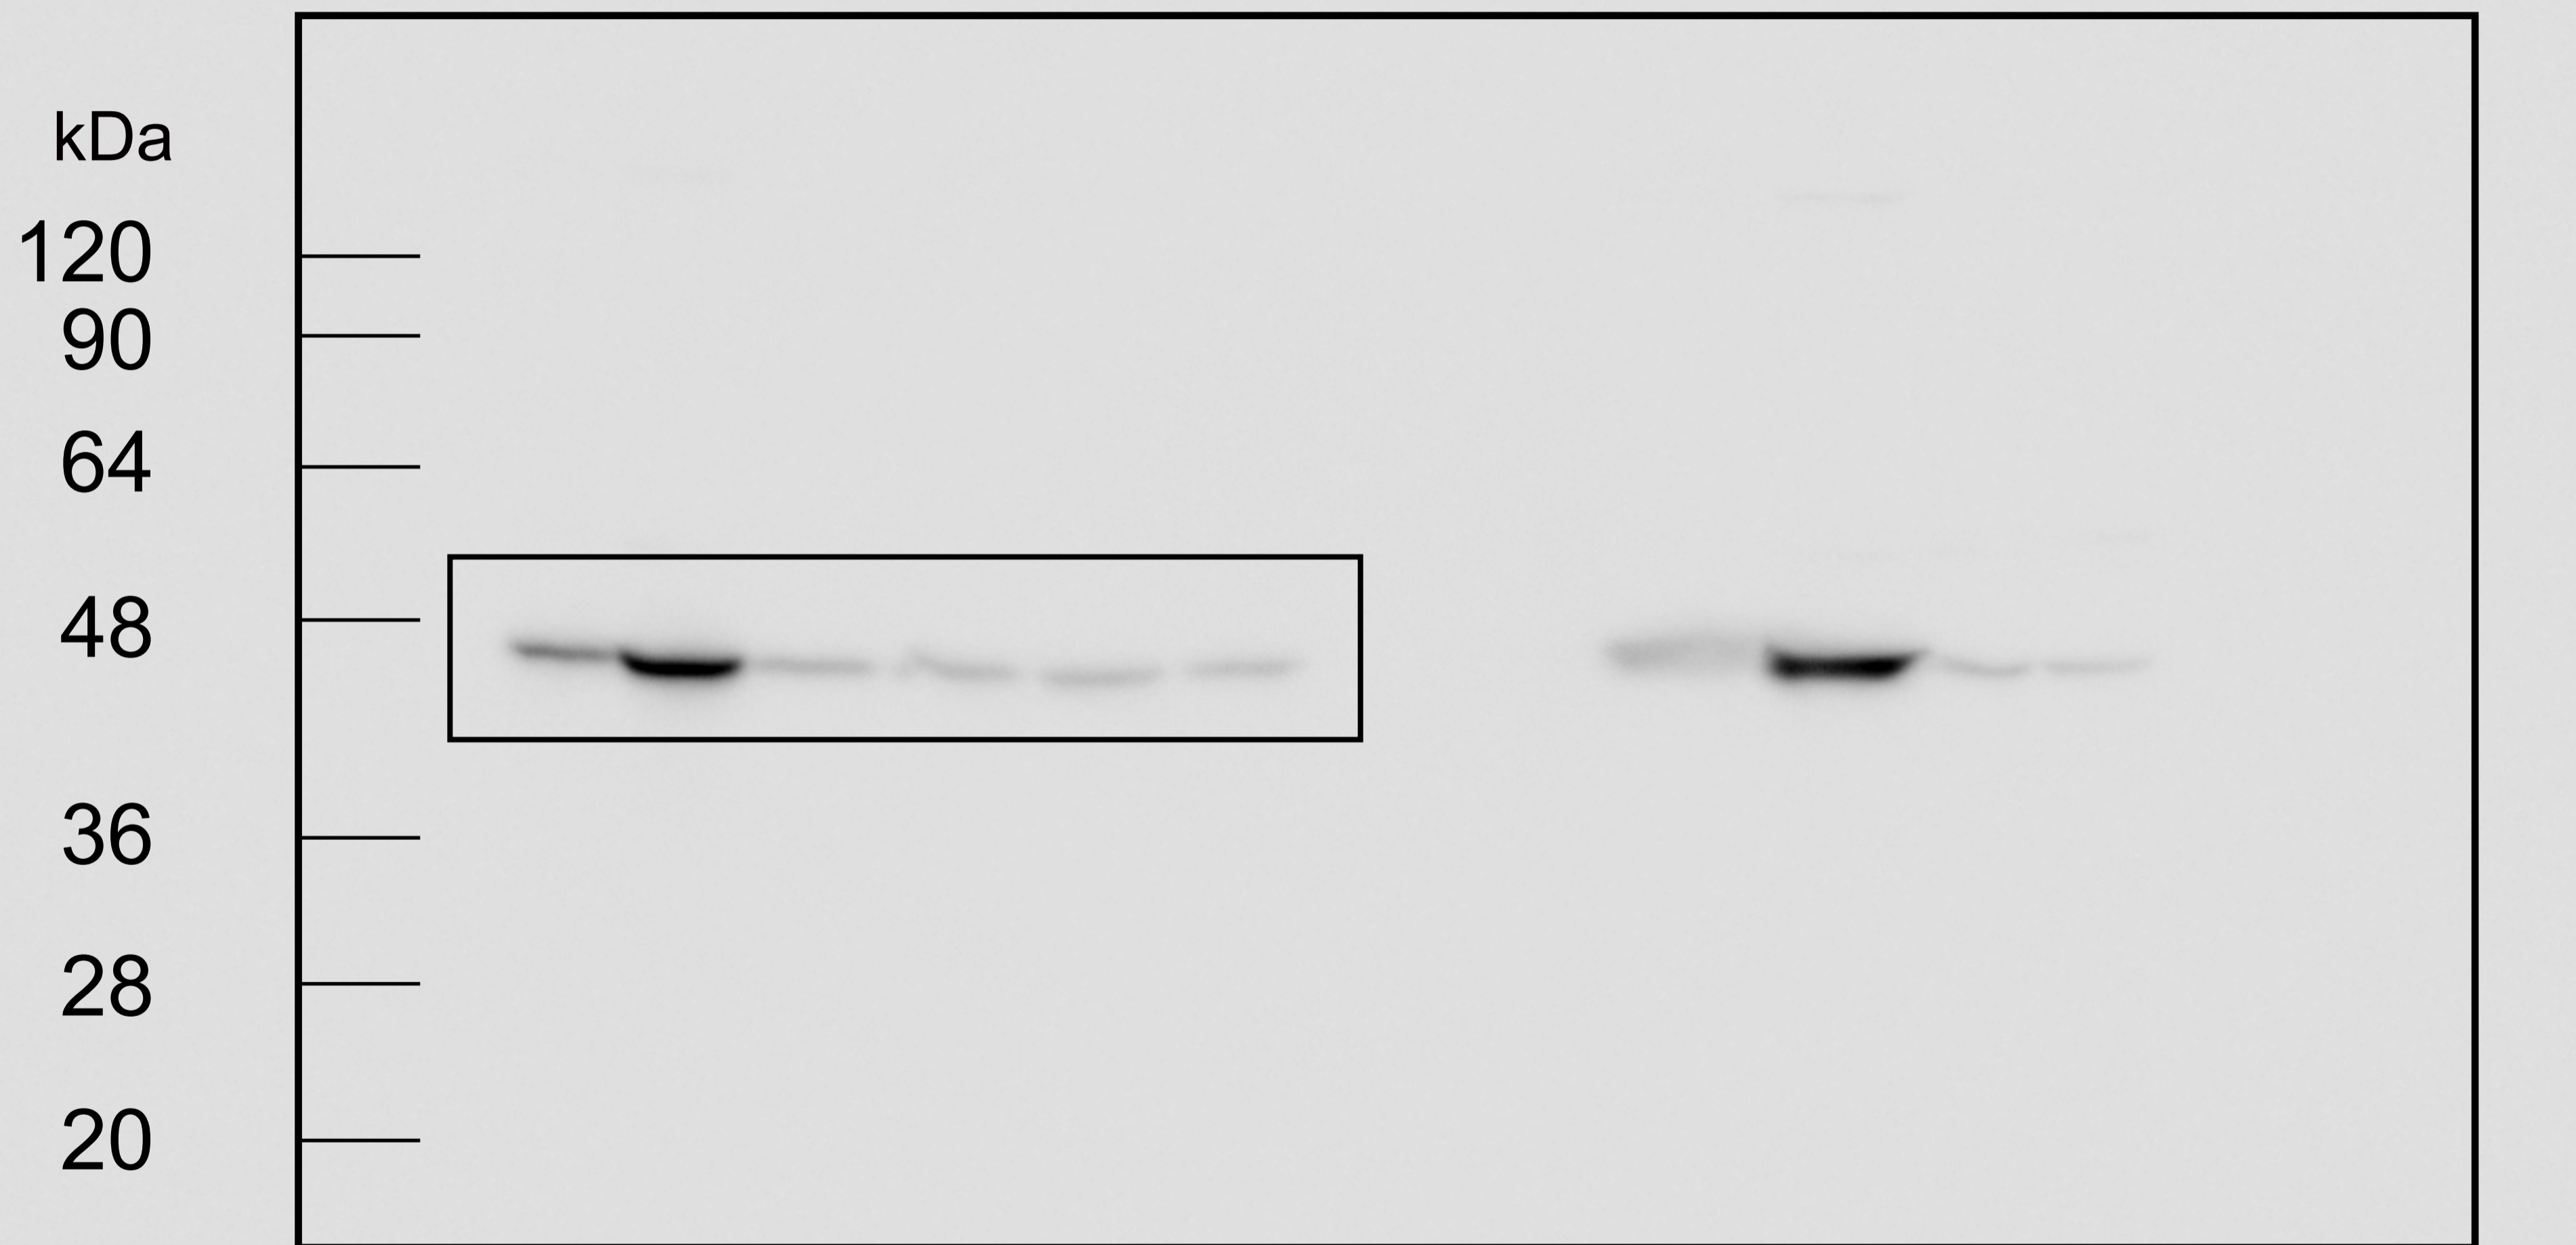

Figure 3C (ATF4)

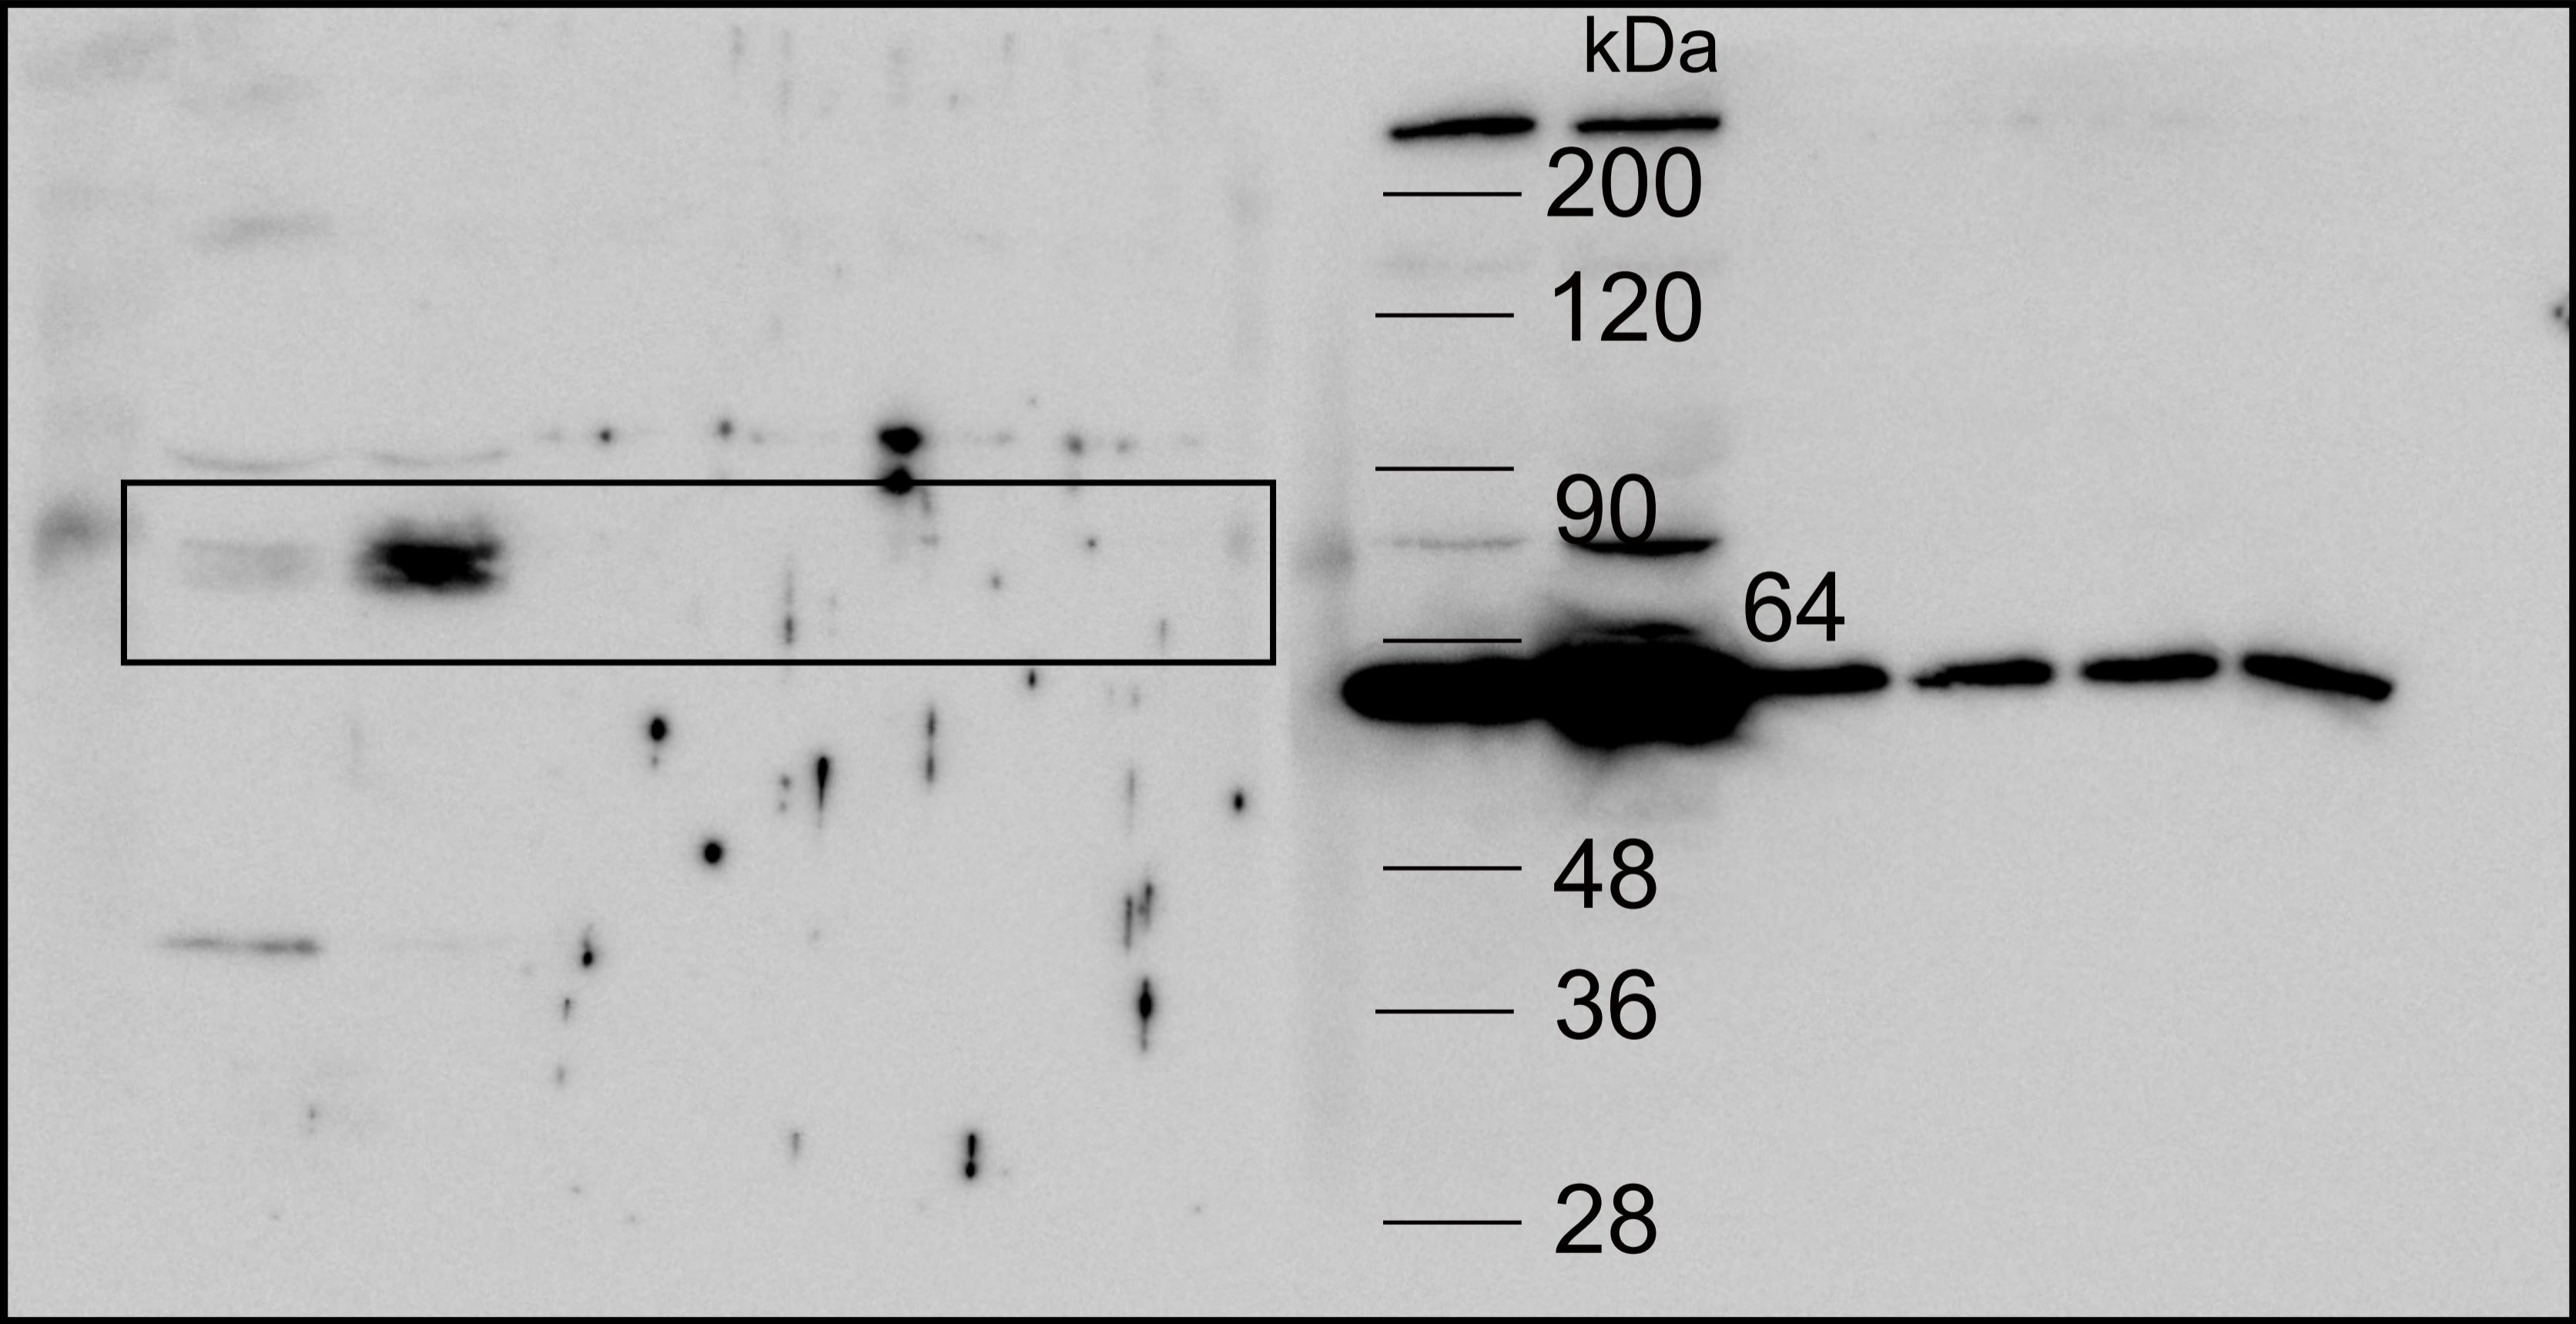

Figure 3D ( $\beta$ -actin)

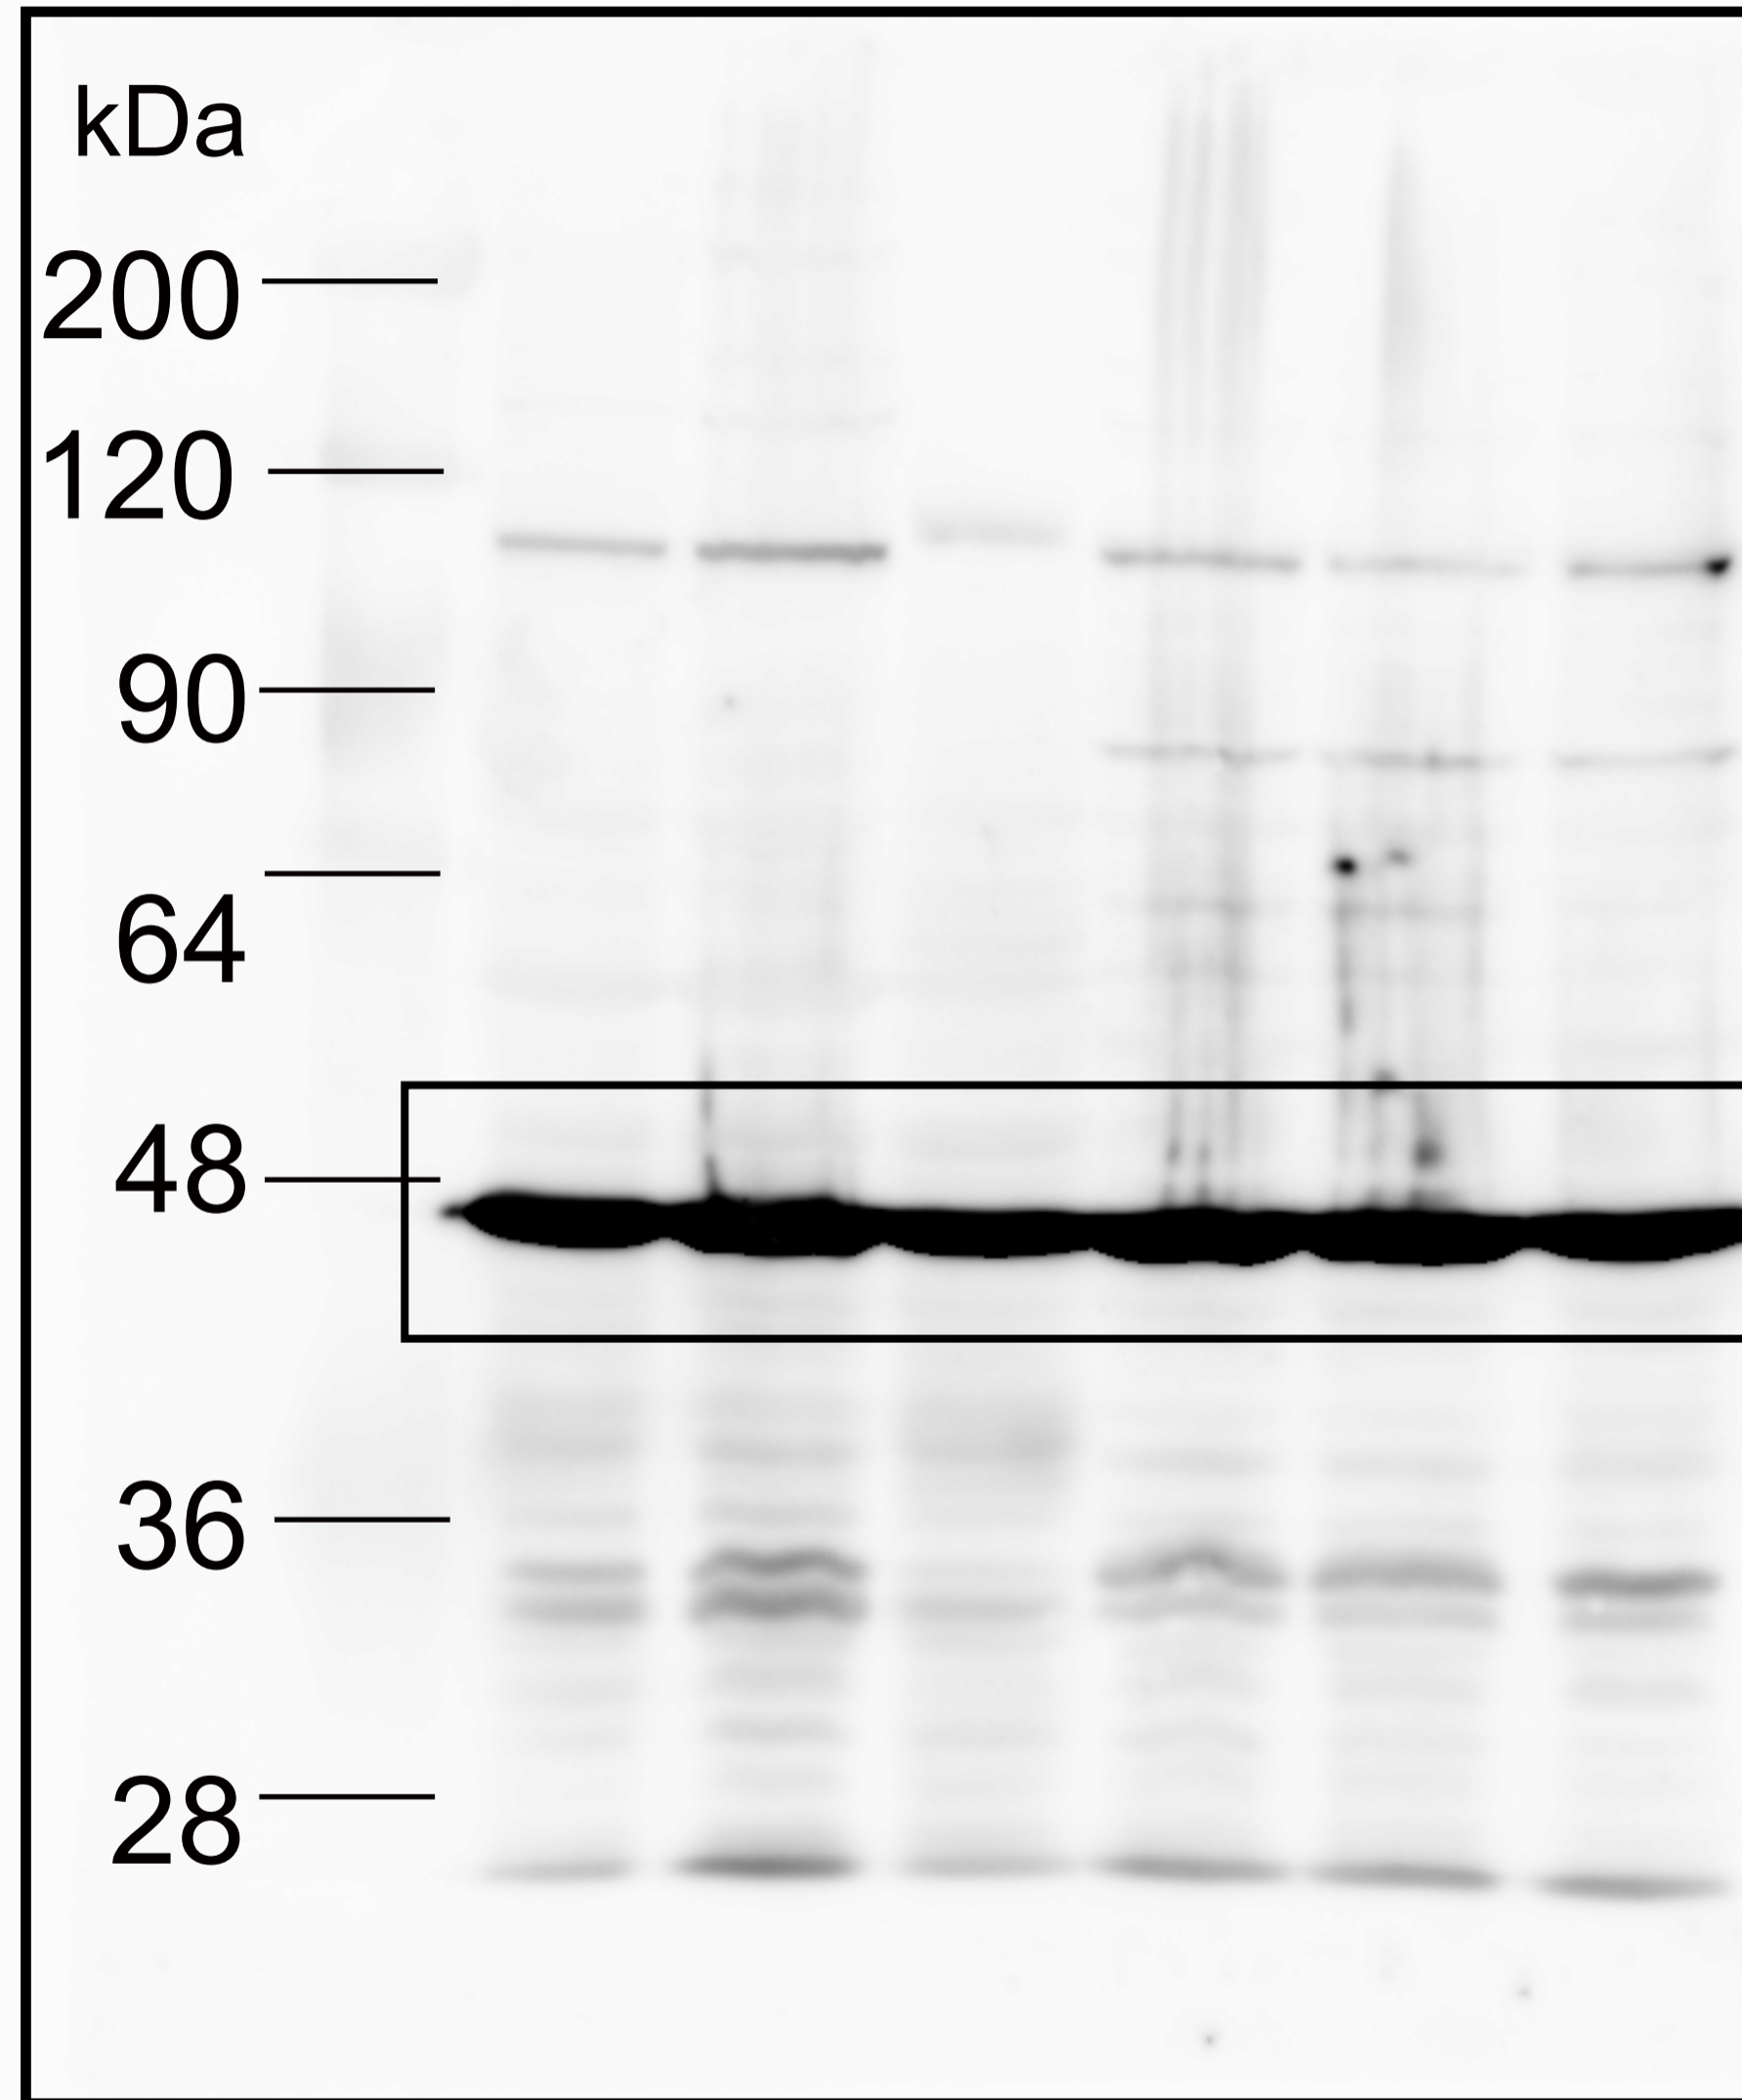

# Figure 3D (CTH)

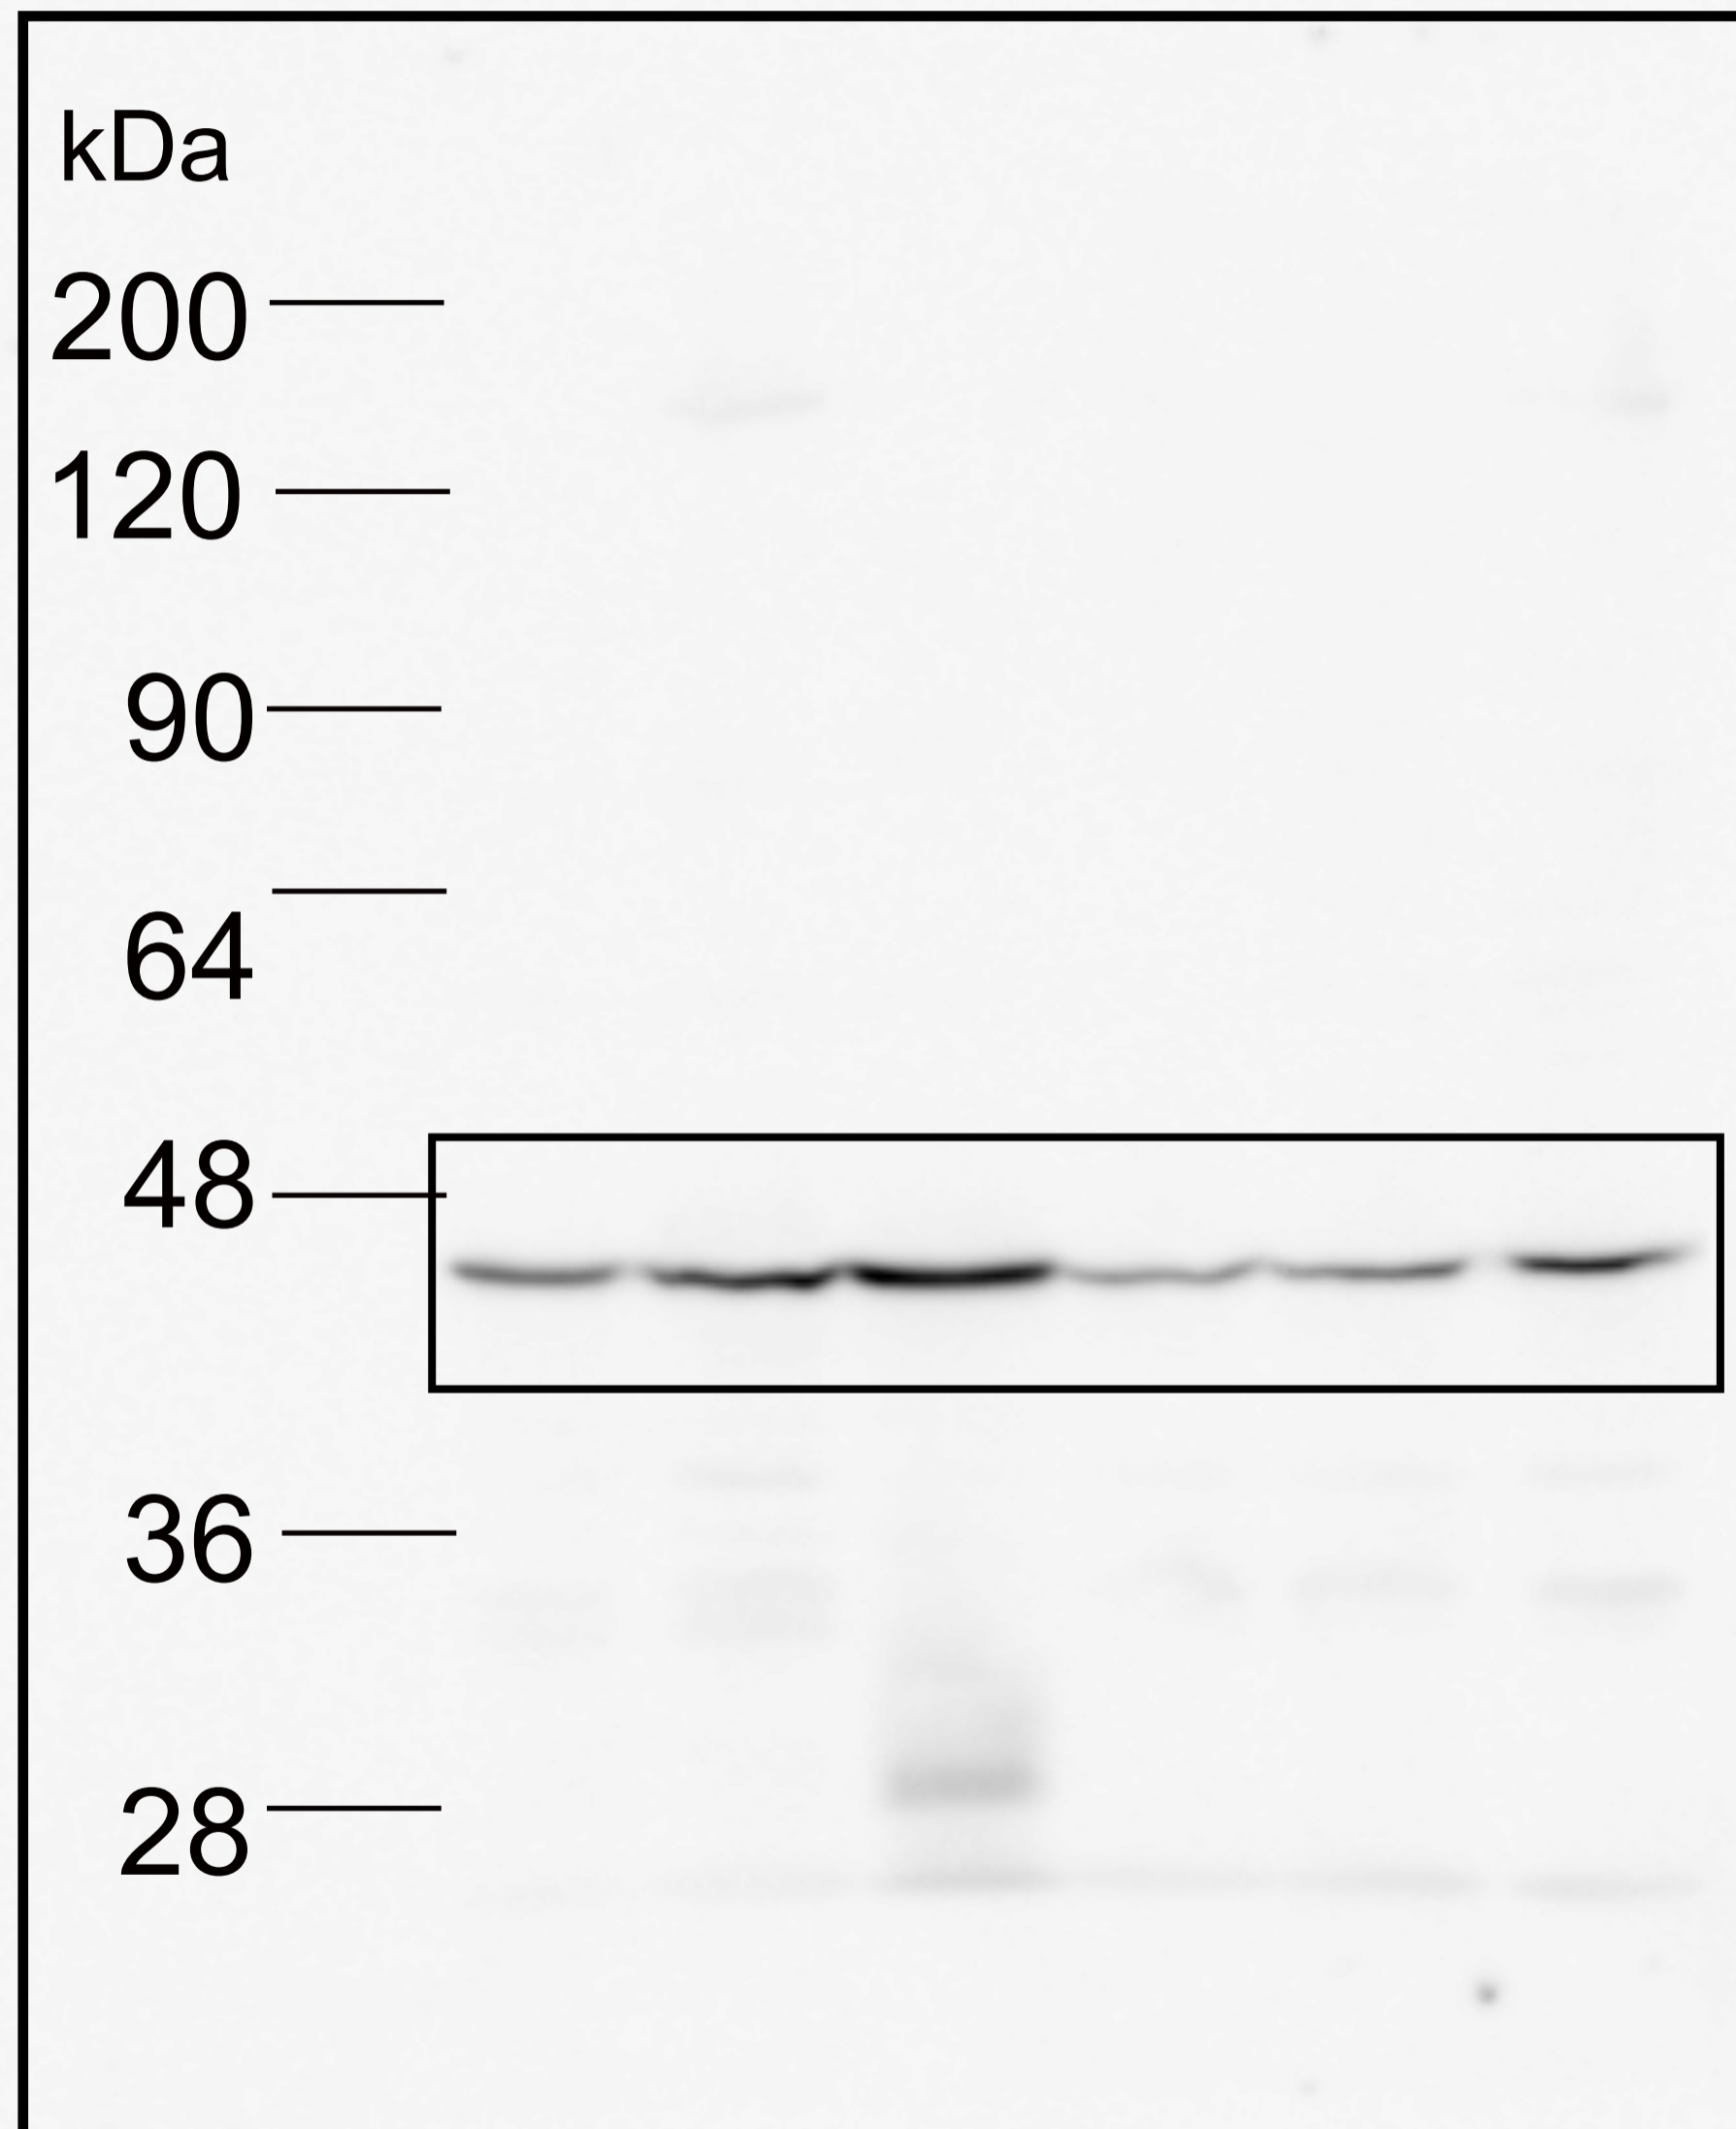

Figure 3E (CTH)

short exposure

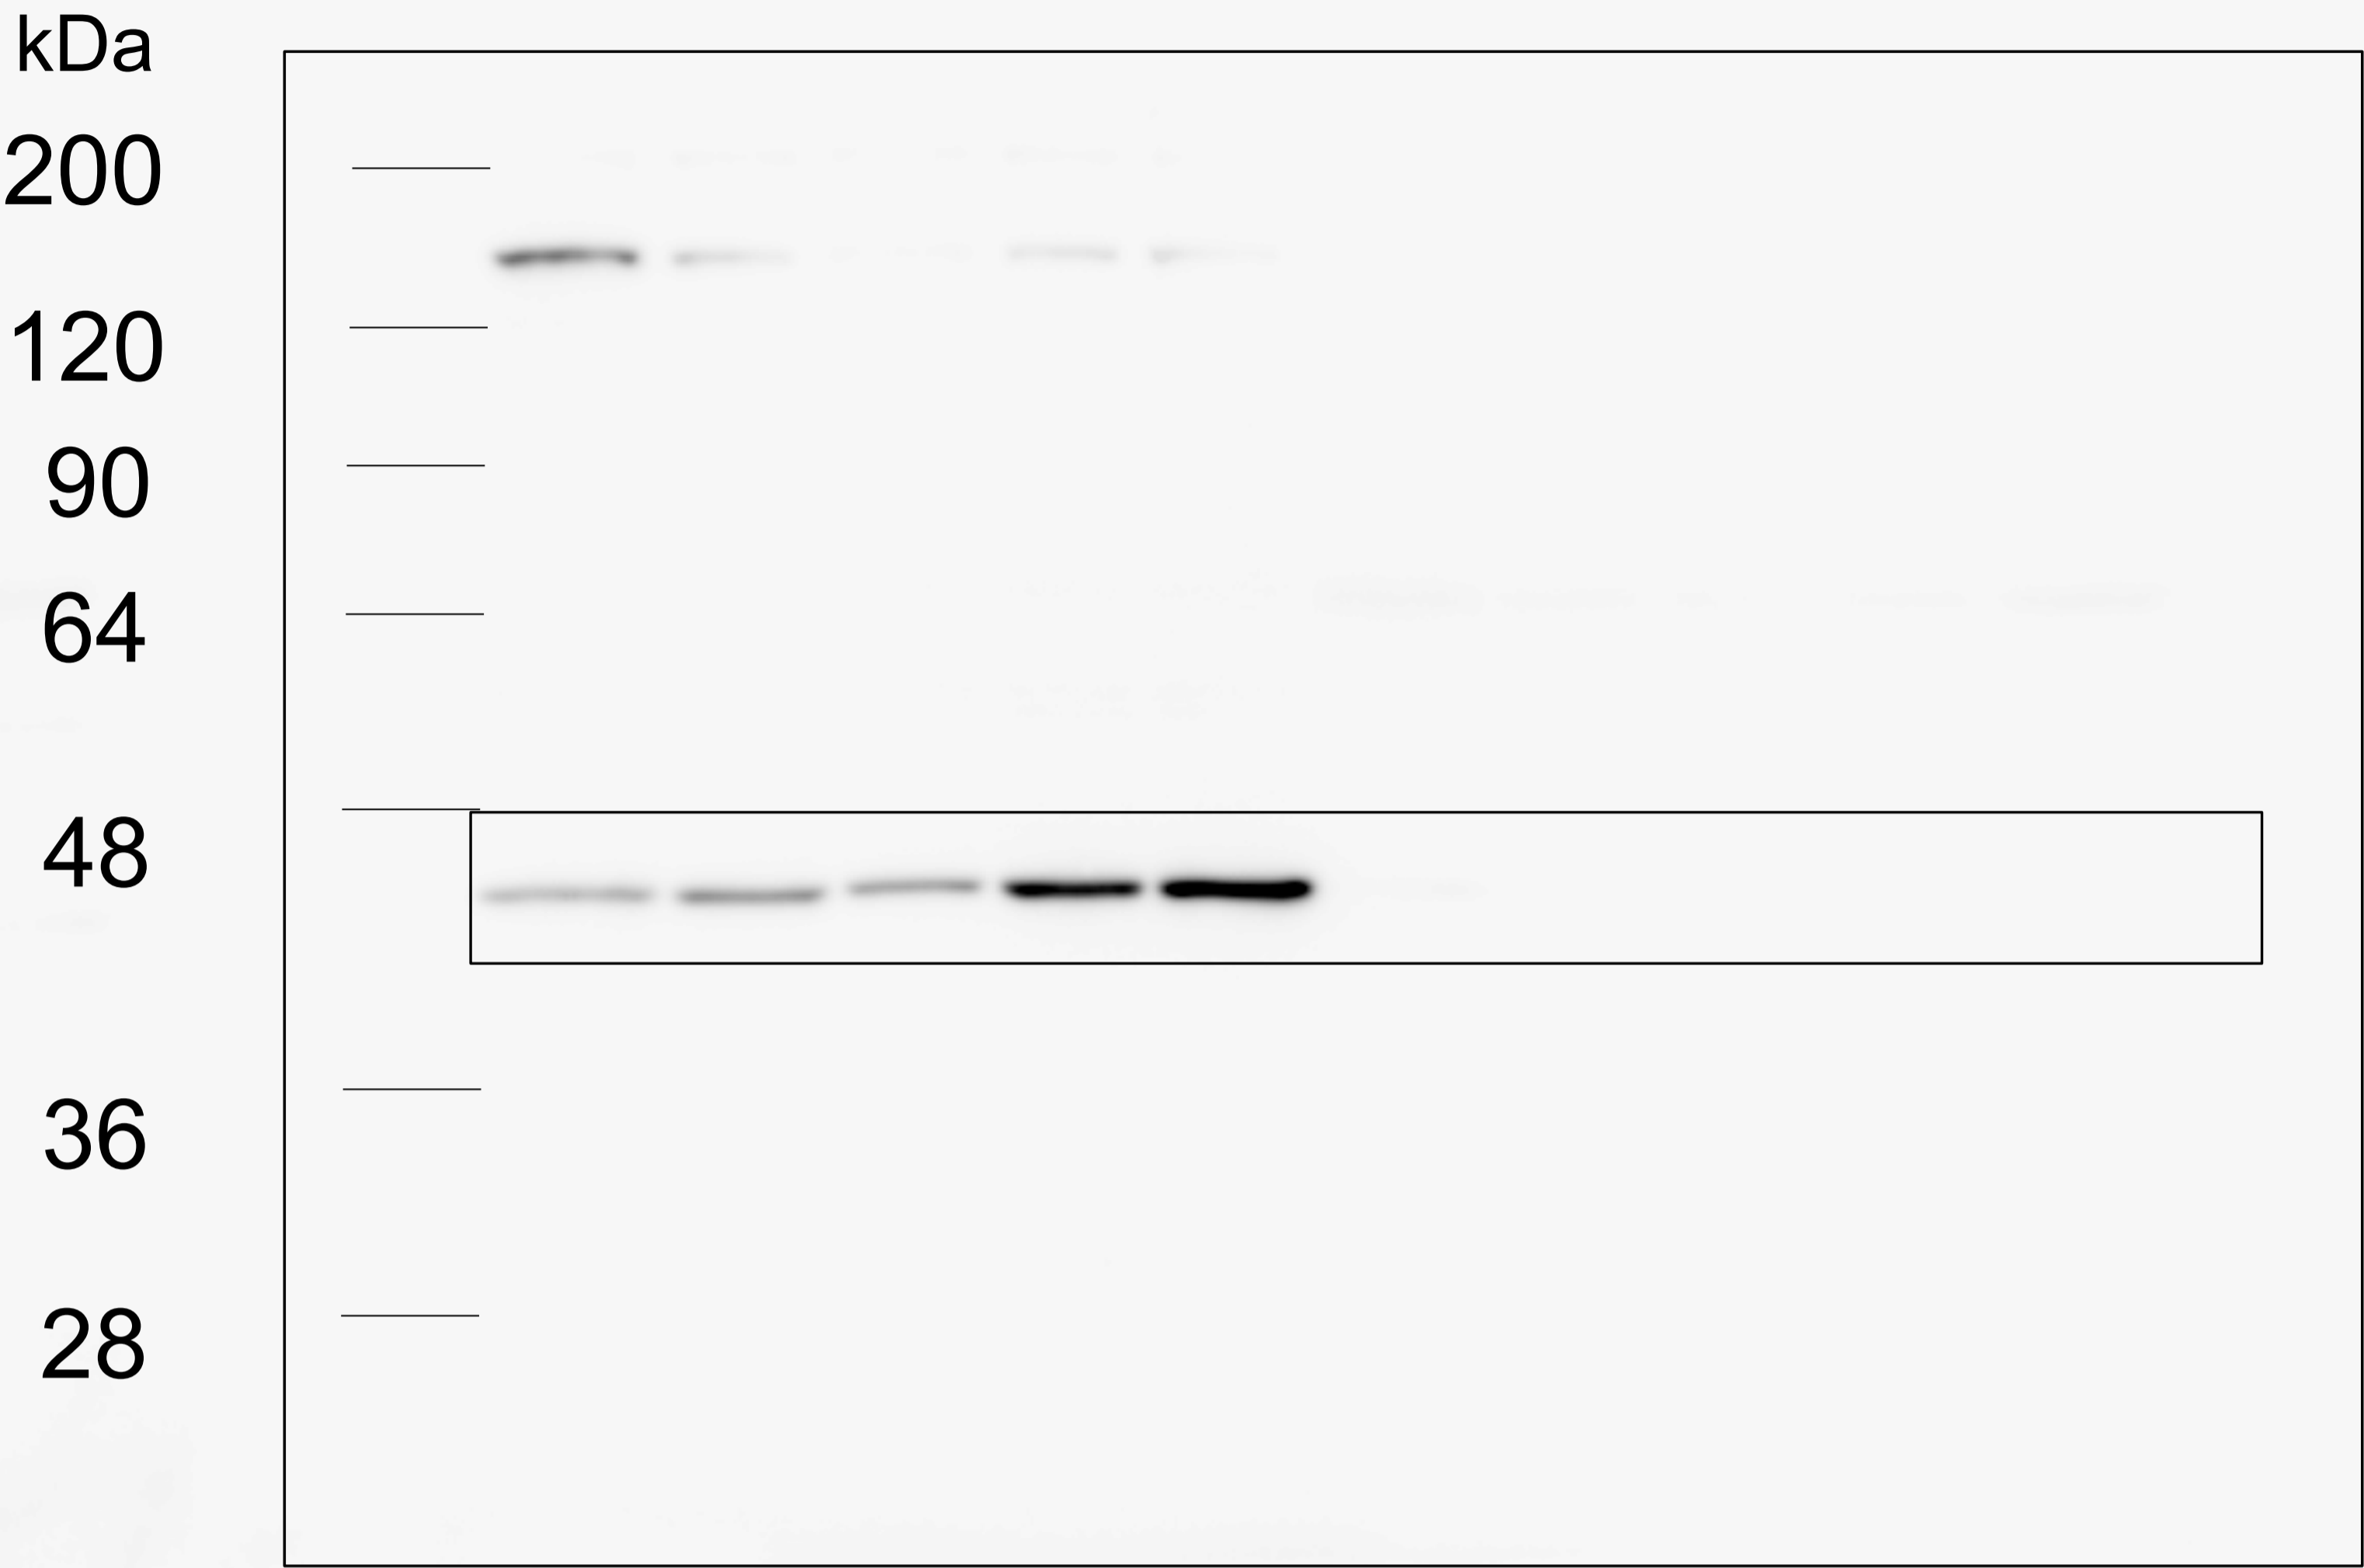

long exposure

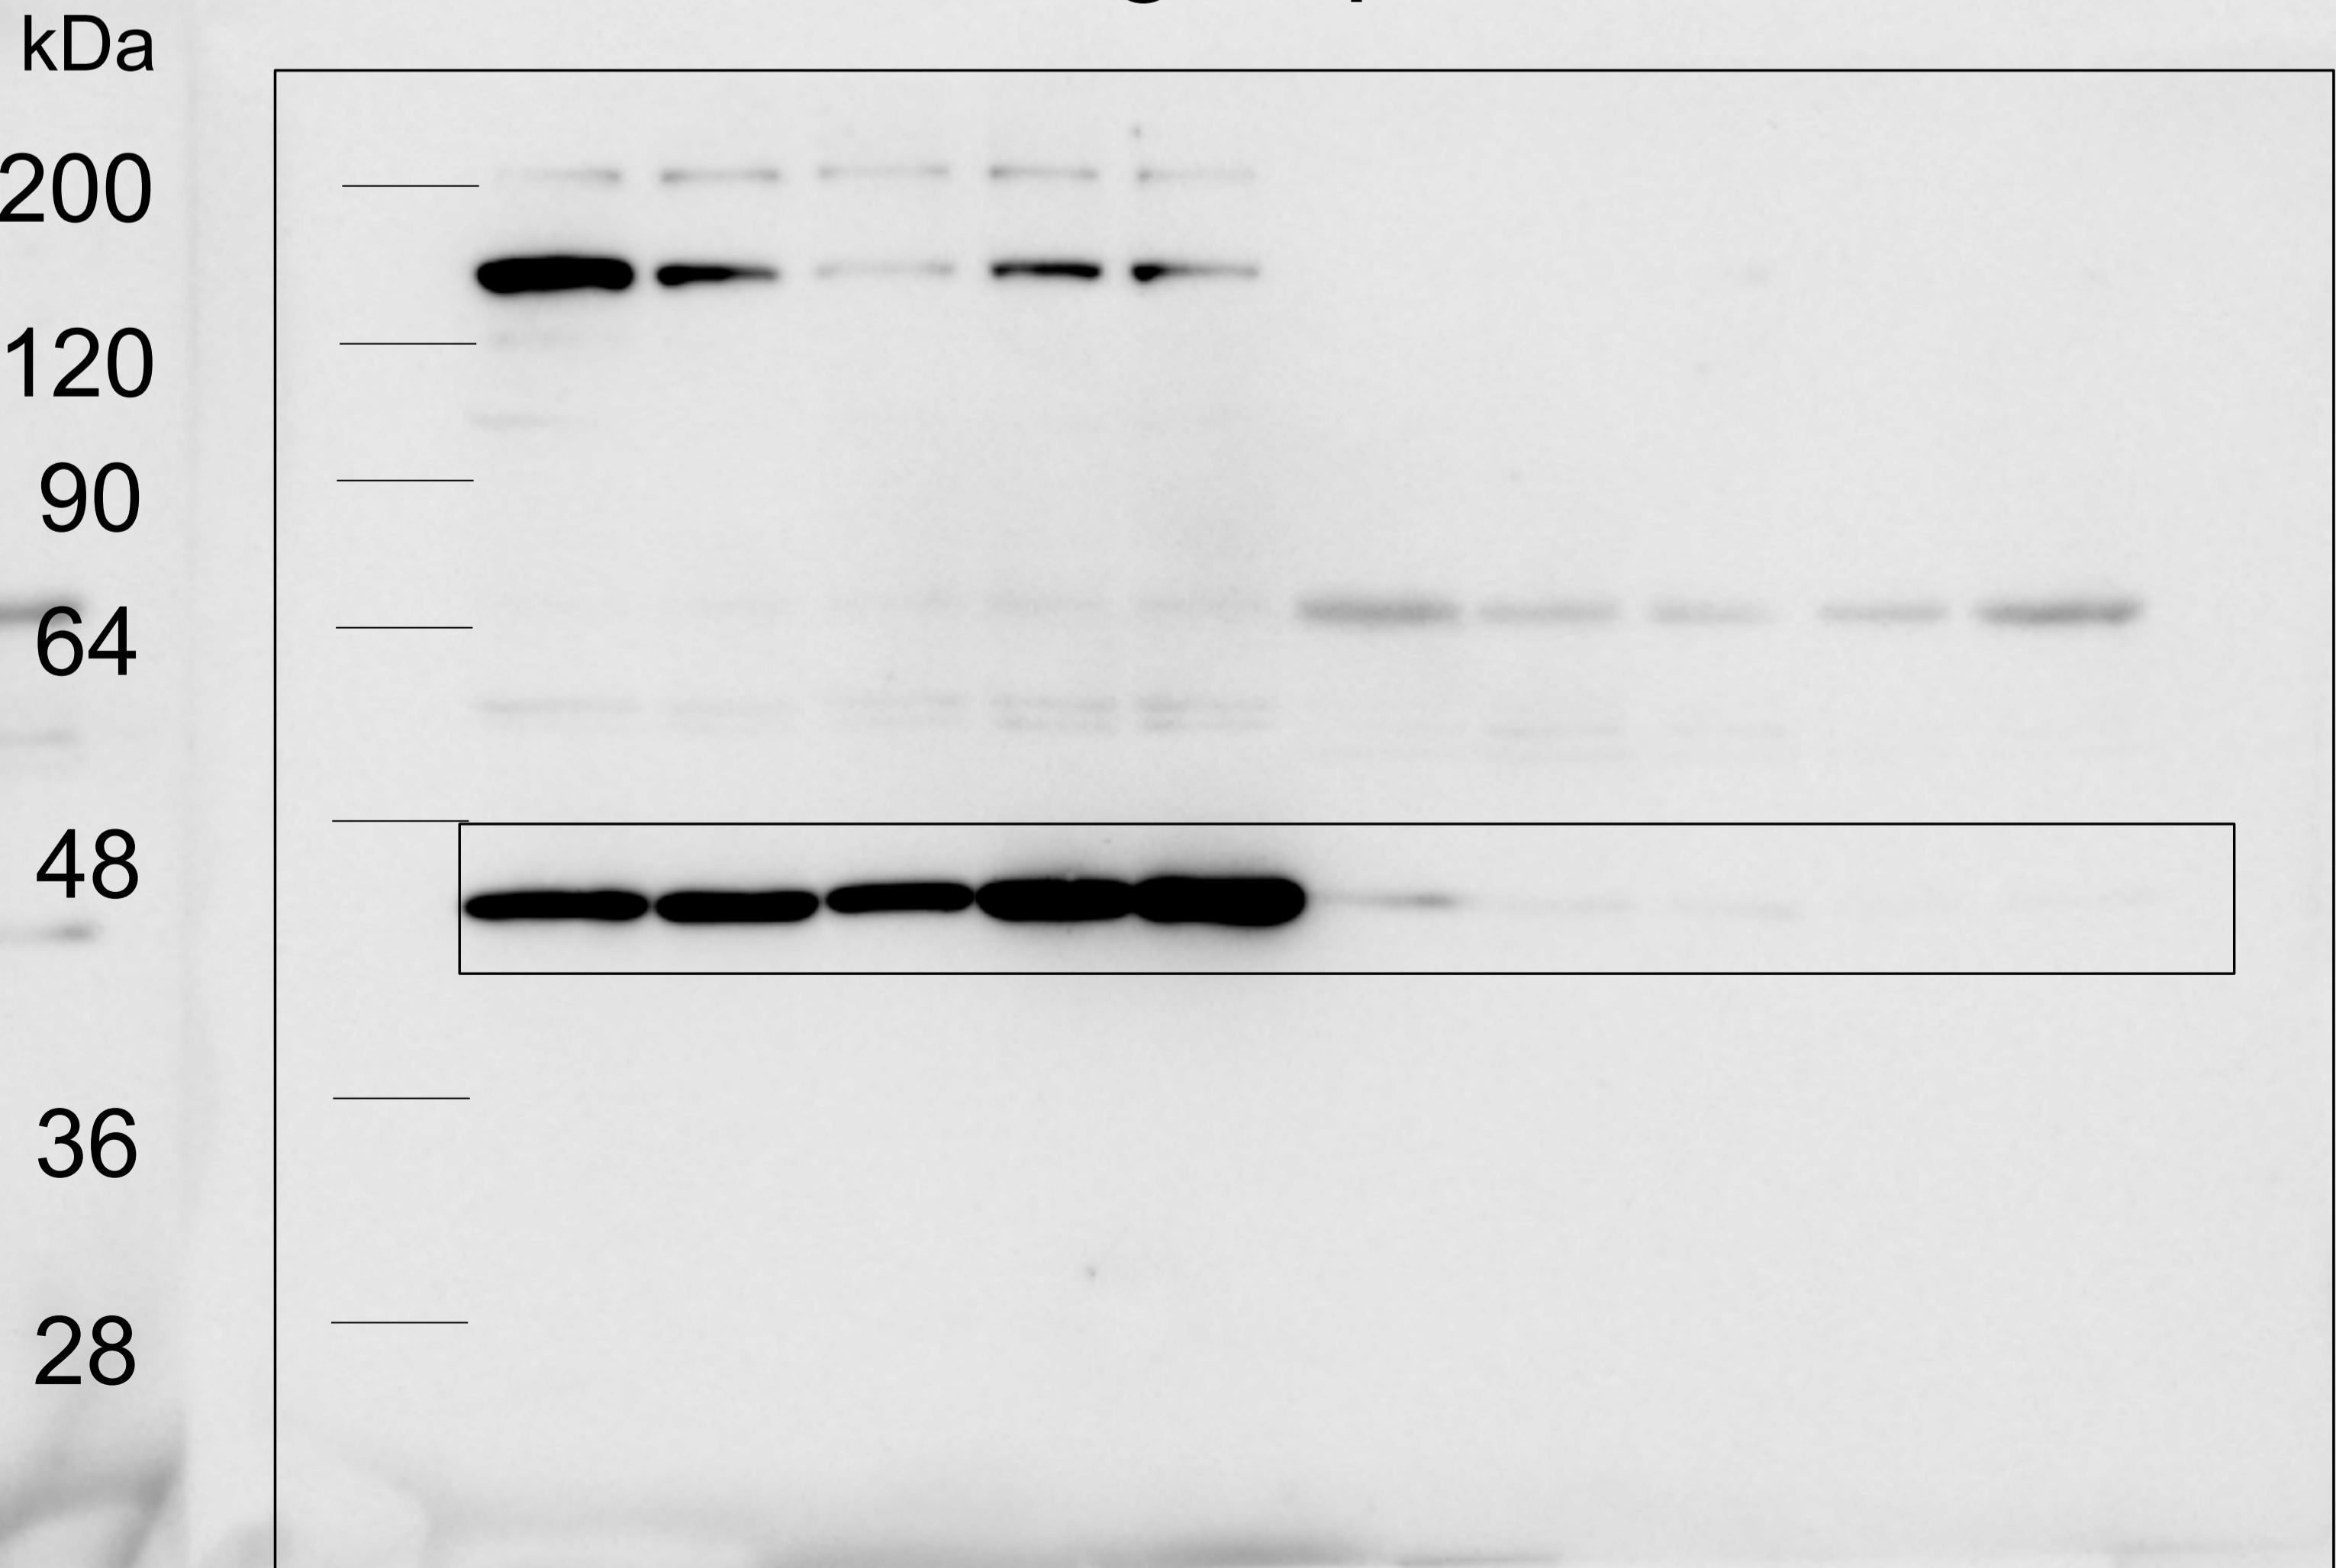

Figure 3E ( $\beta$ -actin)

short exposure

kDa

200

120

90

64

48

36

28

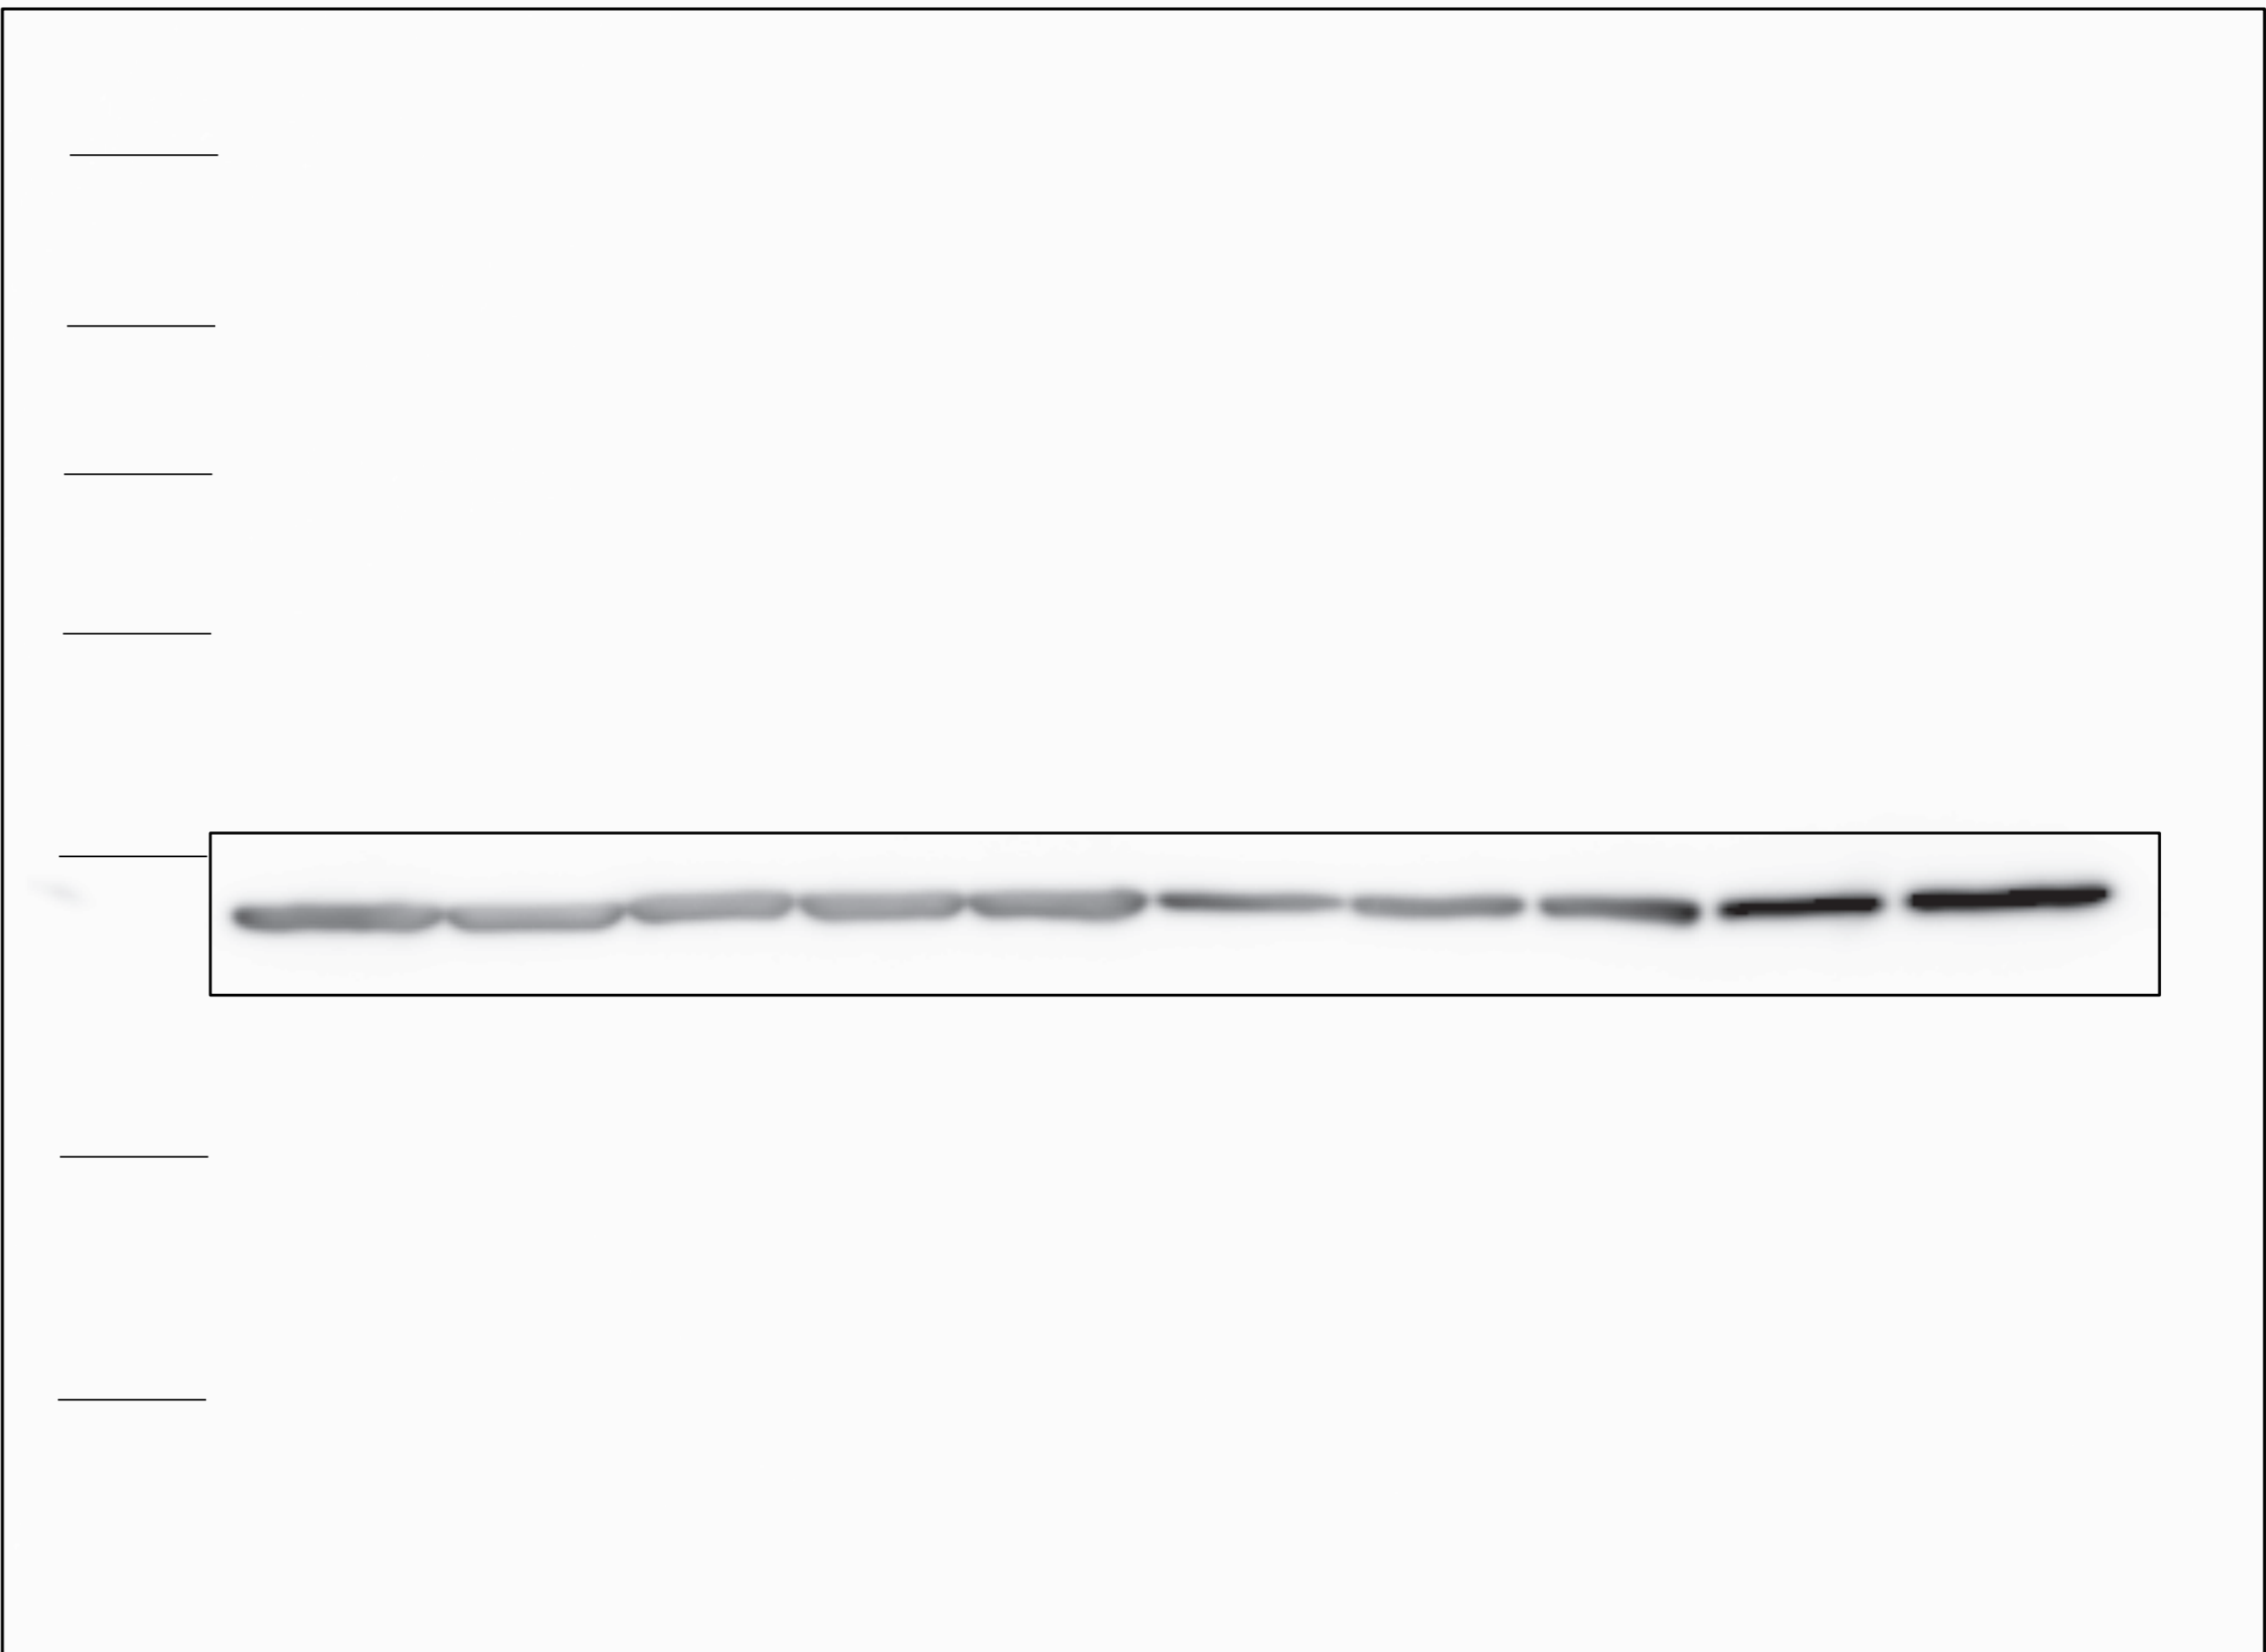

long exposure

kDa

200

120

90

64

48

36

28

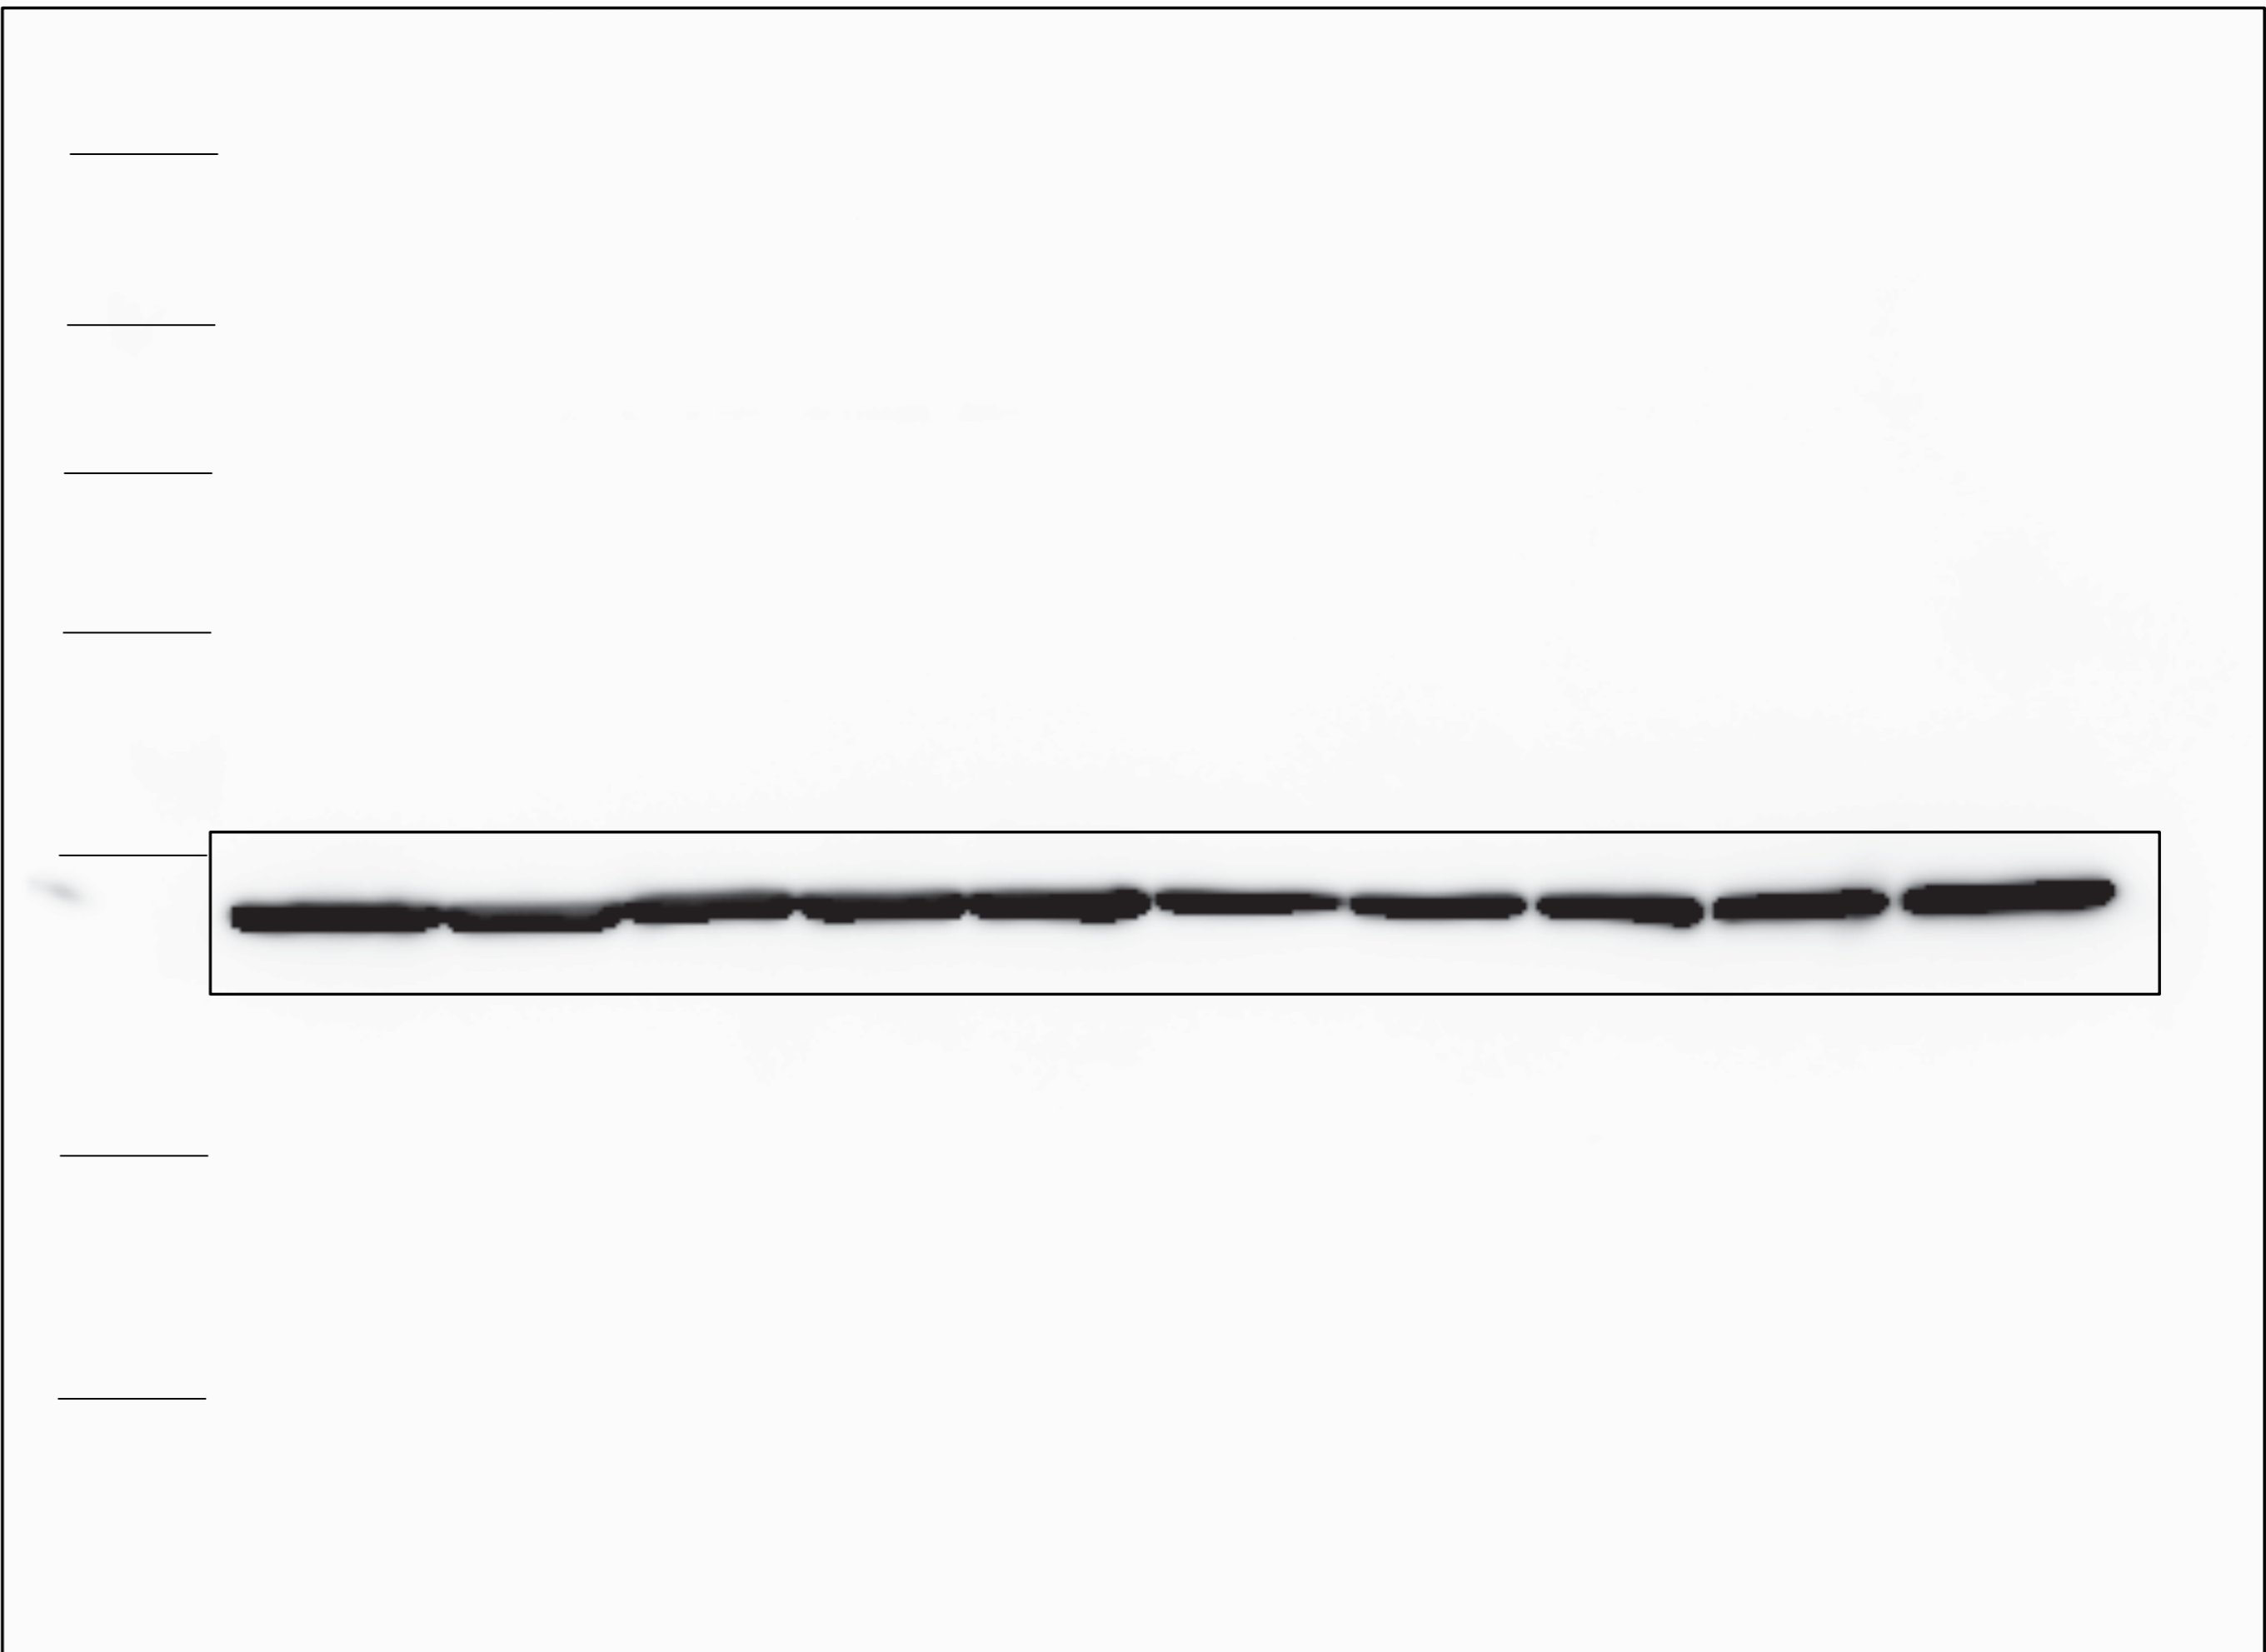

Figure 4A ( $\beta$ -actin)  
MDA-MB-231

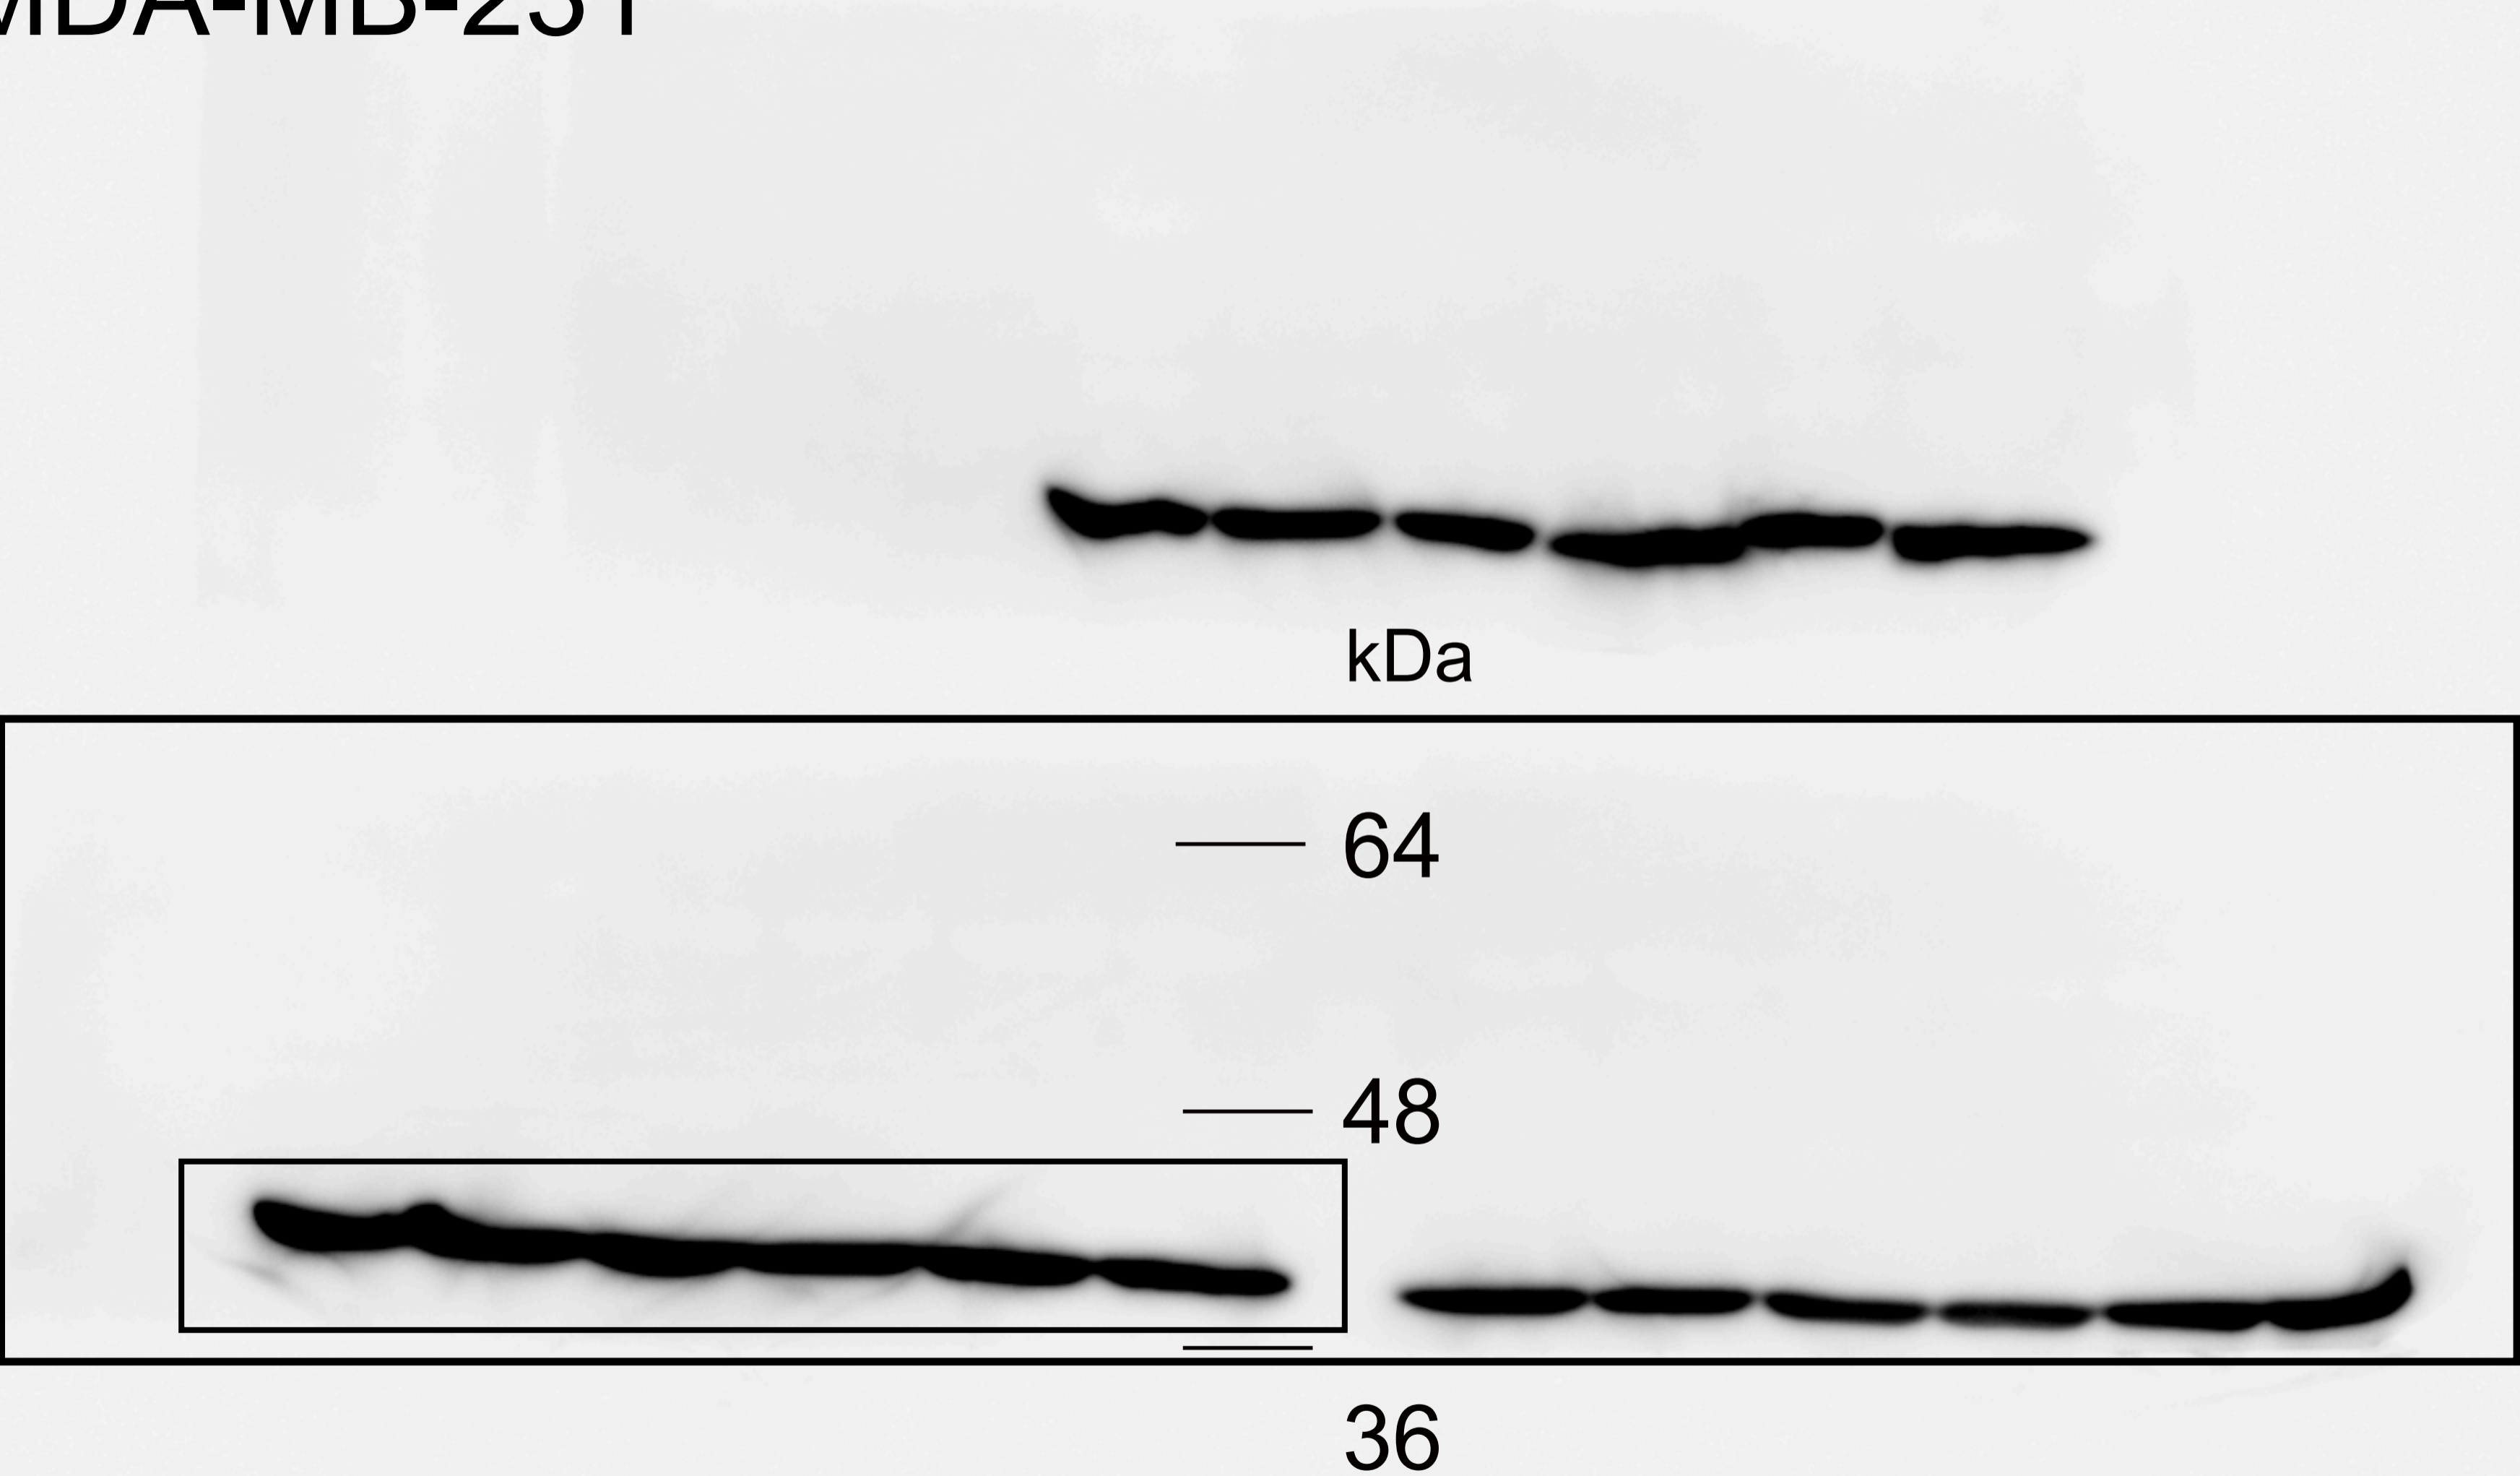

Figure 4A ( $\beta$ -actin)

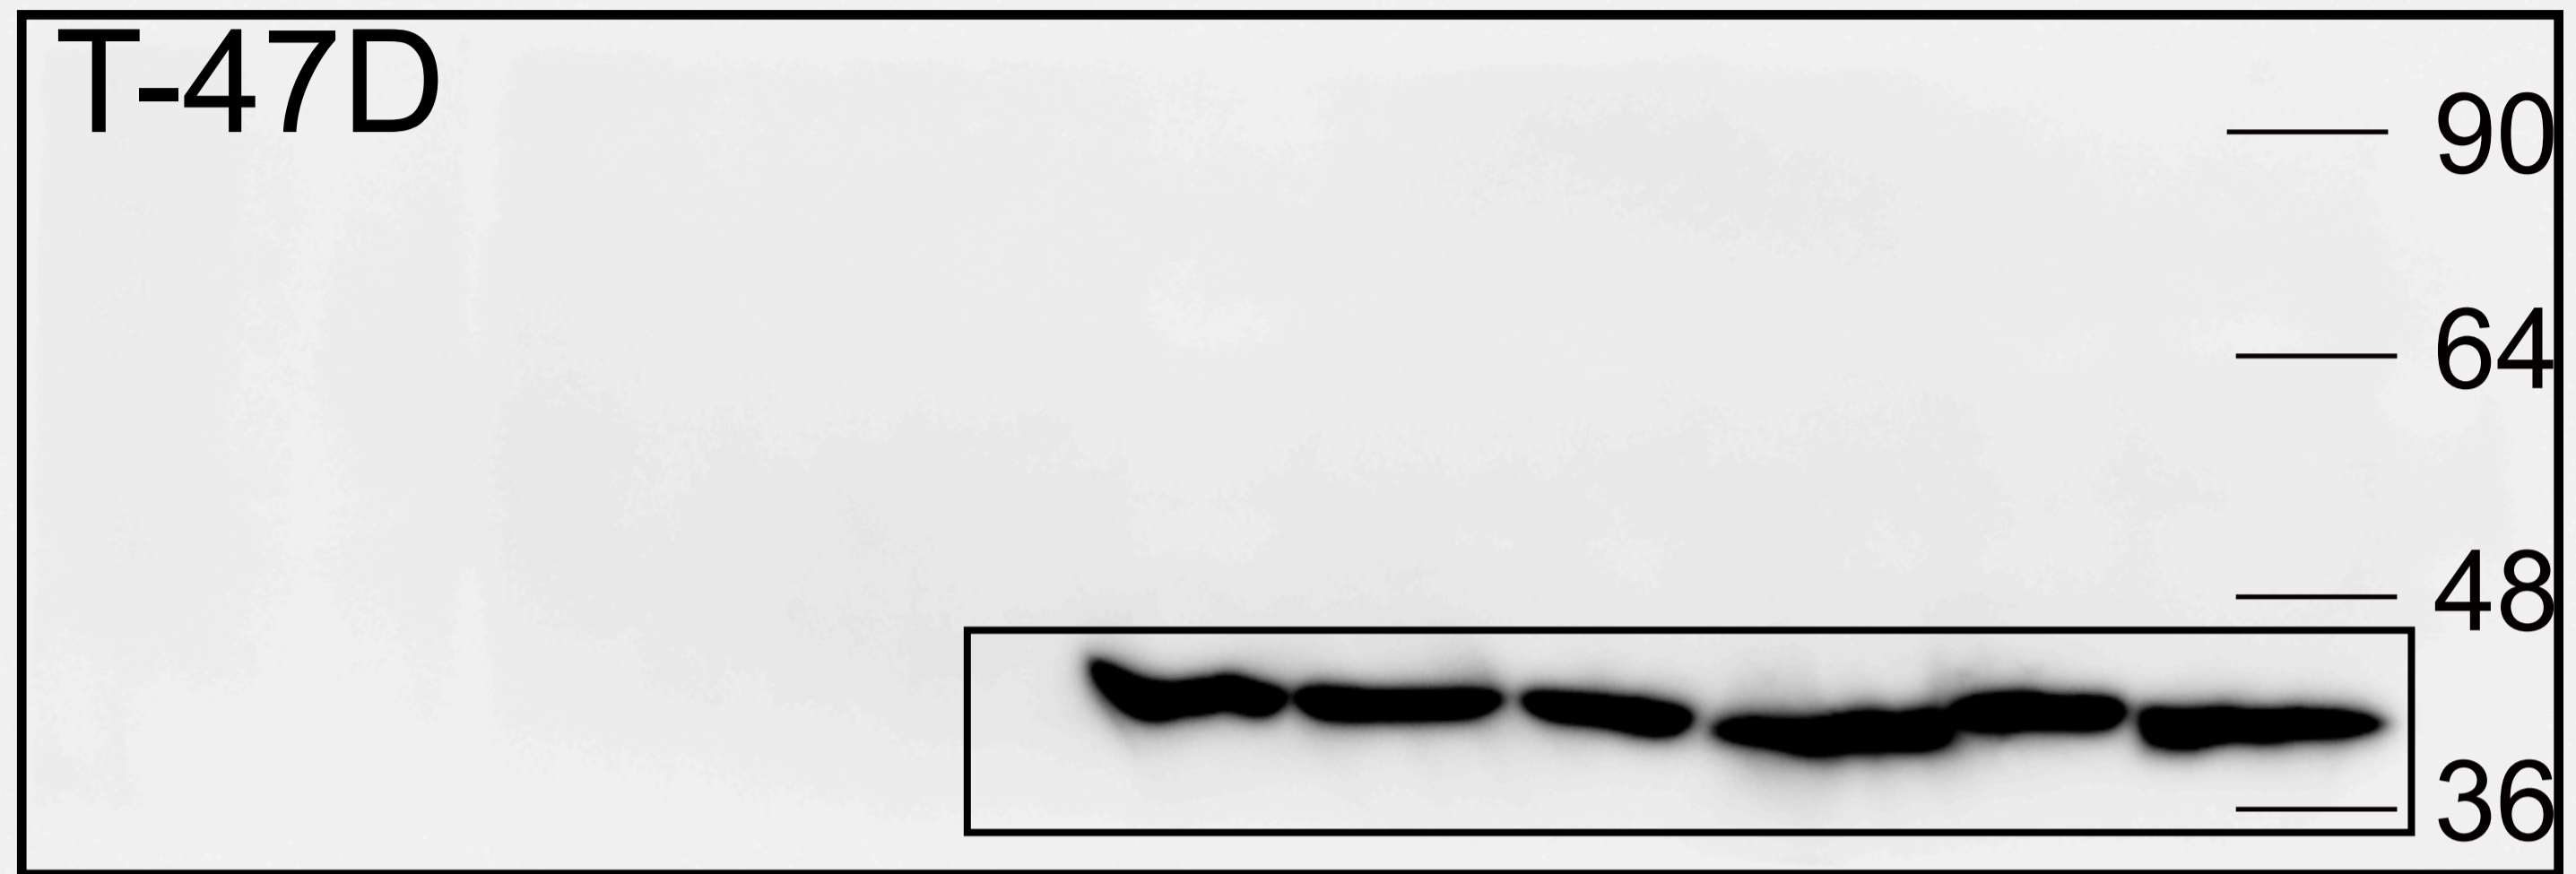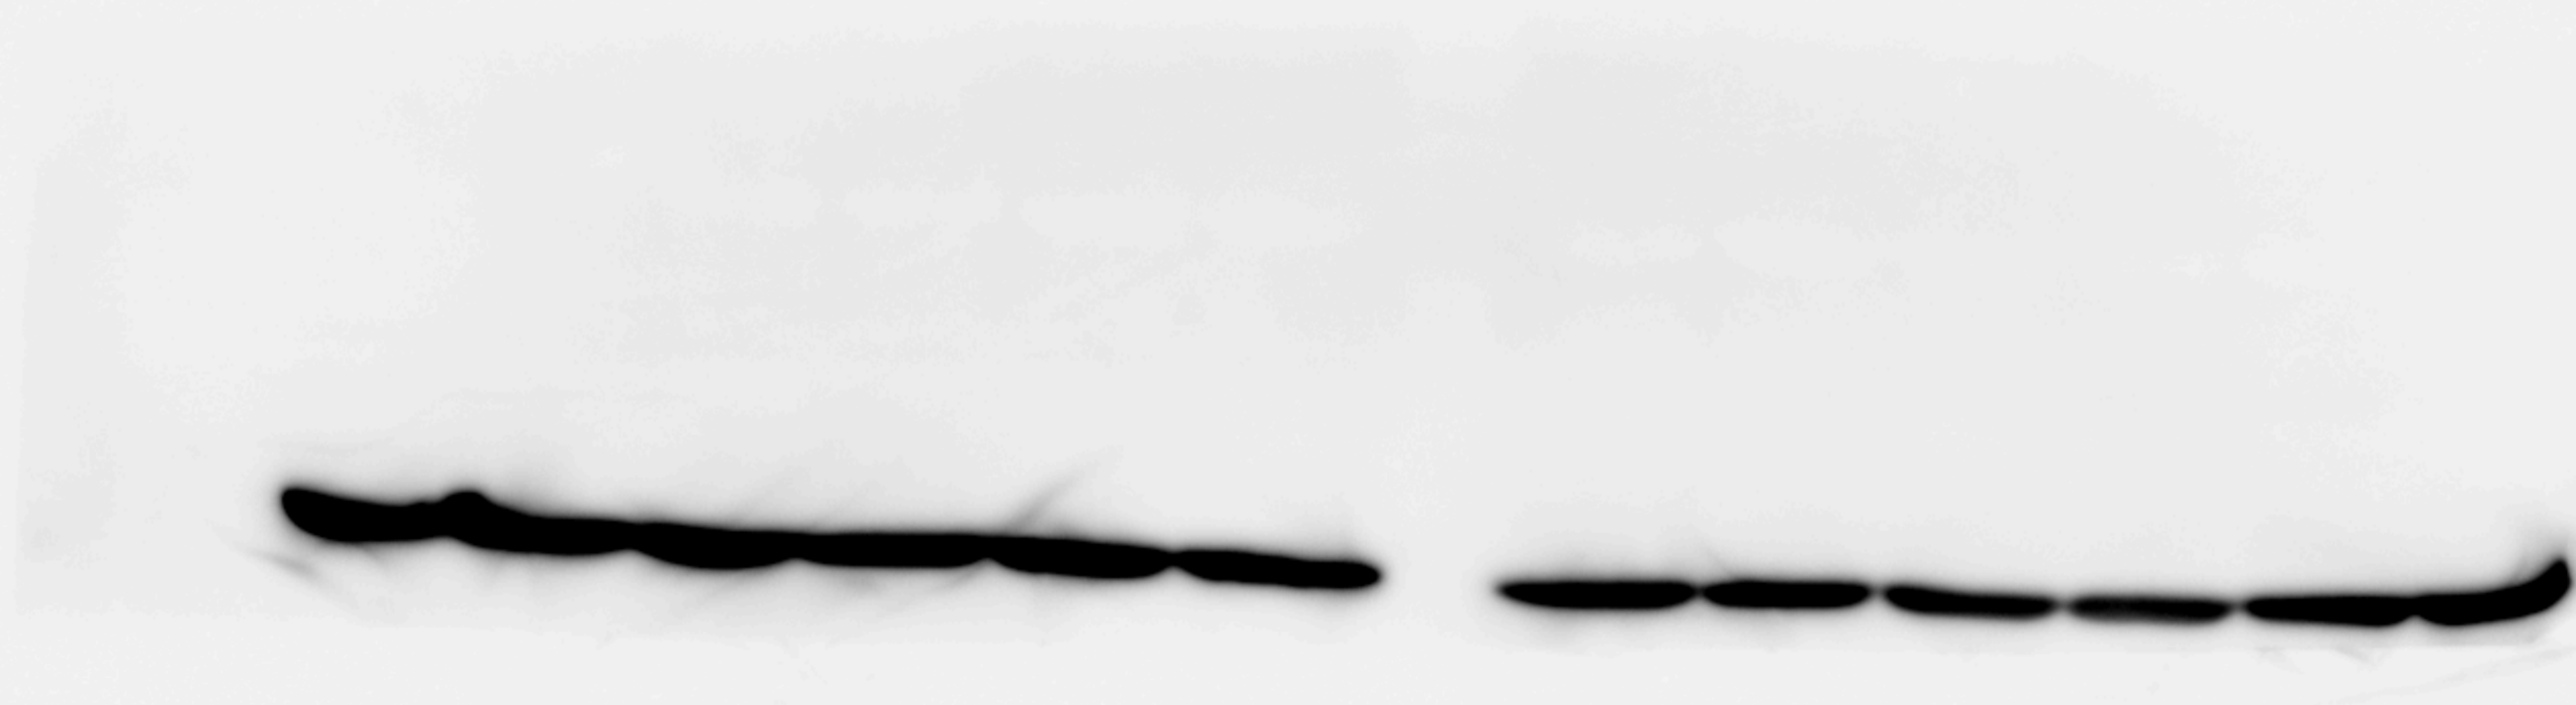

Figure 4A (GCN2)  
MDA-MB-231

kDa

200

120

90

64

48

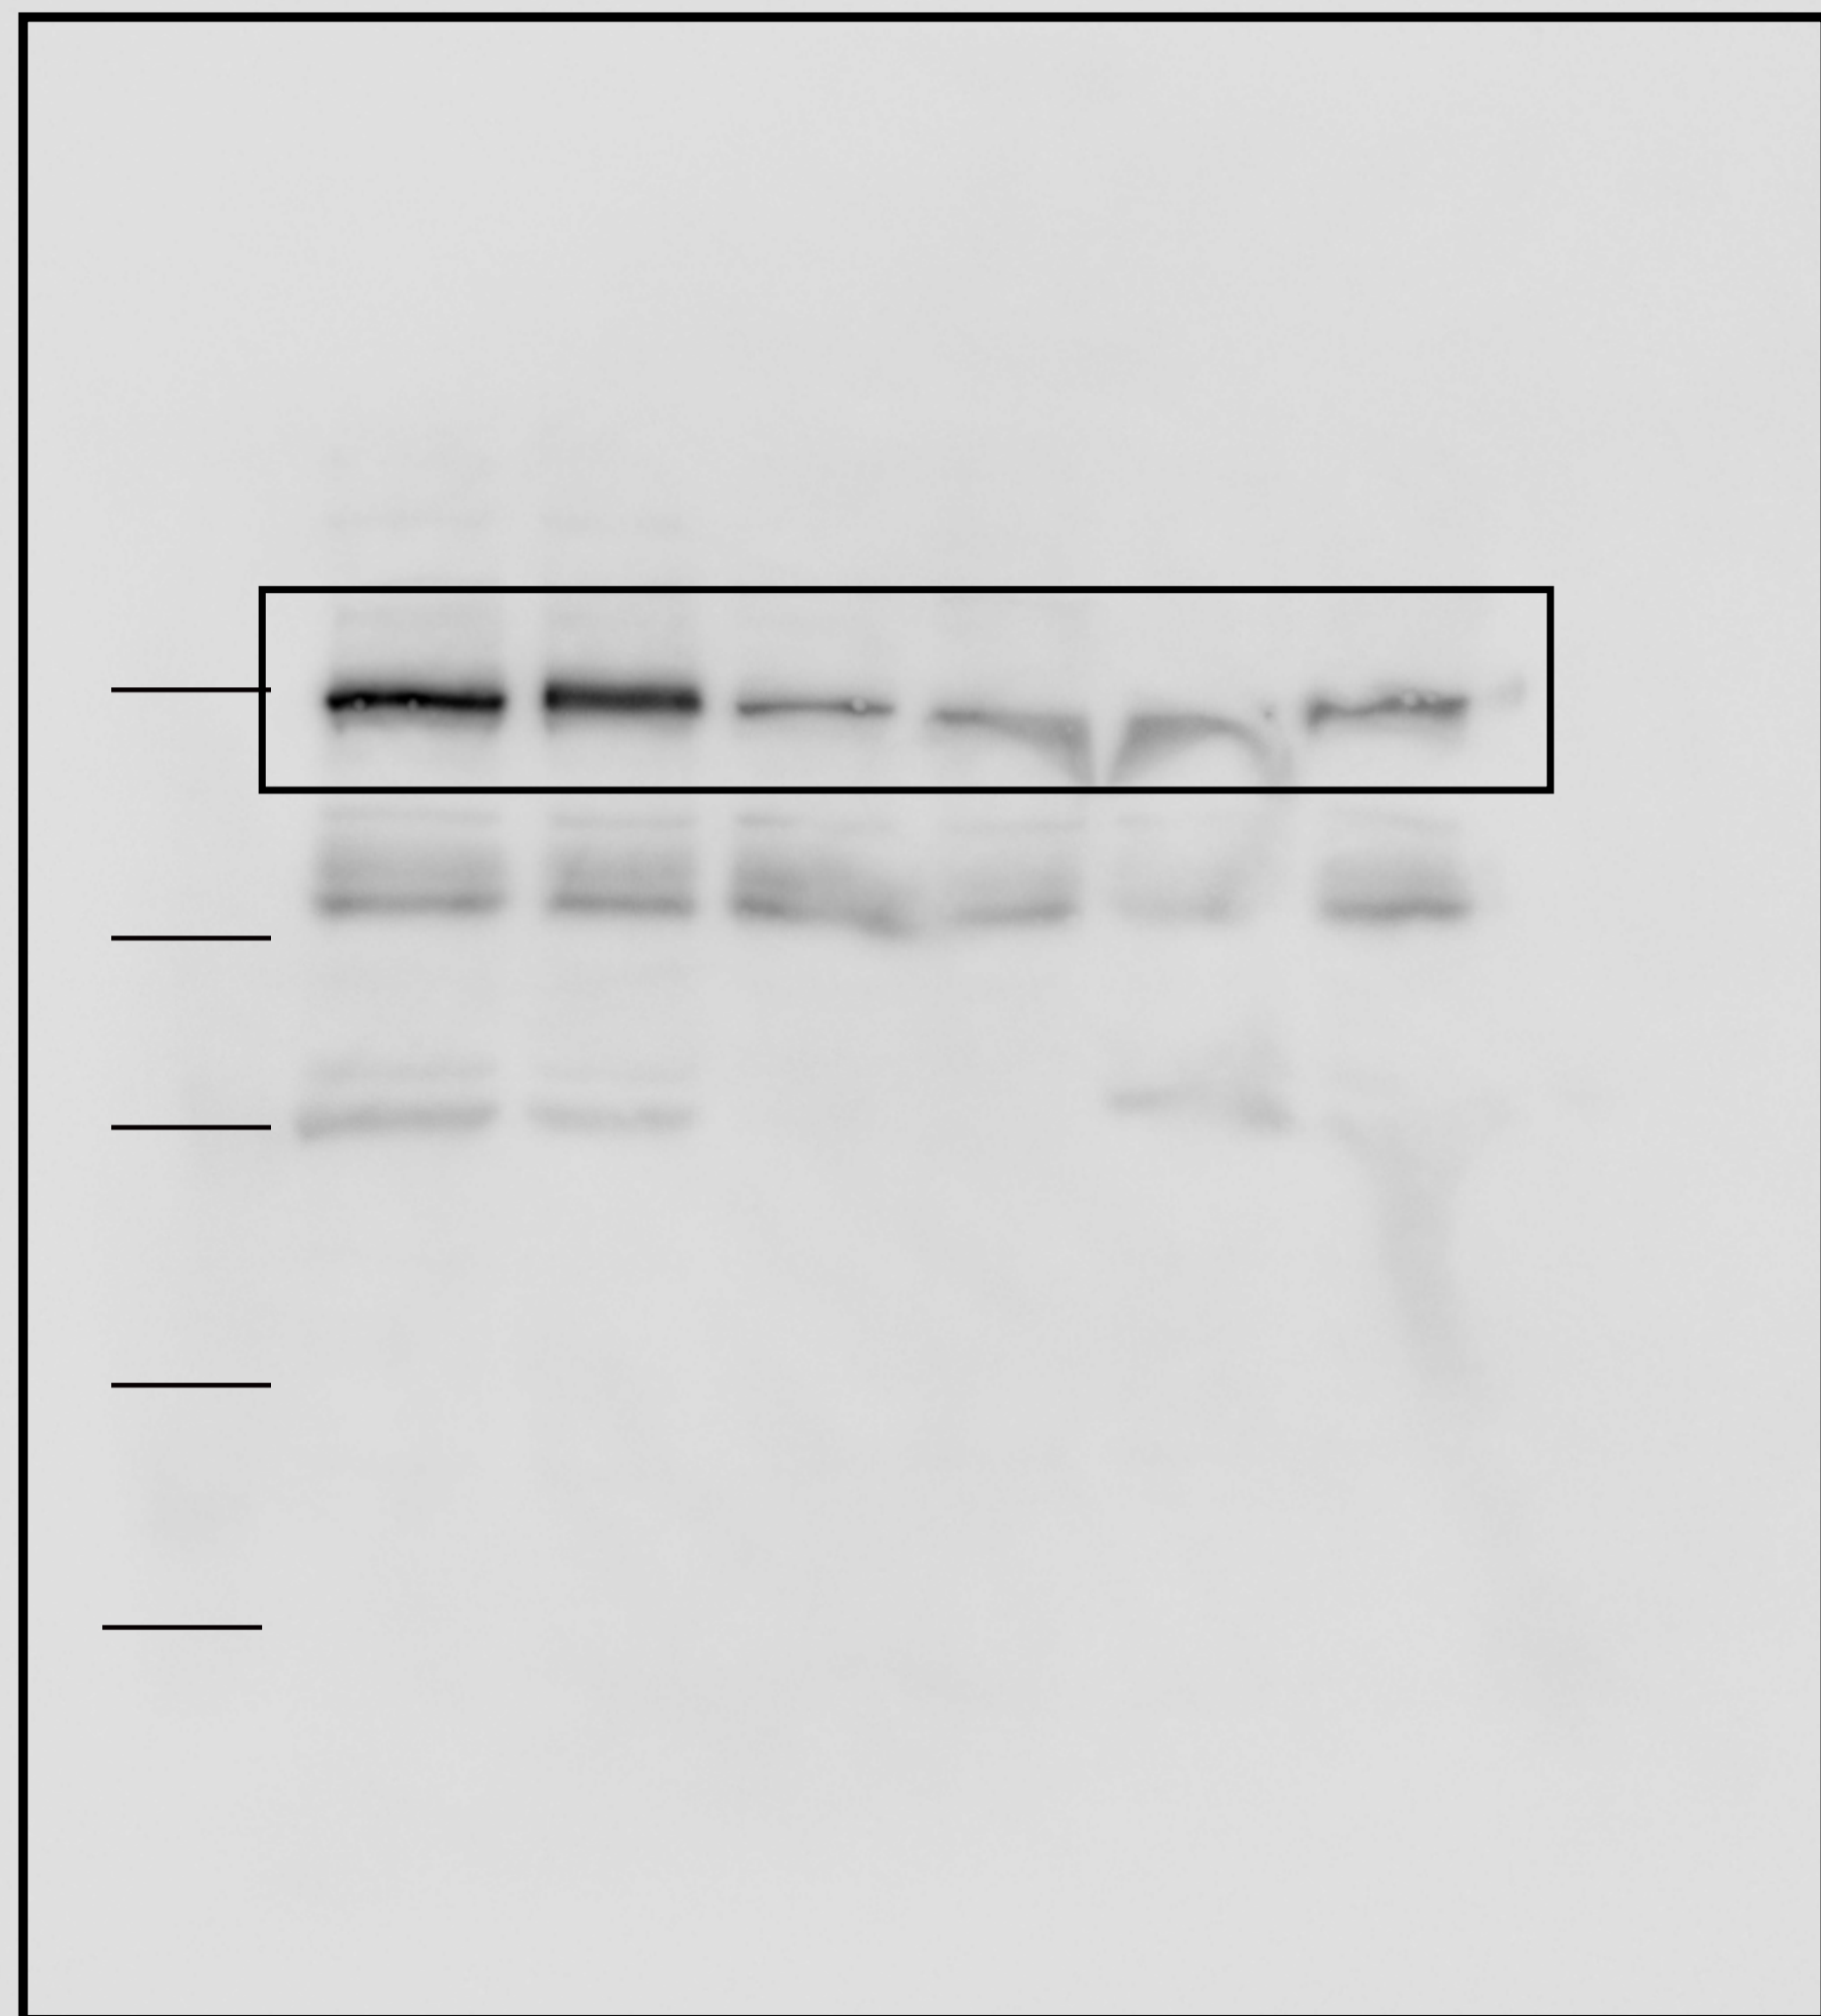

Figure 4A (GCN2)  
T-47D

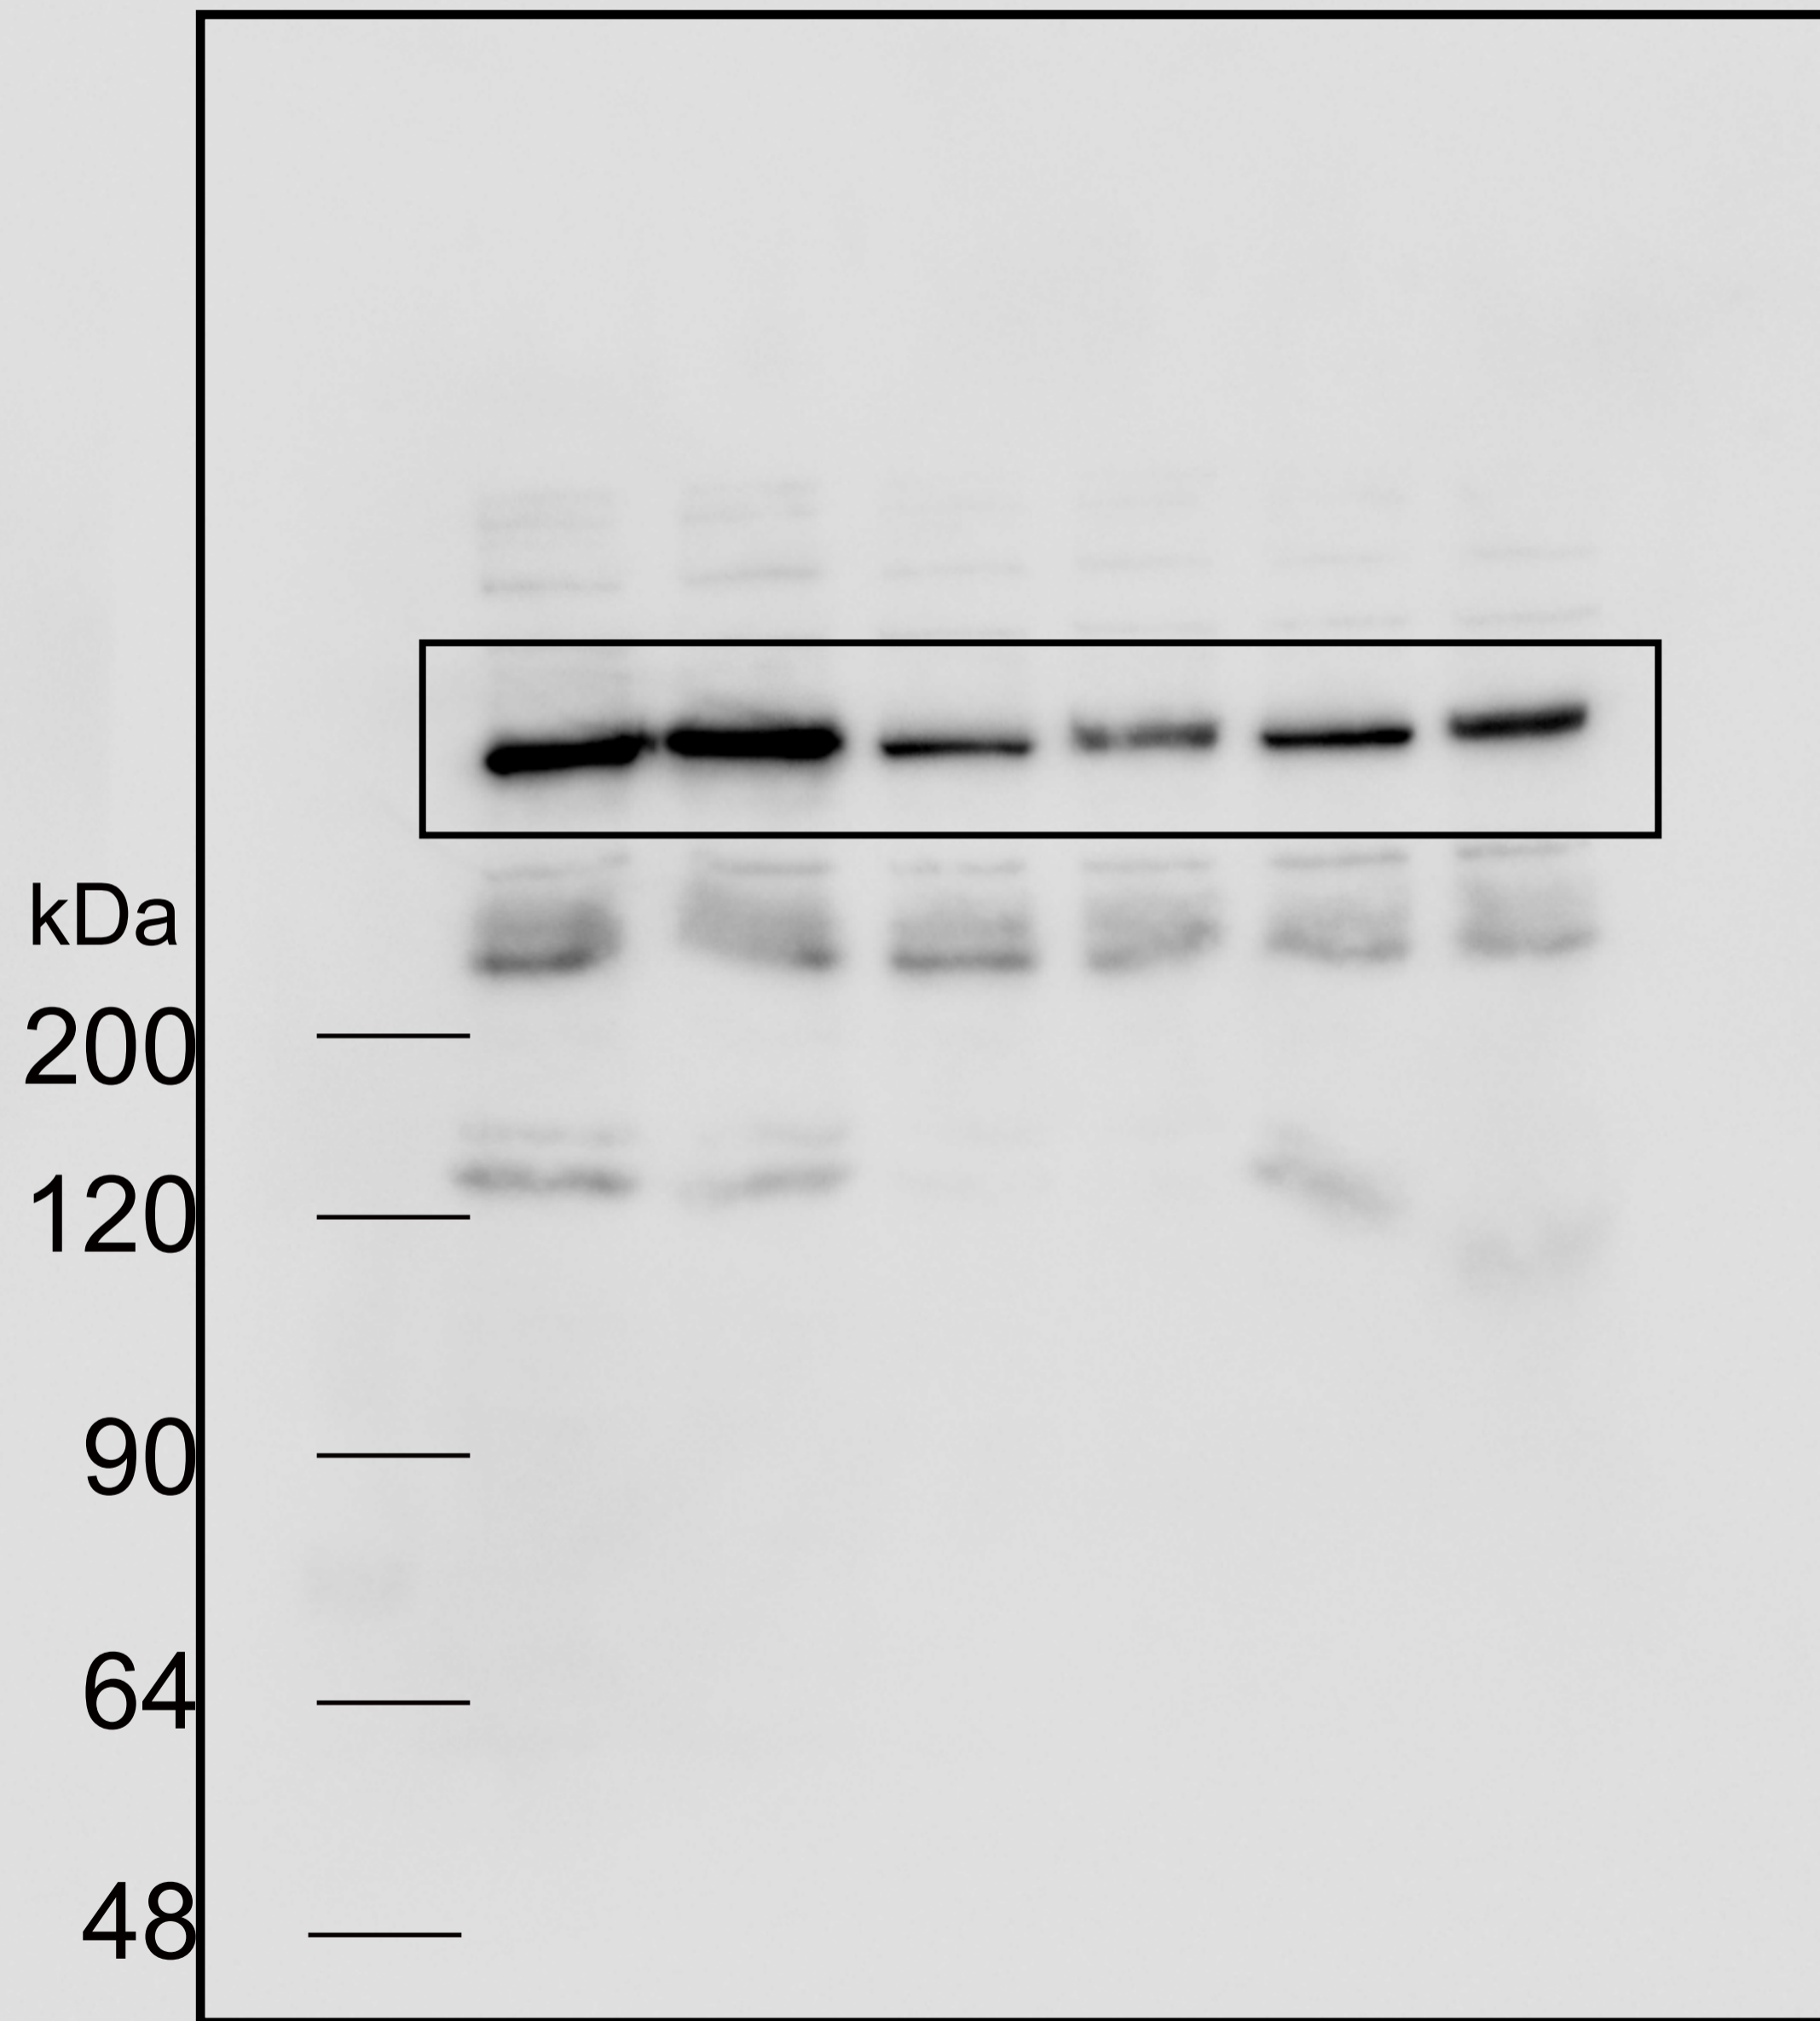

# Figure 4A (p-GCN2)

Left: MDA-MB-231

Right: T-47D

kDa

200

120

90

64

48

36

# Figure 4C ( $\beta$ -actin)

Left: MDA-MB-231

Right: T-47D

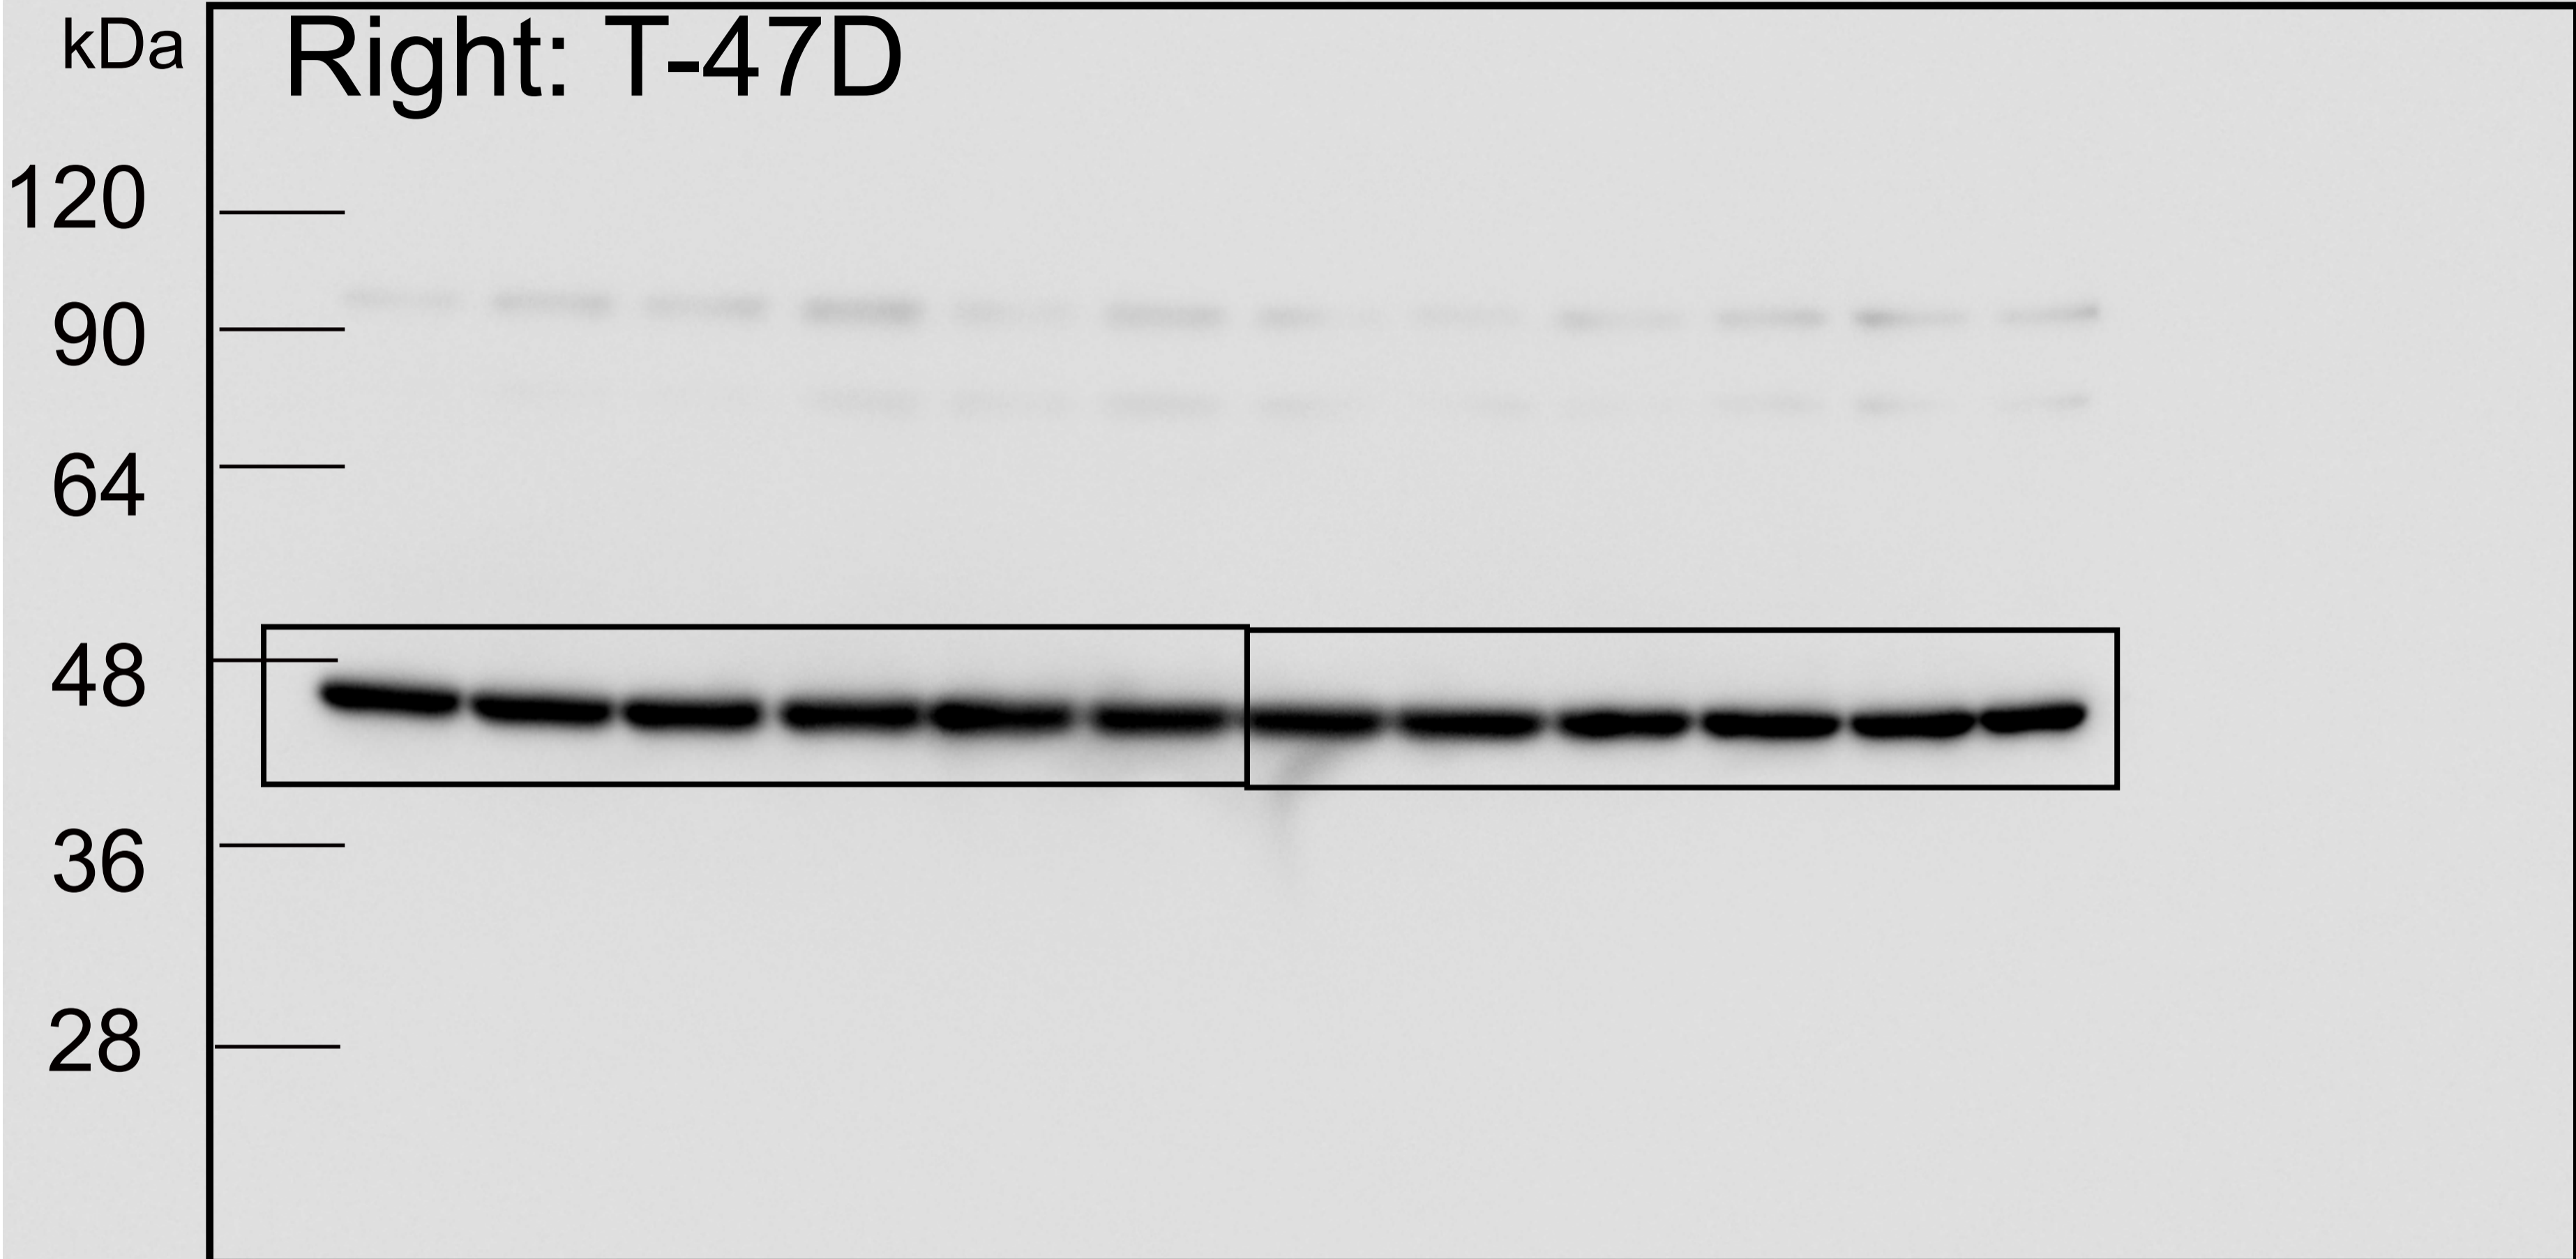

# Figure 4C (ATF4) MDA-MB-231

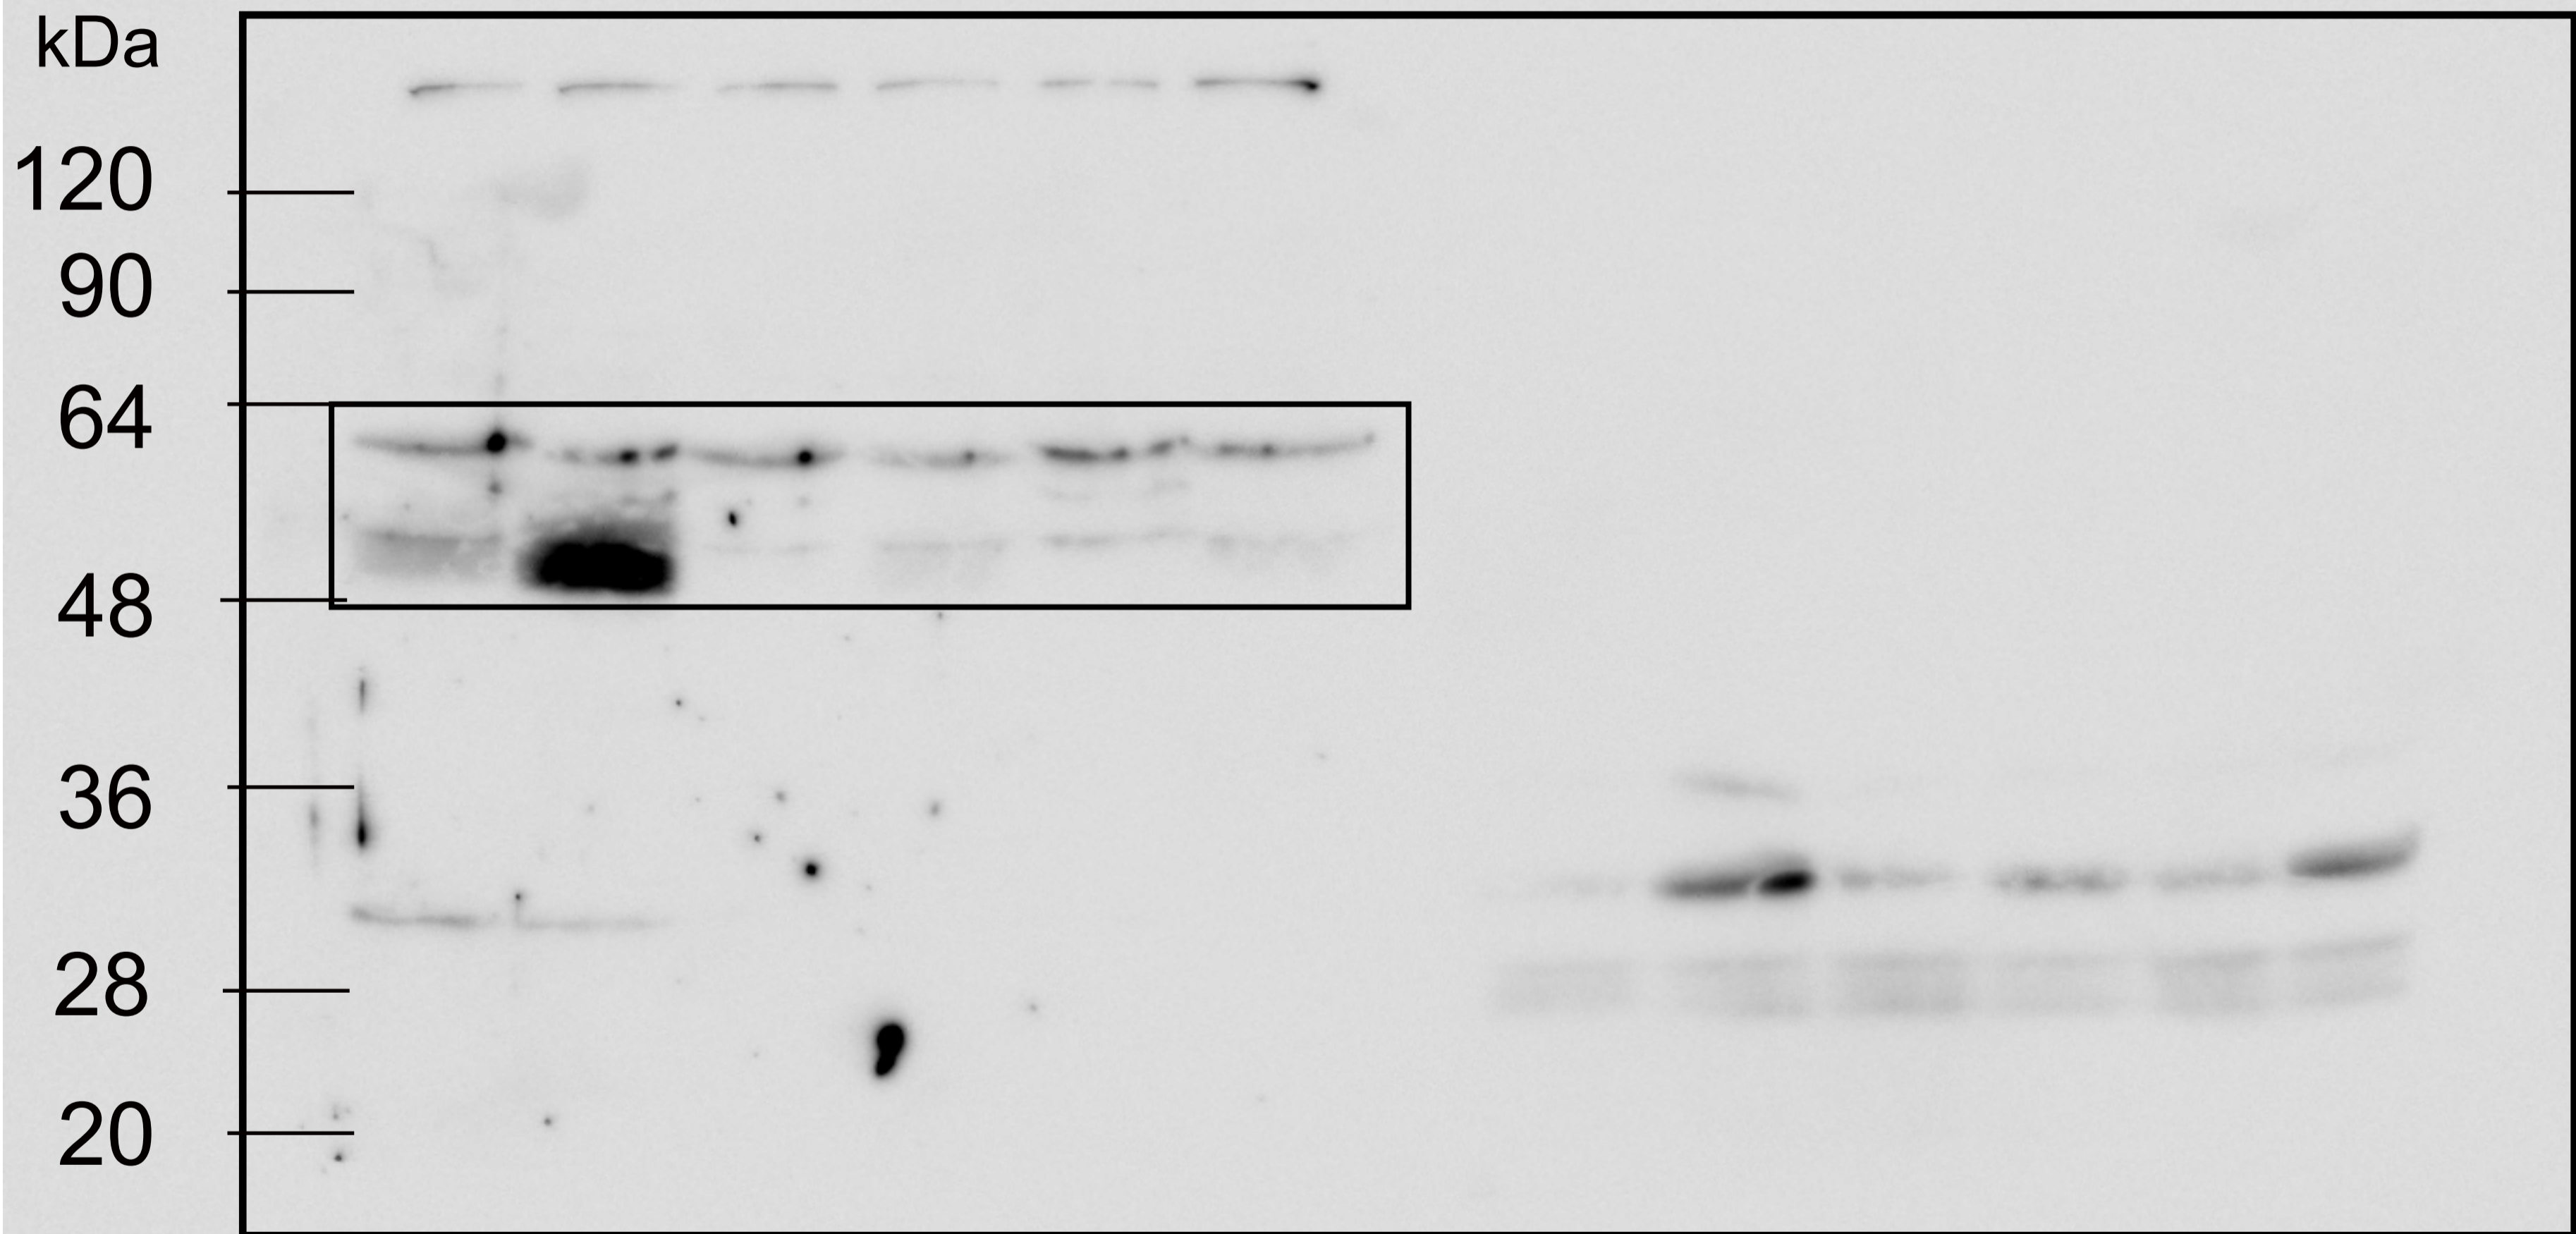

Figure 4C (ATF4)  
T-47D

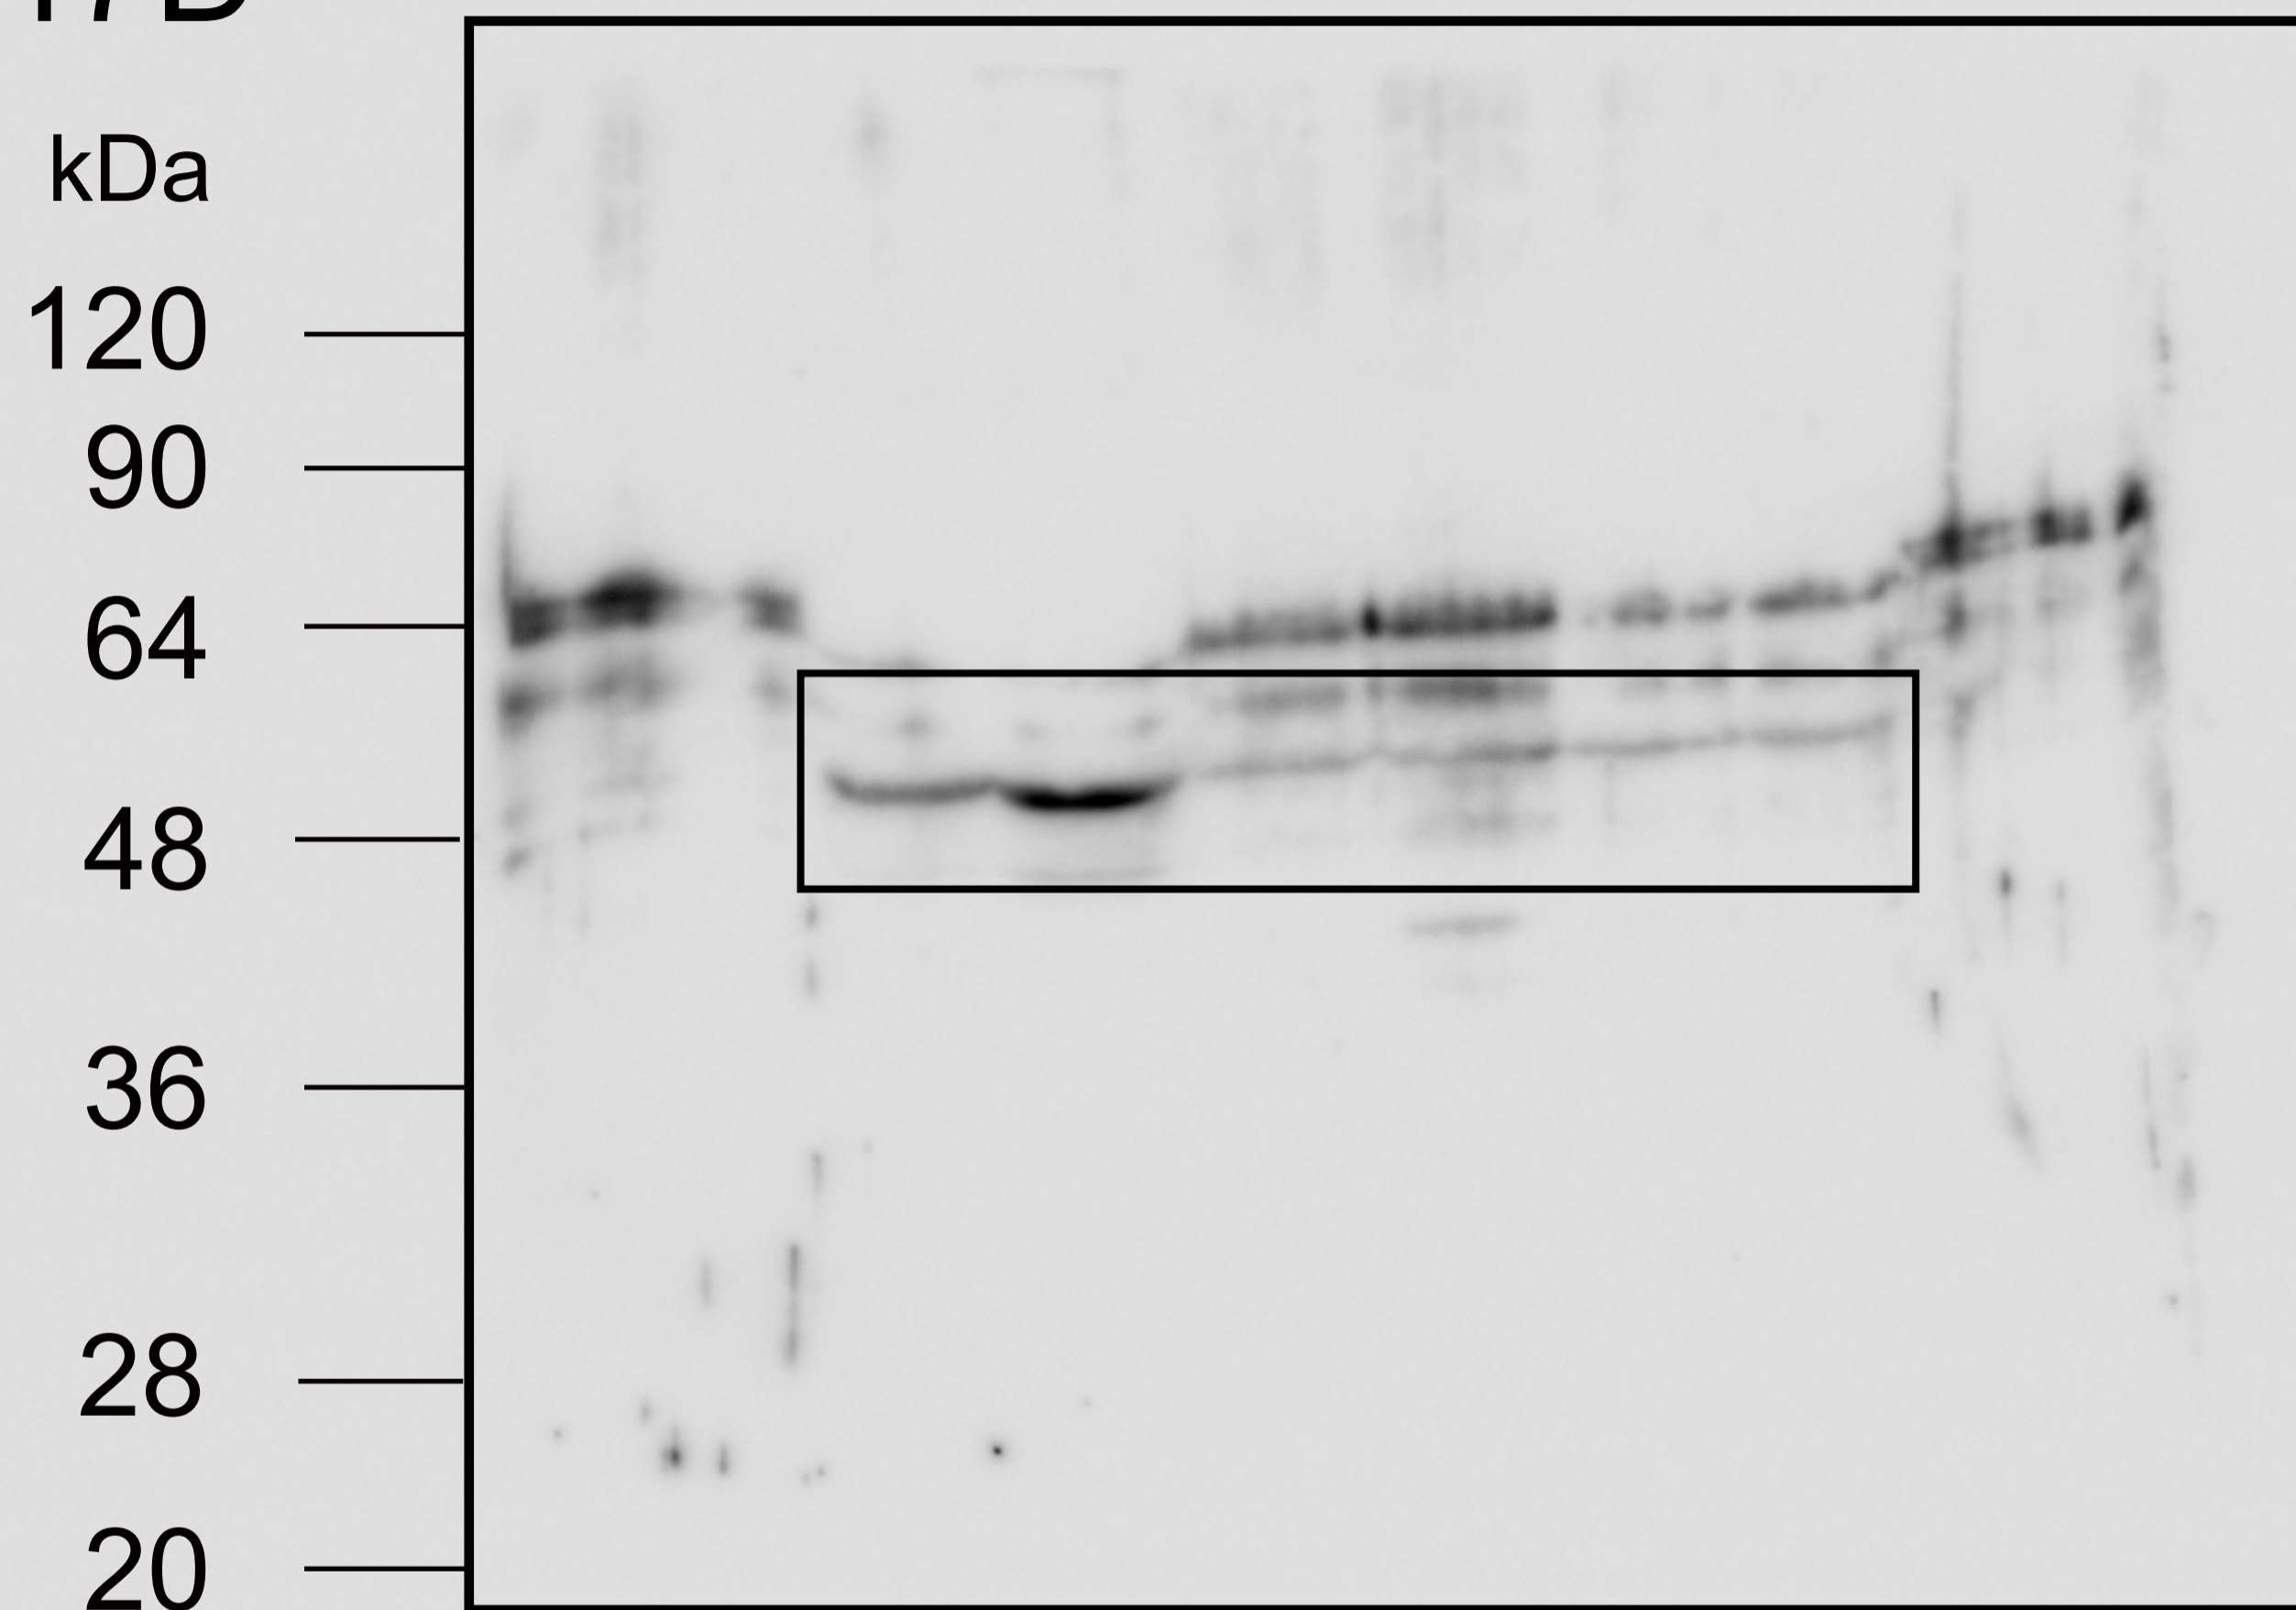

Figure 4E ( $\beta$ -actin)  
MDA-MB-231

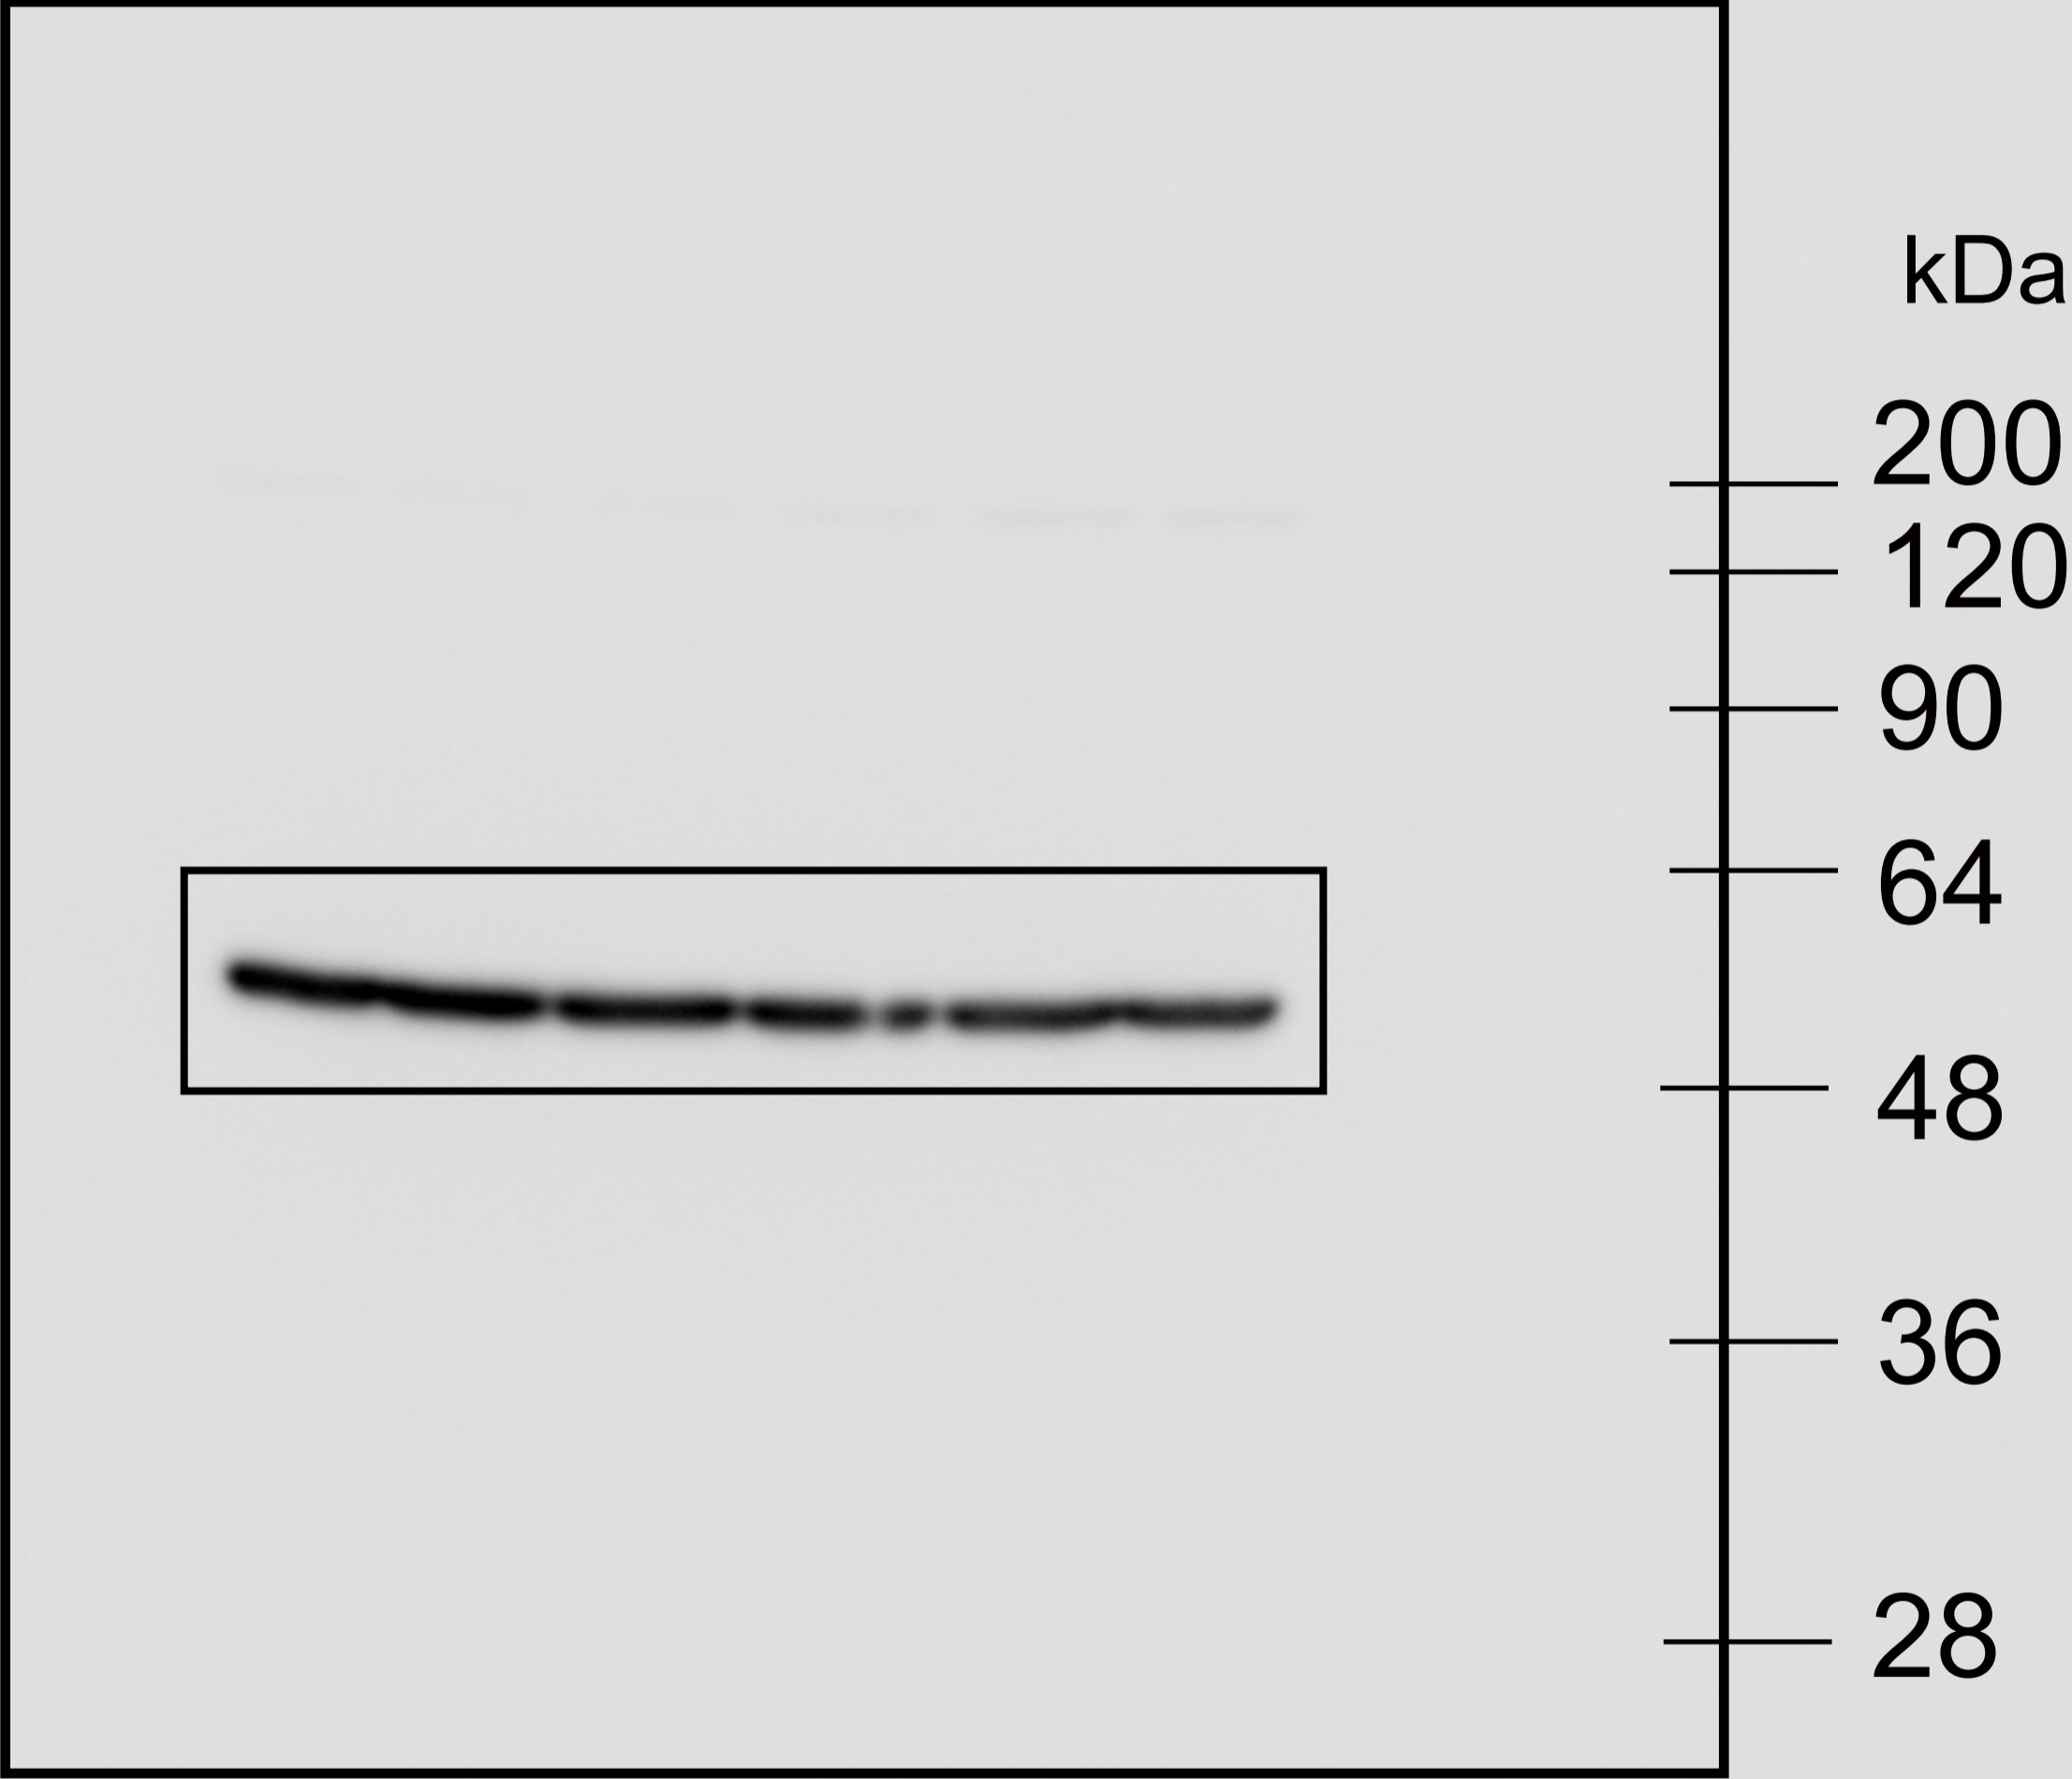

Figure 4E ( $\beta$ -actin)  
T-47D

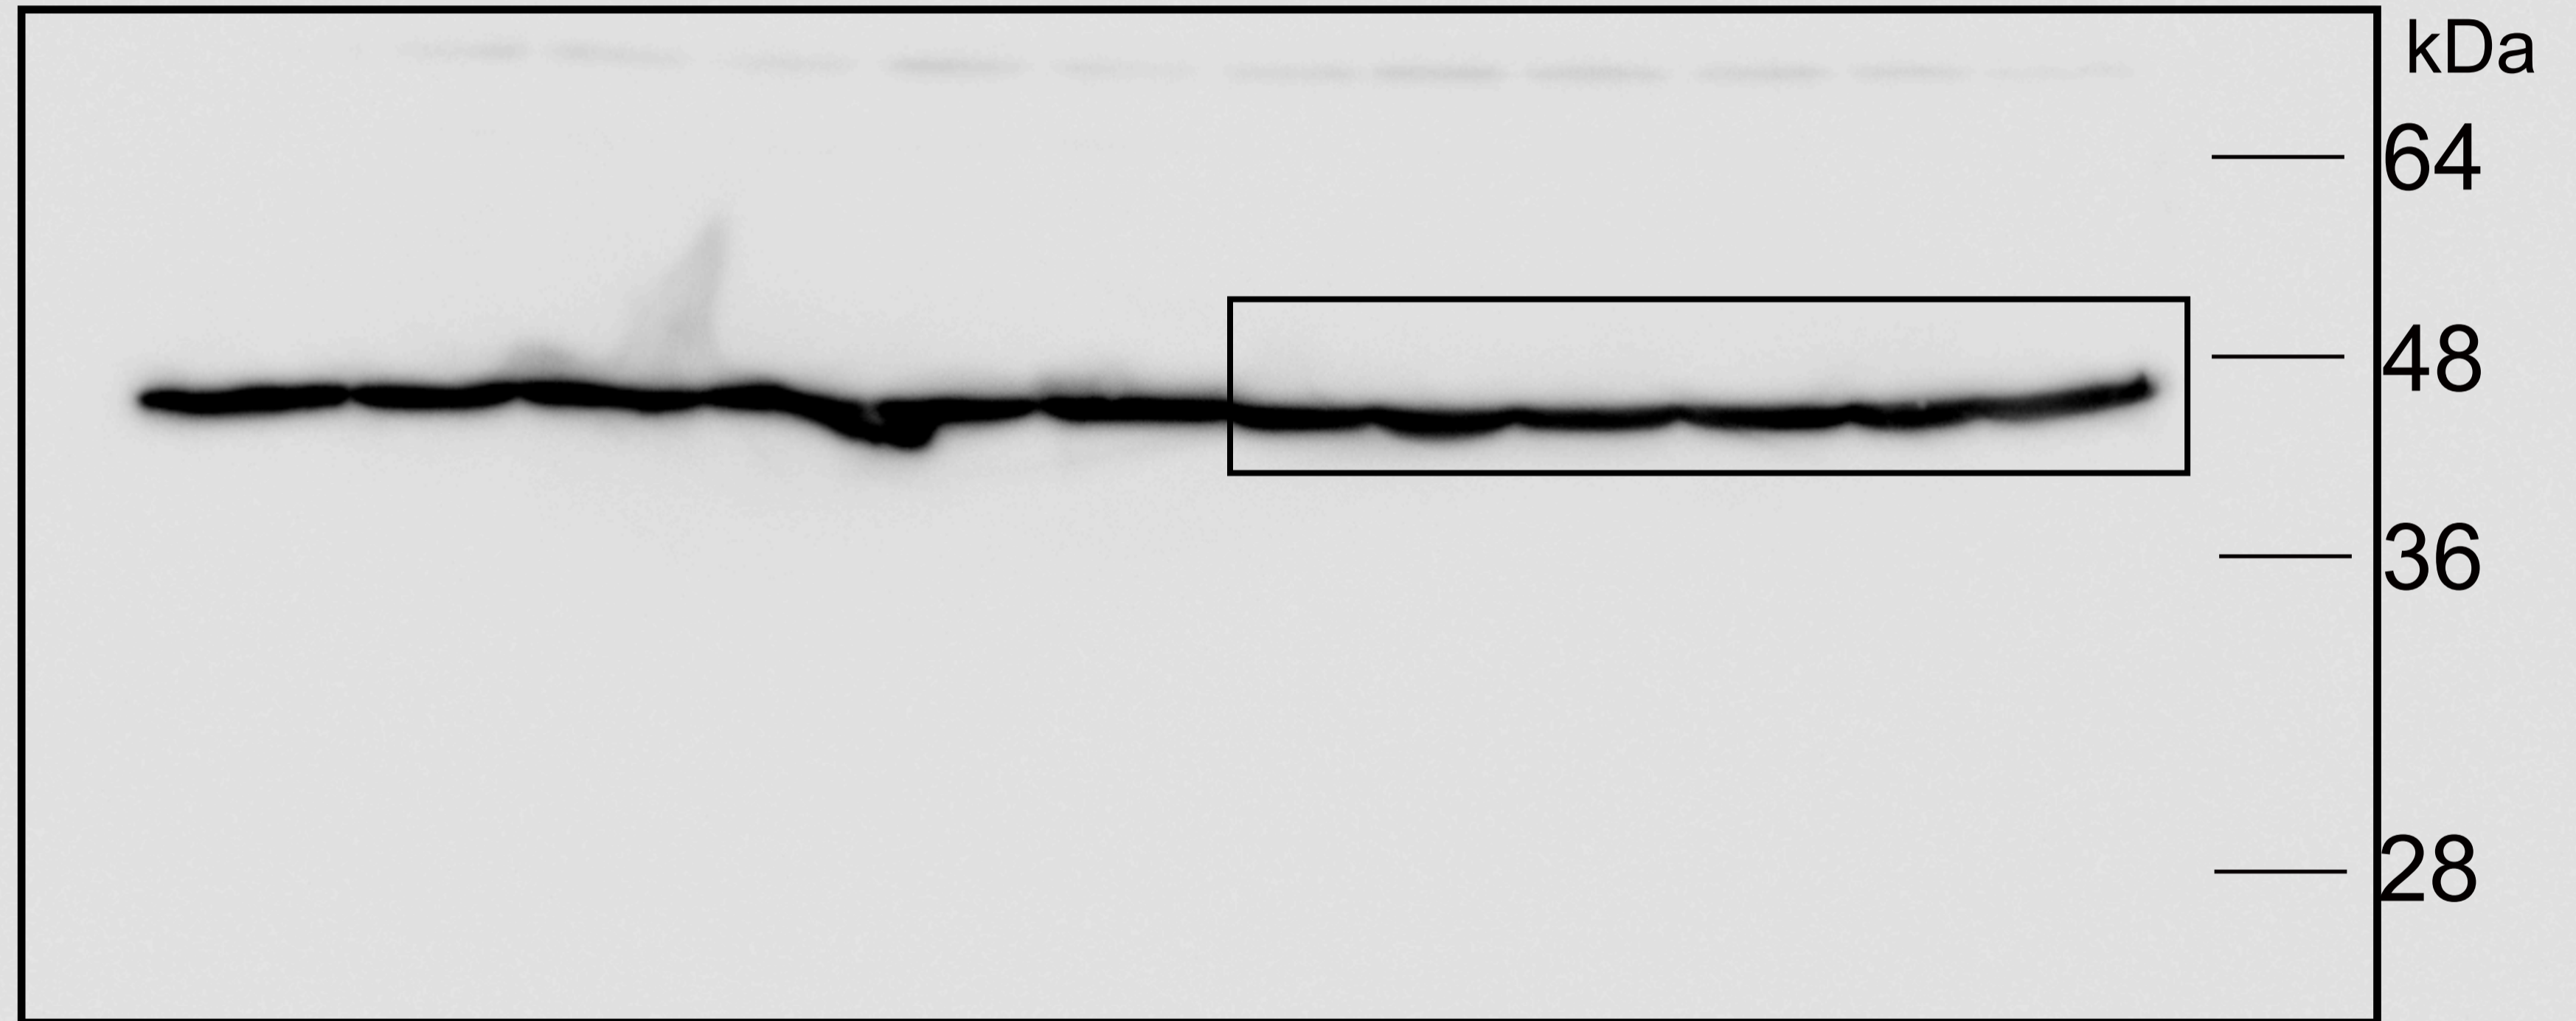

Figure 4E (CTH)  
MDA-MB-231

short exposure

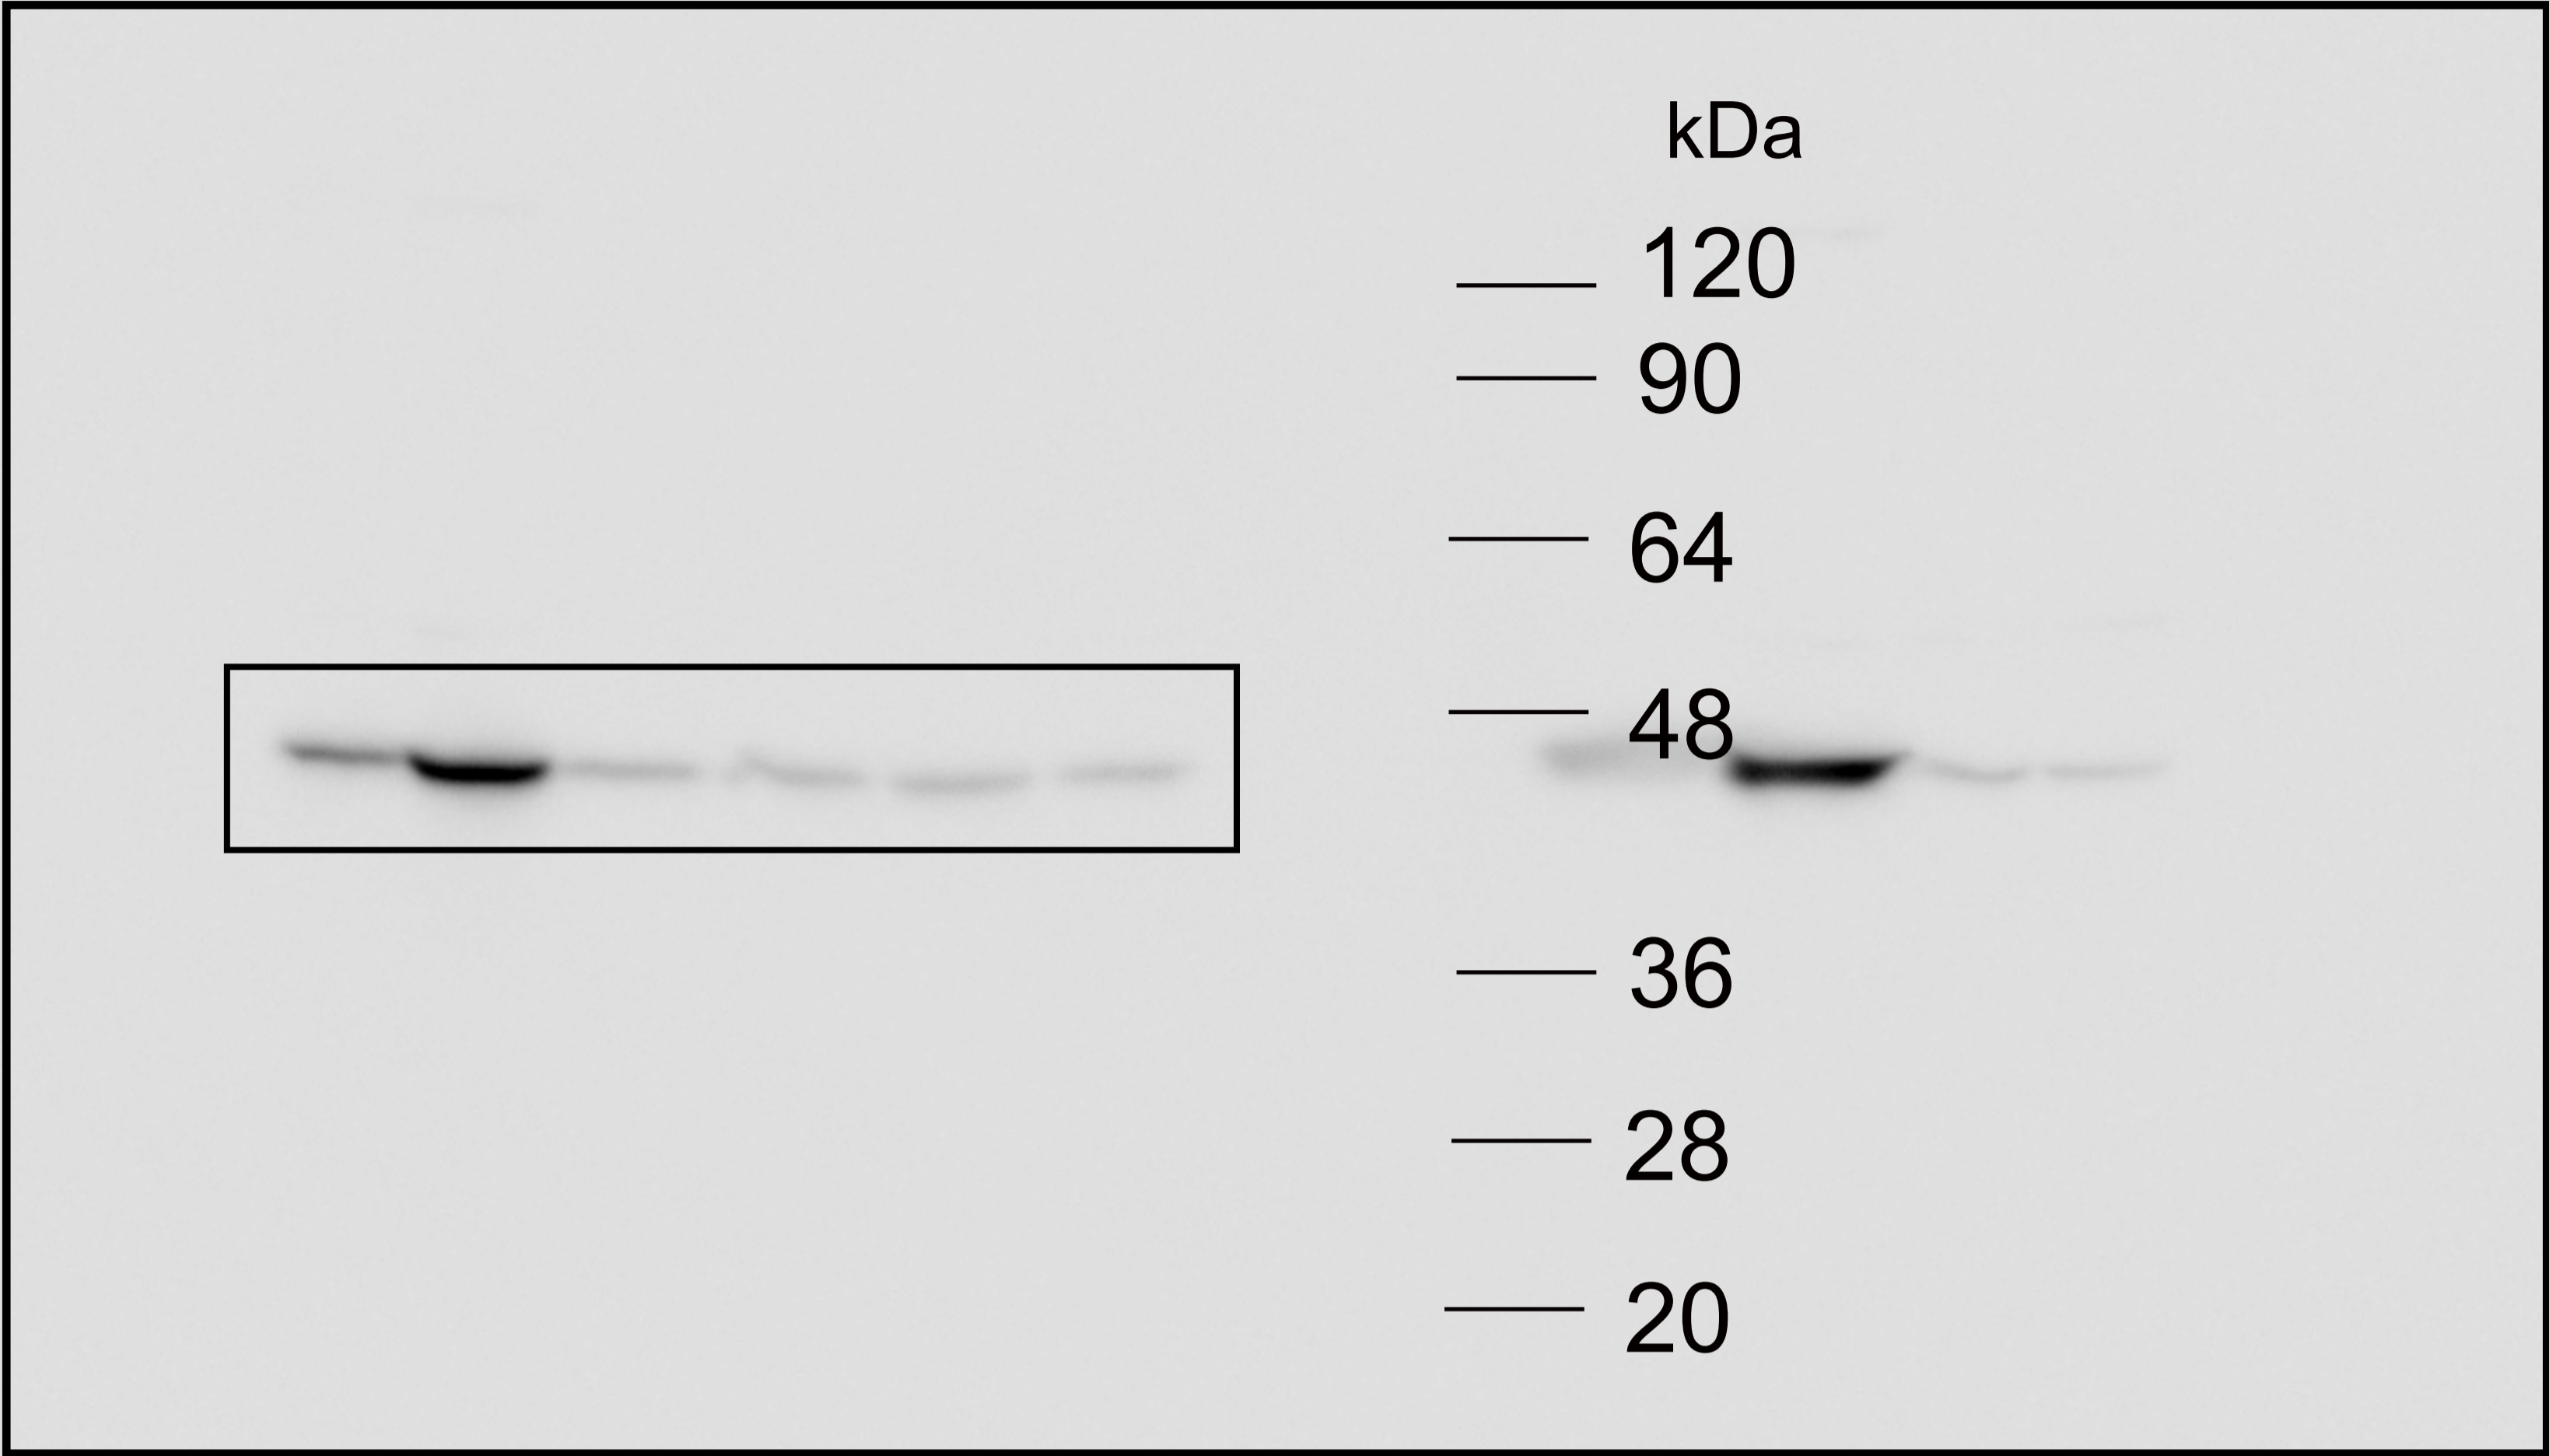

Figure 4E (CTH)  
MDA-MB-231

long exposure

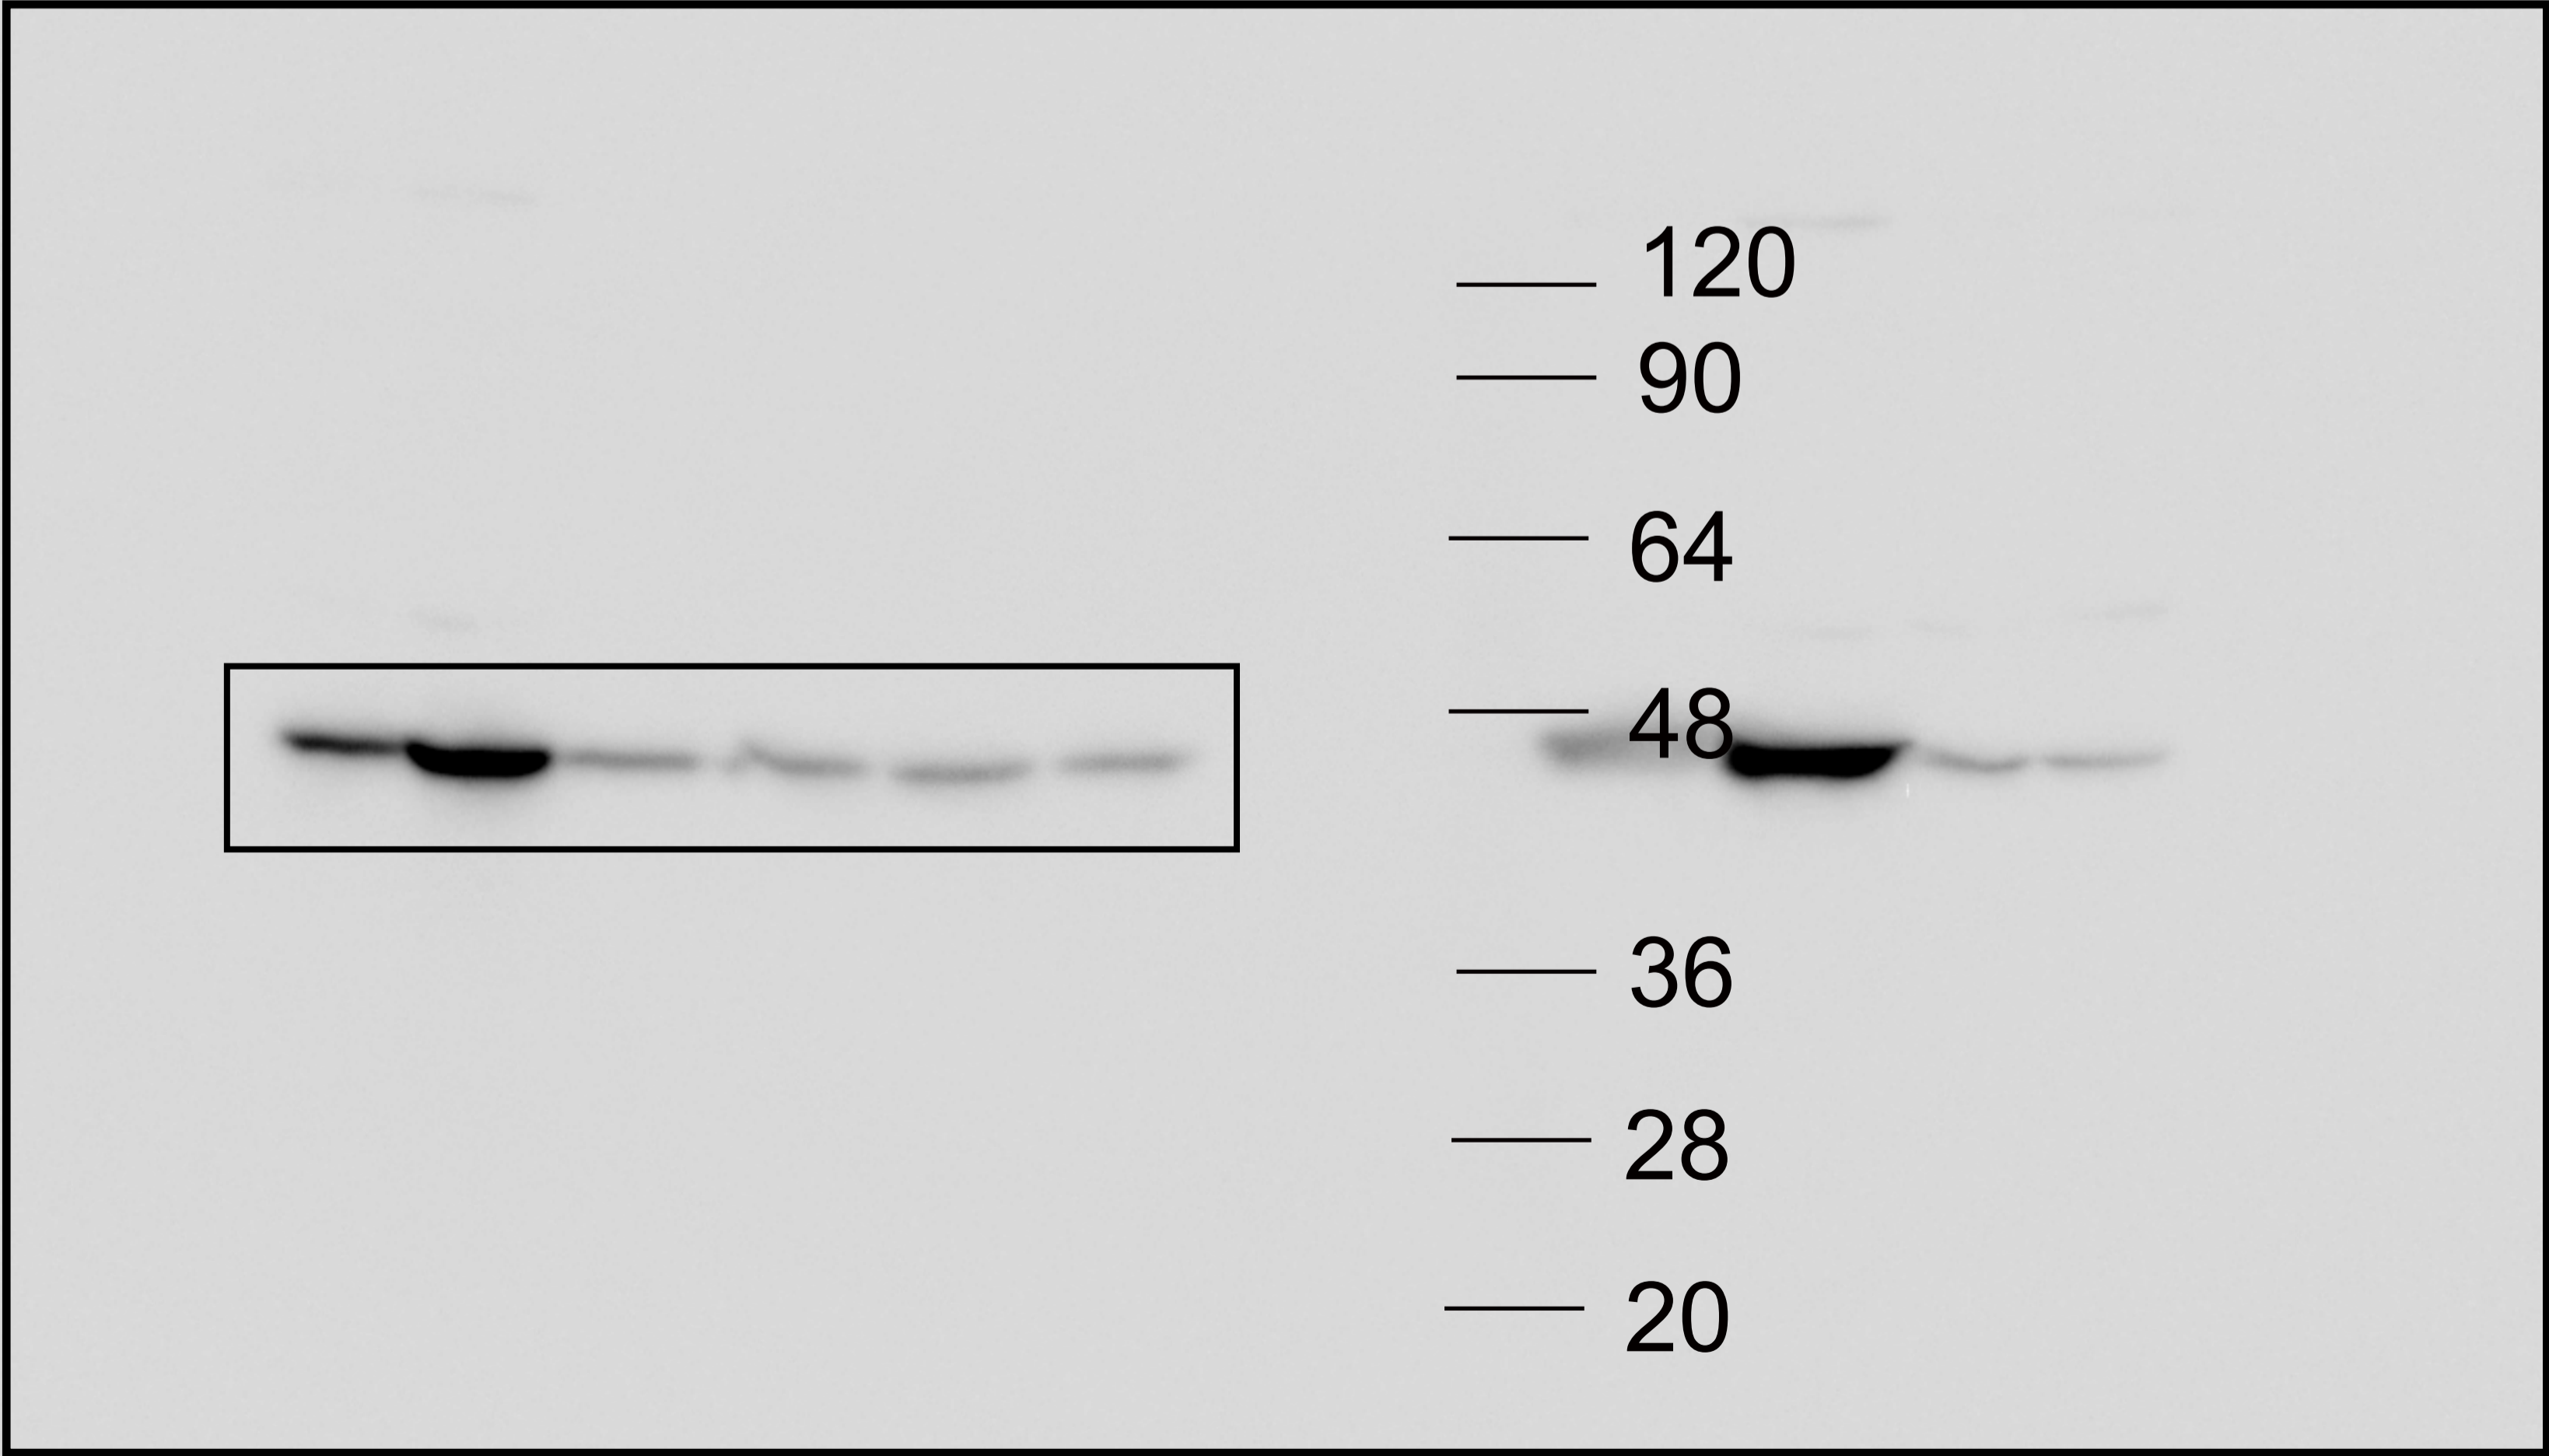

Figure 4E (CTH)  
T-47D

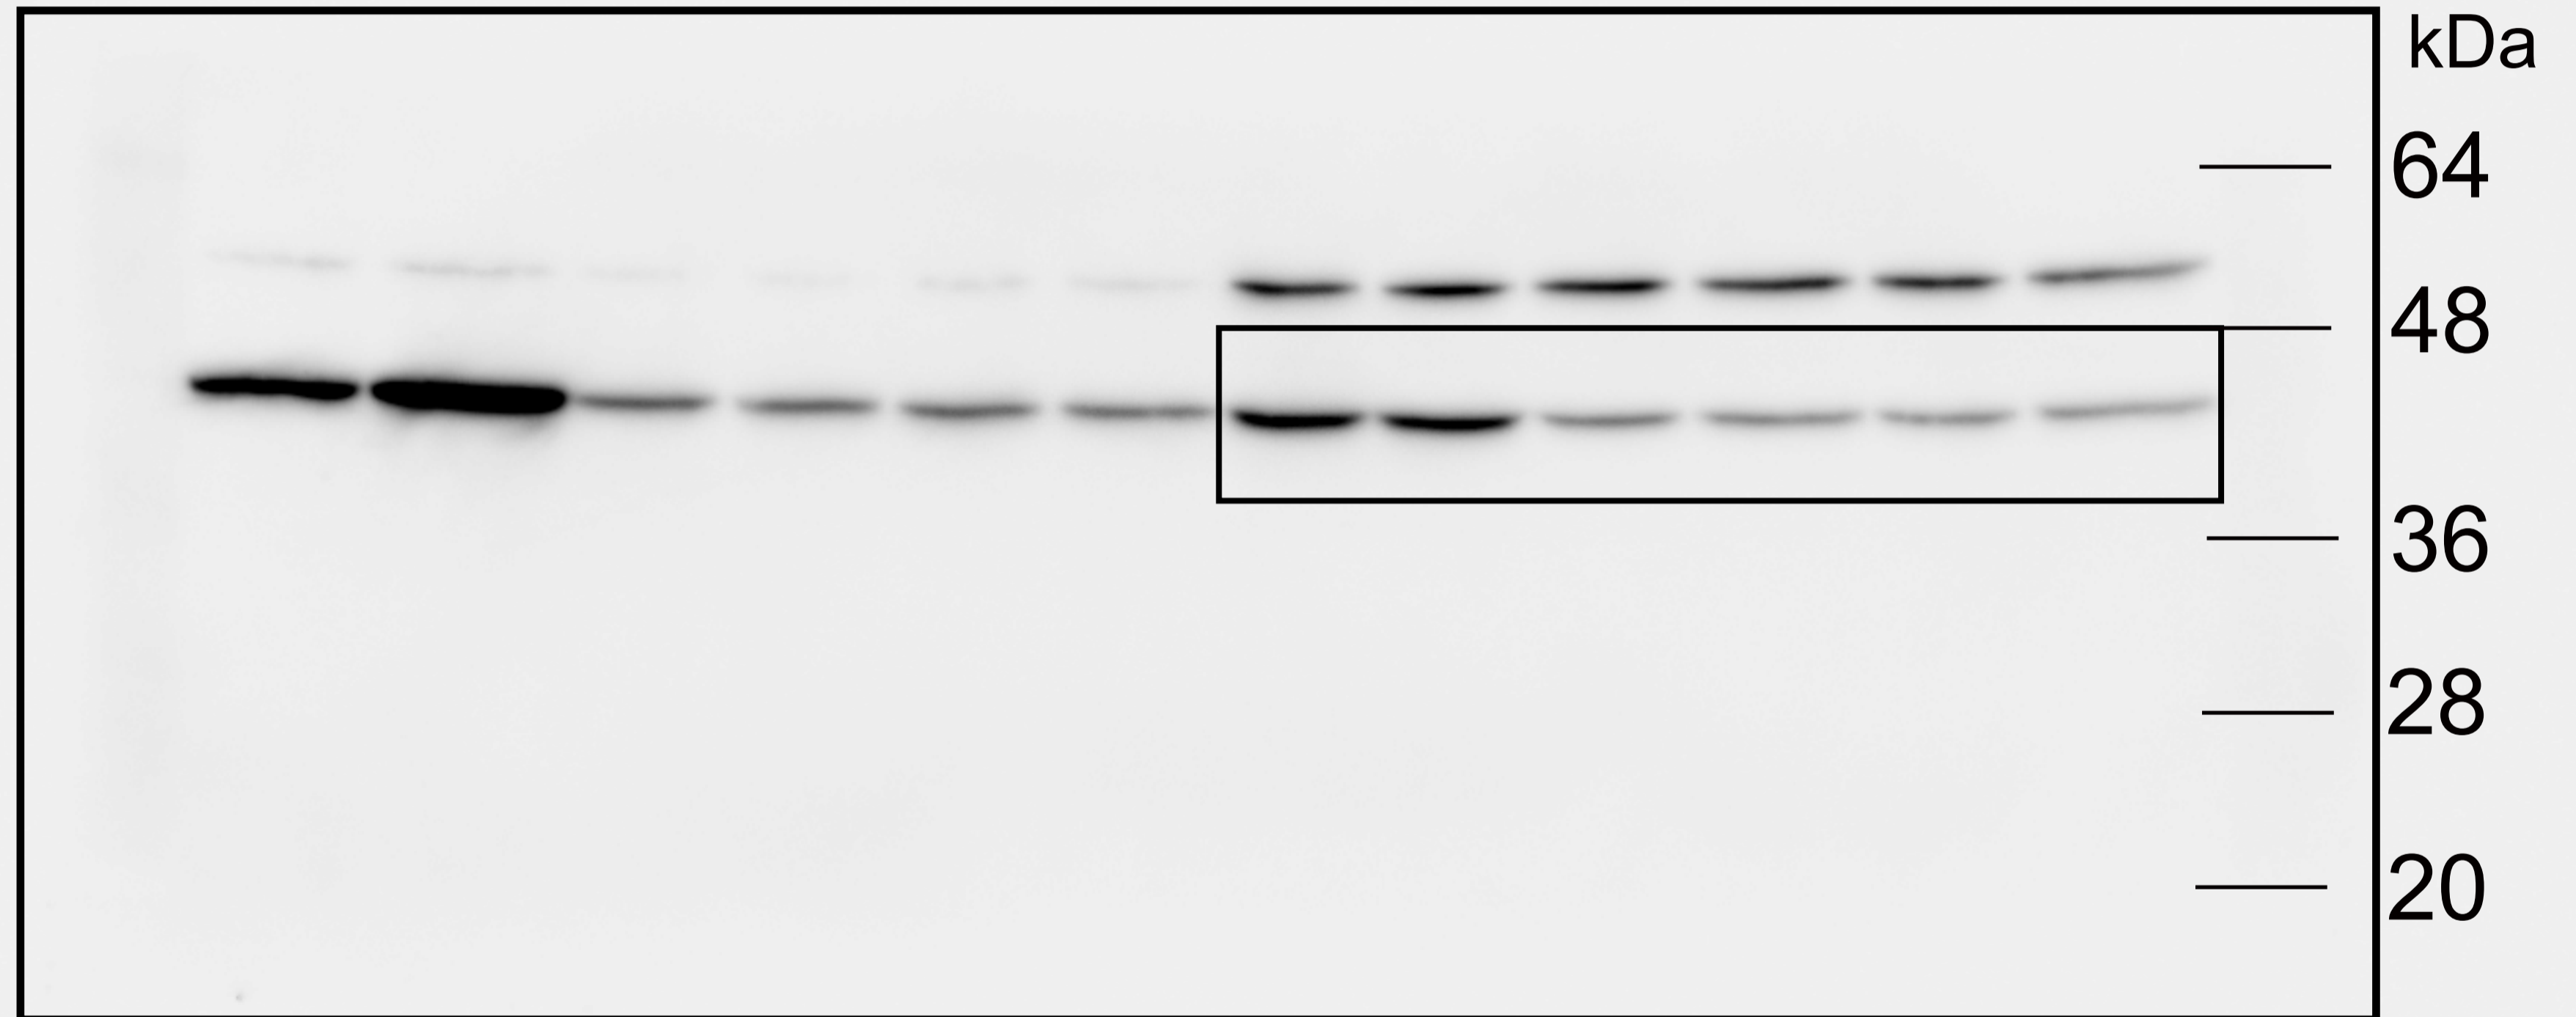

Figure 6A ( $\beta$ -actin)

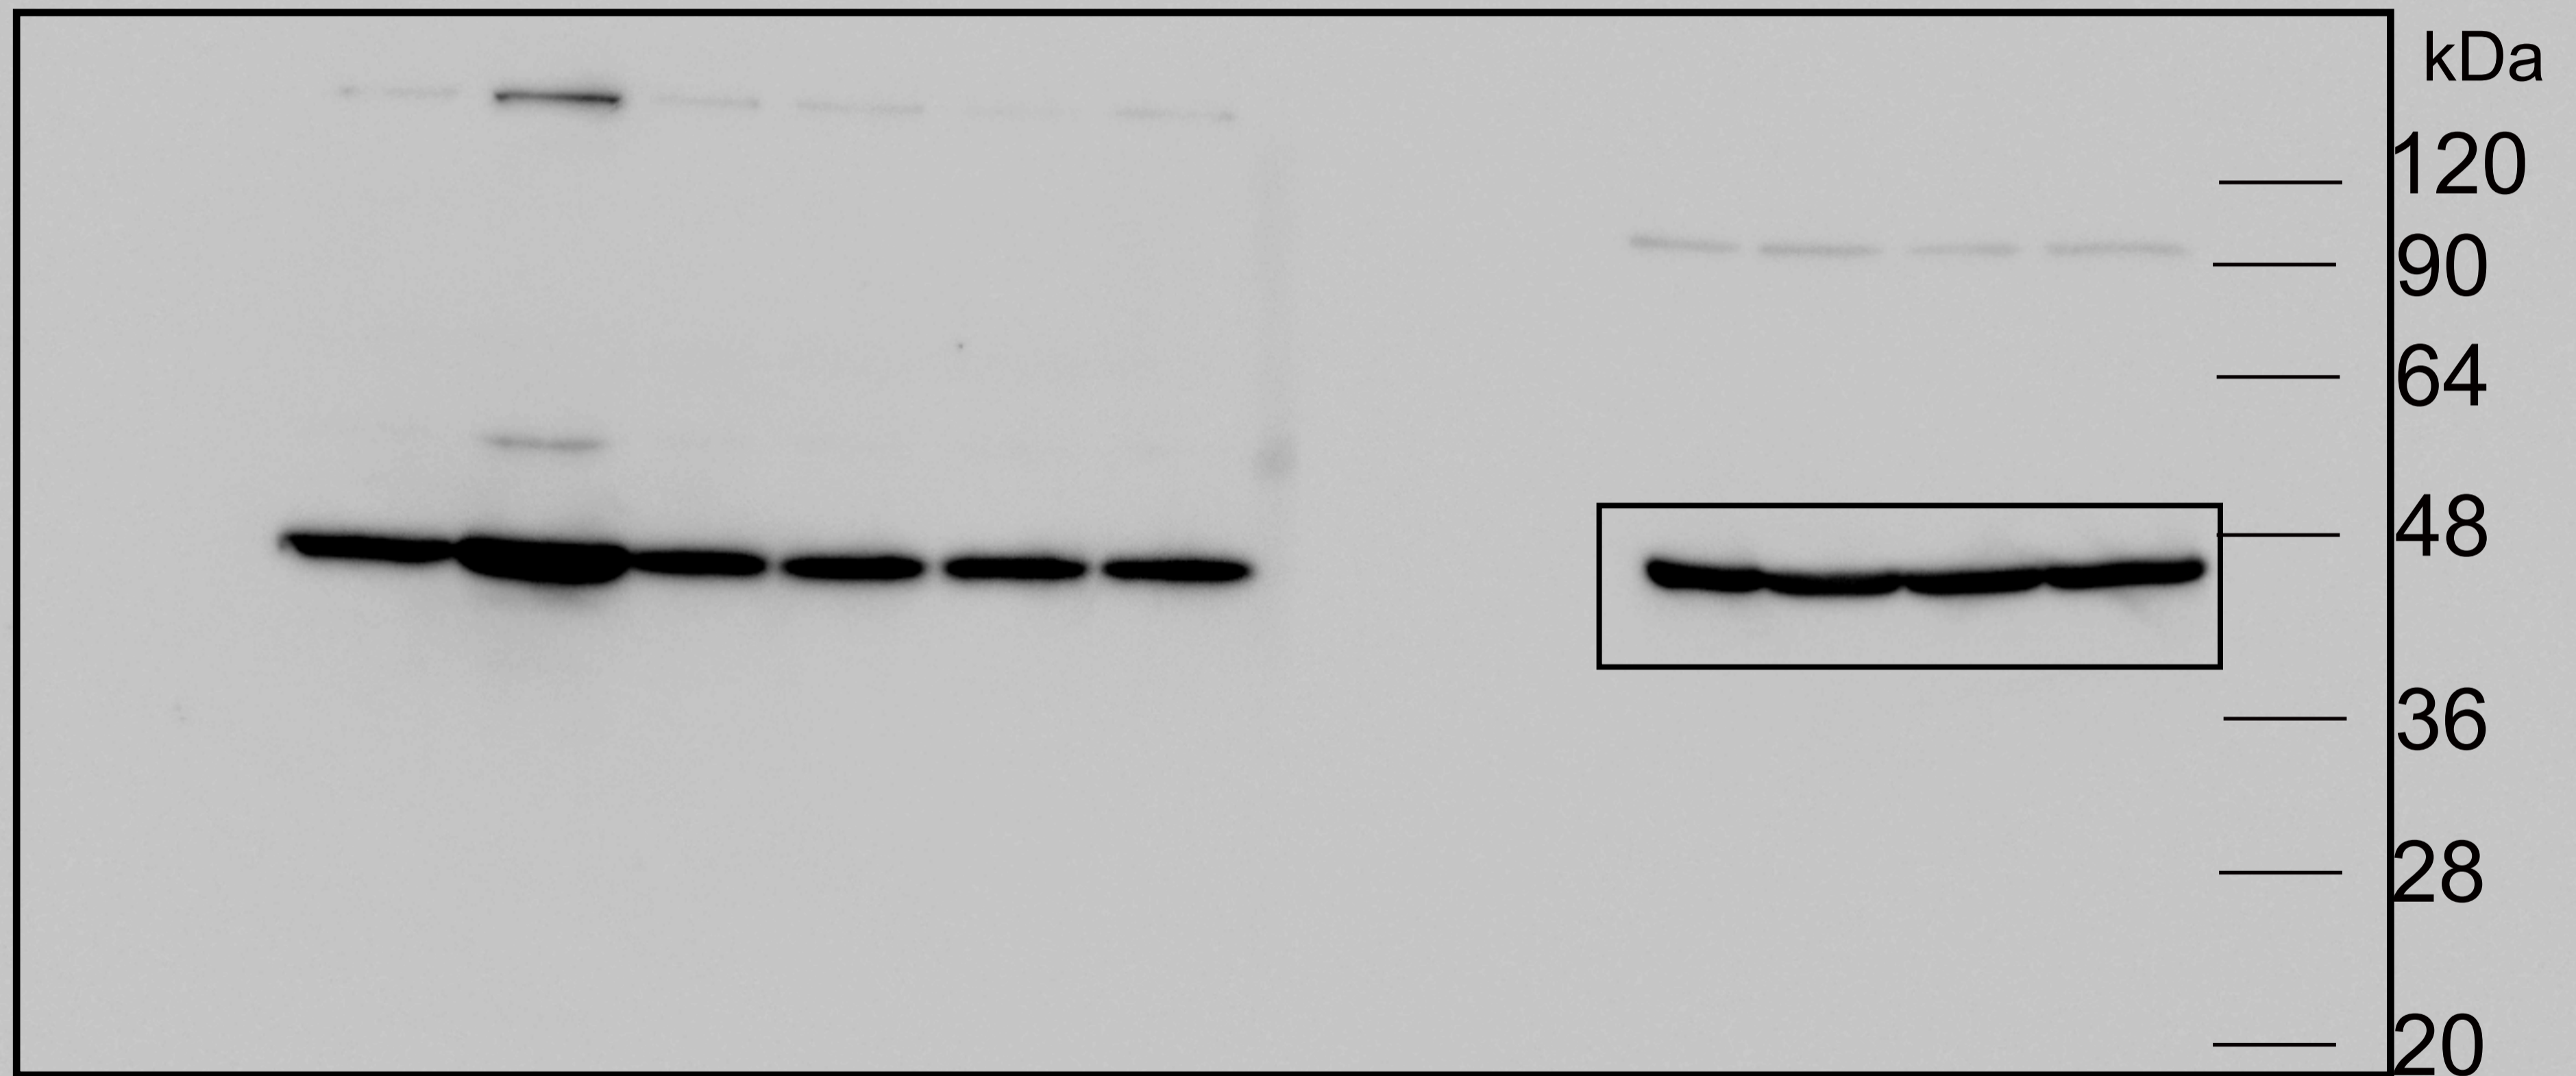

Figure 6A (FLAG)

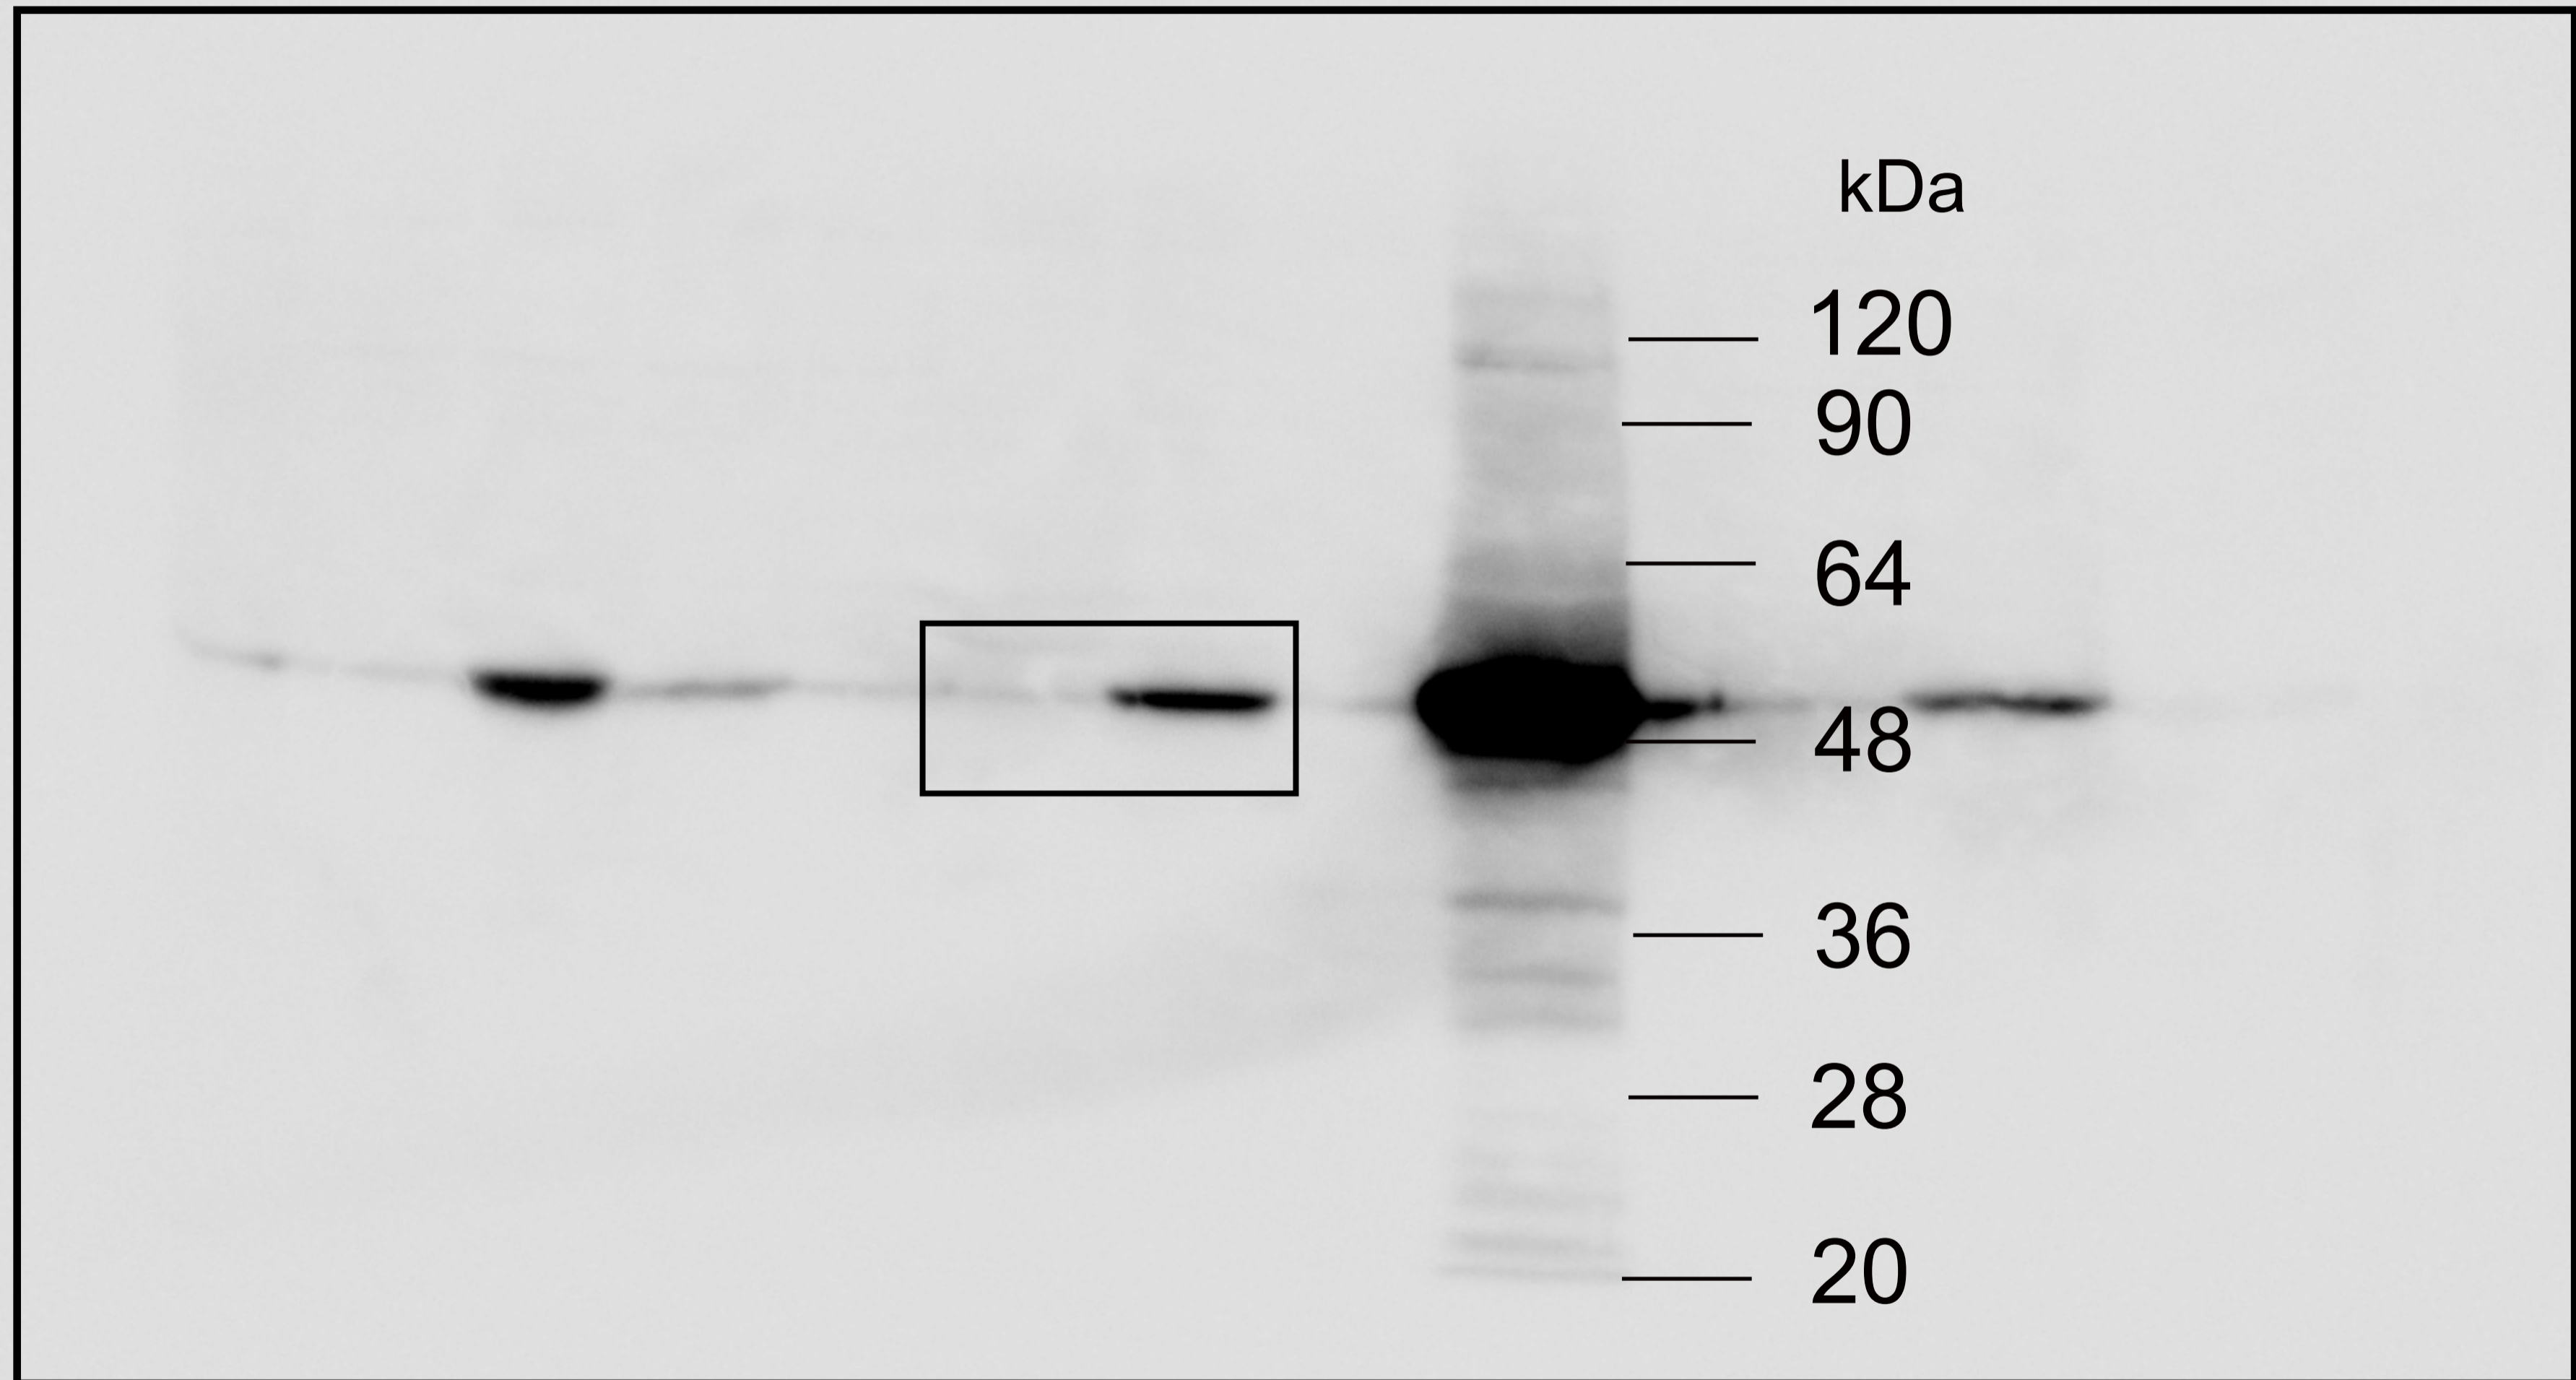

Figure 6A (CTH)

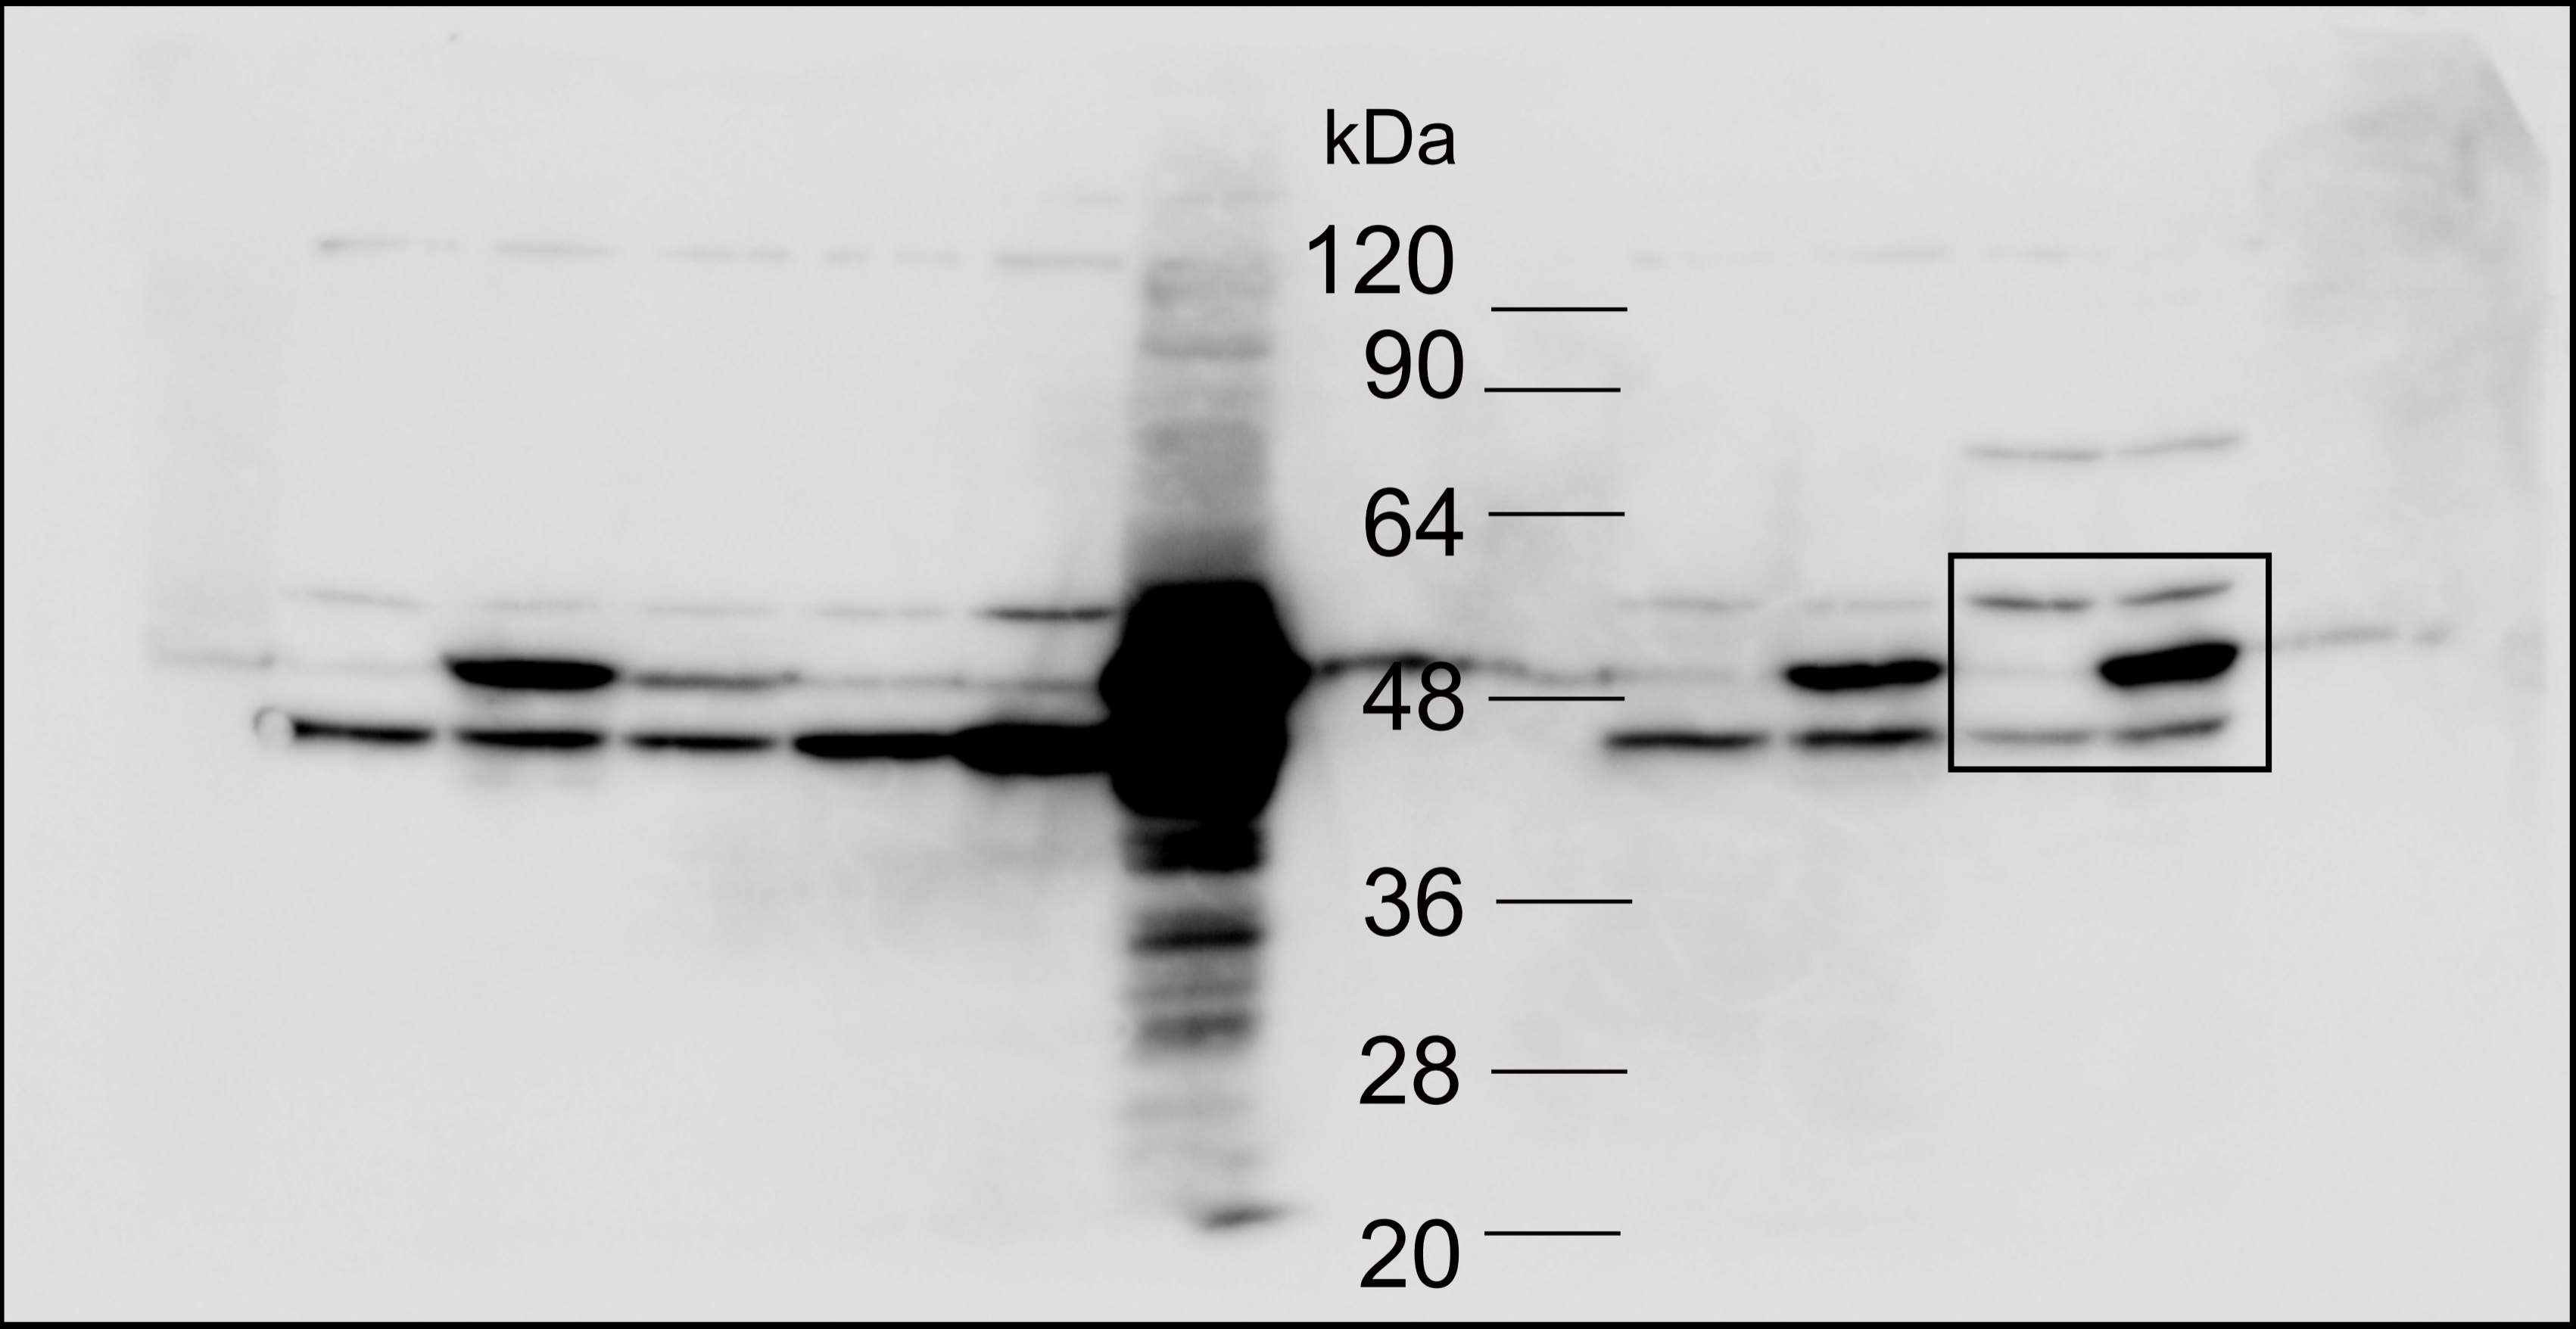

Figure 7B (xCT)

kDa  
250  
150  
100  
75  
50  
37  
20

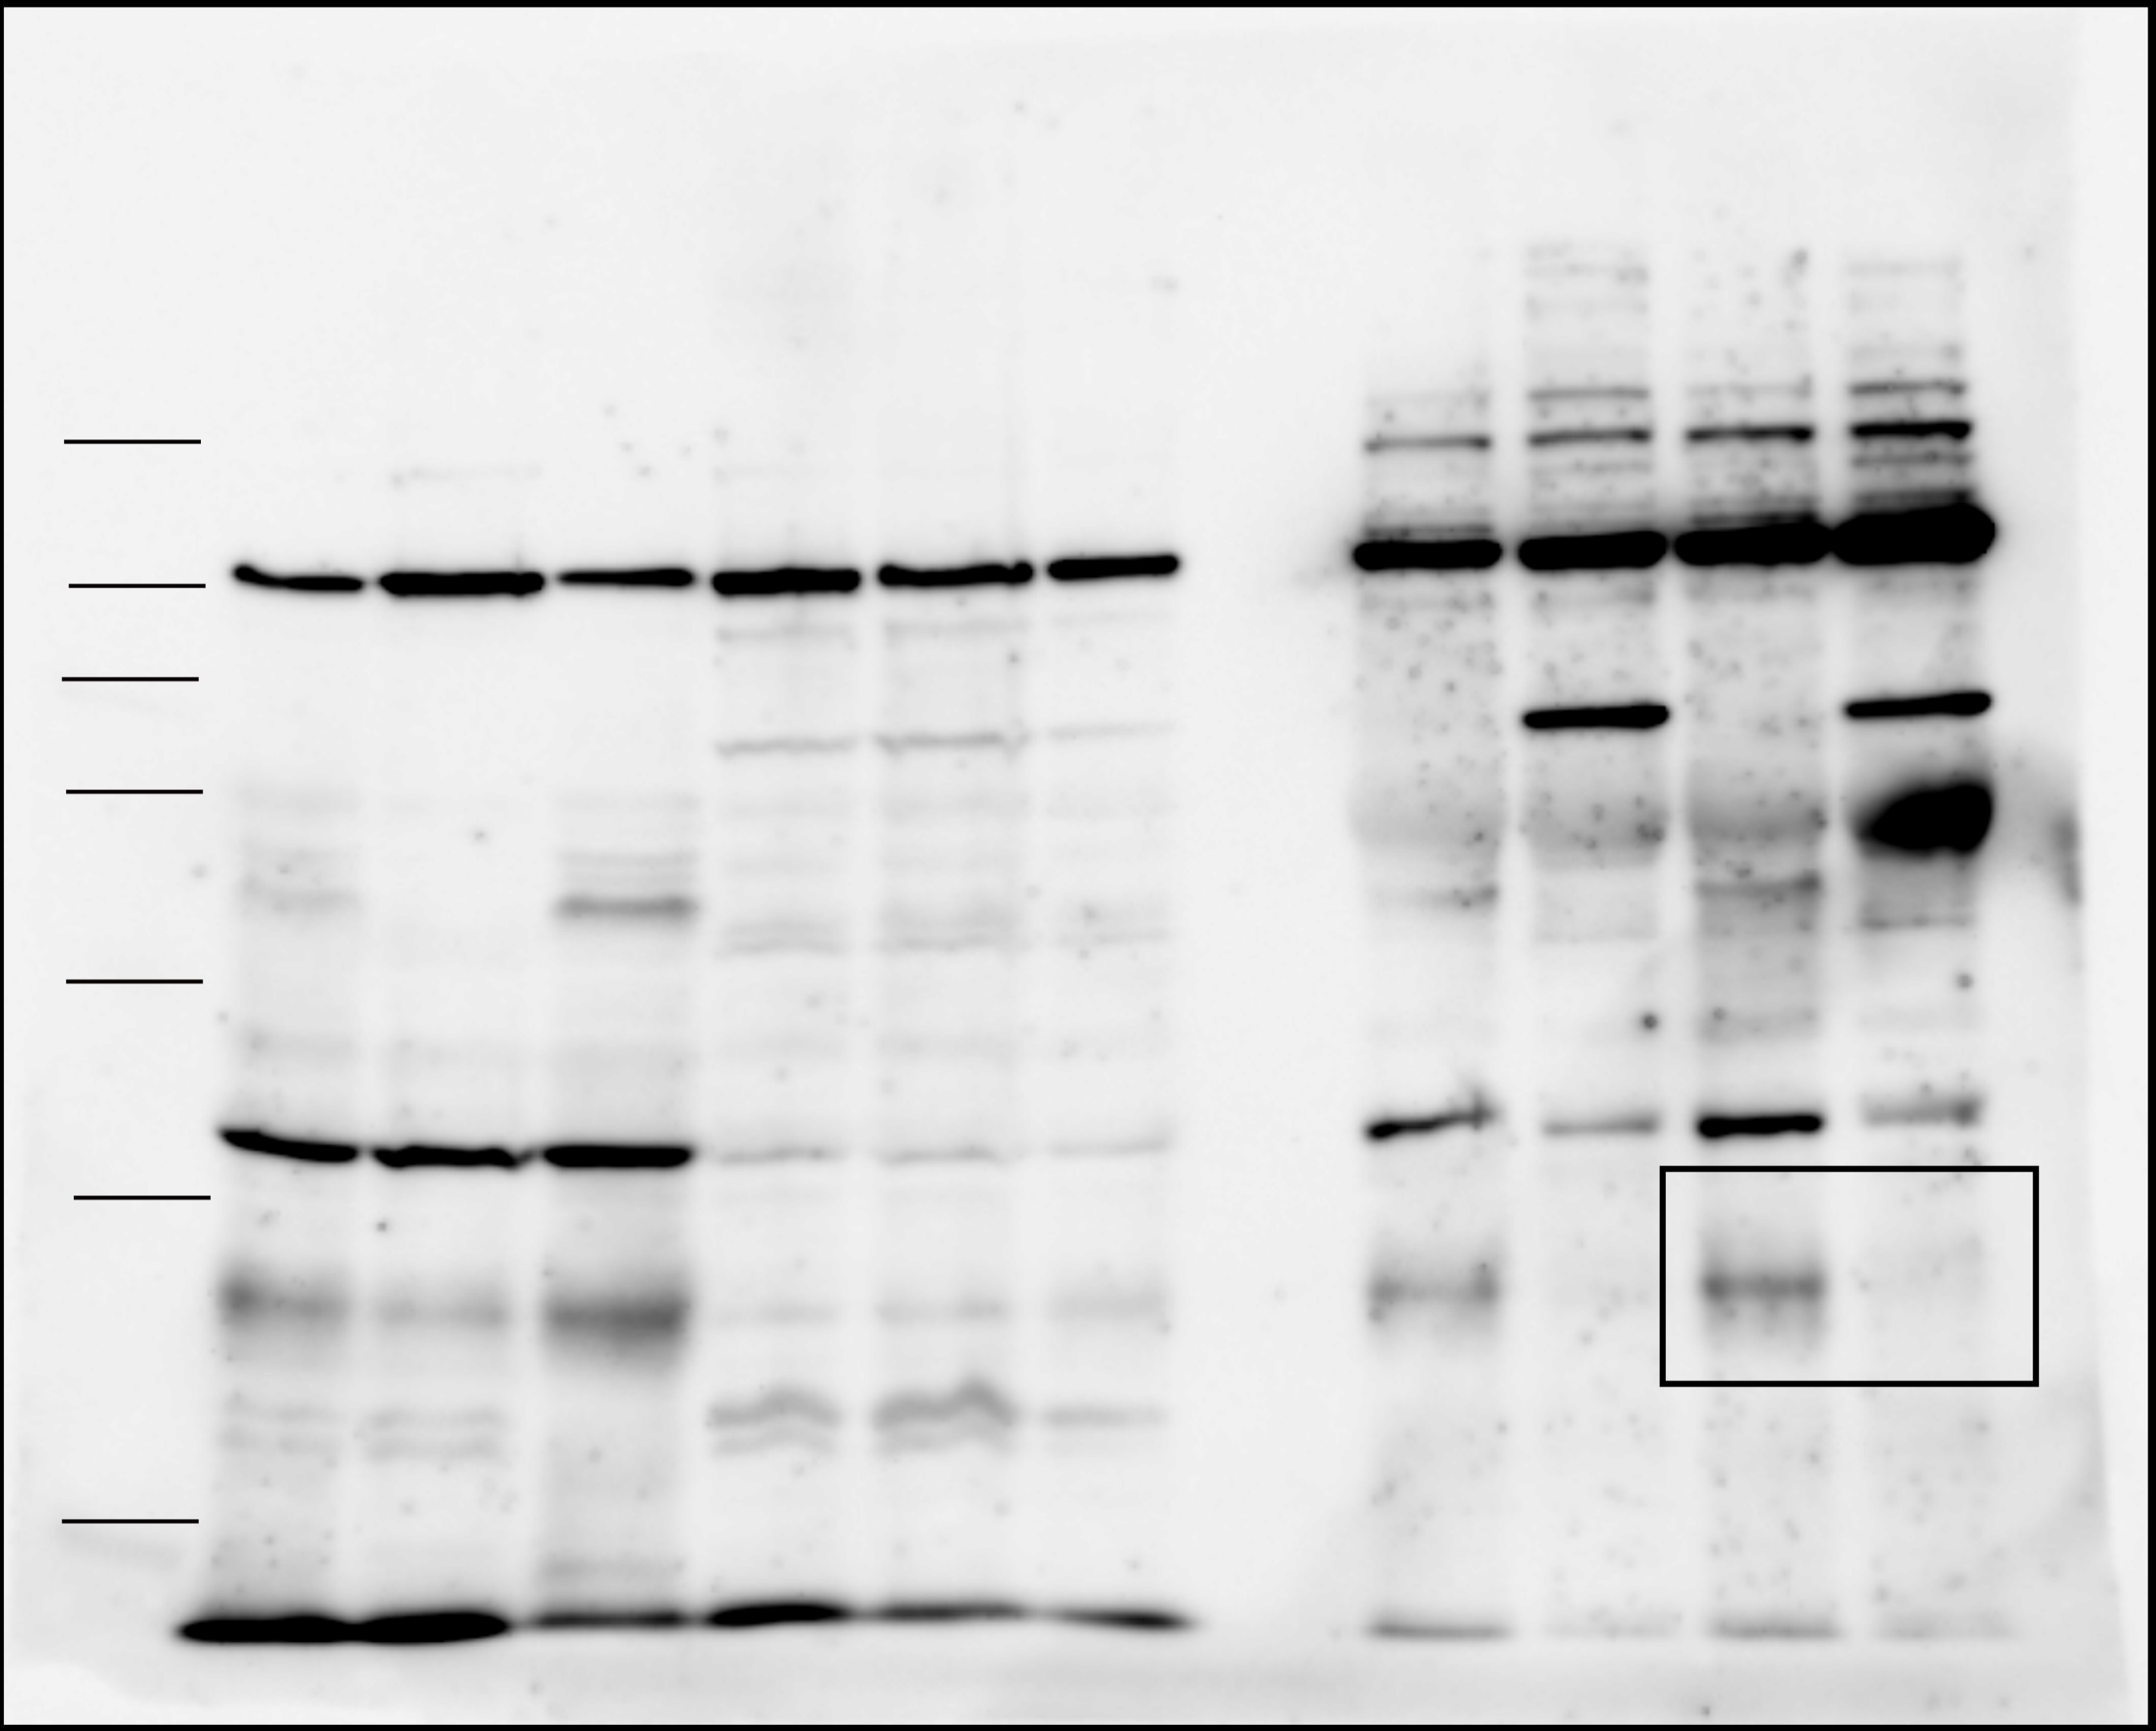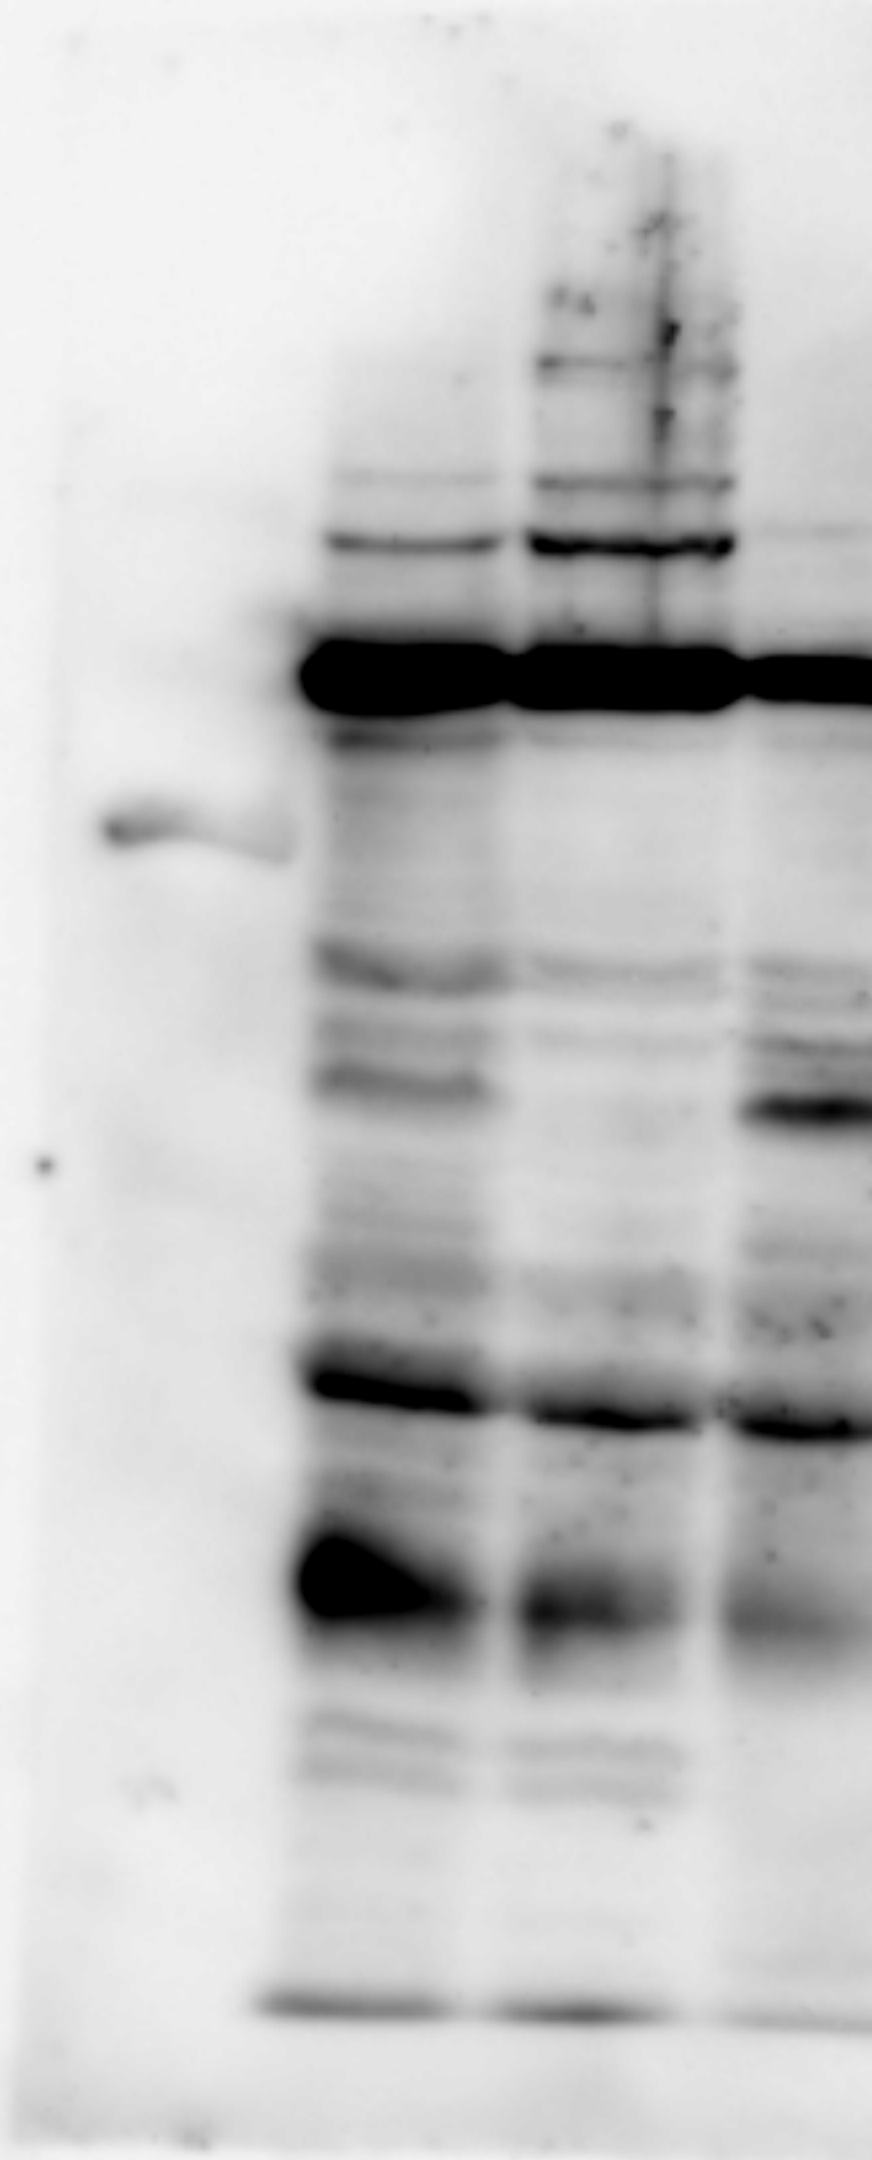

Figure 7B ( $\beta$ -actin)

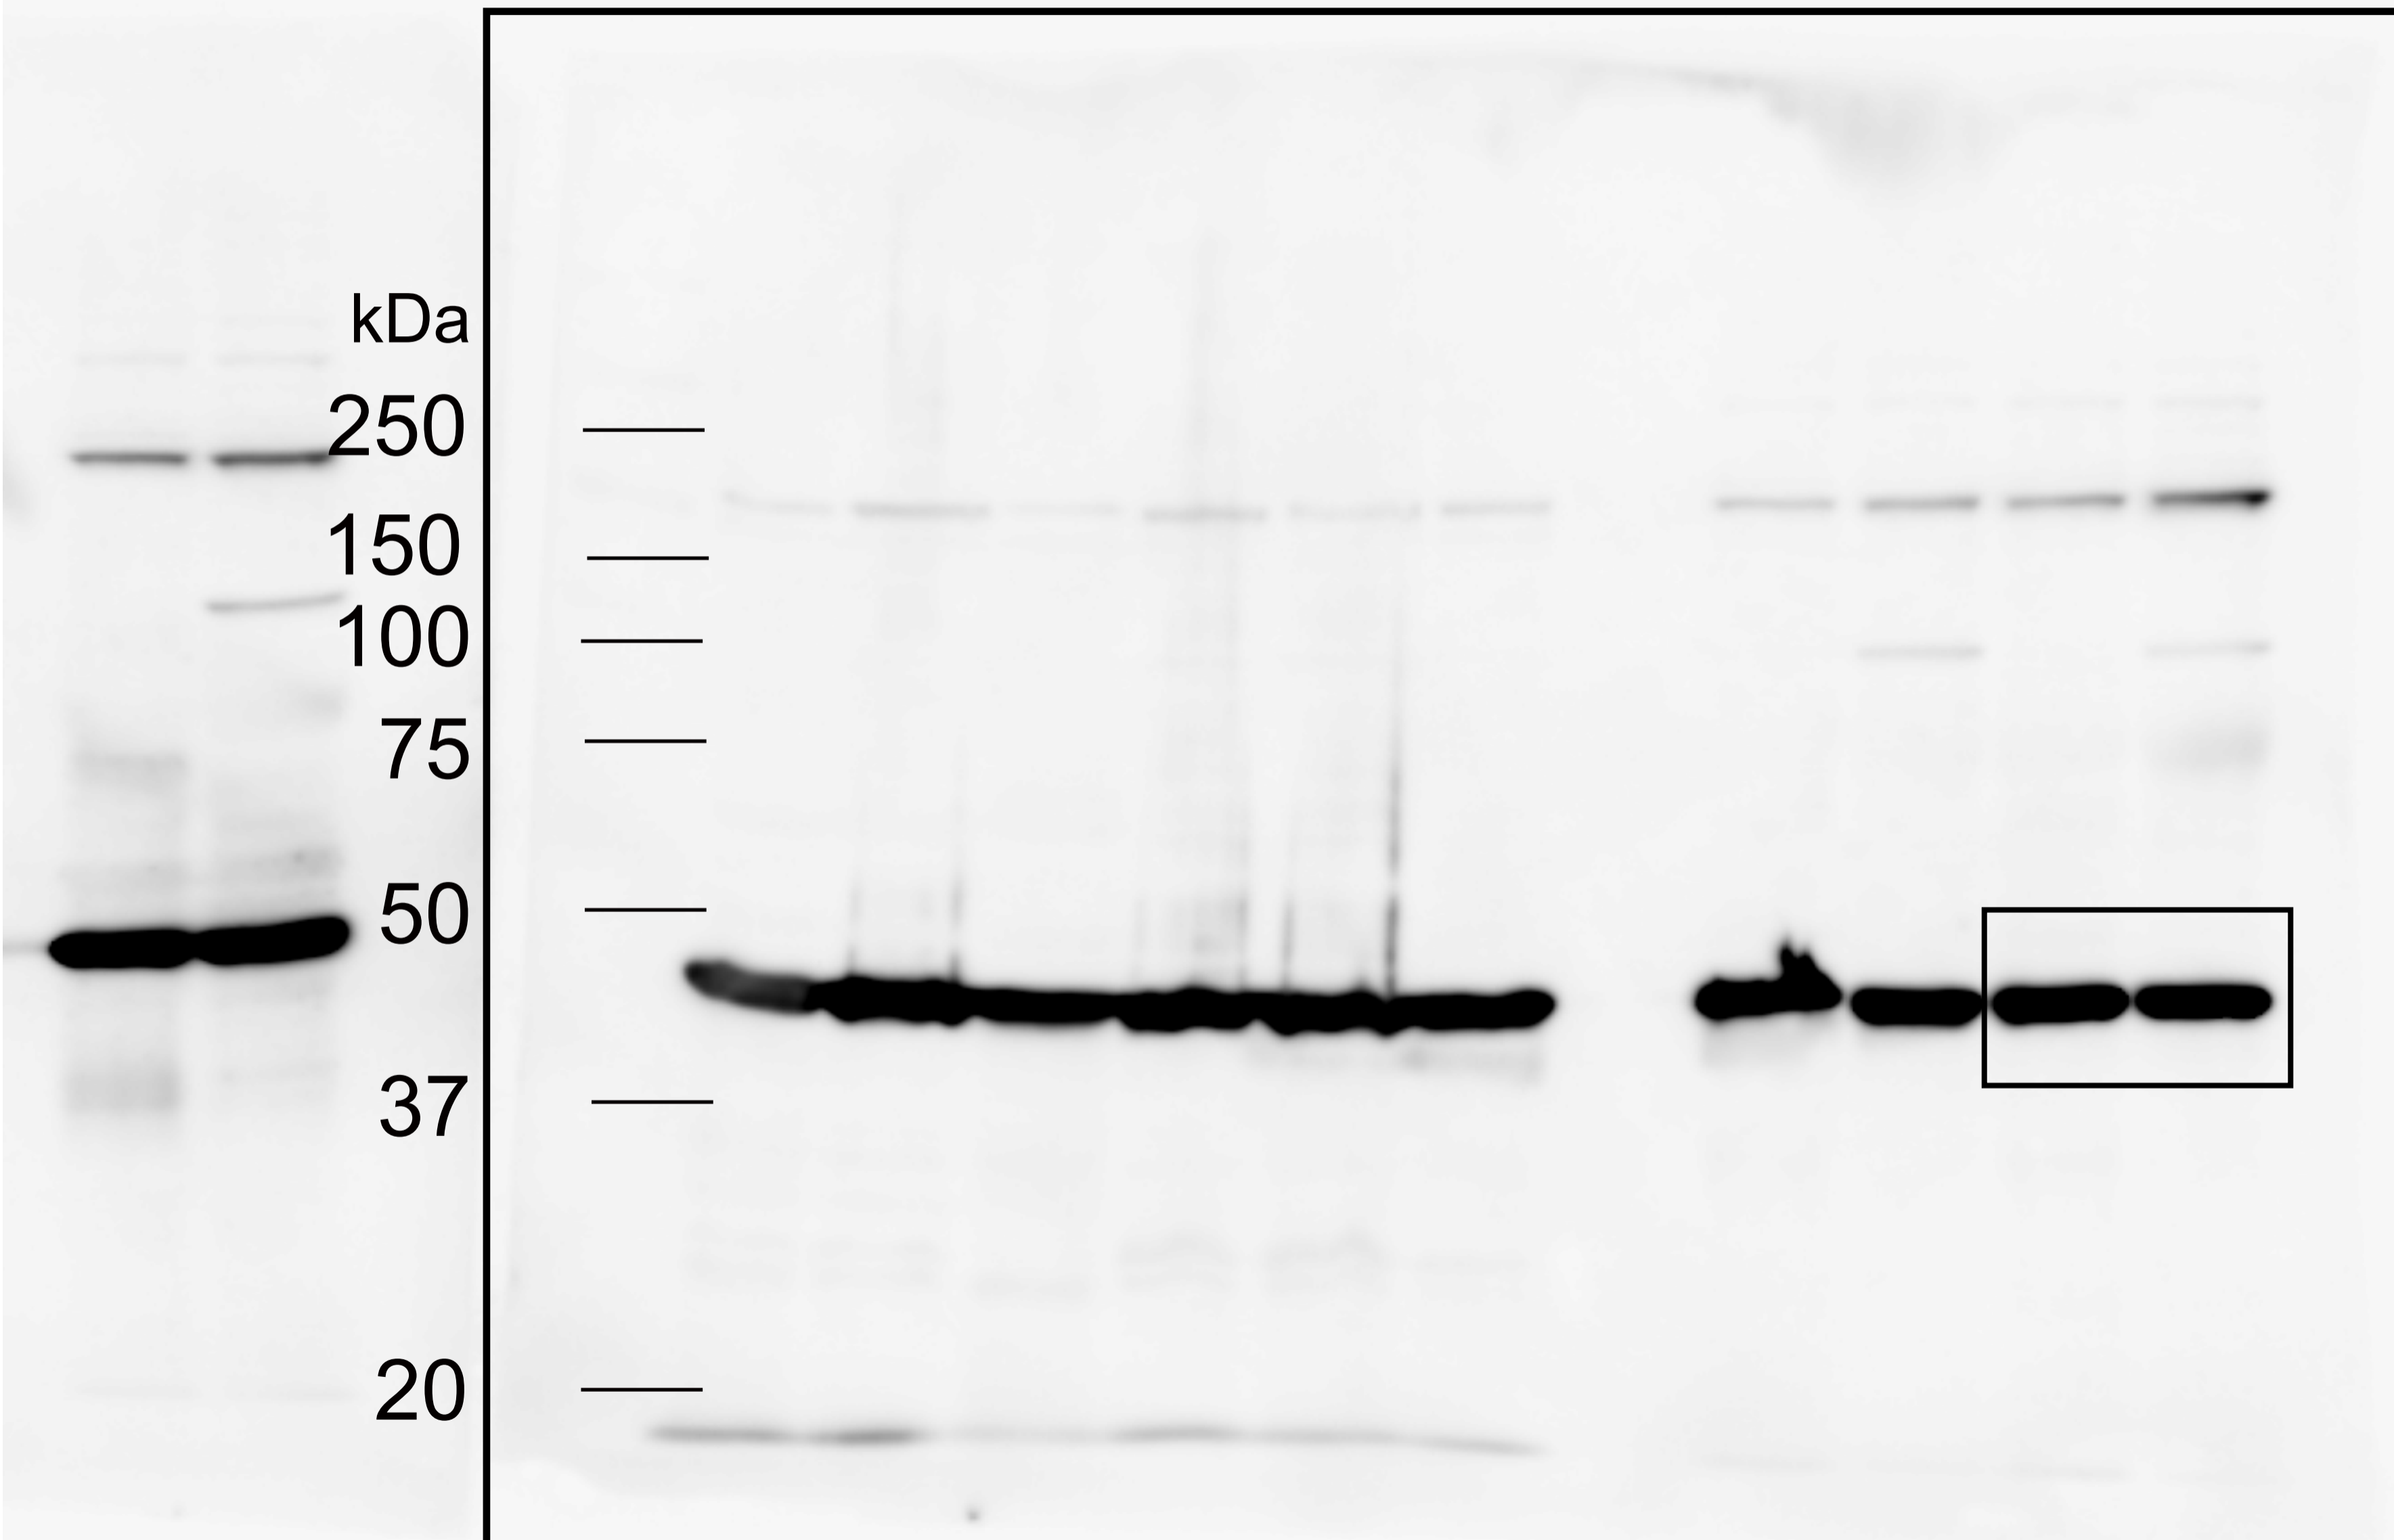

**Supplement:** Supplementary file 1 — Supplementary Figures.

# Supplementary material for: Induction of CTH expression in response to amino acid starvation confers resistance to anti-LAT1 therapy in MDA-MB-231 cells
**Source:** Sci Rep. 2022 Jan 19;12:1021. doi: 10.1038/s41598-022-04987-5
**Supplement:** Supplementary file 2 — Supplementary Table S1.

Supplementary Table S1

RPMI1640 based amino acid restriction medium

1X

0.5X

0X

| Inorganic Salts:                     |                                                       | mg/L  | mg/L   | mg/L  |
|--------------------------------------|-------------------------------------------------------|-------|--------|-------|
| Calcium Nitrate • 4H <sub>2</sub> O  | Ca(NO <sub>3</sub> ) <sub>2</sub> • 4H <sub>2</sub> O | 100   | 100    | 100   |
| Potassium Chloride                   | KCl                                                   | 400   | 400    | 400   |
| Magnesium Sulfate                    | MgSO <sub>4</sub>                                     | 48.84 | 48.84  | 48.84 |
| Sodium Chloride                      | NaCl                                                  | 6000  | 6000   | 6000  |
| Sodium Phosphate, Dibasic            | Na <sub>2</sub> HPO <sub>4</sub>                      | 800   | 800    | 800   |
| Sodium bicarbonate                   | NaHCO <sub>3</sub>                                    | 2000  | 2000   | 2000  |
| Amino Acids:                         |                                                       |       |        |       |
| L-Arginine                           |                                                       | 200   | 200    | 200   |
| L-Asparagine                         |                                                       | 50    | 50     | 50    |
| L-Aspartic Acid                      |                                                       | 20    | 20     | 20    |
| L-Cystine • 2HCl                     |                                                       | 65.2  | 65.2   | 65.2  |
| L-Glutamic Acid                      |                                                       | 20    | 20     | 20    |
| L-Glutamine                          |                                                       | 300   | 300    | 300   |
| Glycine                              |                                                       | 10    | 10     | 10    |
| L-Histidine                          |                                                       | 15    | 7.5    | 0     |
| L-Isoleucine                         |                                                       | 50    | 25     | 0     |
| L-Leucine                            |                                                       | 50    | 25     | 0     |
| L-Lysine • HCl                       |                                                       | 40    | 40     | 40    |
| L-Methionine                         |                                                       | 15    | 7.5    | 0     |
| L-Phenylalanine                      |                                                       | 15    | 7.5    | 0     |
| L-Proline                            |                                                       | 20    | 20     | 20    |
| Hydroxy-L-Proline                    |                                                       | 20    | 20     | 20    |
| L-Serine                             |                                                       | 30    | 30     | 30    |
| L-Threonine                          |                                                       | 20    | 20     | 20    |
| L-Tryptophan                         |                                                       | 5     | 2.5    | 0     |
| L-Tyrosine • 2Na • 2H <sub>2</sub> O |                                                       | 28.83 | 14.415 | 0     |
| L-Valine                             |                                                       | 20    | 10     | 0     |

How the deposited data were processed for this re-analysis (not part of the article)

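The deposited data are 4 Affymetrix U133 Plus 2.0 arrays of 2 breast cancer cell lines, MDA-MB-231 and T-47D, each with 100 μM JPH203 for 24 h or with the Captisol vehicle, 1 array per condition. The values the authors deposited are linear signal intensity values per probe set. The submitters' processing notes name GCOS, with its version and settings not given in the sources used here, and no detection calls were used. The mean of each array without its lowest and highest 2% of values is close to 100, as global scaling of each array gives, and no other normalization between arrays is stated. The paper gives a 2-fold threshold (Fig. 2A) and its statistics section names Student's t-test for experiments repeated 3 times, but each array here was run once. The Captisol concentration comes from the sample labels.

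Of the 54675 probe sets, 41097 name 1 gene in the platform annotation used, 1801 name several and 11777 are not listed in it and stay unnamed here. Of the probe sets with 1 gene, 41043 were matched by gene identifier to a RefSeq table of GRCh38.p14, with 0 symbols changed. This table was used for names and gene lengths alone, and no coordinates are given because the series names no genome build. No gene was named from a probe set with several genes. Of 348 genes in the fixed lists, 321 had a probe set naming them alone, and the rest are not reported here. On each array 10831 to 11857 probe sets had a signal of at least 100. The number of arrays limits the precision, and a ratio has no error of its own.

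The main setting, fixed before the data were examined, calls a probe set changed at a ratio of at least 2 or at most 0.5 with a signal of at least 100 on both arrays of a line. Gene levels are those of the brightest probe set naming only that gene. Where a mean of probe sets is given instead, it is that of their log2 signals. In the comparison of the control arrays, a signal of at least 100 on 1 array was enough, and the ratio was not read as a size where the other was below 100. For each of 21 gene lists, and the list of genes the paper names, the median log2 ratio over genes with a signal of at least 100 on at least 1 array was set among the medians of 10000 random lists of the same size matched on mean signal in 20 bins. The resulting percentile describes these arrays and is not a p-value. A list median below the 2.5 or above the 97.5 percentile was read as standing apart. The genes named in the text were taken from the genes the paper names, the 10 largest rises and falls in each line, up to 4 called members of each list with the largest change (or the brightest members where fewer than 2 were called), and, for the comparison of the control arrays, members of 5 lists; any other gene is marked as chosen after its values were seen. As an exception, antioxidant genes named for the control arrays are also given with their JPH203 ratios and without such a mark. The values of Table 1 had been seen in the paper before the rule was written.

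As checks of the labels, all 14 luminal markers were at least 2-fold higher in the T-47D control array and all 12 measured mesenchymal markers in the MDA-MB-231 control array, most of them below the minimum signal in the other line. KRT19 had a signal of 1671 in MDA-MB-231 cells and 13143 in T-47D cells, and VIM of 8156 and 56.5.

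The alternatives were median centring, quantile normalization and loess of the log2 ratio on signal (span 0.4), a pseudocount of 16, other minimum signals, 1.5-fold and 3-fold thresholds, and other choices of probe set. Removal of the trend on gene length, scaling to the poly-A spike-in transcripts, the brightest probe set for the counts, and random lists matched on signal and length (5 and 10 bins) were added after the data were seen. The calls were tested on simulated data made from each control array. With 1 array per condition, these data could not include measured variation between cultures. Of 200 probe sets raised 3-fold, 200 were recovered in each line. Of 200 raised 1.5-fold, 5 in MDA-MB-231 and 4 in T-47D cells were called, and 0 unchanged probe sets were called. These results depend on the noise put in, which was not measured. The log2 ratios had an SD of 0.198 in MDA-MB-231 and 0.513 in T-47D cells. The 0 calls among unchanged probe sets therefore give no rate of false calls for the T-47D arrays. Of 400 random lists of 20 genes with no effect, 5.0% in MDA-MB-231 and 4.5% in T-47D cells fell outside the 2.5 to 97.5 percentile range. Such a range leaves out about 5.0% by construction, so this checks the procedure alone. The work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.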

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

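The tests on gene length as the whole cause and on the 3-prime to 5-prime ratios were written after their values were seen, and the remaining tests in this part were chosen after the largest T-47D changes were seen but before their own results.

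More genes changed 2-fold in T-47D than in MDA-MB-231 cells, 354 against 7, at the same dose. That dose is above the IC50 the paper gives for proliferation of T-47D cells and below that for MDA-MB-231 cells. Whether stronger growth suppression in T-47D cells accounts for the difference was not tested, as no array was run at another dose. The count in T-47D cells was at least 43.1 times that in MDA-MB-231 cells under median centring, quantile normalization and loess. This argues against the choice among these scalings as the cause. Scaling to the poly-A spike-ins, added after the data were seen, moved the T-47D values more. It gave 885 genes against 27, a lower ratio but still more genes in T-47D cells. The count was 45.4 times as high with the trend on gene length removed, which argues against that trend as the whole cause. Which genes changed is less settled, since 64.4% of the T-47D genes remained called once the length trend was removed, between the bounds set for either reading. Loss of RNA from the 5-prime end stays open, as the 3-prime to 5-prime ratio with JPH203 was 1.24 times that of the control for ACTB and 0.922 times for GAPDH. A response of T-47D cells to JPH203 and a difference between single cultures both stay open, as no array was repeated.

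In T-47D cells the list of G1/S and DNA replication genes had a median of -0.83, with 4 of 20 called lower, and that of G2/M and mitosis 0.50, with 3 of 23 called higher and 1 lower. The paper's Table 2 reports a G1/S term, with MNAT1 and CDKN3, and has none for G2/M. In lists matched on signal and gene length the G1/S list was below all random lists and the G2/M list at the 99.985 percentile, which argues against the length trend. Of the difference between the list medians, 83.5% was left under the scaling that lowered it most, though without a minimum signal the G2/M median was 0.16, at the 88 percentile of random lists. A candidate explanation is that more of the treated T-47D cells were past S phase, a hypothesis not tested here, which would need a measure such as DNA content per cell, and in MDA-MB-231 cells the medians were -0.050, inside the range of random lists, and -0.16, below all random lists and so in the opposite direction for G2/M.

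Probe sets of small nucleolar RNA host genes, taken as those whose annotation lists such an RNA or an SNHG gene, were higher with JPH203 in T-47D cells, with a median log2 ratio of 0.55 over 100 measured probe sets, 11 of them 2-fold higher and 0 lower, against -0.073 in MDA-MB-231 cells. Their median lay above all lists matched on signal and gene length (percentile 100), which argues against a length trend. After loess of the ratio on signal 34.3% of the median was left, in line with a trend of bright probe sets making up most of it, although the rest still lay above all random lists. The genes of nonsense-mediated decay measured, 3 of 7, had a median log2 ratio of -0.072, below control, at the 70.0 percentile, with 1 of them called, too few to decide whether slower decay may contribute. The effect of JPH203 itself stays open as a biological explanation that was not tested.

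The following values are given with no explanation. In MDA-MB-231 cells, RBL2 with a ratio of 2.20 and AKAP12 with 0.493 changed 2-fold and are not in Table 1. The poly-A spike-in signal in T-47D cells was 1.57 times that of the control with JPH203, and higher in 100% of its 12 probe sets. On the same array the hybridization spike-in signal was 1.30 times and that of a ribosomal RNA control probe set 1.49 times the control, against 0.960 and 0.742 times in MDA-MB-231 cells. A set of 5 genes moved in opposite directions in the cell lines, each beyond the central 95% of probe sets of similar signal, and the difference was not tested. ARHGEF12 had a log2 ratio in MDA-MB-231 minus that in T-47D cells of 2.44, ATP13A3 of 2.00, NDRG1, a hypoxia-induced gene, of 2.01, SCD, stearoyl-CoA desaturase, of 1.89, and CDK1 of -1.65. With the mean of all probe sets of a gene, CDK1 was near its control level in MDA-MB-231 cells, and CDK1 and SCD were not called in T-47D cells. ARHGEF12 gave no value in MDA-MB-231 cells with that mean or without _x_at and _s_at probe sets.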

How the results depend on the processing

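Counting genes on their brightest probe set alone, removal of the length trend, scaling to spike-ins and length-matched lists were added after the data were seen. Signal over background and the single array per condition limit every value, and no array could be left out. No paired analysis was possible within a cell line because each condition has 1 array, and a fit pairing the arrays by cell line, which would average over the lines, was not run. The count of 7 genes in MDA-MB-231 cells became 8337 without a minimum signal, 23 at 100 on at least 1 array, 17 at 50 and 4 at 200 on both, 90 at 1.5-fold, 1 at 3-fold and 27 after scaling to the spike-ins. The count of 354 in T-47D cells became 9818, 674, 588, 217, 1842, 29 and 885 (16 higher and 869 lower) under the same settings, and 156 with the mean of all probe sets of a gene. Under the other settings it was 5 to 10 in MDA-MB-231 and 250 to 405 in T-47D cells. The minimum and the threshold change by construction how many can pass, and the cause of the others was not tested. Scaling to the spike-ins moved the median log2 ratio of all measured probe sets by -0.65 in T-47D and 0.13 in MDA-MB-231 cells, against at most 0.047 for the other scalings. Genes called in both lines went from 1 to 5 at 100 on at least 1 array and were 1 under 5 other alternatives. That gene, ASNS, was not called in either line with the mean of its probe sets or without _x_at and _s_at probe sets. Both settings bring in its other probe set, whose signals of 0.9 to 5.4 are below the minimum. With the mean, taken on log2 signals, its ratio was 7.32 in MDA-MB-231 cells and 1.24 in T-47D cells, not read as sizes. The setting without _x_at and _s_at probe sets kept them for genes with no other. The antioxidant list in MDA-MB-231 cells no longer stood apart under that setting (median 0.056) or without a minimum (0.067). In T-47D cells it no longer did so with the mean of probe sets (0.20), without _x_at and _s_at probe sets (-0.21), without a minimum (0.066) or matched on length (-0.21), each median still below that of the random lists. The ATF4 list stood apart in both lines under all 10 alternatives. Genes 2-fold apart between the control arrays numbered 3963, and 1843 at 100 on both arrays. Between the JPH203 arrays, the log2 ratio of MDA-MB-231 over T-47D was 2.11 for CTH, against 0.46 in the controls, and 3.50 for SLC7A11, against 4.06, not read as sizes where the T-47D signal is below 100, as for CTH with JPH203 and SLC7A11 on both arrays. Of 261 values of called genes named in the text, none changed sign and 13 fell under 2-fold. Of the same values, 6 moved by more than the spread of probe sets of similar signal. A further 27 lay below the minimum signal and gave no value.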

Differences from the paper's values

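Of the paper's array counts and the ratios of its Table 1, none above the minimum signal was more than 1.5 times apart from the value here at the main setting. The paper's text states no minimum signal, and its counts are set beside those at 100 on both arrays. The paper's 516 genes in T-47D cells stand beside 354 here, with 405 where a signal of 100 on at least 1 array was required and lower signals were raised to 100, and 588 at 50 on both arrays. Counted as probe sets, 479 were called here, and 548 with lower signals raised to 100. The paper's 6 genes in MDA-MB-231 cells stand beside 7 here, and 6 with a pseudocount of 16, though not the same 6, as 5 of them are in Table 1.

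The paper lists CEMIP (KIAA1199) as changed in MDA-MB-231 cells, at the paper's ratio of 2.30, and it was at 1.90 here, below 2-fold. It was called at 1.5-fold, and, in a setting chosen after seeing the values, at 2-fold after scaling to the spike-ins, which called the other 5 genes of Table 1 as well but dropped AKAP12. RBL2 and AKAP12 are not in Table 1, and had ratios of 2.20 and 0.493 here. The paper names CTH and NNMT as the genes raised in MDA-MB-231 cells alone, while CYP1B1, at 1.10, and PSAT1, at 1.87, were also below 2-fold in T-47D cells, in the paper's own Table 1 as well as here. For NNMT and CEMIP in T-47D cells, where the paper gives 0.50 and 5.28, the signals were below the minimum on both arrays and no ratio is read. The paper's Table 2 lists FANCL among the genes changed in T-47D cells, and its ratio here was 1.29, not called under any of the settings run. The paper states that antioxidant molecules increased in MDA-MB-231 cells, and of the antioxidant list none changed 2-fold there, while CTH and NNMT did.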

Other observations

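Among the leucine transporters, the signal of SLC7A5, which encodes LAT1, went with JPH203 from 1168 to 2024 in MDA-MB-231 cells, a ratio of 1.73, and from 502 to 834 in T-47D cells, a ratio of 1.66, and that of SLC3A2, 4F2hc, had ratios of 1.67 and 1.33. SLC7A8, LAT2, had control signals of 32.5 in MDA-MB-231 cells and 366 in T-47D cells. In the control arrays SLC7A5 was 2.33 times as high in MDA-MB-231 as in T-47D cells, where the paper gives about 1.5-fold by qPCR and for the protein, measures other than the arrays. CHAC1, which degrades glutathione, had signals of 2.9 and 16.0 in MDA-MB-231 cells and 19.3 and 90.0 in T-47D cells, all below the minimum. The transporter list had a median log2 ratio of 0.74 in MDA-MB-231 cells over 3 genes, above 99.99% of random lists, and of -0.084 in T-47D cells over 4 genes, at the 54 percentile.

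The aryl hydrocarbon receptor response list had a median of 1.00 over 4 genes in MDA-MB-231 cells, above all random lists and with 1 of them called, and a median of 0.37 in T-47D cells, at the 86 percentile. CYP1A1, the best known target of that receptor and named here after its values were seen, went from 69.7 to 215 in MDA-MB-231 cells and from 26.8 to 259 in T-47D cells, with a control signal below the minimum in both. In T-47D cells the oestrogen receptor response list had a median of -0.53 over 10 genes, at the 1.7 percentile, with PGR falling, but 4 of 10 alternatives, loess at the 2.85 percentile among them, left it inside the range of random lists. The dose was 100 μM in both lines, and no array was run at a lower dose.

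The other lists had these medians. In MDA-MB-231 cells, genes of hypoxia and glycolysis were at 0.25 (percentile 100, NDRG1 at a ratio of 1.57), oestrogen receptor response genes at 0.20 (98), endoplasmic reticulum chaperones at 0.10 (99.7), mesenchymal markers at 0.11 (99.9, VIM at 0.839), ribosome biogenesis genes at -0.15 (0.52, NPM1 at 0.914), G2/M genes at -0.16 (below all random lists) and other cytosolic tRNA synthetases at -0.16 (2.4). Of these, the other synthetases no longer stood apart under 5 of 10 alternatives, the oestrogen response under 2, and ribosome biogenesis, hypoxia and chaperones under 1 each, and the transporter list did not under 1 of the 7 that gave a value. Inside the range of random lists lay sterol synthesis at -0.088, fatty acid synthesis at 0.12, growth arrest genes at 0.058, lysosome and autophagy genes at 0.098, heat shock proteins at -0.14, interferon-stimulated genes at -0.048 and luminal markers at -0.061, of which fatty acid synthesis stood apart under 2 alternatives and lysosome and heat shock genes under 1 each. In T-47D cells, inside that range lay growth arrest genes at -0.12 (BTG1 fell at 0.470), ribosome biogenesis at -0.27, lysosome and autophagy at -0.22 (LAMP1 at 0.842), hypoxia and glycolysis at -0.15 (NDRG1 fell at 0.389), heat shock proteins at -0.32 (HSPB1 at 0.849) and interferon-stimulated genes at -0.25 (BST2 at 0.842), while fewer than 3 mesenchymal markers were measured. Hypoxia stood apart under 3 alternatives, heat shock proteins under 2 and ribosome biogenesis under 1. The genes the paper names had a median of 0.23 in MDA-MB-231 cells and 0.16 in T-47D cells, and as the paper chose some of them on these arrays this is no independent evidence.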
